# Identification of miRNAs and their targets using high-throughput sequencing and degradome analysis in cytoplasmic male-sterile and its maintainer fertile lines of *brassica juncea*

**DOI:** 10.1186/1471-2164-14-9

**Published:** 2013-01-16

**Authors:** Jinghua Yang, Xunyan Liu, Baochen Xu, Na Zhao, Xiaodong Yang, Mingfang Zhang

**Keywords:** *Brassica juncea*, Cytoplasmic male sterility, Degradome analysis, High-throughput sequencing, MicroRNA, Nuclear-cytoplasmic incompatibility

## Abstract

**Background:**

Regulatory network of cytoplasmic male sterility (CMS) occurrence is still largely unknown in plants, although numerous researches have been attempted to isolate genes involved in CMS. Here, we employed high-throughput sequencing and degradome analysis to identify microRNAs and their targets using high-throughput sequencing in CMS and its maintainer fertile (MF) lines of *Brassica juncea*.

**Results:**

We identified 197 known and 78 new candidate microRNAs during reproductive development of *B*. *juncea*. A total of 47 differentially expressed microRNAs between CMS and its MF lines were discovered, according to their sequencing reads number. Different expression levels of selected microRNAs were confirmed by using real-time quantitative PCR between CMS and MF lines. Furthermore, we observed that the transcriptional patterns of these microRNAs could be mimicked by artificially inhibiting mitochondrial F_1_F_0_-ATPase activity and its function in MF line by using treatment with oligomycin. Targeted genes of the microRNAs were identified by high-throughput sequencing and degradome approaches, including auxin response factor, NAC (No Apical Meristem) domain transcription factor, GRAS family transcription factor, MYB transcription factor, squamosa promoter binding protein, AP2-type transcription factor, homeobox/homeobox-leucine zipper family and TCP family transcription factors, which were observed to be differentially expressed between CMS and MF.

**Conclusion:**

Taken together, from these findings we suggested microRNA might participate in the regulatory network of CMS by tuning fork in gene expressions in CMS *B*. *juncea*. The differential expression of miRNAs observed between CMS and MF lines suggested that biogenesis of miRNAs could be influenced in the CMS.

## Background

Cytoplasmic male sterility (CMS), as a maternally inherited trait that prevents the production of functional pollen, is widely used in hybrid breeding and currently, is observed in > 150 plant species. CMS has been associated with expression of mitochondrial novel open reading frames (ORFs) that arise from rearrangements of mitochondrial genomes. Such *orfs* are often located adjacent to genes encoding components of the ATPase complex, and co-transcribed with these genes [1]. Although numerous attempts have been tried to isolate genes involved in CMS, regulatory network of CMS occurrence is still largely unknown in plants. Commonly, mitochondrial mutations lead to embryo lethality in plants owing to the essential nature of mitochondrial functions in energy metabolism. CMS mutations are an exception and these are naturally occurring mitochondrial genomic variants that condition nuclear-cytoplasmic incompatibility to produce a male sterility phenotype [1,2].

In plant cells, the mitochondrion and chloroplast are two semi-autonomous organelles that encode limited genetic information, with the majority being derived and imported from the nucleus. The inter-organellar communication between mitochondria and the nucleus is extensive, multifaceted and highly regulated. The predominant role of the nucleus in the cell has directed attention in recent years to studies of signaling from the nucleus to organelles (anterograde regulation), focusing mainly on pentatricopeptide repeat proteins that regulate RNA editing in mitochondria/chloroplasts and male fertility restorer genes in CMS [3]. However, organelles are also engaged in regulation of organelle-to-nucleus signaling (retrograde regulation) that fine-tunes nuclear gene expression, and influences stress responses, growth and development [3-5]. Mitochondrial retrograde regulation (MRR) of nuclear gene expression was first defined in yeast [6] and was well described in yeast and mammals [7]. The RTG (retrograde) pathway in yeast revealed the nuclear target gene *CIT2* and key proteins of signal transduction (*Rtg1*, *Rtg2* and *Rtg3*) [7]. However, mitochondrial retrograde regulation of nuclear gene expression is poorly understood in plants. The few reviews available have presumed that there are similar mitochondrial retrograde regulation pathways to yeasts and mammals [8-11]. In plant, evidence of plastid retrograde regulation is relatively well described, in which the GUN1 gene integrates multiple signals in the plastid and leads to ABI4-mediated repression of nuclear gene expression [5]. More recently, ABI4-mediated repression of nuclear gene expression was also identified to be involved in a mitochondrial retrograde regulation pathway [12].

MicroRNAs (miRNAs) are endogenous non-coding RNAs of ~ 22 nucleotides (nt) in length in plants, which guide post-transcriptional gene regulation mainly via mRNA cleavage. In *Arabidopsis*, miRNAs have been shown to play key roles in various biological processes, including developmental regulation, hormone response and stress adaptation [13-17]. To date, hundreds of small RNAs (sRNAs) have been isolated by direct cloning or deep sequencing in plants [18,19]. MicroRNA targets can be identified by computational prediction, based on sequence complementarity between miRNAs and the target mRNA or sequence conservation among different species [20]. They have been implicated in degradation of their mRNA targets into fragments with a monophosphate at the end. Therefore, isolation and sequencing of target mRNA degradation fragments can be used to validate miRNA targets. Recently, degradome sequencing, which combines high-throughput deep sequencing with bioinformatics analysis, has been successfully implemented to identify miRNA targets in *Arabidopsis*[21-23]. This method has been used to confirm predicted miRNA targets, allowing large-scale discovery of miRNA targets in plants [21,22,24-26].

In the present study, we identified miRNAs and their targets using high-throughput sequencing methods during reproductive development of CMS and its MF lines of *B*. *juncea*. The differential expression of miRNAs observed between CMS and MF lines suggested that biogenesis of miRNAs could be influenced in the CMS.

## Results

### sRNA populations in reproductive development of *B. juncea*

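Small RNA was sequenced from floral buds of the cytoplasmic male-sterile (CMS) line and of its maintainer fertile (MF) line, with 1 library per line from the pooled buds of 6 plants. The CMS line had been backcrossed to MF for 13 generations. There was no replicate of either line, so every test compares the libraries and not the lines. The MF library held 11845753 raw reads and the CMS library 3339182. The authors removed the 3' adapter, kept the mappable reads, compared them with miRBase 18.0 and with Arabidopsis sequences, and gave a raw count and a normalized count for each miRNA. The normalized count was the raw count times a factor for the library, rounded to a whole number. The factors, recovered from the deposited counts of the most abundant miRNA, were 0.896 for MF and 1.12 for CMS. The deposited tables gave values for 288 miRNA entries, which came to 248 distinct mature sequences because several loci share a mature sequence and its reads. In the names, ath stands for Arabidopsis, p5 and p3 for an arm of a hairpin that miRBase did not list as mature, L, R and ss for changed ends and substituted bases, and PC for a predicted candidate. Ratios were taken as CMS over MF from the raw counts and the authors' factors, with exact (Clopper-Pearson) 95% intervals. A sequence with 0 reads in a library was set against 3 counts, which gives a bound. The reads carry no molecular identifiers, so the intervals and bounds cover counting error only. The median log2 ratio of the 86 sequences with at least 20 reads in all and with reads in each library was -0.03 with the authors' factors. Scaling by the mappable reads moved it to 0.85, a shift of 0.88 for every sequence, and scaling by the raw reads moved it to 1.48. Scaling by the total miRNA reads moved it to -0.56.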

To study the possible gene differences involved in the abortion of pollen development and the abnormal development of floral organ possibly caused by sRNA in CMS *B*. *juncea*, the sRNA libraries of reproductive development from CMS and MF *B*. *juncea* were constructed with RNAs from all floral buds of one intact inflorescence. Deep sequencing generated a total number of 11 845 753 from MF and 3 339 182 from CMS raw reads (Additional file 1: Table S1). After removal of corrupted adapter sequences, reads with length < 15 and > 32 nt and junk reads, there were 7 331 575 and 3 192 676 mappable reads obtained for MF and CMS libraries, respectively (Additional file 1: Tables S1 and S2). 

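The reads of identified miRNAs were a small part of both libraries, 1.24% of the mappable reads in MF (95% interval 1.232 to 1.248%) and 3.29% in CMS (3.270 to 3.309%). Most of the miRNA reads came from miR319a, which directs cleavage of mRNAs of TCP transcription factors, with 55.7% of the miRNA reads in MF and 70.5% in CMS. Without miR319a and miR319b, which share this mature sequence, miRNAs still held 0.550% of the mappable reads in MF and 0.971% in CMS. Reads that matched mRNA were 63.5% of the mappable reads in MF and 57.0% in CMS. Reads that matched the structural RNAs of Rfam, such as rRNA and tRNA, were 4.62% in MF and 3.21% in CMS, and reads that matched repeats were 0.667% in MF and 0.0480% in CMS. The step from raw to mappable reads removed more of the MF library, of which 61.9% was kept, than of the CMS library, of which 95.6% was kept. Reads without the 3' adapter were 13.3% of the raw reads in MF and 2.61% in CMS, and reads longer than 30 nt were 22.2% in MF and 1.14% in CMS. The mappable reads numbered 7331757 in MF and 3192676 in CMS, and a sequence with 0 reads could still have been present at up to 0.409 reads per 1000000 mappable reads in MF and 0.940 in CMS.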

The majority of sRNAs were 21–24 nt for both libraries. This is within the typical size range for Dicer-derived products, in which 21-nt sRNAs were most abundant followed by 24 nt as the second largest percentage representing the class of endogenous sRNA families (Figure 1). 

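Reads of 21 nt, the length that DCL1 cuts from most miRNA hairpins, were 94.9% of the miRNA reads in MF (95% interval 94.72 to 95.01%) and 97.6% in CMS (97.53 to 97.72%). Without miR319a and miR319b the 21-nt share was 88.4% in MF and 91.2% in CMS. The 24-nt class held 1390 reads in MF (95% Poisson interval 1318 to 1465) and 715 in CMS (664 to 769), and the 22-nt class held 1264 in MF (1195 to 1336) and 957 in CMS (897 to 1020). The 22-nt class was thus 0.909 times the 24-nt class in MF and 1.34 times in CMS. A single sequence of the other arm of a Brassica hairpin, bra-MIR1885-p3, made up 86.0% of the 22-nt reads in MF and 85.5% in CMS. The 24-nt reads came mostly from peu-MIR2916-p3 (41.9% in MF and 42.0% in CMS) and peu-MIR2916-p5 (25.4% in MF and 28.5% in CMS), and the candidate PC-3p-77 gave 16.0% in MF and 11.7% in CMS. Together the classes of 21 to 24 nt held 98.4% of the reads in MF and 99.5% in CMS. These counts come from the deposited table of length classes, which covers the reads of the identified miRNAs and not all small RNA. In CMS its counts of the 18-, 19-, 20- and 23-nt classes were the same before and after normalization, and the reads of the listed miRNAs of 23 nt summed to 401 where the table gives 253.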

We further compared the unique miRNAs between MF and CMS. 

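The MF library held 174 different miRNA sequences of 21 to 24 nt and the CMS library 141. Of these, 98 in MF and 90 in CMS were of 21 nt, and 36 in MF and 25 in CMS were of 24 nt, the length that DCL3 produces. Over all lengths, 75 of the 248 distinct sequences had 0 reads in CMS and 20 had 0 reads in MF. Among the sequences seen in a single library, ath-MIR156a-p3, an arm of a hairpin of the family that targets SPL genes, had 56 reads in MF and 0 in CMS. The arm ath-MIR319b-p5 had 0 reads in MF and 18 in CMS. A count of 0 does not show absence, and the mappable reads of CMS were fewer.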

There were 173 and 141 21–24-nt unique miRNAs in MF and CMS, respectively, of which there were 98 and 90 unique 21-nt miRNAs (Additional file 1: Table S3).

**Figure 1:**
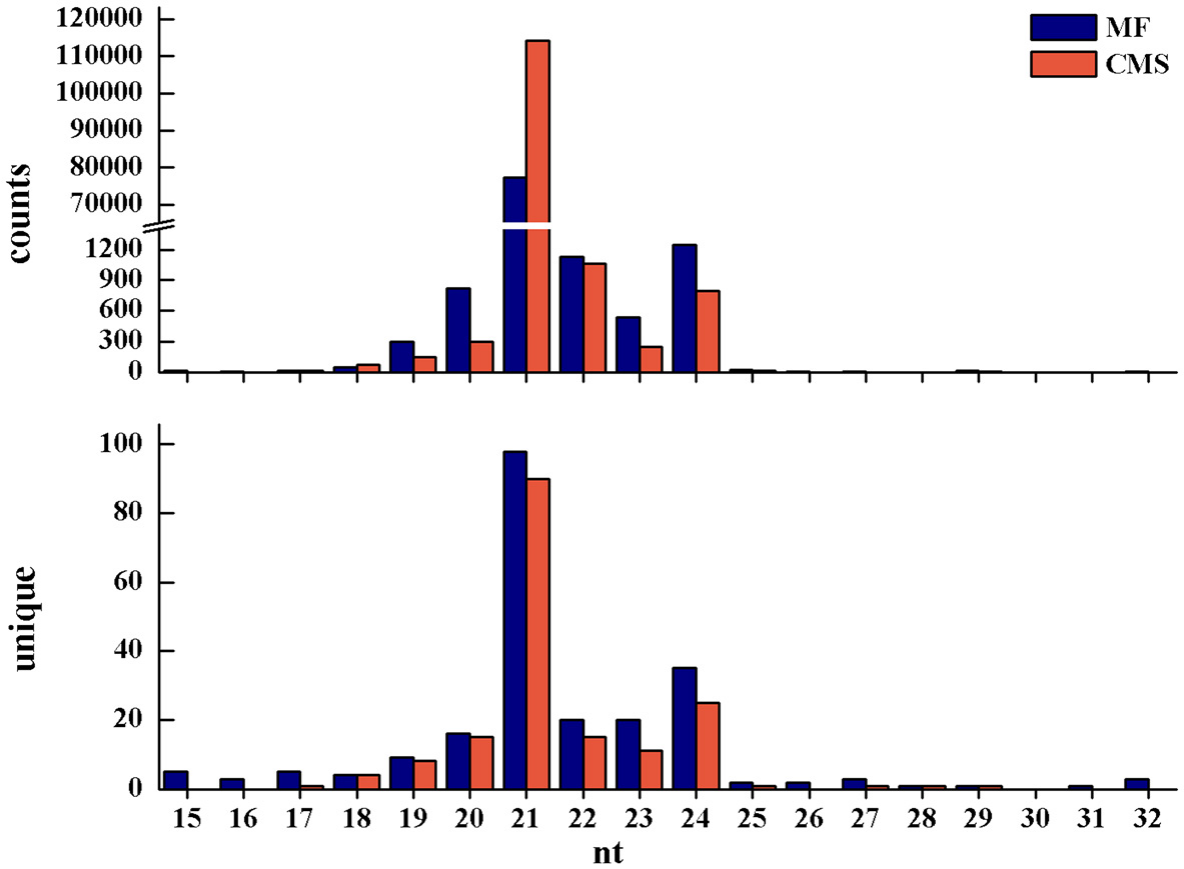
**Length distribution of counts of sequ-seqs and unique sRNAs during floral development in MF and CMS of *Brassica jucnea.***

### Identification of known miRNAs in reproductive development from B. juncea

To identify the miRNAs from the reproductive development of *B*. *juncea*, sRNA sequences identified from *B*. *juncea* by deep sequencing were compared with the currently known mature plant miRNAs. In miRBase 18.0, there are 291 *Arabidopsis* pre-microRNAs (pre-miRNAs) reported that correspond to 328 mature miRNAs. In the present study, 99 pre-miRNAs corresponding to 94 miRNAs were detected, as well as 63 new mature 5^′^- or 3^′^-miRNAs corresponding to *Arabidopsis* pre-miRNAs detected for the first time (Additional file 1: Tables S4 and S5). 

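The abundant miRNAs of Arabidopsis hairpins were those of the families that target transcription factors. After miR319a, with 50580 raw reads in MF and 74029 in CMS, the largest counts in MF were those of miR167a (6967 in MF and 774 in CMS), whose targets are ARF6 and ARF8, and of miR160a (4440 in MF and 3493 in CMS), whose targets are ARF10, ARF16 and ARF17. They were followed by miR159a (3766 in MF and 5143 in CMS), whose targets are MYB genes, and by miR165a (3476 in MF and 3961 in CMS), whose targets are HD-ZIP III genes. Values were found for 156 entries of Arabidopsis hairpins, of which 150 had reads in MF, 123 in CMS and 117 in both libraries. The other arms numbered 63, with 57 seen in MF, 40 in CMS and 34 in both. The deposited profile table names 99 hairpins and 93 mature miRNAs with values, while the list of miRBase hairpins marks 93 hairpins as found in MF and 84 in CMS.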

There were four novel pre-miRNAs corresponding to five mature miRNAs originating from other species rather *Arabidopsis*. Among the five mature miRNAs, three new mature 5’- or 3’-miRNAs were detected in *B*. *juncea* for the first time. 

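The 5 sequences of this group held 1041 raw reads in MF and 563 in CMS, and most of them came from a single hairpin of poplar. peu-MIR2916-p3 had 583 reads in MF and 300 in CMS, and peu-MIR2916-p5 had 353 and 204. pta-MIR1310-p3 had 42 reads in MF and 17 in CMS, rgl-miR5139_L-1 had 41 and 28, and gma-miR4995_L+3R+1 had 22 and 14. These family names are also given to fragments of rRNA or tRNA.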

The other two pre-miRNAs corresponding to two mature miRNAs came from two other plant species (*Glycine max* and *Rehmannia glutinosa*) and could be mapped to the *Arabidopsis* genome (Additional file 1: Table S6). 

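The 5 sequences from 7 hairpins of other plants were rare and came almost wholly from MF, with 116 raw reads in MF and 4 in CMS. ahy-miR167-5p_1ss21TC, which differs by 1 base from miR167a, had 89 reads in MF and 2 in CMS. gma-miR166a-3p_1ss21CT, which differs by 1 base from miR166a, had 18 reads in MF and 2 in CMS. The other 3 sequences had 0 reads in CMS and fewer than 10 in MF. Beside its abundant relative, ahy-miR167-5p_1ss21TC reached 1.28% of the reads of miR167a in MF (95% interval 1.03 to 1.57%) and 0.258% in CMS (0.0313 to 0.930%).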

Five novel miRNAs originating from seven pre-miRNAs could not be mapped to the *Arabidopsis* genome; these were mapped to other plant species genomes and the extended sequences at the mapped positions of the genome potentially form hairpins (Additional file 1: Table S7). 

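The 17 sequences without a predicted hairpin held 342 raw reads in MF and 109 in CMS. rco-miR319d_2ss20TC21TA, 1 base from miR319a, held most of them, with 224 reads in MF and 74 in CMS. ahy-miR159_1ss7TC, 1 base from miR159a, had 37 reads in MF and 6 in CMS. Of the 17, 7 had reads in MF alone and none had reads in CMS alone. For 11 of them the reads of both libraries together came to fewer than 10.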

Another 17 novel miRNAs identified to originate from pre-miRNAs, that could not be mapped to the *Arabidopsis* genome but were mapped to other plant genomes, failed in hairpin structure prediction for extended sequences at the mapped positions (Additional file 1: Table S8). 

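The 13 conserved sequences held 4305 raw reads in MF and 3431 in CMS, most of them from a few sequences. ppt-miR894_R+1 had 1994 reads in MF and 1740 in CMS, and bra-MIR1885-p3, from a hairpin of Brassica rapa, had 1087 and 818. ptc-miR319i_R+1_1ss5GA, a close relative of miR319a, had 741 reads in MF and 549 in CMS. bna-miR1140, known from Brassica napus, had 12 reads in MF and 33 in CMS. The sequences peu-MIR2911-p3_1ss6CT, with 21 reads, and pab-MIR947-p3, with 14 reads, were seen in MF alone.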

There were also 13 novel miRNAs conserved in other plant species, but not found in the *Arabidopsis* genome (Additional file 1: Table S9).

### Identification of new candidate miRNAs in reproductive development of *B. juncea*

To identify new miRNAs, we removed all reads with low abundance from sequence data, and the data were then used to query the mRNA (ftp://ftp.arabidopsis.org/Sequences/ATH cDNA EST sequences FASTA/), non-coding RNA sequences at the database (ftp://ftp.sanger.ac.uk/pub/databases/Rfam/10.1/) and the repeat-Repbase (http://www.girinst.org/repbase/update/index.html). The consensus surrounding the genomic regions of each miRNA was retrieved and secondary structure was predicted. All genomic loci-generating sRNAs that can be folded into a secondary structure were considered as miRNA candidates. In total, 78 pre-miRNAs corresponding to 93 unique mature miRNAs were first identified in the present study, and these candidate miRNAs originated from predicted RNA hairpins (Additional file 1: Table S10). 

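The new candidates were rare in both libraries. The 92 candidate sequences with values held 611 raw reads in MF and 326 in CMS, and 32.7% of these reads came from PC-3p-77, which had 222 in MF and 84 in CMS. PC-3p-77 lies on chromosome 2 of TAIR10, in a hairpin from position 4886 to 5149. The candidate sequences were not compared with rRNA or tRNA here, so whether PC-3p-77 or others are such fragments stays open. The next most abundant was PC-5p-55, of 24 nt, with 59 reads in MF and 33 in CMS, followed by PC-3p-5, with 35 in MF and 29 in CMS. A single read over both libraries was all there was for 30 candidates, 78 had fewer than 10 reads and 10 had at least 20. Reads were found in both libraries for 42 candidates, in MF alone for 36 and in CMS alone for 14. The sequences belong to 76 hairpins of the deposited table, and 90 of them have a place in a genome there.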

The secondary hairpin structures of the representative miRNAs are shown in Figure 2 and all secondary hairpin structures of candidate miRNAs are listed in Additional file 2: Figure S1. Interestingly, some new candidate miRNAs were organelle-derived non-coding sRNAs: miRNAs PC-5p-13, PC-3p-14, PC-3p-39, PC-5p-40, PC-3p-54, PC-3p-72, PC-5p-75, PC-5p-88 and PC-3p-90 are derived from chloroplasts, and PC-5p-17, PC-3p-18, PC-3p-25 and PC-5p-26 from mitochondria. 

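By the places given in the deposited table, 9 candidates lay in the chloroplast genome alone, 4 in the mitochondrial genome alone and 71 in the nuclear genome alone. The mitochondrial candidate PC-3p-25, from the minus strand between 350384 and 350646, had 15 raw reads in MF and 6 in CMS, and PC-5p-26 of the same hairpin had 4 and 4. PC-5p-17 and PC-3p-18, both from positions 349029 to 349292, had 3 and 2 reads in MF and 0 in CMS. The chloroplast candidates together had 31 reads in MF and 20 in CMS, and the mitochondrial candidates 24 in MF and 10 in CMS. In each of the 2 groups 1 candidate reached 20 reads over both libraries. Sequences of 21 nt were 3 of the 9 chloroplast candidates and 1 of the 4 mitochondrial candidates.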

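A further 6 candidates were placed in both the nuclear and the mitochondrial genome, and they had 9 raw reads in MF and 8 in CMS. There were 10 sets of hairpins that share at least 1 mature sequence, where sets that overlap, as those of PC-3p-45 and PC-5p-47, are counted separately. None of the 6 was of 21 nt, and none reached 20 reads over both libraries. With so few reads, a difference between MF and CMS was not detectable for these candidates.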

Strikingly, several pre-miRNA and mature sequences of new candidate miRNAs were the same, but were located by alignment to nuclear and mitochondrial genomes respectively, including pre-miRNA22/pre-miRNA23, pre-miRNA24/pre-miRNA25, pre-miRNA73/pre-miRNA74 and pre-miRNA75/pre-miRNA76 (Additional file 1: Table S10). Finally, 290 miRNAs, including known and new candidates, were identified in reproductive development of MF and CMS *B*. *juncea* (Additional file 1: Table S11).

**Figure 2:**
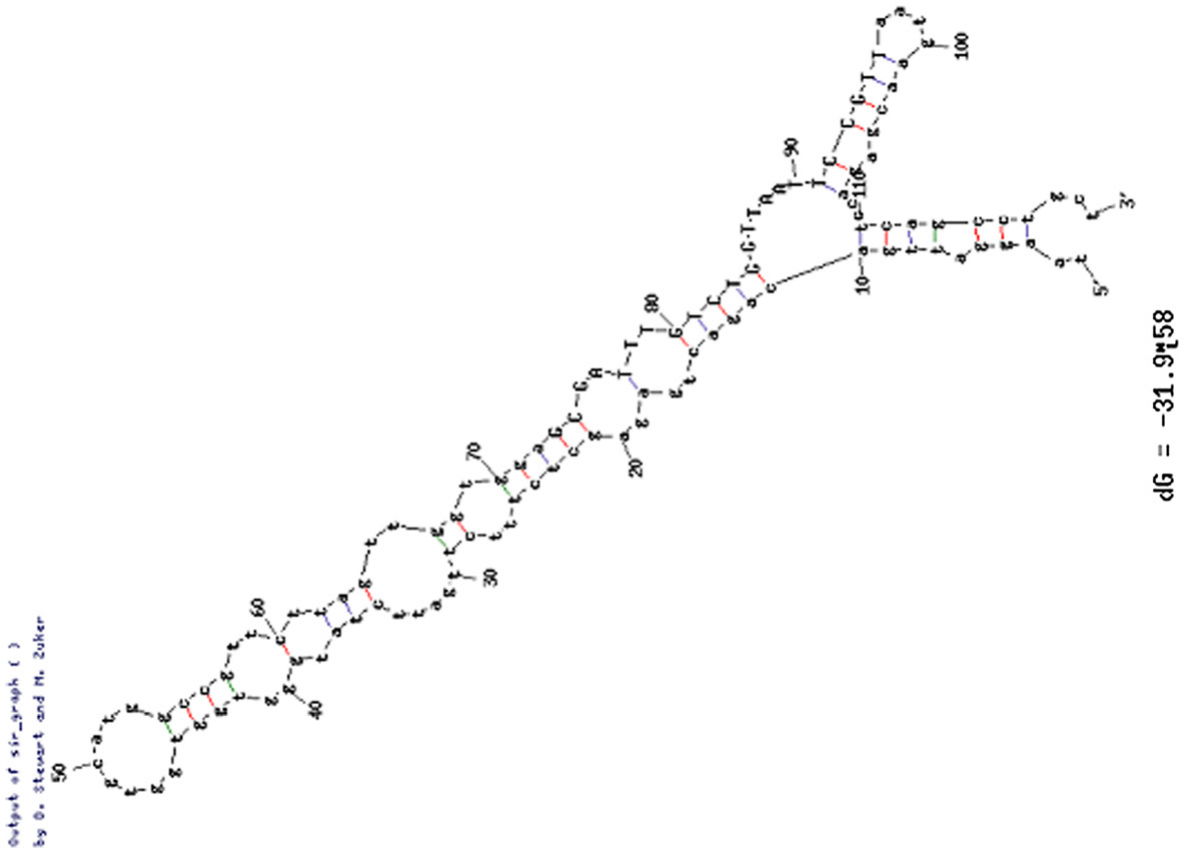
**Prediction of secondary structure of representative new candidate miRNA during floral development of *Brassica juncea*.**

### Differential expression of miRNAs during reproductive development of MF and CMS *B. juncea*

miRNAs in MF and CMS were used for differential expression analysis with IDEG6 (http://telethon.bio.unipd.it/bioinfo/IDEG6_form/). The selection methods of differential expression were Audic and Claverie, Fisher’s exact test and chi-squared 2 × 2, with the selection threshold of 0.01 (http://telethon.bio.unipd.it/bioinfo/IDEG6_form/detail.html#AC). 

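The abundant miRNAs miR160a (log2 ratio -0.03, 95% interval -0.09 to 0.03) and miR168a (0.02, -0.30 to 0.33) did not differ by these tests. Nor did miR162a (0.00, -0.63 to 0.62), which had only 51 raw reads in MF and 41 in CMS. These results depend on the scaling. Scaled by the mappable reads, miR160a (0.85) and miR168a (0.90) were called as higher in CMS, with the raw reads all 3 were (1.48, 1.53 and 1.51 in that order), and with the total miRNA reads miR160a was called as lower (-0.55). The tests were run on the deposited normalized counts with equal totals of 1000000. A miRNA was called when the Audic-Claverie probability was under 0.01 divided by the number of entries (or of distinct sequences, where these were tested) and when Fisher's exact test and the chi-squared test were both under 0.01. The division by the number of entries is not in the paper's wording, but the largest Audic-Claverie probability in Table 1 lies just under it. Data were simulated from these libraries over 20 runs with counting error only and with the scaling known. Spread between libraries or plants and errors of scaling were therefore not tested. On these data the rule called 100% of the changed miRNAs with a mean of at least 100 normalized counts, for 2-fold and for 4-fold changes. Over all abundances it called 19.0% of the 2-fold and 29.7% of the 4-fold changes, and 1 unchanged sequence in all runs. A miRNA that was not called and had few reads is therefore not shown to be equal.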

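The miR167 family, which directs cleavage of the ARF6 and ARF8 mRNAs of auxin response, was lower in CMS on many reads. miR167a fell 7.23-fold in CMS (log2 ratio -2.85, 95% interval -2.96 to -2.75), its other arm ath-MIR167a-p3 fell 6.88-fold and ath-miR167d_R-2 fell 8.46-fold. The sequence of ath-miR167d_R-2 is that of miR167a without its last base, so its reads may be shortened miR167a. miR319a rose 1.82-fold (log2 ratio 0.87, 0.85 to 0.88), miR159a rose 1.70-fold (0.77, 0.70 to 0.83) and miR164a, which targets NAC genes, rose 1.86-fold (0.90, 0.68 to 1.12). miR165a rose 1.42-fold and miR166a 1.39-fold, but the ratios became -0.020 and -0.053 when the total miRNA reads were used for scaling.
The tests called 47 entries, of which 22 were higher and 25 lower in CMS, and these came to 34 distinct sequences, 12 higher and 22 lower. Tested as 248 distinct sequences, with the limit divided by their number, 35 were called, 13 higher and 22 lower, and the added one was bna-miR1140. The 47 entries were those of Table 1, each with the direction given there. In the list of families that target transcription factors, 8 of 77 sequences rose and 13 fell. Among them the other arm ath-MIR156e-p3 fell 10.2-fold and ath-MIR169e-p3 fell 3.60-fold, ath-MIR156a-p3 was at least 15.0-fold lower, and ath-miR156h_L+1 rose 3.27-fold. The median log2 ratio of this list was -0.63, at the 2.03 percentile of 10000 random lists of like abundance, but it was 0.00 with the sequences of 0 reads at their bounds and the summed reads of the list gave 0.57, since miR319a dominates the sum. In the auxin list of miR160, miR167, miR390 and miR393, 2 of 15 sequences rose and 4 fell, with a median of -0.03 (percentile 70.1), but the median was -2.22 for the sequences with at least 20 reads and the summed reads gave -1.07. miR390a, which starts the tasiRNAs that target ARF3 and ARF4, rose 1.82-fold, and ath-MIR390a-p3_1ss5AG rose 1.95-fold.
Of 16 sequences of nutrient and copper responses, 2 rose and 1 fell (median -0.64, percentile 56.7), but the median was -0.049 with the sequences of 0 reads at their bounds and the summed reads gave 0.57. miR408, a miRNA of copper response, rose 1.58-fold and ath-MIR408-p5 rose 2.97-fold, while miR395a, which targets ATP sulfurylase genes, fell 4.59-fold. None of the 9 sequences of the small RNA machinery, miR162, miR168 and miR403, passed the tests (median -0.82, percentile 39.1). Their median was 0.00 with 0 reads at the bounds and 0.0094 with at least 20 reads, and their sum gave 0.038. With the mappable reads, however, miR168a (0.90), ath-MIR168a-p3 (1.13) and miR403 (0.89) were called as higher in CMS, and with the raw reads these and miR162a were. In the list of entries named for families that match rRNA or tRNA, 5 of 15 fell and none rose (median -0.64, percentile 17.1). The log2 ratios of peu-MIR2916-p3 (-0.64), peu-MIR2916-p5 (-0.47) and smo-MIR1103-p3 (-0.61) turned positive with the mappable reads, at 0.24, 0.41 and 0.27. peu-MIR2911-p3_1ss6CT was at least 5.62-fold lower, and peu-MIR2911-p5_1ss3TA had a log2 ratio of -4.01 (-9.38 to -1.36).
Outside the lists, miR158a had a log2 ratio of -4.81 (-10.16 to -2.24), miR845a of -1.18 (-1.68 to -0.69) and bna-miR1140 of 1.78 (0.79 to 2.86). Under the main rule bna-miR1140 passed only with the limit over distinct sequences, was not called as an entry and is not in Table 1. Without the division of the limit its entry would pass 0.01, with an Audic-Claverie probability of 4.01e-05, a Fisher's exact p of 2.2e-04 and a chi-squared p of 1.7e-04. PC-3p-77 was the only new candidate called, with a log2 ratio of -1.09 (-1.47 to -0.72), and it was not checked for a match to rRNA or tRNA. With the mappable reads the calls of miR395a (-1.32), miR845a (-0.29), PC-3p-77 (-0.20) and peu-MIR2911-p5_1ss3TA (-3.12) ended. With the raw reads miR395a (-0.69), miR158a (-3.30) and ath-MIR169e-p3 (-0.34) were not called, nor was either peu-MIR2911 sequence, and miR845a and PC-3p-77 turned to 0.33 and 0.42. With the total miRNA reads those of miR408 (0.13), miR164a (0.37), miR390a (0.34), ath-MIR390a-p3_1ss5AG (0.44), ath-miR156h_L+1 (1.18) and bna-miR1140 (1.251) ended, as did that of ath-MIR164c-p3 (3.70). Of the 35 called sequences, 14 were other arms, 4 higher and 10 lower, and 3 had 0 reads in a library. The 10 lower ones include the 5 lower entries named for families that match rRNA or tRNA. Among these, peu-MIR2916-p3 and peu-MIR2916-p5 are nearly the same stretch of sequence and not separate observations. The split thus does not show that other arms mostly fell. The balance of higher and lower calls depends on the scaling. With the mappable reads 62 entries were called, 51 higher and 11 lower, with the raw reads 78 were called, 71 higher and 7 lower, and with the total miRNA reads 44 were called, 5 higher and 39 lower. Of the 35 sequences, 23, 23 and 26 were still called under these scalings, 4 of them in the other direction with the raw reads.

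**Figure D1:**
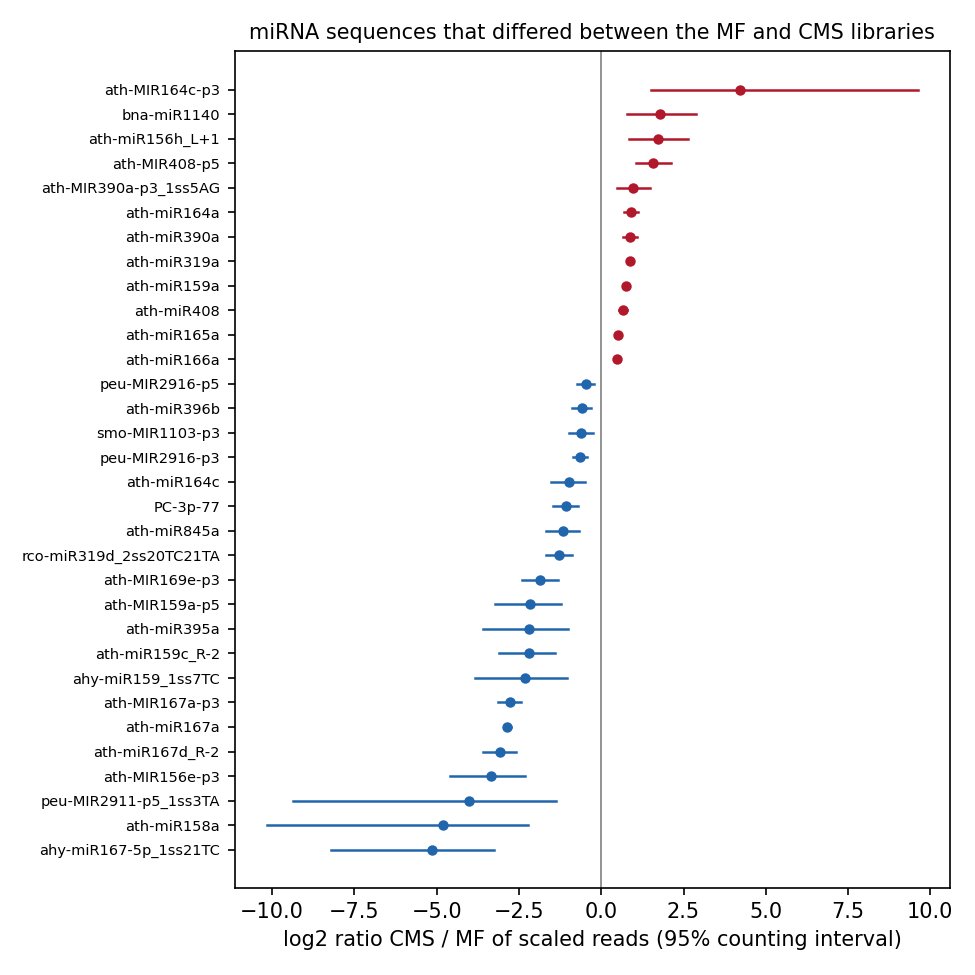
Log2 ratio of CMS over MF for the 32 sequences with reads in both libraries that were called with the limit over distinct sequences, bna-miR1140 among them although it was not called as an entry. Points are the ratios with the authors' factors (red higher, blue lower in CMS) and lines are 95% counting intervals. They run from -5.16 for ahy-miR167-5p_1ss21TC to 4.22 for ath-MIR164c-p3. With the mappable reads all points move right by 0.88 and those of miR396b, peu-MIR2916-p3, peu-MIR2916-p5 and smo-MIR1103-p3 pass 0, and with the total miRNA reads those of miR165a and miR166a do.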

Finally, 47 miRNAs were differentially expressed between MF and CMS: among these, 25 and 22 miRNAs were down- and up-regulated, respectively, according to sequencing reads (Table 1). The expressions of 8 selected miRNAs were tested using quantitative real-time RT-PCR (qRT-PCR) analysis, which further validated the differential expression data obtained from sequencing on the whole (Figure 3). The expression patterns of 6 of 8 miRNAs were consistent with the sequencing reads. 

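Among the 8 miRNAs measured by qRT-PCR, the sequencing reads fell for ath-MIR156e-p3 (102 raw reads in MF and 8 in CMS), miR167a, miR395a (40 and 7), ath-miR159c_R-2 (86 and 15) and miR396b (290 and 154), and rose for miR159a, miR165a and miR390a (323 and 473). The largest of these log2 ratios was -3.36 for ath-MIR156e-p3 (95% interval -4.61 to -2.32), followed by -2.85 for miR167a. miR395a had a log2 ratio of -2.20 (-3.60 to -1.02) and ath-miR159c_R-2 of -2.20 (-3.10 to -1.40), but miR395a was not called with the mappable reads (-1.32), nor either of them with the raw reads (-0.69 for each). The sequence of ath-miR159c_R-2 is that of miR159a with a shortened 3' end, so its reads may be shortened miR159a. miR396b, which targets growth-regulating factor genes, had -0.60 (-0.89 to -0.31), but 0.29 when the mappable reads were used for scaling and 0.91 with the raw reads. The rises were 0.87 for miR390a (0.66 to 1.08), 0.77 for miR159a and 0.50 for miR165a (0.44 to 0.57), of which miR390a at 0.34 and miR165a at -0.020 were not called as higher with the total miRNA reads.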

The expressions of ath-miR396b and ath-miR159_R-2 showed no significant differences between CMS and MF, however, the expressions of these two miRNAs were down-regulated in CMS (Figure 3). To determine whether the expressions of miRNAs could be regulated by mitochondrial function, we studied the expressions of 4 selected miRNAs in MF, CMS and when treated with a mitochondrial-specific inhibitor (oligomycin). For the down-regulated miRNAs in CMS, ath-miR393a and ath-MIR156e-p3, their expressions were also decreased in MF treated with oligomycin, and relatively more reduced in CMS treated with oligomycin. For up-regulated miRNAs in CMS, the expression of ath-miR159a was also increased in MF treated with oligomycin, and relatively more increased in CMS treated with oligomycin (Figure 3).

**Table 1:** **Differentially-expressed miRNAs between CMS and MF of *Brassica juncea***

**UNIQID**	**Description**	**norm_MF**	**norm_CMS**	**AC 1 2**	**Fisher 1 2**	**Chi2x2 1 2**	**CMS/MF**
ath-MIR156a-p3	TGCTCACTGCTCTTTCTGTCAGA	50	0	0	0	0	down
ath-MIR156e-p3	GCTTACTCTCTCTCTGTCACC	91	9	0	0	0	down
ath-miR156h_L + 1	TTGACAGAAGAAAGAGAGCAC	14	47	0.000005	0.000027	0.000024	up
ath-miR158a	TCCCAAATGTAGACAAAGCA	31	1	0	0	0	down
ath-miR159a	TTTGGATTGAAGGGAGCTCTA	3375	5739	0	0	0	up
ath-MIR159a-p5	AGCTGCTAAGCTATGGATCCC	54	12	0	0	0	down
ath-miR159c_R-2	TTTGGATTGAAGGGAGCTC	77	17	0	0	0	down
ath-miR164a	TGGAGAAGCAGGGCACGTGCA	253	472	0	0	0	up
ath-miR164b	TGGAGAAGCAGGGCACGTGCA	253	472	0	0	0	up
ath-miR164c	TGGAGAAGCAGGGCACGTGCG	102	51	0.000006	0.000046	0.000037	down
ath-MIR164c-p3	CACGTGTTCTACTACTCCAAC	1	17	0.000034	0.000145	0.000162	up
ath-miR165a	TCGGACCAGGCTTCATCCCCC	3116	4420	0	0	0	up
ath-miR165b	TCGGACCAGGCTTCATCCCCC	3116	4420	0	0	0	up
ath-miR166a	TCGGACCAGGCTTCATTCCCC	2589	3591	0	0	0	up
ath-miR166b	TCGGACCAGGCTTCATTCCCC	2589	3591	0	0	0	up
ath-miR166c	TCGGACCAGGCTTCATTCCCC	2589	3591	0	0	0	up
ath-miR166d	TCGGACCAGGCTTCATTCCCC	2589	3591	0	0	0	up
ath-miR166e	TCGGACCAGGCTTCATTCCCC	2589	3591	0	0	0	up
ath-miR166f	TCGGACCAGGCTTCATTCCCC	2589	3591	0	0	0	up
ath-miR166g	TCGGACCAGGCTTCATTCCCC	2589	3591	0	0	0	up
ath-miR167a	TGAAGCTGCCAGCATGATCTA	6244	864	0	0	0	down
ath-MIR167a-p3	GATCATGTTCGCAGTTTCACC	568	83	0	0	0	down
ath-miR167b	TGAAGCTGCCAGCATGATCTA	6244	864	0	0	0	down
ath-miR167d_R-2	TGAAGCTGCCAGCATGATCT	359	42	0	0	0	down
ath-MIR169e-p3	GCAAGTTGACTTTGGCTCTGT	141	39	0	0	0	down
ath-miR319a	TTGGACTGAAGGGAGCTCCCT	45330	82597	0	0	0	up
ath-miR319b	TTGGACTGAAGGGAGCTCCCT	45330	82597	0	0	0	up
ath-MIR319b-p5	GAGCTTTCTTCGGTCCACTC	0	20	0	0.000002	0.000008	up
ath-miR390a	AAGCTCAGGAGGGATAGCGCC	289	527	0	0	0	up
ath-MIR390a-p3_1ss5AG	CGCTGTCCATCCTGAGTTTCA	52	102	0.000009	0.000069	0.000056	up
ath-miR390b	AAGCTCAGGAGGGATAGCGCC	289	527	0	0	0	up
ath-miR395a	CTGAAGTGTTTGGGGGAACTC	36	7	0.000002	0.000009	0.00001	down
ath-miR395d	CTGAAGTGTTTGGGGGAACTC	36	7	0.000002	0.000009	0.00001	down
ath-miR395c	CTGAAGTGTTTGGGGGAACTC	36	7	0.000002	0.000009	0.00001	down
ath-miR396b	TTCCACAGCTTTCTTGAACTT	260	171	0.000002	0.000021	0.000018	down
ath-miR408	ATGCACTGCCTCTTCCCTGGC	805	1272	0	0	0	up
ath-MIR408-p5	ACAGGGAACAAGCAGAGCATG	39	117	0	0	0	up
ath-miR845a	CGGCTCTGATACCAATTGATG	121	53	0	0	0	down
peu-MIR2916-p3	TCTCAACCATAAACGATGCCGACC	523	335	0	0	0	down
peu-MIR2916-p5	GTCTCAACCATAAACGATGCCGAC	316	228	0.000014	0.000185	0.000161	down
ahy-miR167-5p_1ss21TC	TGAAGCTGCCAGCATGATCTC	80	2	0	0	0	down
ahy-miR159_1ss7TC	TTTGGACTGAAGGGAGCTCTA	33	6	0.000003	0.000014	0.000015	down
rco-miR319d_2ss20TC21TA	TTGGACTGAAGGGAGCTCCCA	201	83	0	0	0	down
peu-MIR2911-p3_1ss6CT	GCGTGTCGGCCGGGGGACGGGCTG	19	0	0.000001	0.000004	0.000013	down
peu-MIR2911-p5_1ss3TA	GGAGGACTGCTCGAGCTGC	18	1	0.000018	0.000076	0.000096	down
smo-MIR1103-p3	GTGACCTCCCGGGAAGTCC	179	117	0.000034	0.000374	0.000313	down
PC-3p-77	GCGATTTGTCTGGTTAATTCCGTT	199	94	0	0	0	down

**Figure 3:**
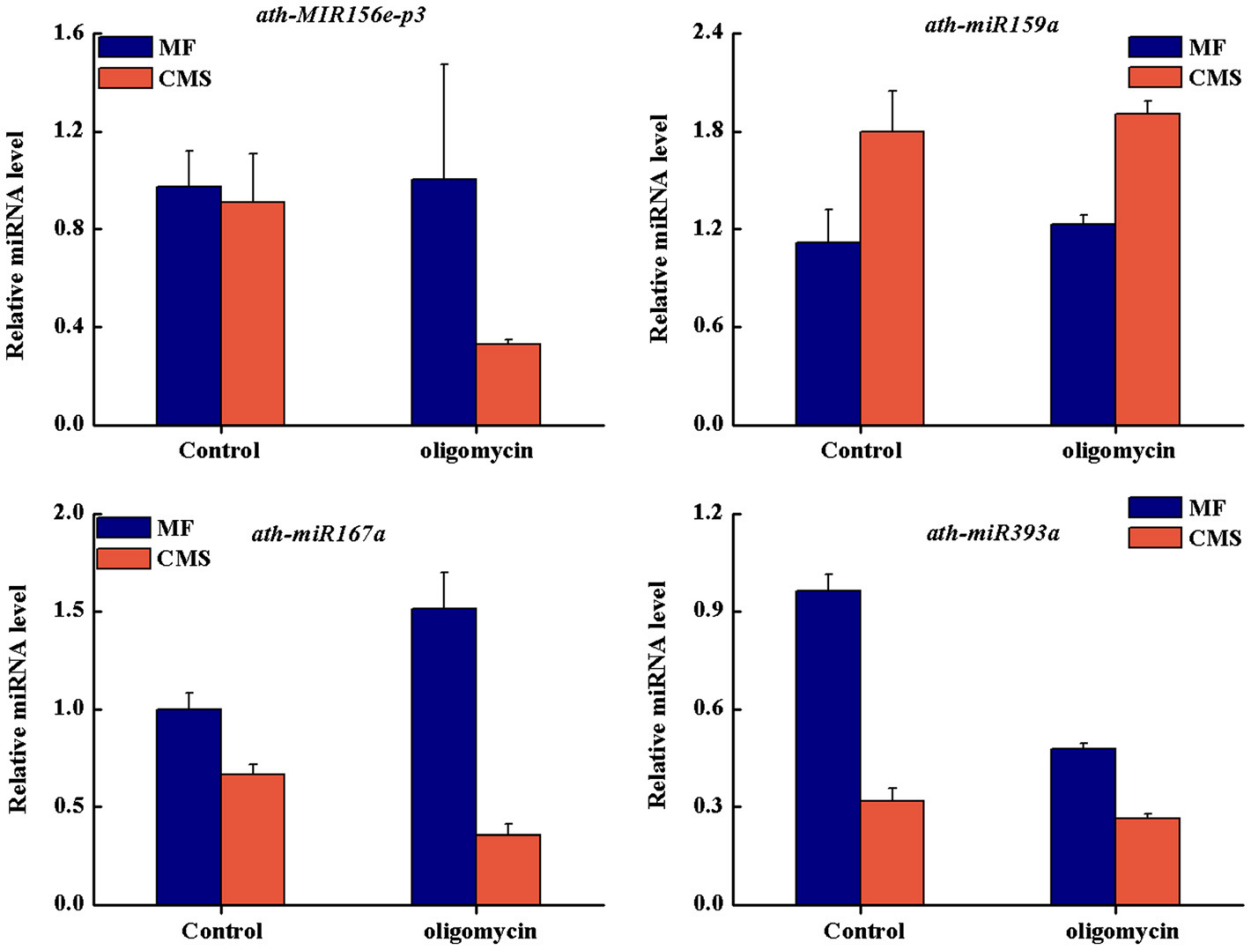
**Detection of selected miRNAs expression in MF and CMS floral buds and treated with oligomycin using q-PCR.** 5 s rRNA was chosen as an endogenous control. The results were obtained from three biological replicates, and the error bars indicate the standard error of the mean.

### Target genes of miRNAs by degradome sequencing and analysis

To date, limited targets for miRNAs have been identified in plants. 

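Degradome libraries hold the 5' ends of uncapped mRNA fragments, so that a cleavage directed by a miRNA shows as a pile of reads at a position opposite the middle of the miRNA. There was 1 degradome library per line, from floral buds. The MF library had 13654503 raw reads, of which 7717843 (56.5%) mapped to Arabidopsis cDNA on 31968 transcripts, and the CMS library had 6255361, of which 4967302 (79.4%) mapped on 28801 transcripts. The authors found the cleaved targets with CleaveLand 3.0 and deposited for each miRNA and transcript the cleavage site, the number of reads at the site, a category of 0 to 4 and a p-value. These reads are counts that were not normalized. For the ratios of CMS over MF the reads were divided by the mapped reads of each library, with the exact intervals described for the small RNA. A site with 0 reads could have held up to 0.389 reads per 1000000 mapped reads in MF and 0.604 in CMS. Positions on genes are those of TAIR10 as the deposited annotation gives them, and a gene was counted once over its transcripts. Since Brassica reads were mapped to Arabidopsis transcripts, reads of several Brassica copies of a gene are summed.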

Here, we performed a genome-wide sequencing of miRNA-cleaved mRNA and Cleveland analysis based on recently developed high-throughput degradome sequencing technology [21,22]. The targets for all miRNAs are listed (Additional file 1: Table S12). The abundance of transcripts was plotted for each transcript and the sliced-target transcripts were grouped into five categories according to the relative abundance of tags at the target sites (Additional file 3: Figure S2 and Additional file 4: Figure S3). Category ‘0’ is defined as > 1 raw read at the position, with abundance at a position equal to the maximum on the transcript, and with only one maximum on the transcript. Category ‘1’ is described as > 1 raw read at the position, with abundance at the position equal to the maximum on the transcript, and more than one maximum position on the transcript. Category ‘2’ includes > 1 raw read at the position, and abundance at the position less than the maximum but higher than the median for the transcript. Category ‘3’ comprised the transcripts with > 1 raw read at the position, and abundance at the position equal to or less than the median for the transcript; and category ‘4’ showed only one raw read at the position. The representative miRNAs and corresponding targets included all five categories, in which a red line indicates the cleavage site of each transcript (Figure 4). In total we identified 838 and 768 targets in reproductive development for MF and CMS *B*. *juncea*, respectively (Additional file 1: Tables S12-1 and S12-2), and 333 high assuring targets with different read abundance of cleavage (Additional file 1: Table S12-Table S3). These targets included auxin response factor, NAC (No Apical Meristem) domain transcription factor, GRAS family transcription factor, MYB transcription factor, squamosa promoter binding protein, AP2-type transcription factor, homeobox/homeobox-leucine zipper family and TCP family transcription factor, which have essential roles in gene regulation (Additional file 1: Table S12).

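Reads at the cleavage sites were dominated by a few conserved miRNA and target pairs. The largest sites were those of AGO2 under miR403, with 901 reads in MF and 126 in CMS, and of the auxin receptor genes AFB3, with 361 and 745, and AFB2, with 337 and 724, under miR393. The 838 targets of MF came to 455 transcripts of 335 genes, and the 768 of CMS to 343 transcripts of 247 genes. Category 0, the sole highest peak on its transcript, held 160 of the MF and 210 of the CMS targets, and category 4, with 1 read, held 311 of the MF and 244 of the CMS targets. Over both libraries there were 1101 pairs of miRNA and site, 505 of them in both. A p-value under 0.1 in at least 1 library was reached by 333 of these, which lie in 60 genes. Many of the genes were assigned to miRNAs with repetitive sequences, with 107 genes for ath-MIR5641-p5, 79 for ath-MIR414-p5 and 57 for miR414.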

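Most category 0 cleavage sites of these families were higher in CMS when scaled by the mapped reads, but not with equal totals of both tables, another scaling tried after seeing the data. These totals, 24950 in MF and 37908 in CMS, count a site again for each transcript and each miRNA name. The sites of SPL10 and SPL11, with several transcripts and many miR156 names, therefore weigh heavily in them. Ratios of SPL10 and SPL11 near 0 under this scaling follow largely from the scaling itself. ARF17 under miR160 had 16 reads in MF and 51 in CMS (log2 ratio 2.31, 95% interval 1.47 to 3.22), and CUC1, a NAC gene of organ boundaries under miR164, had 5 and 15 (2.22, 0.69 to 4.04). The squamosa promoter binding protein genes SPL10 and SPL11 under miR156 had 224 and 223 reads in MF and 356 and 357 in CMS (1.30 and 1.31), so nearly equal that the same reads may be counted at both, while SPL5 had 18 and 7 (-0.73, -2.23 to 0.60). The GRAS genes HAM1 and HAM2, which maintain shoot meristems, had 13 and 7 reads in MF and 24 and 16 in CMS (1.52 and 1.83). TCP4 under miR319 had 1 read in MF and 11 in CMS, a log2 ratio of 4.10 (1.31 to 9.52), and the HD-ZIP III gene REV under miR165 and miR166, at a site of category 2, had 2 and 12 (3.22, 1.05 to 6.42). With equal totals the ratios were 1.07 for ARF17 (0.24 to 1.98) and 2.86 for TCP4 (0.074 to 8.28), and the intervals of the others included 0 except that of SPL5, with 0.065 and 0.075 for SPL10 and SPL11, 0.98 for CUC1, 0.28 and 0.59 for HAM1 and HAM2, 1.98 for REV and -1.97 for SPL5 (-3.47 to -0.64). By the words of the annotation, genes of the 8 named families were 45 of the 335 target genes in MF (13.4%, 95% interval 9.97 to 17.6%) and 29 of the 247 in CMS (11.7%, 8.01 to 16.4%). The MF genes were 16 MYB, 7 squamosa promoter, 7 homeobox, 5 NAC, 4 auxin response factor, 3 GRAS, 2 AP2 and 1 TCP, and the CMS genes were 2 MYB, 6 squamosa promoter, 6 homeobox, 4 NAC, 3 auxin response factor, 3 GRAS, 3 AP2 and 2 TCP. Most of the MYB genes of MF were sites of miR858 with 1 or 2 reads.

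**Figure D2:**
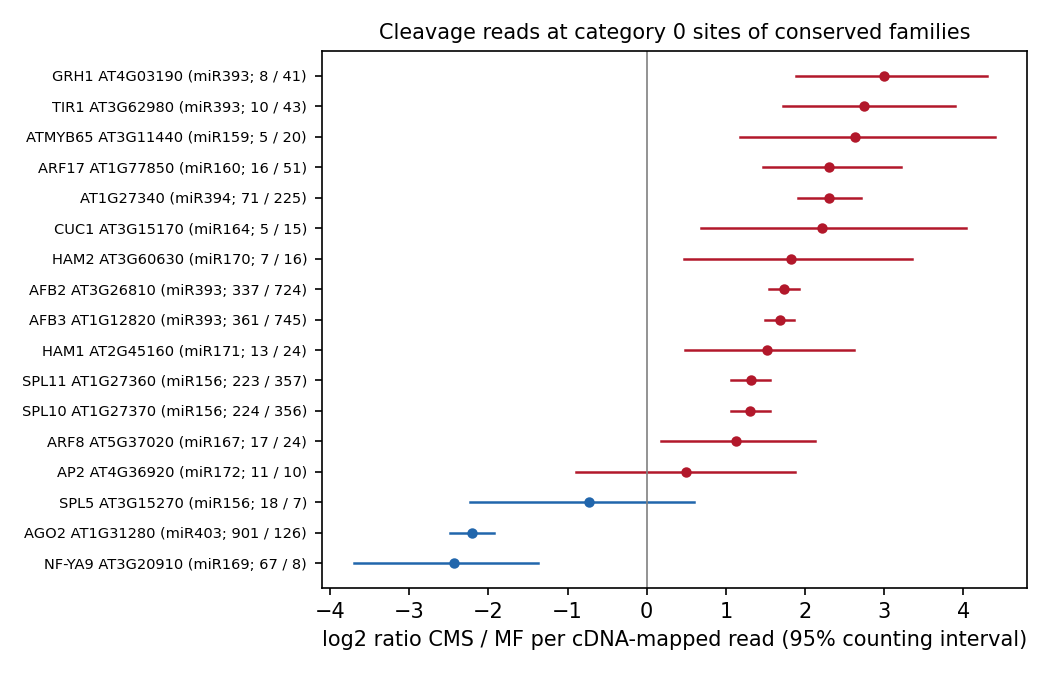
Log2 ratio of cleavage reads, CMS over MF, scaled by the mapped reads of each degradome library, at the category 0 sites with at least 20 reads over both libraries. Lines are 95% counting intervals. The sites of related genes, such as SPL10 and SPL11 or the 4 auxin receptor genes of miR393, may share reads. Of the 17 sites, 13 lie above 0 and 2 below 0 with their whole interval, and the intervals of SPL5 and AP2 include 0, whereas with equal totals of both tables all points move left by 1.24, and 6 lie above 0 and 3 below 0.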

**Figure 4:**
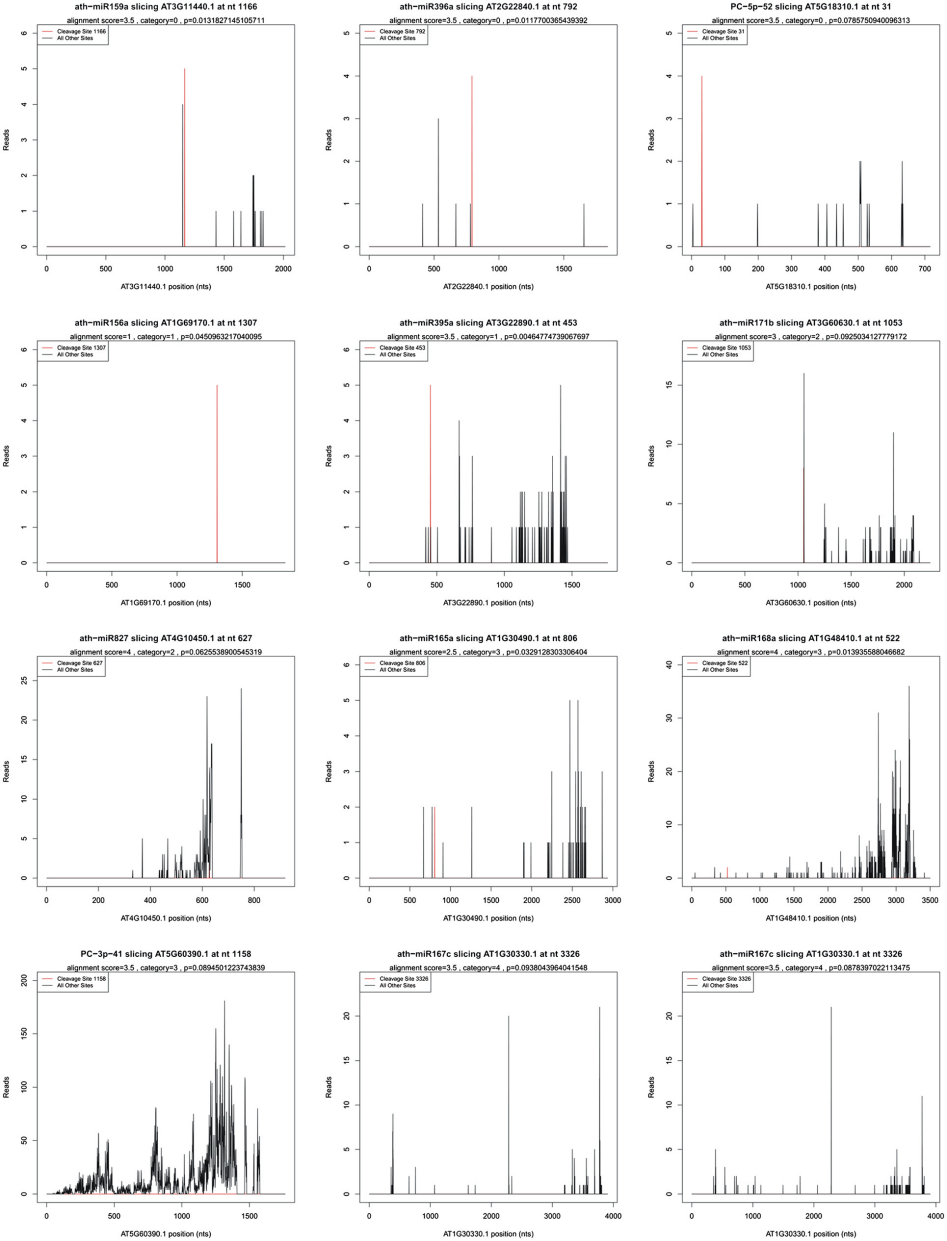
**Target plot (t-plot) of representative validated miRNAs target in MF and CMS of *Brassica juncea.*** The abundance of each signature is plotted as a function of its position in the transcript.

We also identified the targets of new candidate miRNAs by degradome sequencing and analysis. 

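The cleavage reads of new candidates were few. The 13 candidates with targets had 102 target transcripts of 70 genes, with 230 cleavage reads in MF and 297 in CMS summed over the transcripts. In MF 5 of their 72 targets and in CMS 2 of their 56 were of category 0. The gene with the most reads at a category 0 site was CINV2, a cytosolic invertase on chromosome 4 from 6021164 to 6023873, which PC-5p-74 would cleave, with 13 reads in MF and 6 in CMS (log2 ratio -0.48, 95% interval -2.16 to 1.02), or -1.72 (-3.40 to -0.22) with equal totals of both tables. AT1G67410, an exostosin family gene, had 6 reads in MF and 0 in CMS at a category 0 site of PC-5p-64. The most targeted genes belonged to PC-3p-65, with 16 genes, and PC-5p-64, with 12. These candidates were short, at 19 and 15 nt, and each had 2 small RNA reads in MF and 0 in CMS. PC-5p-74 was of 16 nt, with 7 and 0, and PC-3p-65 holds only C and T. Matches of such short or repetitive sequences are less specific, so their targets are uncertain.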

In total, 13 new candidate miRNAs were shown to target 102 transcripts (Table 2). Although some new candidate miRNAs were accumulated to a very low level according to sequencing reads, their targets were still identified by degradome sequencing and analysis. 

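The candidates with targets included rare ones. PC-5p-12 had 1 raw small RNA read in MF and 0 in CMS, and the files give it 5 target genes. PC-5p-32 also had 1 read in MF and 0 in CMS, and has 3 target genes. PC-3p-30 had 7 reads in MF and 1 in CMS, with 2 target genes. The cleavage reads at these sites were as few, with 4 in MF and 0 in CMS at a category 2 site of PC-5p-12 in AT5G40340.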

The abundance of transcripts was also plotted on each transcript and these sliced-target transcripts were grouped into five categories according to the relative abundance of the tags at the target sites for the new candidate miRNAs (Additional file 3: Figure S2 and Additional file 4: Figure S3). The new candidate miRNAs targeted different genes with a wide variety of predicted functions. 

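The elongation factor sites of PC-3p-41 were the most read of any new candidate over both libraries, while in MF alone CINV2 and COX1 under PC-5p-74 had more, with 13 reads each. The 4 GTP-binding elongation factor Tu genes AT1G07920, AT1G07930, AT1G07940 and AT5G60390 share the site, with 8 reads in MF (category 3) and 27 in CMS (category 2), a log2 ratio of 2.39 (95% interval 1.21 to 3.74), or 1.15 (-0.027 to 2.50) with equal totals of both tables. Since the site is shared, this is a single observation. PC-3p-65 had 1 read in MF and 0 in CMS at its site in AtMYB47, a MYB gene, and the same at its sites in SPL3 and in the translation initiation factor genes AT1G76720, AT1G76810 and AT1G76820. Its most read site was in AT5G57290, a 60S acidic ribosomal protein gene, with 9 reads in MF and 1 in CMS (log2 ratio -2.53, -7.99 to 0.32), or -3.77 (-9.23 to -0.92) with equal totals and -3.17 (-8.62 to -0.32) as deposited. The p-value of CleaveLand was 0.972 for the AtMYB47 site and 0.724 for those of the initiation factors.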

Among the identified targets of new candidate miRNAs, PC-3p-41 targeted the GTP-binding elongation factor Tu family of proteins; and PC-3p-65 targeted several genes including MYB domain protein 47, eukaryotic translation initiation factor family protein and squamosa promoter binding protein-like gene, suggesting its multiple regulating functions (Table 2). In addition, several new candidate miRNAs targeted some genes of unknown function.

**Table 2:** **Targets of new candidate microRNAs in *Brassica juncea***

**miRNA**	**referred to*Arabidopsis***	**Category**	**Cleavage Site**	**MF-Rep Norm reads**	**CMS-Rep Norm reads**	**Annotation**
PC-3p-30	AT4G28000.1	4	77	1		P-loop containing nucleoside triphosphate hydrolases superfamily protein
	AT4G38850.1	4	272		0.111111	SAUR-like auxin-responsive protein family
PC-3p-41	AT1G07920.1	3	1202	1	3.361111	GTP binding Elongation factor Tu family protein
	AT1G07930.1	3	1214	1	3.361111	GTP binding Elongation factor Tu family protein
	AT1G07930.2	3	983	1	3.361111	GTP binding Elongation factor Tu family protein
	AT1G07940.1	3	1206	1	3.361111	GTP binding Elongation factor Tu family protein
	AT1G07940.2	3	1333	1	3.361111	GTP binding Elongation factor Tu family protein
	AT1G35550.1	4	303		0.111111	elongation factor Tu C-terminal domain-containing protein
	AT5G60390.1	3	1158	1	3.361111	GTP binding Elongation factor Tu family protein
	AT5G60390.2	3	1158	1	3.361111	GTP binding Elongation factor Tu family protein
	AT5G60390.3	3	1148	1	3.361111	GTP binding Elongation factor Tu family protein
PC-3p-65	AT1G18400.1	2	460	2		BR enhanced expression 1
	AT1G18710.1	4	792	0.333333		myb domain protein 47
	AT1G62750.1	3	82		0.4	Translation elongation factor EFG/EF2 protein
	AT1G76720.1	4	1493	0.2		eukaryotic translation initiation factor 2 (eIF-2) family protein
	AT1G76810.1	4	1225	0.2		eukaryotic translation initiation factor 2 (eIF-2) family protein
	AT1G76820.1	4	878	0.2		eukaryotic translation initiation factor 2 (eIF-2) family protein
	AT2G26630.1	4	761	0.25	0.2	transposable element gene
	AT2G27710.1	3	505	0.535714	0.142857	60S acidic ribosomal protein family
	AT2G27710.2	3	502	0.535714	0.142857	60S acidic ribosomal protein family
	AT2G27710.3	3	433	0.535714	0.142857	60S acidic ribosomal protein family
	AT2G27710.4	3	454	0.535714	0.142857	60S acidic ribosomal protein family
	AT2G30860.1	3	128		1	glutathione S-transferase PHI 9
	AT2G30860.2	3	128		1	glutathione S-transferase PHI 9
	AT2G33810.1	4	409	1		squamosa promoter binding protein-like 3
	AT3G06870.1	2	585	0.4		proline-rich family protein
	AT4G09255.1	4	62	0.5		transposable element gene
	AT4G11420.1	4	538		1	eukaryotic translation initiation factor 3A
	AT5G21274.1	4	63		1	calmodulin 6
	AT5G57290.2	2	348	3	0.333333	60S acidic ribosomal protein family
	AT5G57655.1	4	1553		0.5	xylose isomerase family protein
	AT5G57655.2	4	1592		0.5	xylose isomerase family protein
PC-5p-12	AT3G25100.1	3	823	0.5		cell division cycle 45
	AT5G28800.1	4	13	0.166667		unknown protein
	AT5G40340.1	2	380	0.85		Tudor/PWWP/MBT superfamily protein 6
	AT5G52830.1	4	1040		1	WRKY DNA-binding protein 27
	AT5G62750.1	2	212	2		unknown protein
PC-5p-20	AT2G28056.1	2	677	2		MIR172/MIR172A; miRNA
PC-5p-32	AT1G70700.1	4	958		0.5	TIFY domain/Divergent CCT motif family protein
	AT1G70700.2	4	886		0.5	TIFY domain/Divergent CCT motif family protein
	AT2G24270.1	2	1736	0.75		aldehyde dehydrogenase 11A3
	AT2G24270.2	2	1633	0.75		aldehyde dehydrogenase 11A3
	AT2G24270.3	2	1622	0.75		aldehyde dehydrogenase 11A3
	AT2G24270.4	2	1633	0.75		aldehyde dehydrogenase 11A3
	AT2G39720.1	4	1004		1	RING-H2 finger C2A
PC-5p-51	AT2G20585.1	4	375	0.333333		nuclear fusion defective 6
	AT2G20585.2	4	375	0.333333		nuclear fusion defective 6
	AT2G20585.3	4	375	0.333333		nuclear fusion defective 6
PC-5p-52	AT2G27760.1	4	42		0.5	tRNAisopentenyltransferase 2
	AT2G45960.1	4	148	0.166667		plasma membrane intrinsic protein 1B
	AT2G45960.2	4	148	0.166667		plasma membrane intrinsic protein 1B
	AT2G45960.3	4	148	0.166667		plasma membrane intrinsic protein 1B
	AT2G47700.1	4	32		0.5	RING/U-box superfamily protein
	AT3G03340.1	4	67	0.1	0.1	LUC7 related protein
	AT3G09980.1	4	71	0.333333		Family of unknown function (DUF662)
	AT3G57870.1	4	81	1		sumo conjugation enzyme 1
	AT5G18310.1	0	31	1.5		unknown protein
	AT5G18310.2	0	24	1.5		unknown protein
PC-5p-53	AT3G46040.1	3	131	1		ribosomal protein S15A D
	AT4G02660.1	2	8902	1		Beige/BEACH domain ;WD domain, G-beta repeat protein
	AT4G34230.1	2	178		1	cinnamyl alcohol dehydrogenase 5
	AT4G34230.2	2	175		1	cinnamyl alcohol dehydrogenase 5
	AT5G53530.1	4	993	1		vacuolar protein sorting 26A
	AT5G59850.1	2	122	2.333333	0.333333	Ribosomal protein S8 family protein
PC-5p-56	AT4G12800.1	2	385	4	4	photosystem I subunit l
	AT5G19290.1	4	387		1	alpha/beta-Hydrolases superfamily protein
PC-5p-64	AT1G20260.1	4	648		0.5	ATPase, V1 complex, subunit B protein
	AT1G50500.1	4	533	0.333333		Membrane trafficking VPS53 family protein
	AT1G50500.2	4	548	0.333333		Membrane trafficking VPS53 family protein
	AT1G67410.1	0	1638	6		Exostosin family protein
	AT1G71680.1	4	1781	1		Transmembrane amino acid transporter family protein
	AT1G76030.1	4	654		0.5	ATPase, V1 complex, subunit B protein
	AT2G38040.1	4	1257	0.5	2.5	carboxyltransferase alpha subunit
	AT2G38040.2	4	1232	0.5	2.5	carboxyltransferase alpha subunit
	AT4G25050.1	4	355		0.5	acyl carrier protein 4
	AT4G25050.2	4	416		0.5	acyl carrier protein 4
	AT4G35300.1	4	2370		0.2	tonoplast monosaccharide transporter2
	AT4G35300.2	4	2371		0.2	tonoplast monosaccharide transporter2
	AT4G35300.3	4	2331		0.2	tonoplast monosaccharide transporter2
	AT4G35300.4	4	2370		0.2	tonoplast monosaccharide transporter2
	AT4G35300.5	4	2251		0.2	tonoplast monosaccharide transporter2
	AT4G36640.1	1	281	1.5		Sec14p-like phosphatidylinositol transfer family protein
	AT4G36640.2	1	185	1.5		Sec14p-like phosphatidylinositol transfer family protein
	AT5G19770.1	4	558	0.5		tubulin alpha-3
	AT5G19780.1	4	591	0.5		tubulin alpha-5
	AT5G54960.1	4	1869	0.5	0.5	pyruvate decarboxylase-2
PC-5p-74	AT3G09800.1	2	689	3	2	SNARE-like superfamily protein
	AT3G17900.1	4	905		1	unknown protein
	AT3G53710.1	4	1391	0.5		ARF-GAP domain 6
	AT3G53710.2	4	1333	0.5		ARF-GAP domain 6
	AT3G56850.1	4	1331		1	ABA-responsive element binding protein 3
	AT4G09510.1	0	1861	6.5	3	cytosolic invertase 2
	AT4G09510.2	0	1916	6.5	3	cytosolic invertase 2
	AT5G27860.1	4	463	0.5		unknown protein
	AT5G27860.2	4	463	0.5		unknown protein
	AT5G39740.1	2	838	0.75	0.5	ribosomal protein L5 B
	AT5G39740.2	2	880	0.75	0.5	ribosomal protein L5 B
	AT5G47040.1	1	2243		4	lon protease 2
	ATMG01360.1	2	1453	13	2	cytochrome oxidase
	AT4G31480.1	4	2477	0.333333		Coatomer, beta subunit
	AT4G31480.2	4	2557	0.333333		Coatomer, beta subunit
	AT4G31490.1	4	2399	0.333333		Coatomer, beta subunit

### Expression of miRNA395a and APS1 gene in MF and CMS *B. juncea*

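APS1, which encodes ATP sulfurylase of sulfate assimilation and lies on chromosome 3 from 8112723 to 8114992, had a cleavage site for miR395 at nucleotide 453 of its transcript. The site had 4 reads in MF (category 2) and 5 in CMS (category 1). The p-value of CleaveLand for it was 0.105 in MF and 0.00465 in CMS. The log2 ratio was 0.96 (95% interval -1.26 to 3.29), so that no difference in cleavage was detectable at this depth. The other gene of the family with a site, APS4, had 0 reads in MF and 1 in CMS. The miRNAs of the miR395 family together had 48 raw reads in MF and 12 in CMS, a log2 ratio of -1.68 (-2.73 to -0.75). With the mappable reads it was -0.80 (-1.85 to 0.13), which includes 0, and miR395a, at -1.32, was no longer called.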

From degradome sequencing and analysis, *ATP Sulfurylase 1* (*APS1*) gene was identified to be the target gene of miRNA395. To confirm the causality of the miRNA expression patterns and its target gene, we studied the expression of *APS1* in MF and CMS. *APS1* expression level was higher in CMS than MF because of lower expression of miRNA395a and negative regulation of *APS1* expression in CMS (Figure 5). To determine whether the expression of miR395a and *APS1* could be regulated by mitochondrial function, we studied the expression of miR395a and *APS1* in MF and CMS, and treated with oligomycin. When we treated MF and CMS with oligomycin, *APS1* expression was increased, and its induction was greater in CMS (Figure 5).

**Figure 5:**
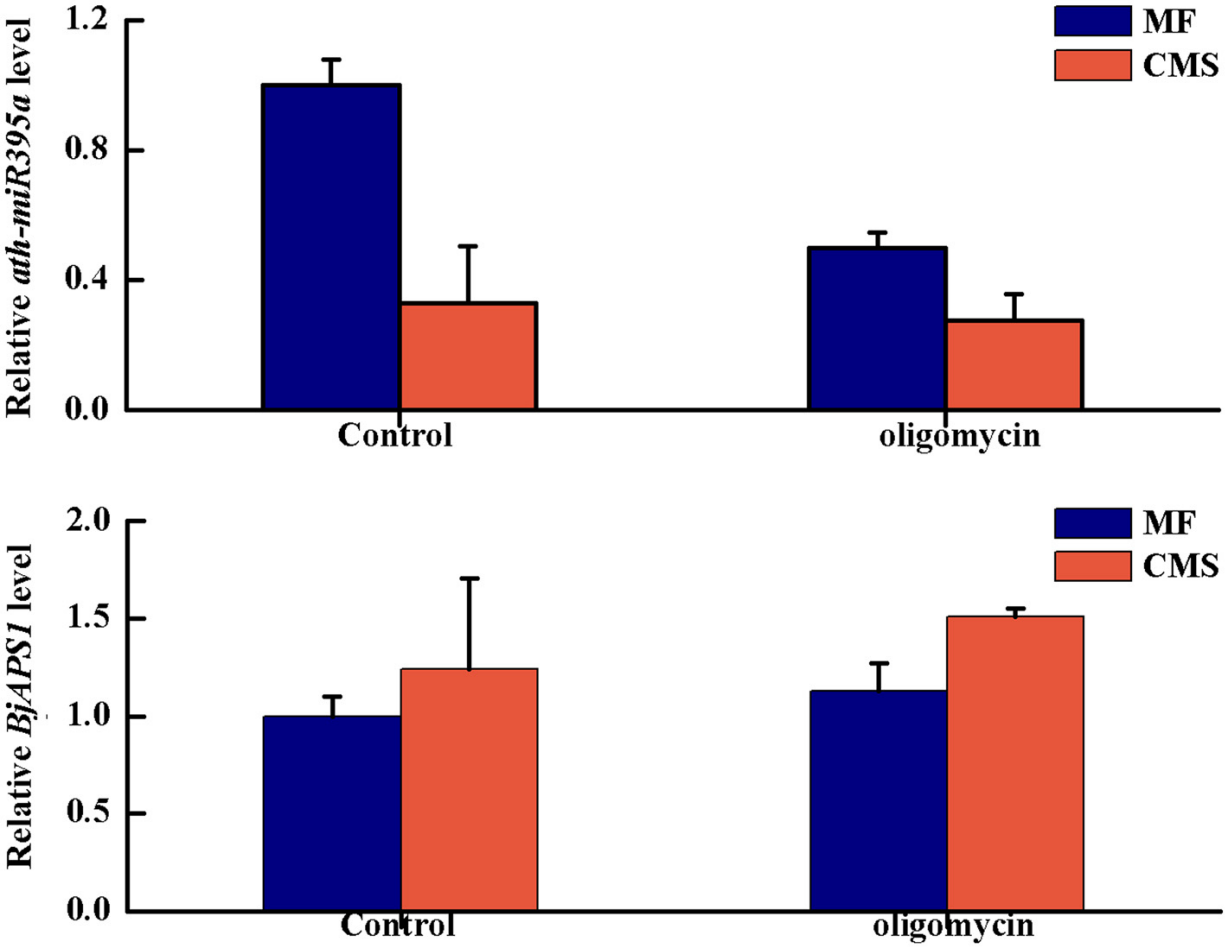
**Expression of miR395a and its targeted gene (*APS1*) in MF and CMS floral buds and treated with oligomycin using q-PCR.**

## Discussion

Using high-throughput deep sequencing technology, we pyrosequenced sRNA populations from reproductive development of *B*. *juncea* at the genome-wide level. Based on the analysis from the newly updated miRBase 18.0, we identified a much wider range of sRNAs with 15–32 nt in length (Figure 1) than the range of sRNAs with 16–27 nt in length in previous publications. Several species in plants, including *Arabidopsis*, *Oryzasativa*, *Solanum lycopersicum* and *Medicago truncatula*, had been shown to contain substantially more 24-nt than 21-nt sRNAs (Rajagopalan et al., 2006; Morin et al., 2008; Moxon et al., 2008; Szittya et al., 2008). Additionally, more 21-nt than 24-nt sRNAs were reported in *Vitis vinifera* and *M*. *truncatula* treated with Hg^+^[26,27]. 

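In the miRNA reads, the 21-nt class was 62.0 times the 24-nt class in MF and 143 times in CMS, with 86219 reads against 1390 in MF and 102297 against 715 in CMS. The 21-nt class was led by miR319a, and its next most abundant families included miR167, miR160, miR159, miR165 and miR166 (2889 reads in MF and 3218 in CMS for miR166a), all conserved in plants. These counts are of identified miRNAs, and the lengths of all small RNA reads were not analysed here.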

Here, we observed a high level of 21-nt compared with 24-nt sRNA in reproductive development of *B*. *juncea* (Figure 1). *Brassica juncea* is an allopolyploid species that originated from hybridization between ancestral parents of *B*. *rapa* and *B*. *nigra*. sRNAs serve as a genetic buffer against genomic shock in interspecific hybrids and allopolyploid *Arabidopsis*, in which allopolyploid species usually face reorganization of homological gene regions [28]. In our investigations, we found almost no recombination for the chromosome from *B*. *rapa* and *B*. *nigra* in allopolyploid *B*. *juncea* (unpublished data). The unusual sRNAs might play a role in regulating homologous gene expression.

Identification of miRNAs has previously been reported in model plants, including in developing pollen of *O*. *sativa*[29] and mature pollen of *Arabidopsis*[30,31] by using deep sequencing or miRNA arrays. The present study is the first to report comprehensive identification of miRNAs and their targets using high-throughput sequencing in reproductive development of *B*. *juncea*. Because whole genome sequences of *B*. *juncea* are not yet available, we mainly referred to genome information of *Arabidopsis* (which belongs to the *Cruciferae* family as does *B*. *juncea*) to analyze the miRNAs. The majority of these known miRNAs in *Arabidopsis* and other species were detected and had relatively high expression abundance in *B*. *juncea* (Table 1). 

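Known miRNAs were far more abundant than new candidates in both libraries. The median normalized count of the 156 distinct known sequences was 10.0 in MF and 7.0 in CMS, and that of the 92 candidates was 2.0 and 1.0. The quartiles of the known sequences were 3.0 and 67.0 in MF and 0.75 and 51.3 in CMS, so that many of them were rare too. The normalized count of miR319a, 45330 in MF and 82597 in CMS, was the highest, and miR858, whose targets are MYB genes, also stood high as a family with 1646 raw reads in MF and 1285 in CMS.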

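A length of 21 nt was found for 87 of the 156 distinct known sequences, or 55.8%. Other lengths among them were 18 sequences of 22 nt, 11 of 20 nt, 11 of 23 nt and 10 of 24 nt. The abundant families miR159, miR160, miR165, miR166, miR167 and miR319 had main sequences of 21 nt, and miR393a, which targets the auxin receptors, was of 22 nt.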

Most known miRNAs had the canonical 21 nt length, suggesting DCL1 cleavage products, with few variations observed in *B*. *juncea*. We also identified many *B*. *juncea*-specific miRNAs with named miRNA* strands in formed miRBase, being an important prerequisite for new miRNA identification. Additionally, 93 new candidate mature miRNAs were sequenced in reproductive development of *B*. *juncea*, of which most represented a new class of miRNAs of 23–25 nt in length, termed long miRNAs (Additional file 1: Table S10). These long miRNAs were likely to be dependent on DCL3 and the hierarchical action of other DCLs according to the evolution of miRNAs [32]. 

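Of the 92 candidate sequences with values, 42 were of 23 to 25 nt (45.7%, 95% interval 35.2 to 56.4%). They were 32 of 24 nt, 10 of 23 nt and 0 of 25 nt. Of the candidate reads 72.9% were in the range of 23 to 25 nt, and 32.7% came from PC-3p-77 alone, followed by PC-5p-55, PC-3p-5 and PC-5p-1 (28 raw reads in MF and 21 in CMS), all of 24 nt. PC-5p-79, of 22 nt, had as many reads in all as PC-5p-1, with 29 and 20. A further 28 candidates were of 20 to 22 nt, 16 of them of 21 nt, while 13 were shorter than 20 nt and 9 longer than 25 nt.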

Interestingly, some new candidate miRNAs were observed to be organelle-derived miRNAs (Additional file 1: Table S10), which suggested that these miRNAs were derived by alternative biogenesis pathways, not via Dicer proteins. Indeed, sRNAs can be generated from organelles including chloroplasts and mitochondria in animals, plants, fungi and humans [33-36]. New candidate miRNAs are considered to be young miRNAs that have evolved recently, and are often expressed at a lower level than conserved miRNAs, as reported from *Arabidopsis* and *Triticum*[37,38]. This observation was also true for most of the new miRNAs identified from *B*. *juncea* (Additional file 1: Table S10). Moreover, the miRNAs with the same sequence of pre-miRNA and mature miRNA for each group (like pre-miRNA22/pre-miRNA23) (Additional file 1: Table S10) are thought to be associated with nuclear-mitochondrial co-evolution or communications between nucleus and mitochondria.

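Restricted to sequences seen in both libraries, the median normalized count was 26.0 in MF and 20.0 in CMS for the 111 known sequences and 3.0 in MF and 2.5 in CMS for the 42 candidates. The mean was 519 in MF and 749 in CMS for known sequences and 5.99 in MF and 3.87 in CMS for candidates. The highest candidate was PC-3p-77, with normalized counts of 199 in MF and 94 in CMS.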

miRNAs related to reproductive development, especially floral organ development, have been well studied in *Arabidopsis*; however, identification of the targets regulated by miRNAs related to reproductive development are largely unknown. For example, among these identified miRNAs and their corresponding targets, miRBL and miRFIS (that target the class C genes module) exert homeotic control over *Petunia hybrida* and *Antirrhinum majus* floral organ identity [39]. miR172 likely acts in cell-fate specification as a translational repressor of *APETALA2* gene in *Arabidopsis* flower development [40]. miR159 that targets MYB33 and MYB65 is essential for normal anther development in *Arabidopsis*[41]. *Arabidopsis* miR167 controls patterns of *ARF6* and *ARF8* gene expression, and regulates both female and male reproduction [42]. In previous cases, targets of miRNAs were identified by computational prediction *in silico*, and then using modified 5^′^-RACE-PCR to confirm the expression of target genes in pollen development [29-31]. The confirmation procedures were convincing but not high-throughput. Degradome sequencing has shown to be powerful in identifying target genes of miRNAs with greater throughput [21,22,24,26]. The present study is the first to report comprehensive identification of miRNA targets associated with reproductive development using high-throughput sequencing and degradome analysis in reproductive development of *B*. *juncea*. 

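Scaled by the mapped reads, the cleavage reads of these genes were higher in CMS at the MYB sites and not separable at the sites of AP2 and ARF6. MYB65 and MYB33, which act in the anther tapetum, had 5 and 1 reads in MF and 20 and 10 in CMS under miR159, with log2 ratios of 2.64 (95% interval 1.18 to 4.41) and 3.96 (1.14 to 9.40). With equal totals of both tables these were 1.40 (-0.061 to 3.17) and 2.72 (-0.095 to 8.16), which include 0. ARF6 and ARF8, auxin response factors of stamen and gynoecium maturation under miR167, had 5 and 17 reads in MF and 3 and 24 in CMS. Their ratios were -0.10 (-2.79 to 2.26) and 1.13 (0.18 to 2.12), and that of ARF8 turned to -0.11 under that scaling. AP2, a floral homeotic gene under miR172, had 11 and 10 reads (0.50, -0.89 to 1.87). Among the other SPL genes, SPL4 had 1 read in MF and 3 in CMS and SPL2 had 3 and 1. The miR167 family was lower in CMS by its small RNA reads, with 8111 in MF and 896 in CMS, while the reads of its cleavage sites summed to 22 and 27.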

Of the identified targets of miRNAs, some were previously shown to be involved in floral organ or pollen development, e.g. MYB65/MYB33 [41], ARF6/AFR8 [42], AP2 [40] and SQUAMOSA PROMOTOTER BINDING PROTEIN-LIKE [43]. Some of them have not been shown to be associated with reproductive development as miRNA targets, such as homeobox-leucine zipper family protein, other genes in the PROMOTOTER BINDING PROTEIN-LIKE family and the GRAS family transcription factor genes. We identified 102 targets for new candidate miRNAs in reproductive development of *B*. *juncea* (Table 2). The newly identified miRNAs and their targets might offer useful information in potential future studies on miRNAs and their targets involved in reproductive development, which should be further investigated. It is noteworthy that PC-3p-30 targeted the GTP-binding elongation factor Tu family of proteins, which were likely associated with pollen development. 

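Targets of new candidates were more often of the low categories than those of known miRNAs. In categories 3 and 4 were 46 of the 70 pairs of new candidate and gene (65.7%, 95% interval 53.4 to 76.7%) and 273 of the 552 pairs of known miRNA and gene (49.5%, 45.2 to 53.7%). The two-sided Fisher's exact test gave p = 0.0111. The pairs are not independent, since the elongation factor genes of PC-3p-41 share a site and near-identical known miRNAs of a family share theirs. PC-3p-65 and PC-5p-64 alone give 16 and 12 of the 70 pairs. The test treats such pairs as separate, here and with each library alone, so its p-values are only a description of these pairs. In the families that target transcription factors, auxin genes, nutrient genes and the small RNA machinery, 50 of 202 pairs (24.8%) were of these categories, a comparison chosen after seeing the data. Low-complexity miRNAs such as ath-MIR5641-p5 and miR414 give many of the other known pairs. Each pair was taken at its lowest category number over both libraries. With MF alone the share of the new candidates was 65.3% and Fisher's exact test gave p = 0.0950, and with CMS alone it was 67.6% with p = 0.0153. From the low categories the paper proposes that the new miRNAs may be young and not fully stabilized in evolution.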

The most obvious difference between the targets of conserved and new miRNAs was that most new miRNA targets belonged to categories ‘3’ and ‘4’ (Table 2), where cleavage abundance was below the median on target transcripts. The finding that new miRNA targets mainly fall into categories ‘3’ and ‘4’ may suggest that these new miRNAs are young and not fully stabilized evolutionarily.

The majority of mature miRNAs are generated from the processes of pri-miRNA by a Dicer-like enzyme and loaded into a ribo-nucleo-protein complex consisting of an ARGONAUTE (AGO) in various biological processes, including developmental regulation, hormone response and stress adaptation. A link between miRNA biogenesis and stresses has been well studied and documented in many cases [13,44-46]. In the case of miR398, down-regulated by multiple stresses, reduced expression of miR398 in transgenic lines causes enhanced tolerance to oxidative stress [15,47]. Intriguingly, sucrose can up-regulate miR398 expression, suggesting a possible link between cellular energy status and miRNA biogenesis [48]. Such a link is further supported by a recent study, in which miRNA biogenesis could be triggered by inhibition of mitochondrial respiration [49]. Here, we employed deep sequencing to identify miRNAs that might be related to abnormal reproductive development in CMS *B*. *juncea*. 

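Summed over families, miRNA reads differed in both directions. The summed raw reads of the miR169 family, which targets NF-YA genes, were 203 in MF and 44 in CMS, a log2 ratio of -1.89 (95% interval -2.39 to -1.41), and those of the miR167 family gave -2.86 (-2.96 to -2.76). Most of the miR169 reads were of the other arm ath-MIR169e-p3, with 157 in MF and 35 in CMS. The most read mature miR169 sequence, miR169e, had 6 and 1, so the interval says little about the sequences that target NF-YA genes. The miR172 family, which targets AP2 genes, had 85 and 121 reads, a log2 ratio of 0.83 (0.41 to 1.24), although none of its sequences passed the tests alone. With the total miRNA reads it was 0.30 (-0.11 to 0.72), whereas miR172c was called as higher with the mappable reads (2.07), the raw reads (2.70) and the totals without miR319a/b (1.248). miR398, a miRNA of copper and stress responses, had a family ratio of -0.84 (-1.46 to -0.25) that became 0.043 with the mappable reads and -1.36 with the total miRNA reads, and ath-miR398a passed the tests only with the latter (-1.39). For 11 families of the lists with category 0 sites of at least 20 reads, the cleavage reads and the miRNA reads moved the same way in 6 with the authors' factors and in 9 with the mappable reads, where random pairing of these families would give 4.55 and 7.73 on average. The miRNA directions here are of sums over mature sequences and other arms, and for miR156 and miR169 other arms held most of the reads. Only the signs of the ratios were counted. With the authors' factors the intervals of miR160, miR170, miR171, miR393 and miR403 include 0, so their directions are undetermined. With the mappable reads that of miR393 still includes 0, as does the interval of the cleavage reads of miR172. With the cleavage reads as deposited, the miRNA and the cleavage had the same sign in 184 of 349 pairs of family and target gene (52.7%), at the 56.1 percentile of random re-pairings of families and target sets. Scaled by the mapped reads, a choice made after seeing the data, this was 196 of 374 (52.4%, percentile 59.9), where fewer pairs had equal reads. With categories 0 to 2 only it was 97 of 175 (55.4%, percentile 65.6). Many pairs belong to miRNAs with almost no small RNA reads, such as miR414 with 2 in each library, and many sites had 1 cleavage read. Such signs are undetermined, so these counts do not show that miRNA and cleavage move independently. From such differences between the lines the paper proposes that the production of miRNAs could be altered in CMS.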

We detected differential expression of many miRNAs between CMS and MF. Interestingly, the expression patterns of these miRNAs could be mimicked by artificial inhibition of F_1_F_0_-ATPase activity after treatment with oligomycin, a specific inhibitor of the ATPase complex. Our studies suggest that miRNA biogenesis can be regulated by mitochondrial function inhibition, which enlarges the scope of induction of miRNA biogenesis. At least three kinds of mitochondrial retrograde regulation (MRR)pathways and mechanisms are seen in yeast [7,50]. The general process of MRR is conserved among yeast, mammals and plants, among which the mechanisms of signal molecules and signal transduction pathways are probably quite diverse [7]. In *Arabidopsis*, using the promoter of *AOX1a* gene as a mitochondrial marker, candidate mitochondrial retrograde regulation mutants were identified in response to distinct mitochondrial perturbations of the tricarboxylic acid cycle or mitochondrial electron transport chain [51]. The transcription factor ABI4, which has been identified in chloroplast retrograde regulation, also plays an important role in mediating mitochondrial retrograde regulation signals to induce the expression of *AOX1a* in *Arabidopsis*. Comparative studies between CMS and MF lines have shown that some nuclear candidate genes and transcription factor genes are involved in retrograde regulation signaling in plants [52-54]. With deep sequencing and degradome analysis in the present study, we observed that nuclear-cytoplasmic incompatibility can regulate miRNA biogenesis and its corresponding targeted gene expression. Of these TF genes, the TCP family was reported to be involved in nuclear–mitochondrial communication [12], and homeobox domain protein (PDH) that interacts with ABI4 plays an important role in chloroplast retrograde regulation in *Arabidopsis*[55]. In the present study, we observed the different miRNAs biogenesis in CMS, although we could not completely conclude that the difference on sRNA is cause or effect for CMS occurrence or whether miRNAs are involved in the retrograde regulation or not. However, we can propose that this difference may partially answer for how mitochondrial and nuclear transcriptome interacts.

## Conclusion

In this study, we employed high-throughput sequencing approaches to identify known and new candidate miRNAs and their targets associated with reproductive development in *B*. *juncea*. Comparison of the expression of miRNAs between CMS and MF lines led to a proposal of that microRNA might participate the regulatory network of CMS by tuning fork in genes expressions in CMS *B*. *juncea* (Figure 6).

**Figure 6:**
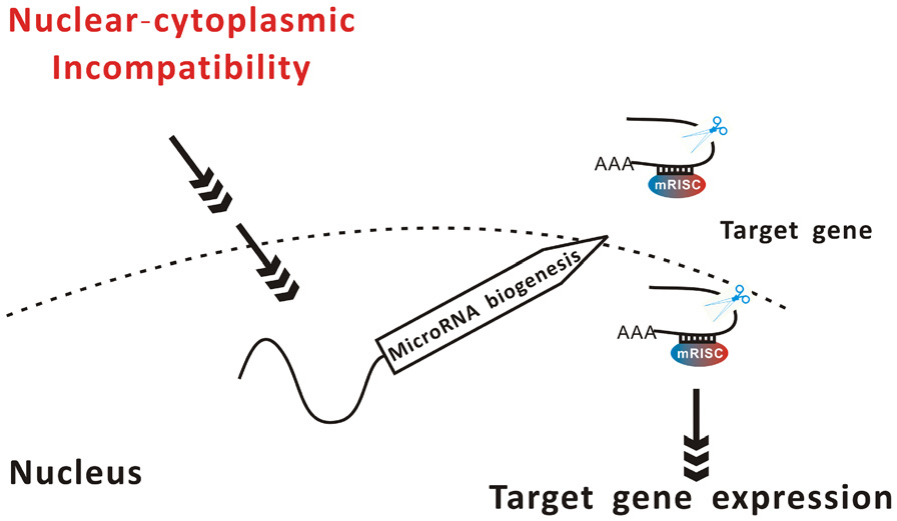
**Proposed model of retrograde regulation of gene expression by the cytoplasmic-nuclear incompatibility by microRNAs during floral development in CMS *Brassica jucnea*.**

## Methods

### Plant materials

The CMS *B*. *juncea* was developed previously by interspecific hybridization between *B*. *rapa* as CMS cytoplasm donor and fertile *B*. *juncea*, followed by recurrent backcrossings to fertile *B*. *juncea*. Following 13 generations of backcrossings, we obtained the stable CMS *B*. *juncea* line with fertile *B*. *juncea* being self-crossed as its corresponding maintainer line. All floral buds of an inflorescence from CMS and MF lines of *Brassica juncea* were collected in this experiment. In each case, samples were harvested and pooled from six individual plants. Then samples were immediately frozen in liquid nitrogen and stored at −80°C.

### Total RNA isolation, small RNA library preparation and sequencing

Total RNAs were extracted using the Trizol reagent (Invitrogen, USA) according to the manufacturer’s protocol. Total RNA quantity and purity were assayed with the NanoDrop ND-1000 spectrophotometer (Nano Drop) at 260/280 nm (ratio > 2.0). Small RNA fractions between 10–40 nt were isolated from the total RNA pool with a Novex 15% TBE-Urea gel (Invitrogen).

Small RNAs were 5’ and 3’ RNA adapter-ligated by T4 RNA ligase. The adapter-ligated small RNAs were transcribed to cDNA by Super-Script II Reverse Transcriptase and PCR amplified, using primers that annealed to the ends of adapters. The developed cDNA libraries were subjected to Solexa/Illumina sequencing (LC Sciences).

### Analysis of sequencing data

Raw sequencing reads were processed into clean full-length reads by the BGI small RNA pipeline. Unique small RNAs were then used to query the mRNA (ftp://ftp.arabidopsis.org/Sequences/ATH cDNA EST sequences FASTA/), non-coding RNA sequences database (ftp://ftp.sanger.ac.uk/pub/databases/Rfam/10.1/) and the repeat-Repbase (http://www.girinst.org/repbase/update/index.html). New candidate miRNAs were identified by folding the flanking genome sequence of unique small RNAs using MIREAP (http://sourceforge.net/projects/mireap/), followed by the prediction of secondary structures by Mfold program. Differentially expressed miRNAs in MF and CMS were identified by the online service IDEG6 (http://telethon.bio.unipd.it/bioinfo/IDEG6_form/). The selection methods of differential expression were Audic and Claverie, Fisher’s exact test and chi-squared 2 × 2, with the selection threshold of 0.01 (http://telethon.bio.unipd.it/bioinfo/IDEG6_form/detail.html#AC). Finally, all data were submitted to the database (http://www.ncbi.nlm.nih.gov/geo).

### Degradome sequencing and analysis

Degradome cDNA libraries using sliced ends of polyadenylated transcripts from reproductive development in MF and CMS *B*. *juncea* were constructed based on the method described previously [21,22]. Identification and classification of categories of the sliced miRNA targets were processed according to the CleaveLand 3.0 pipeline [21].

### Real-time quantitative-PCR

The expression of 8 selected miRNAs was assayed in CMS and MF lines of *B*. *juncea* by Platinum SYBR Green-based q-PCR (Invitrogen, 11733–038) with the High-Specificity miRNA QuantiMir RT Kit (RA610A-1, System Biosciences) on ABI 7900. The primers of 8 selected miRNAs and 2 internal control genes (U6 snRNA and actin) are available in Additional file 1: Table S13.

The expression of selected target gene *APS1* was assayed in CMS and MF lines of *B*. *juncea* by Real-Time PCR. Real-time PCR reactions were performed according to a previously established method. Primers used are listed in Additional file 1: Table S13. All the gene expression data were obtained from three individual biological replicates and processed according to strict statistical methods.

## Competing interests

The authors have declared that no competing interests exist.

## Authors’ contributions

JY, XL and MZ conceived and designed the experiments. BX, NZ and XY performed the qPCR experiments. JY, XL and XY analyzed the data. JY wrote the paper. All authors read and approved the final manuscript.

## Supplementary Material

Additional file 1 **In this additional table, it includes 13 sub-tables.** All the annotations of the tables are followings, also in the additional table.
**Table S1.** Distribution of counts of sequ-seqs during standard filtering in two libraries.
** Table S2.** Distribution of counts of mappable reads in two libraries.
** Table S3.** Length distribution of mappable counts and unique sRNAs of sequ-seqs type in two libraries.
** Table S4.** Brassica juncea miRNA detection information referred to Arabidopsis (miRBase 18.0).
** Table S5.** Profile of known miRNAs in B. juncea referred to Arabidopsis (miRBase18.0).
** Table S6.** Profile of novel miRNAs originating from other plant pre-miRNAs (miRbase 18.0) that can be mapped to the Arabidopsis genome.
** Table S7.** Profile of novel miRNAs originating from pre-miRNAs that could not be mapped to the Arabidopsis genome; however, novel miRNAs were mapped to the genome and the extended sequences at the mapped positions of the genome were potentially from hairpins.
** Table S8.** Profile of novel miRNAs originating from pre-miRNAs that could not be mapped to the Arabidopsis genome; however, novel miRNAs were mapped to the genome and the extended sequences at the mapped positions of the genome were not potentially from hairpins.
** Table S9.** Profile of novel miRNAs originating from pre-miRNAs that could not be mapped to the Arabidopsis genome; additionally, novel miRNAs could not be mapped to the Arabidopsis genome.
** Table S10.** Profile of candidate miRNAs originating from predicted RNA hairpins.
** Table S11.** Profiles of all the microRNAs discovered in reproductive development of B. juncea.
** Table S12.** Overall information of miRNA targets by degradome sequencing and Cleveland analysis in B. juncea.
**Table S13.** Primers used in this study. Click here for file

Additional file 2 **Figure S1.** Prediction of secondary structure of all new candidate miRNAs during floral development of *Brassica juncea*. Click here for file

Additional file 3 **Figure S2.** Target plot (t-plot) of representative validated miRNAs target in MF of *Brassica juncea*. Click here for file

Additional file 4 **Figure S3.** Target plot (t-plot) of representative validated miRNAs target in CMS of *Brassica juncea*. Click here for file

# Supplementary material for: Identification of miRNAs and their targets using high-throughput sequencing and degradome analysis in cytoplasmic male-sterile and its maintainer fertile lines of brassica juncea
**Source:** BMC Genomics. 2013 Jan 16;14:9. doi: 10.1186/1471-2164-14-9

Secondary structure prediction of candidate pre-microRNAs based on Table S10

Pre-miRNA 1

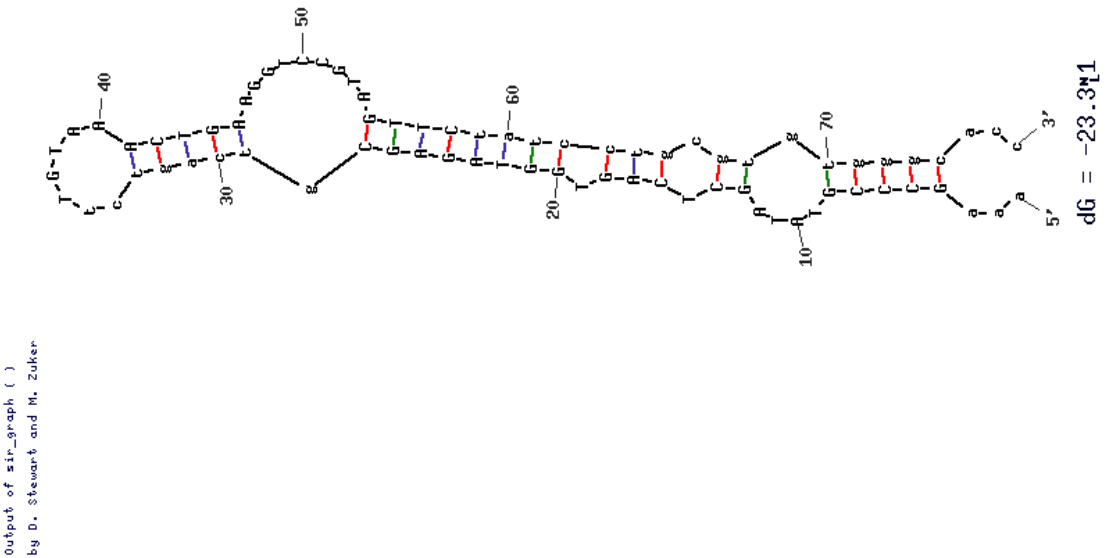

Pre-miRNA 2

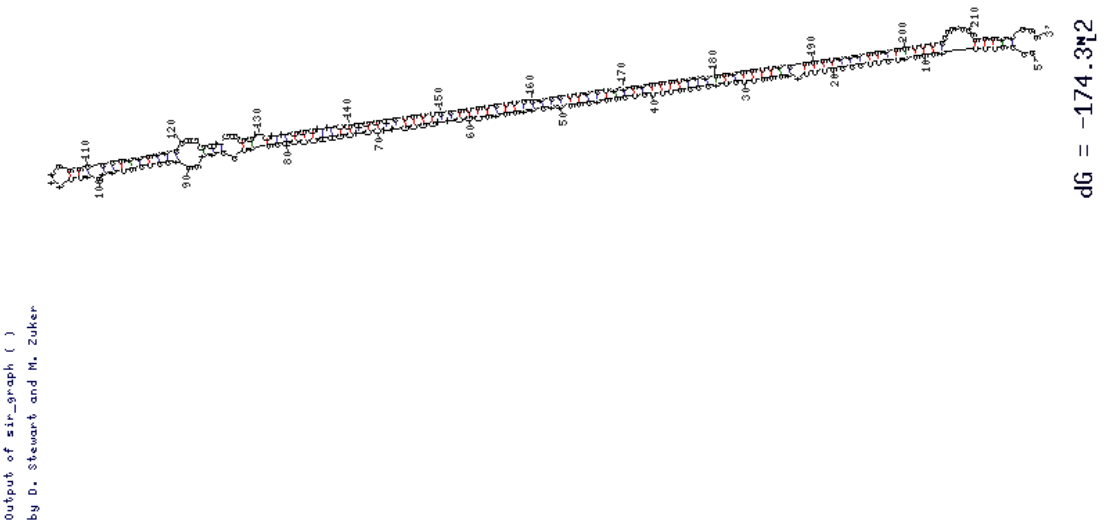

Pre-miRNA 3

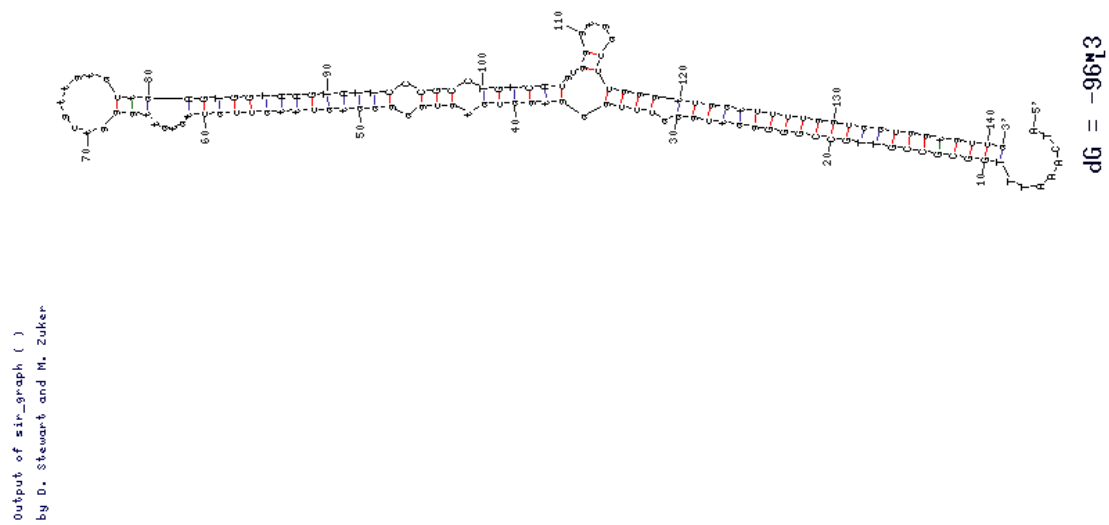

Pre-miRNA 4

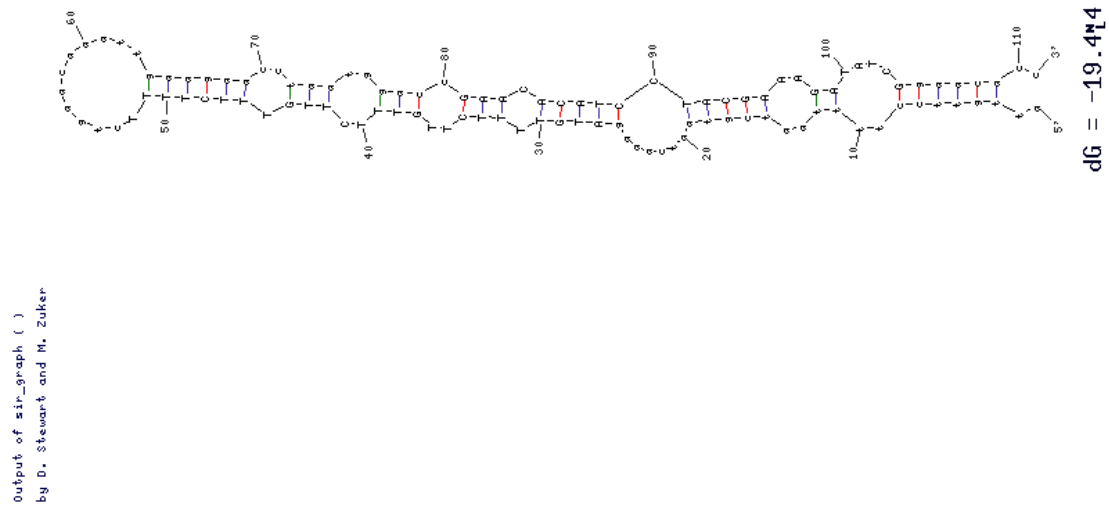

Pre-miRNA 5

Output of `sir_graph ( )`
by D. Stewart and M. Zuker

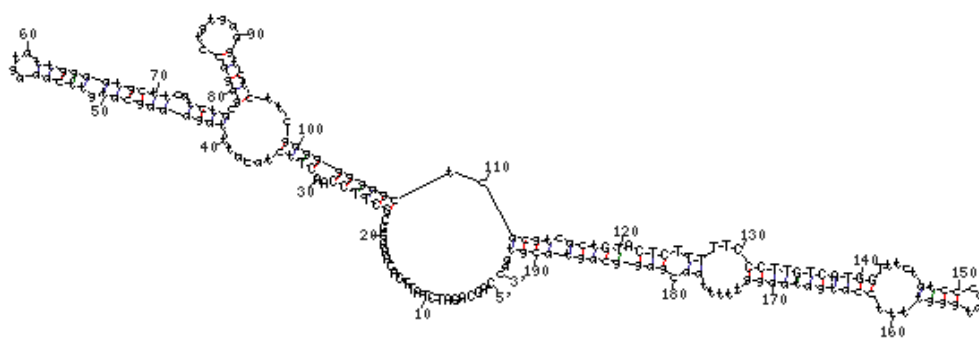

$$\Delta G = -57.645$$

Pre-miRNA 6

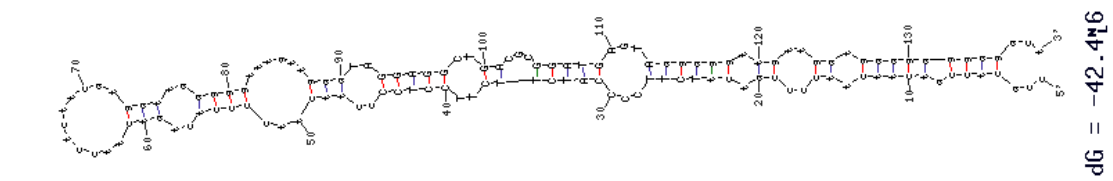

Pre-miRNA 7

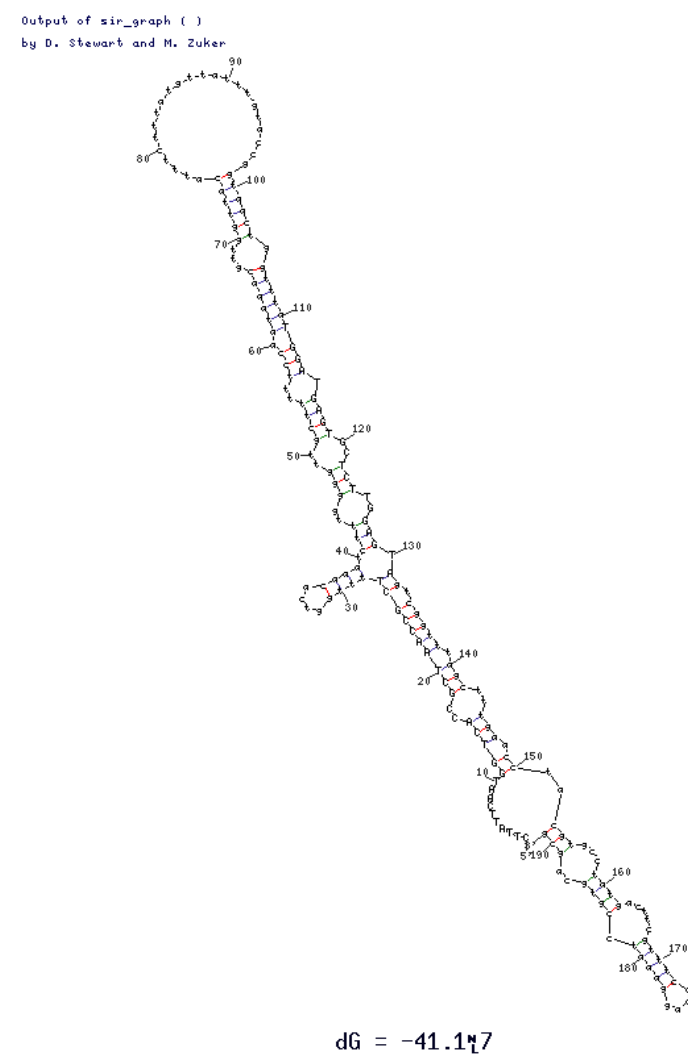

Pre-miRNA 8

Output of `sir_graph ( )`
by D. Stewart and M. Zuker

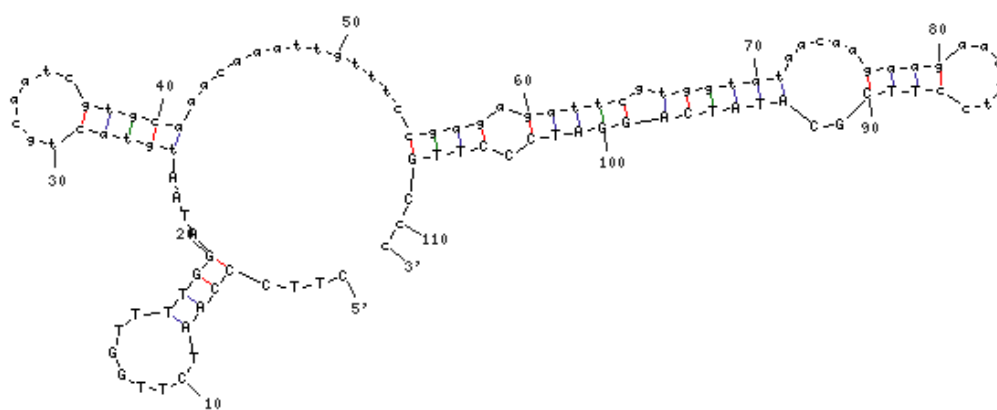

$$\Delta G = -22.378$$

Pre-miRNA 9

Output of `sir_graph ( )`
by D. Stewart and M. Zuker

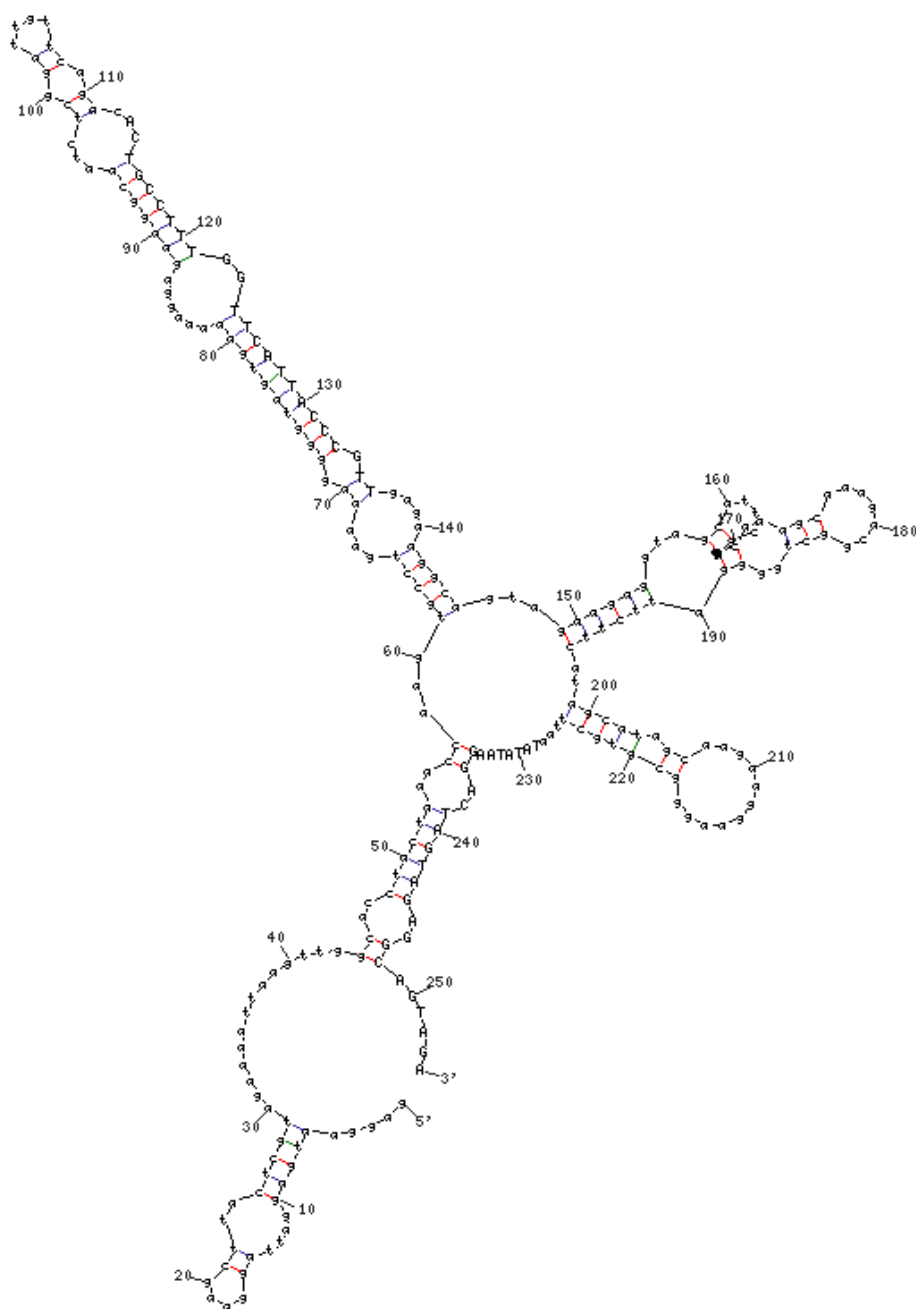

$$\Delta G = -70.219$$

Pre-miRNA 10

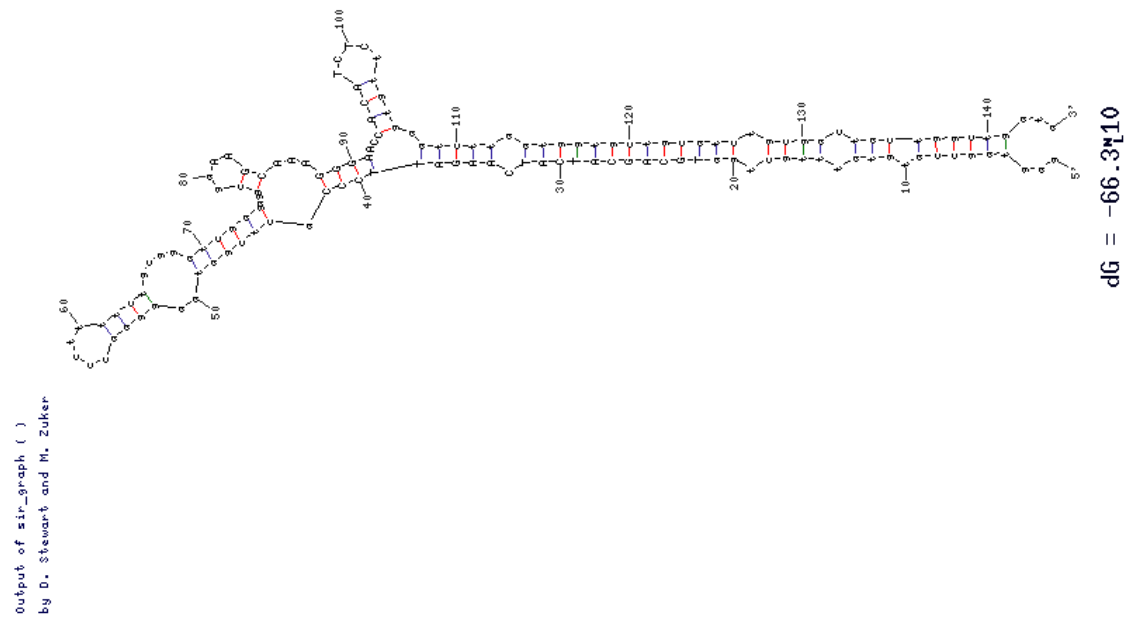

Pre-miRNA 11

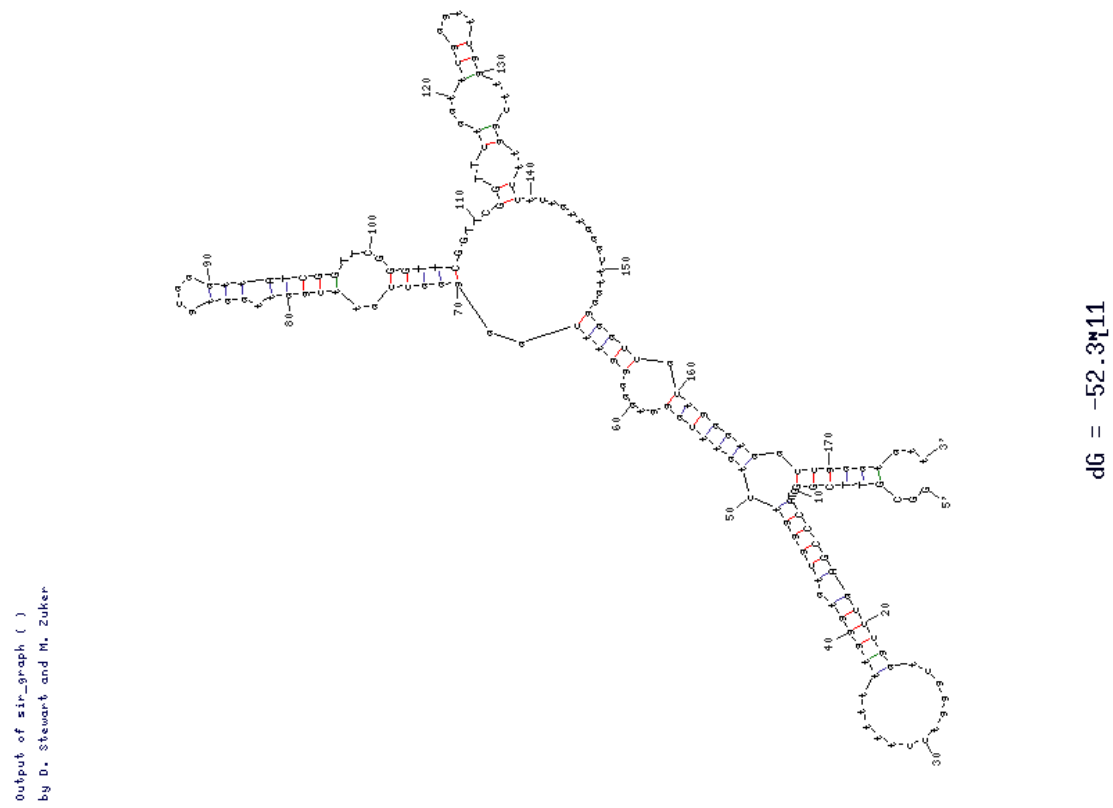

Pre-miRNA 12

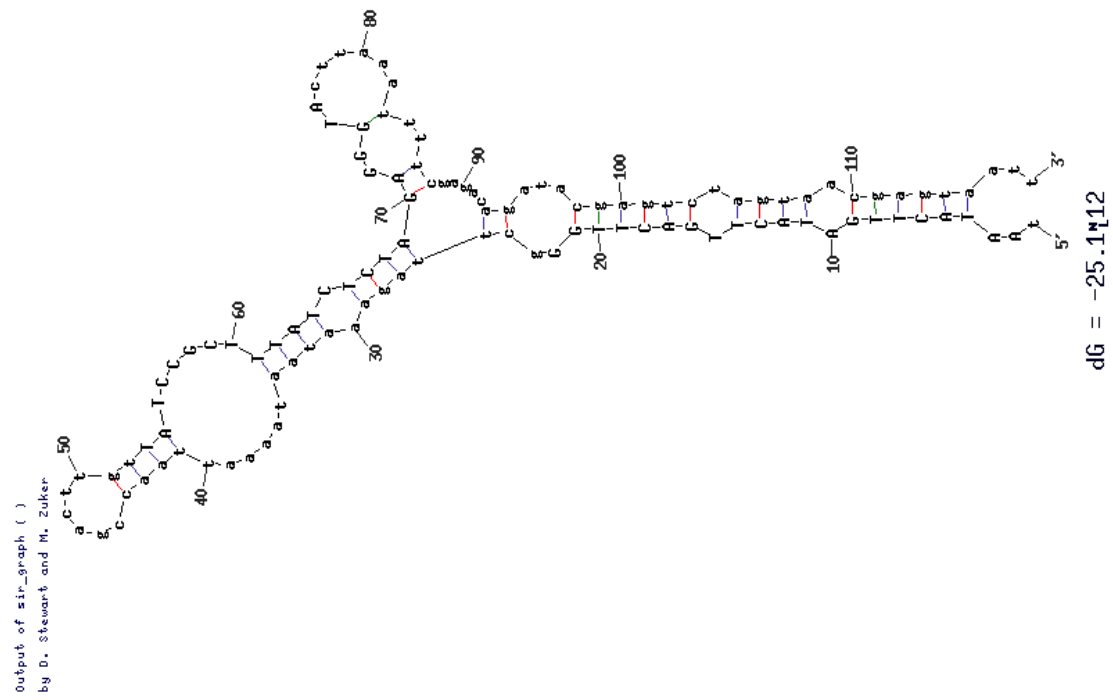

Pre-miRNA 13

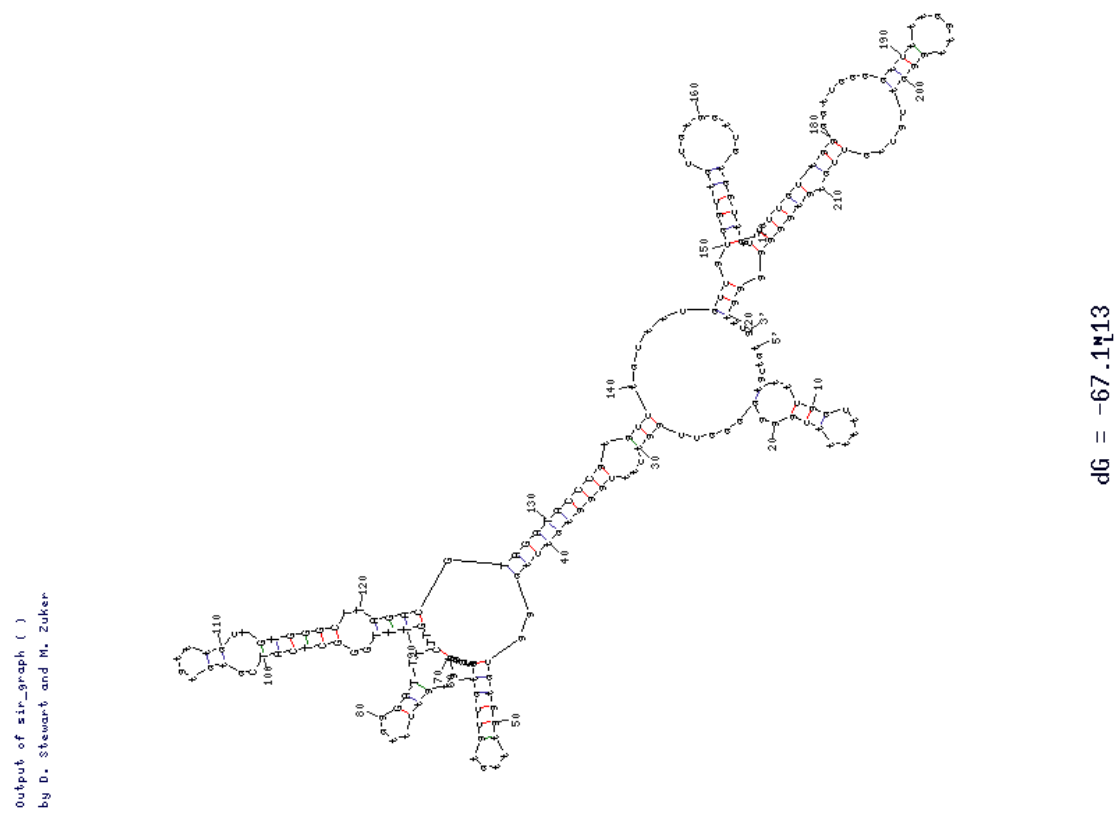

Pre-miRNA 14

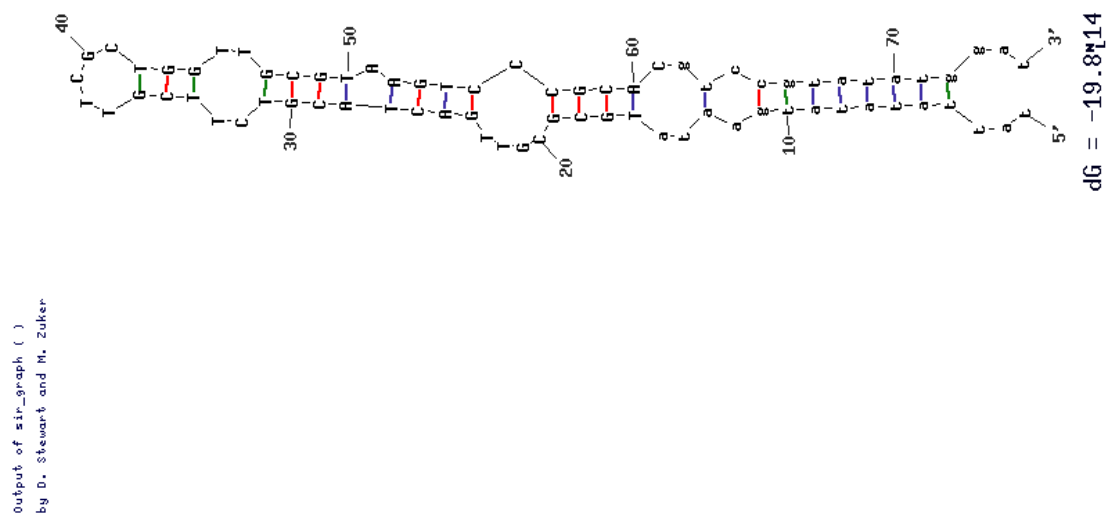

Pre-miRNA 15

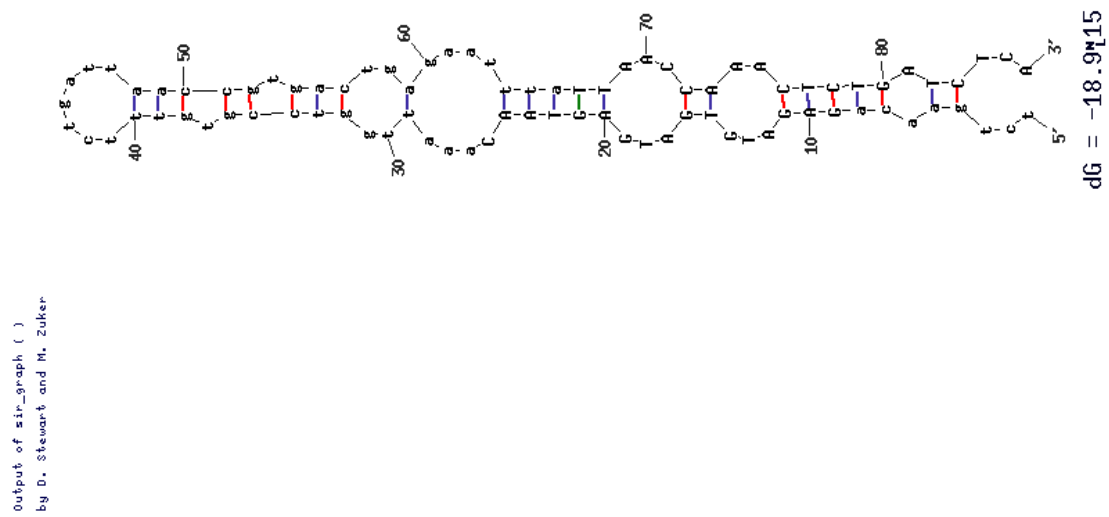

Pre-miRNA 16

Output of `sir_graph ( )`
by D. Stewart and M. Zuker

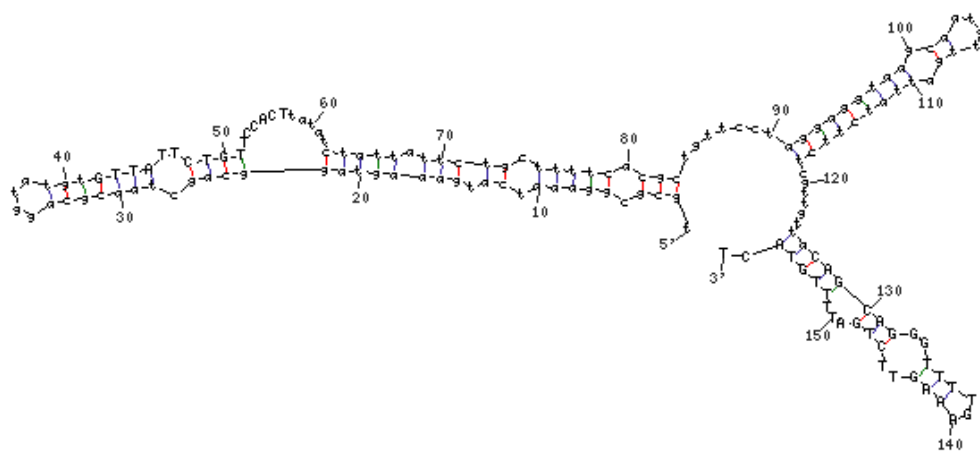

$$\Delta G = -34.3 \text{ kcal/mol}$$

Pre-miRNA 17

Output of sir_graph ( )
by D. Stewart and M. Zuker

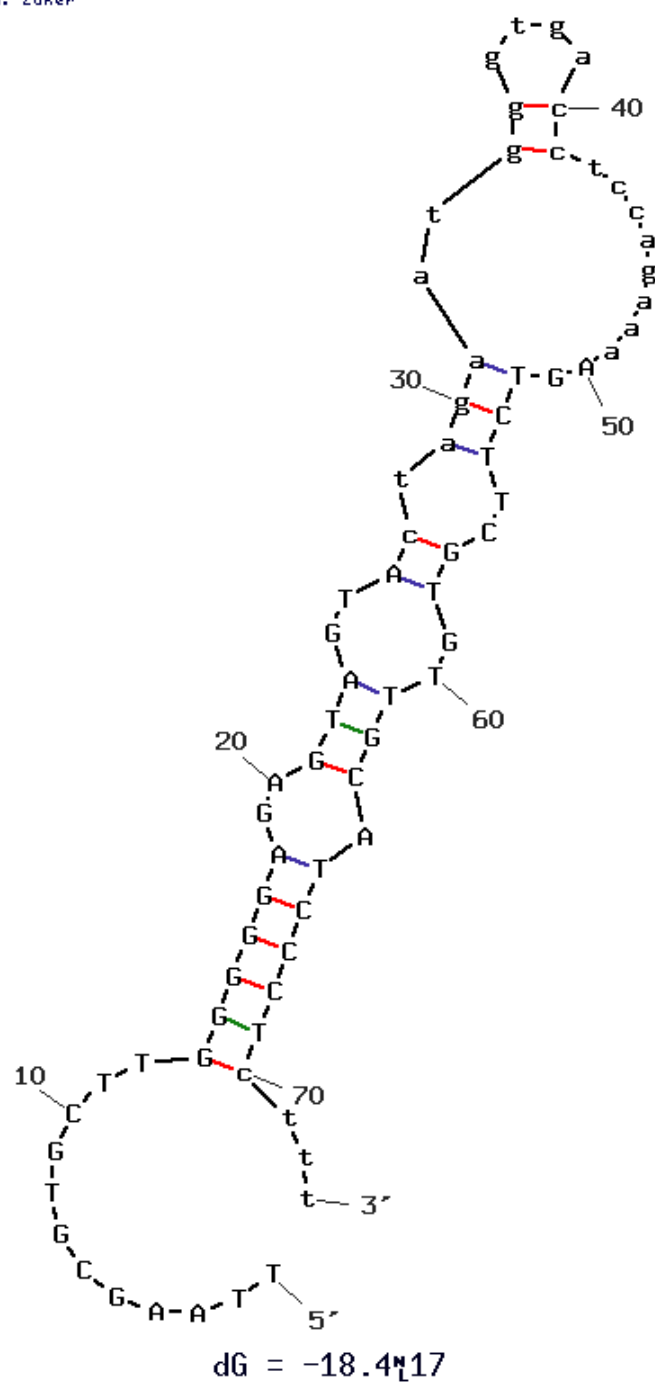

Pre-miRNA 18

Output of `sir_graph ( )`
by D. Stewart and M. Zuker

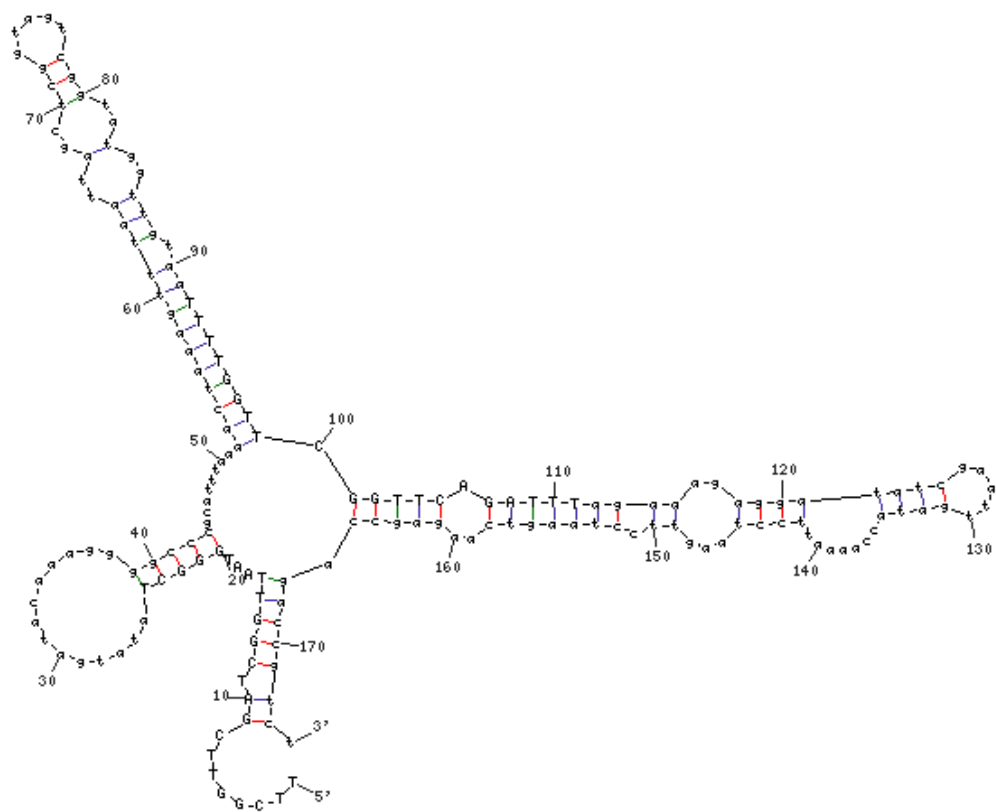

$$\Delta G = -40.4 \text{ kcal/mol}$$

Pre-miRNA 19

Output of mir_graph ( )
by D. Stewart and M. Zuker

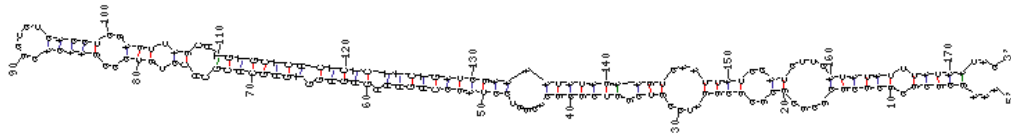

dG = -80.3719

Pre-miRNA 20

Output of mir_graph ( )
by D. Stewart and M. Zuker

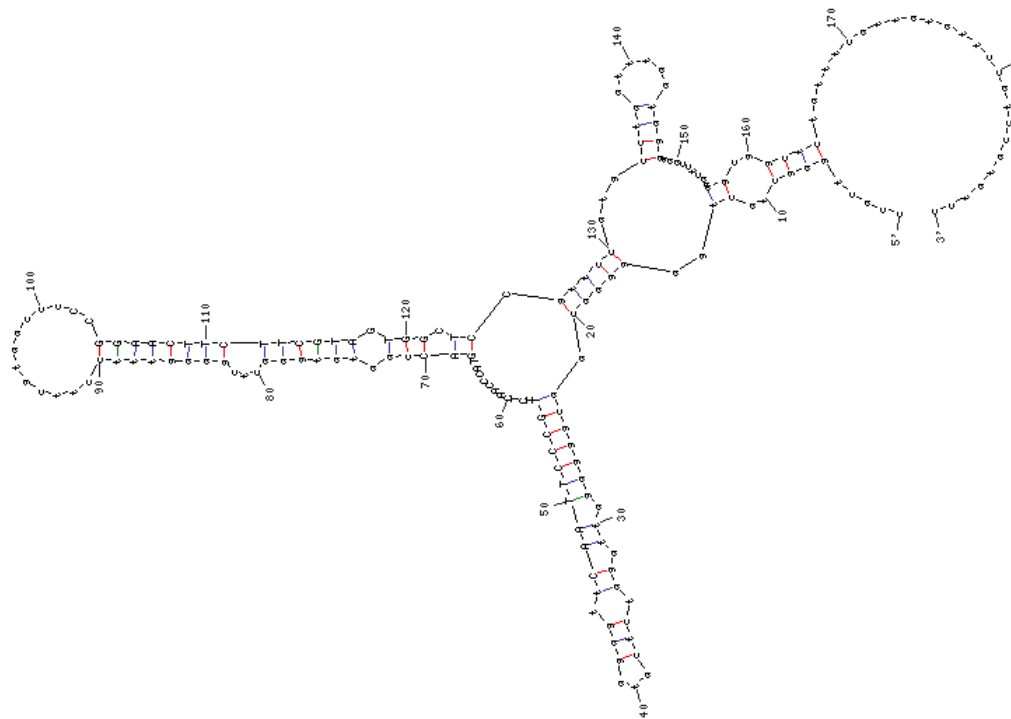

dG = -44.6720

Pre-miRNA 21

Output of `sir_graph ( )`
by D. Stewart and M. Zuker

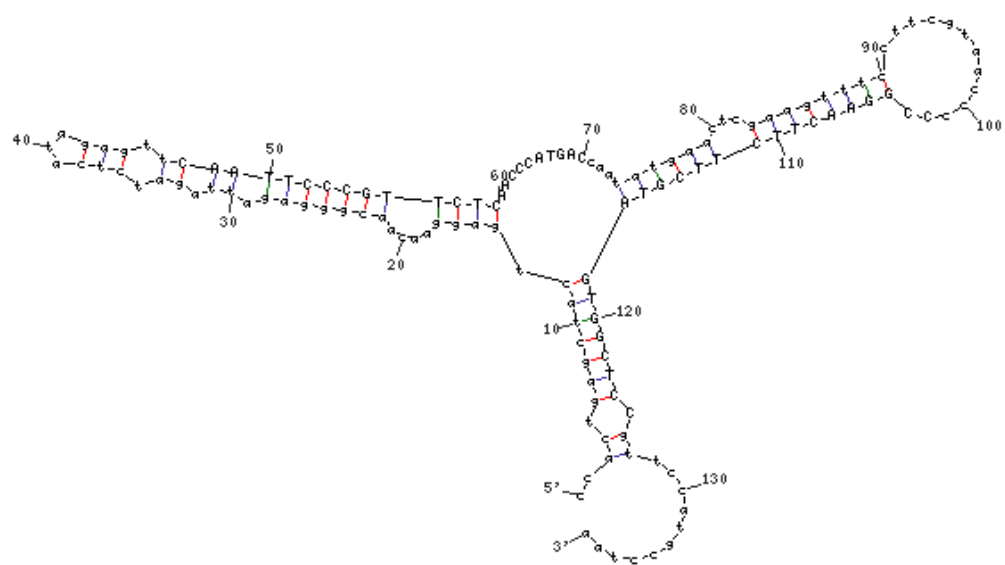

$$\Delta G = -34.9 \text{ kcal/mol}$$

Pre-miRNA 22/ Pre-miRNA 23

Output of `sir_graph ( )`
by D. Stewart and M. Zuker

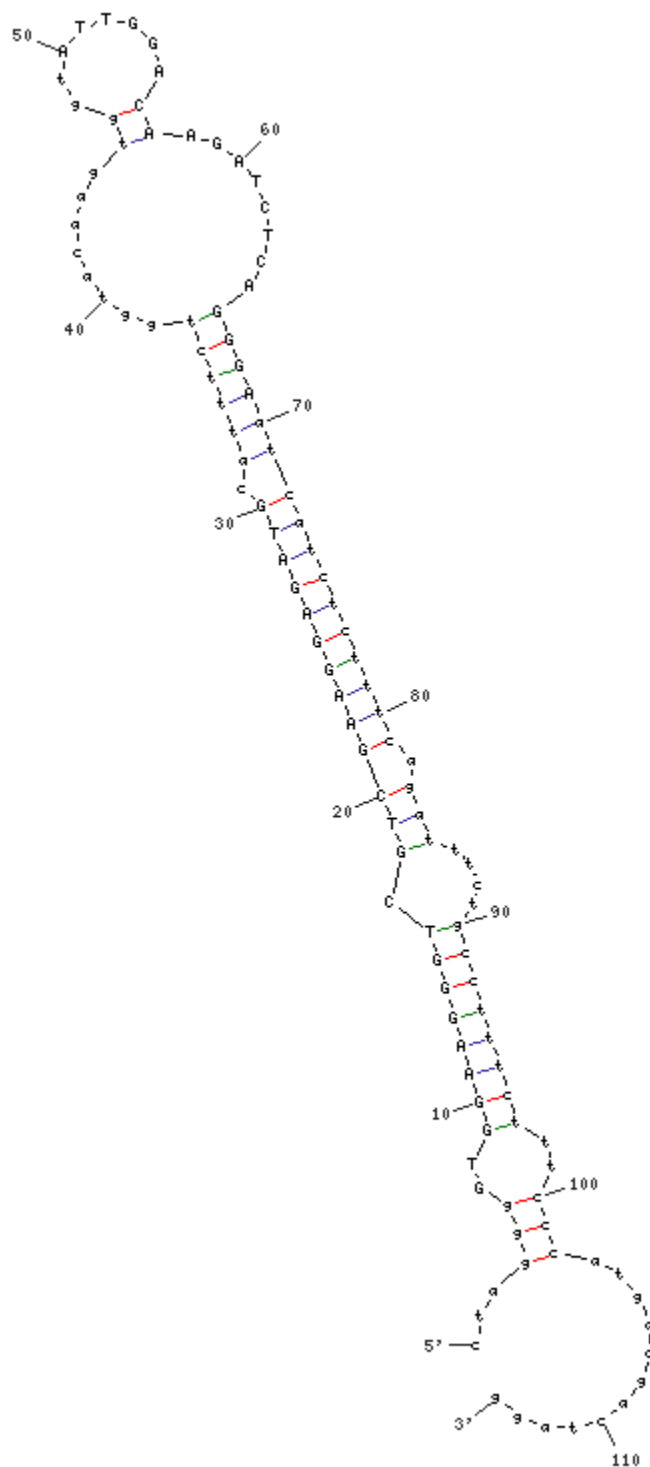

$$dG = -37.9 \text{ kJ}$$

Pre-miRNA 24/ Pre-miRNA 25

Output of `mir_graph ( )`
by D. Stewart and M. Zuker

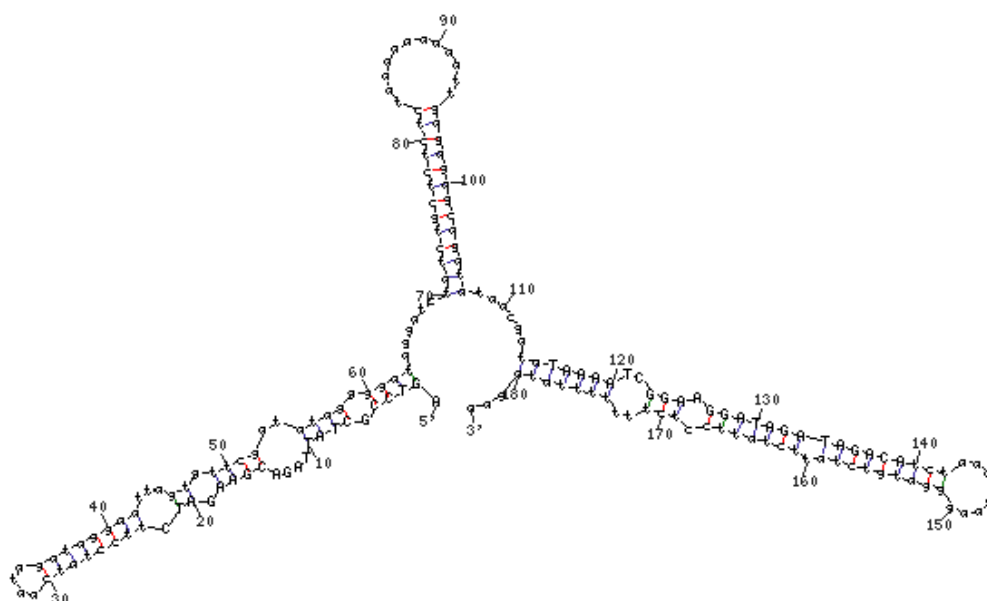

$$\Delta G = -71.24$$

Pre-miRNA 26

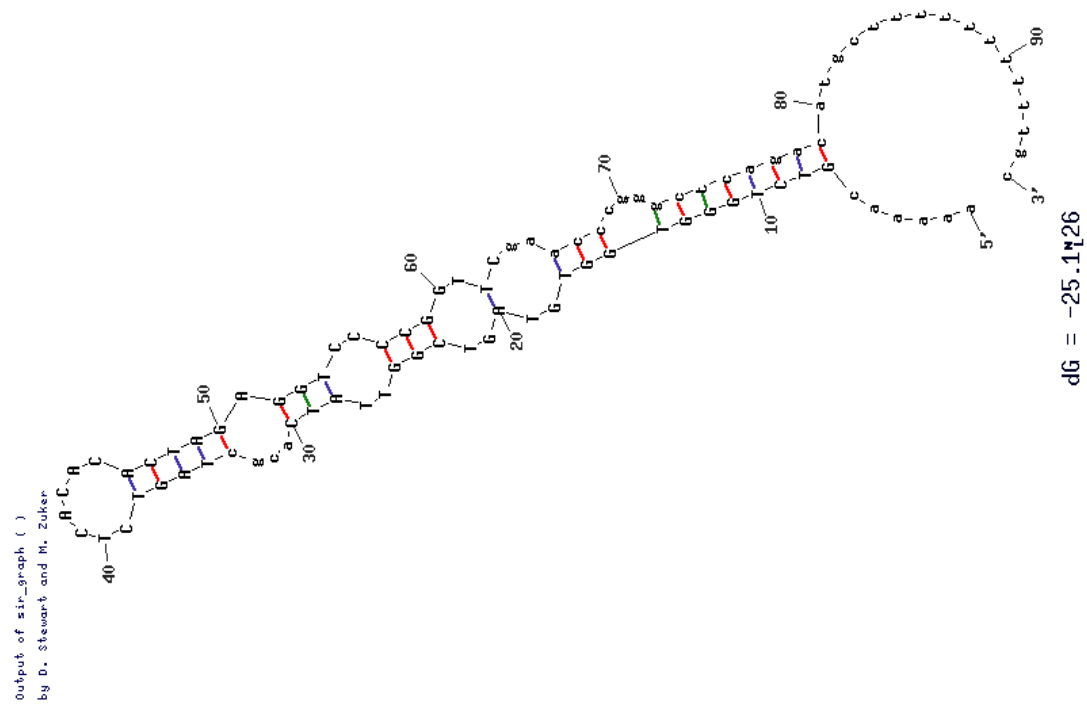

Pre-miRNA 27

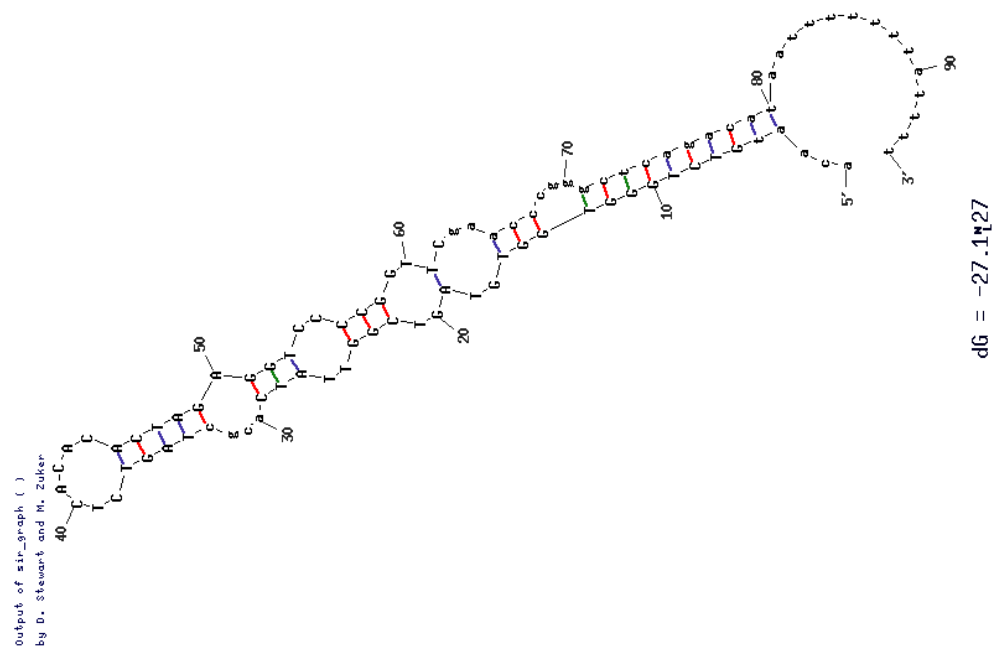

Pre-miRNA 28

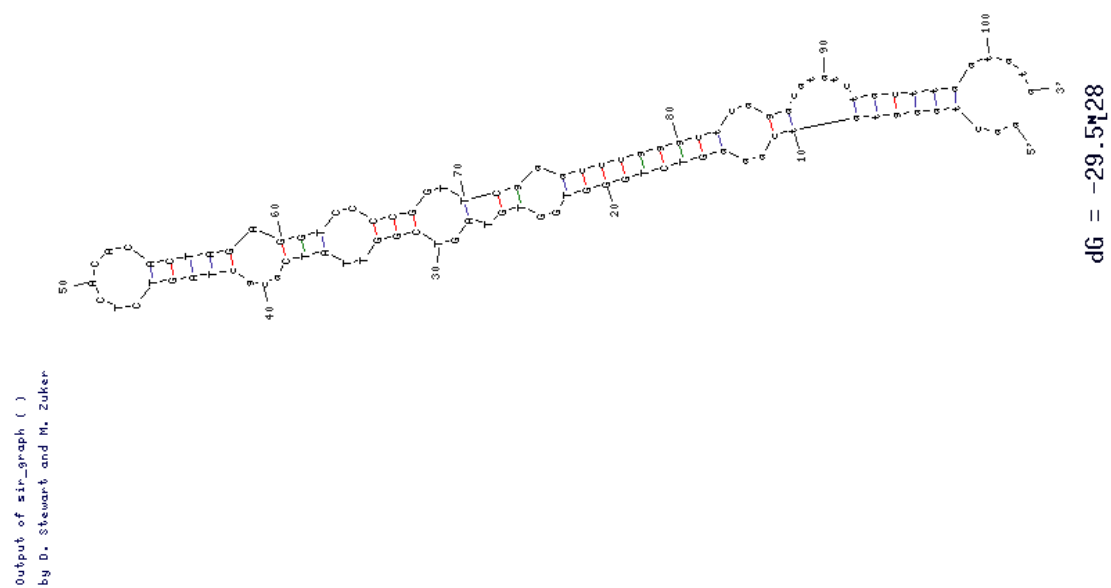

Pre-miRNA 29

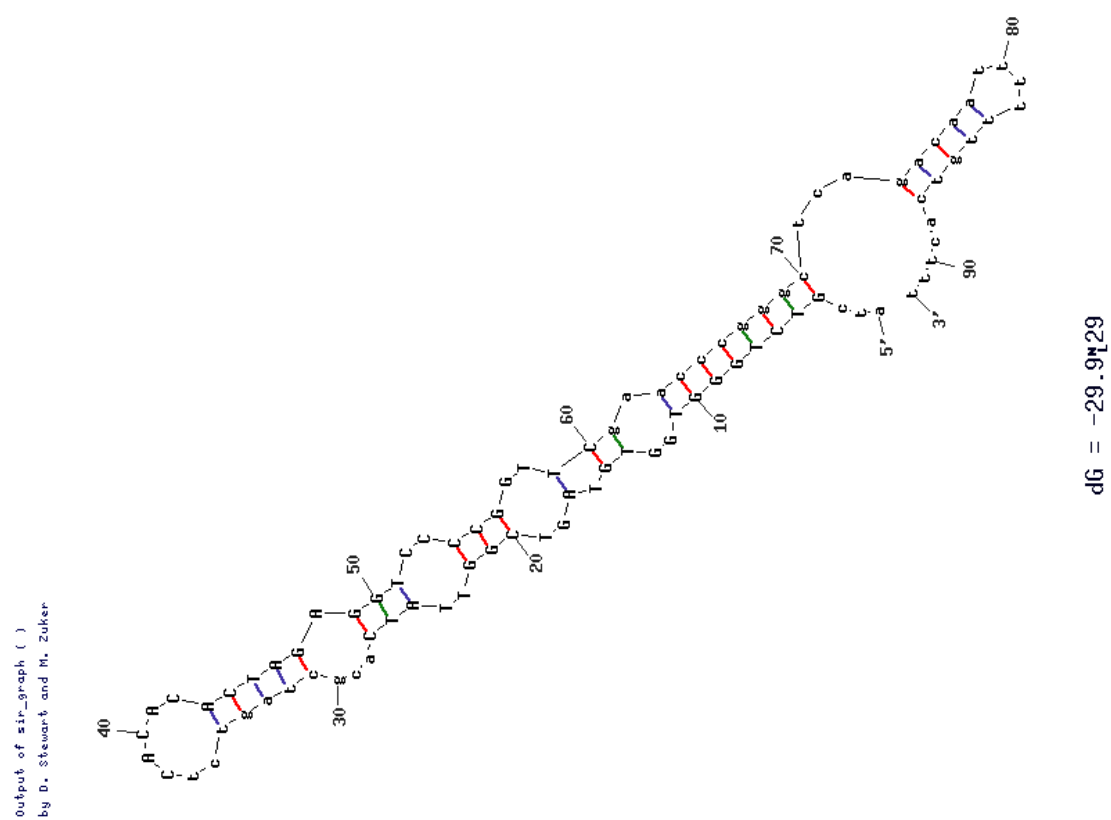

Pre-miRNA 32

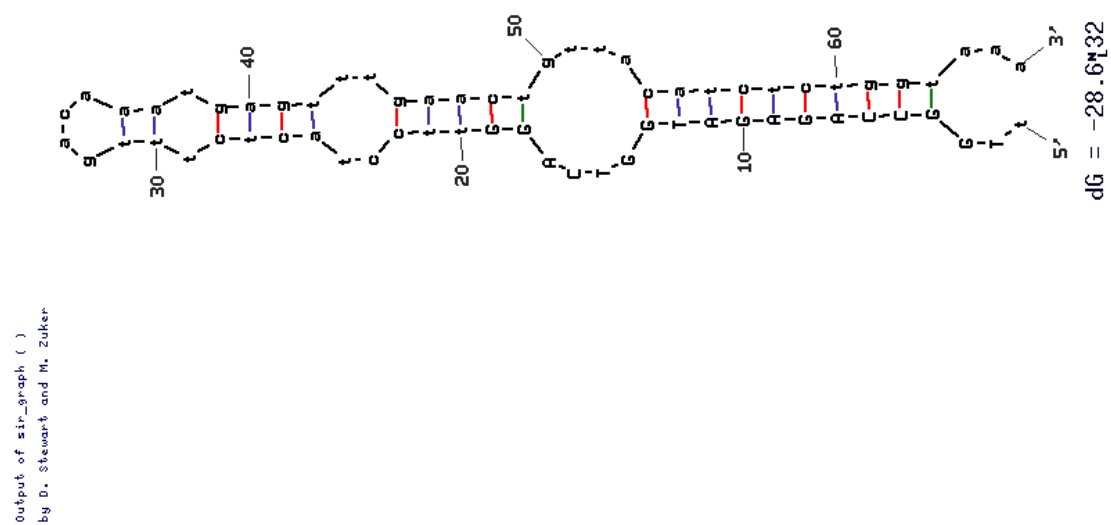

Pre-miRNA 33

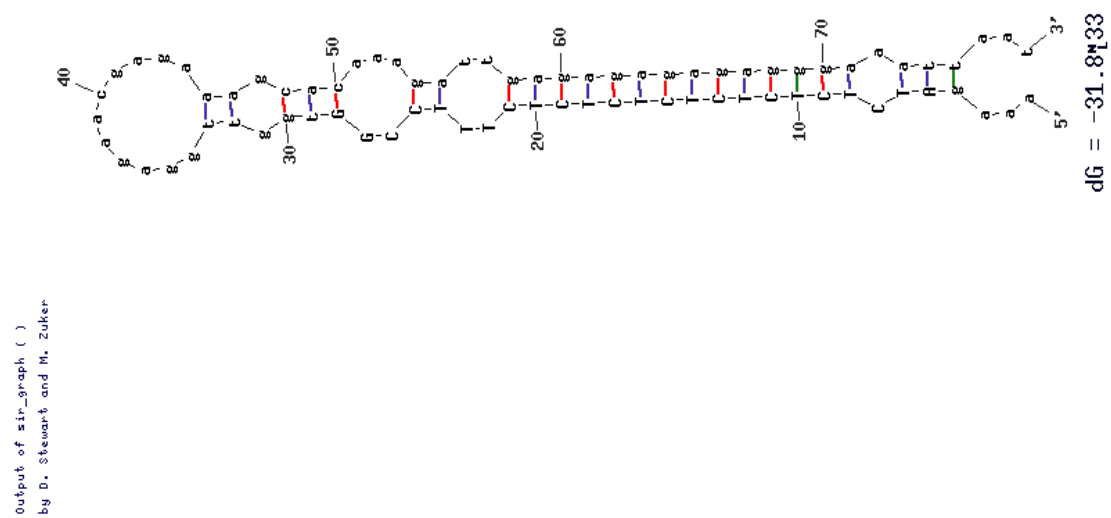

Pre-miRNA 34

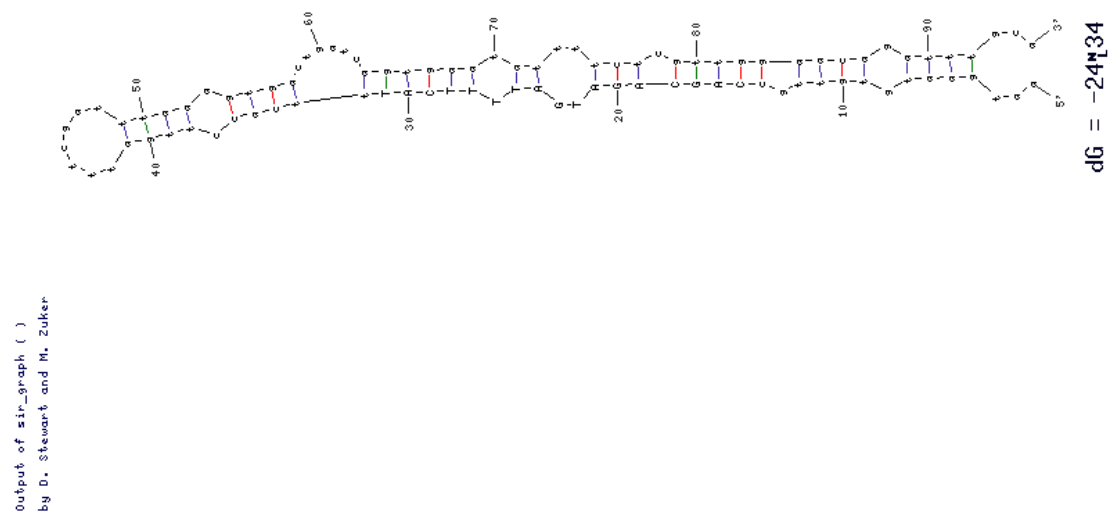

Pre-miRNA 35

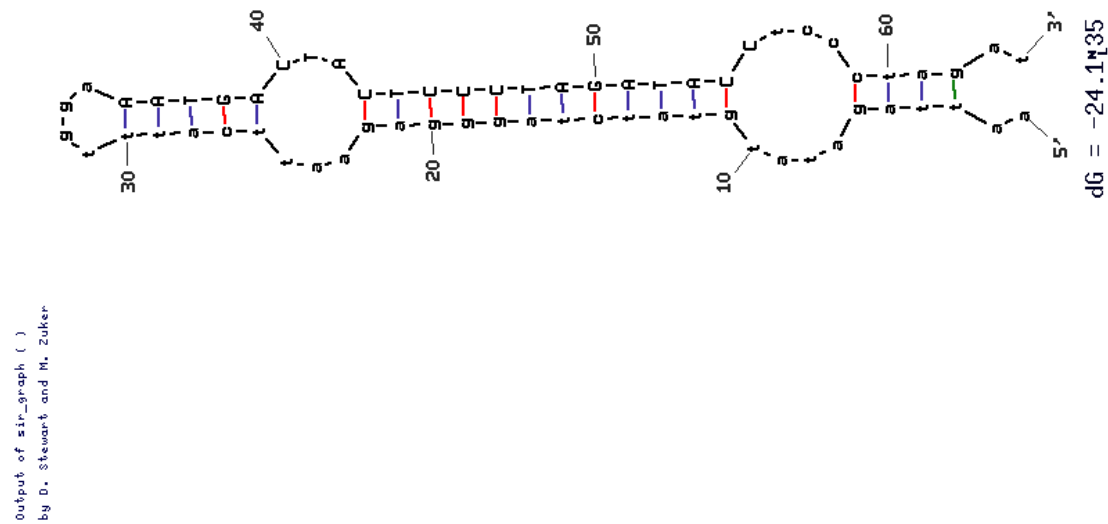

Pre-miRNA 36

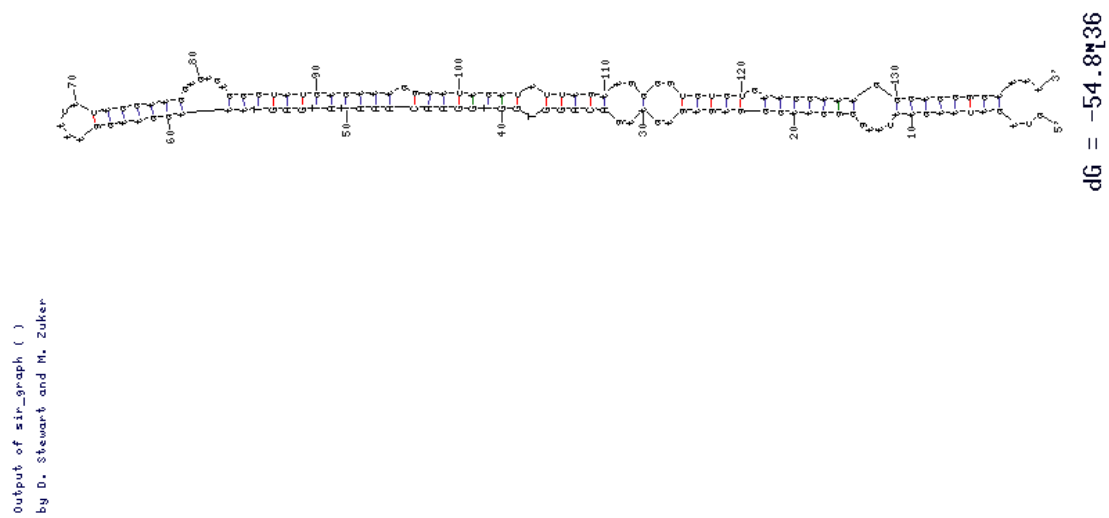

Pre-miRNA 37

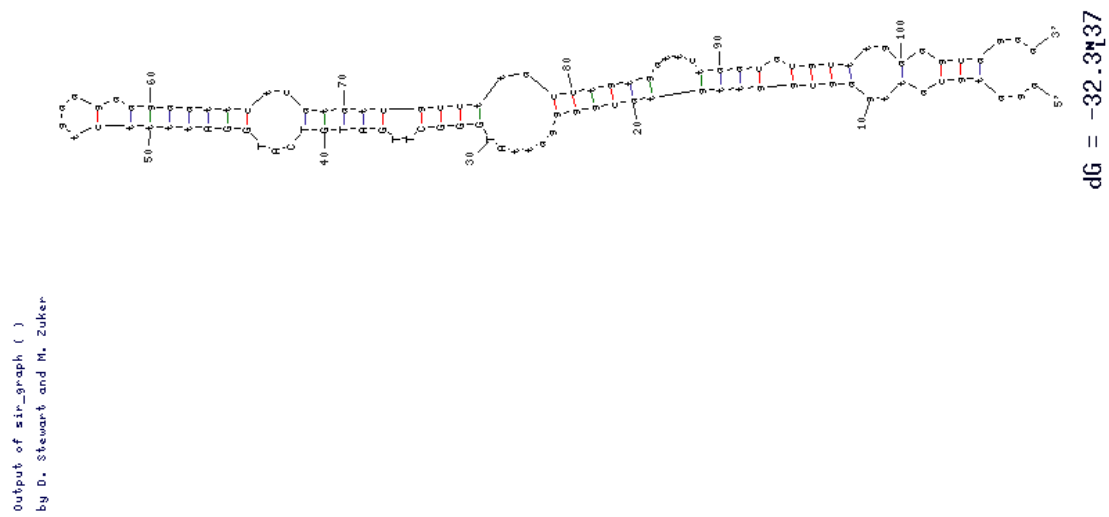

Pre-miRNA 38

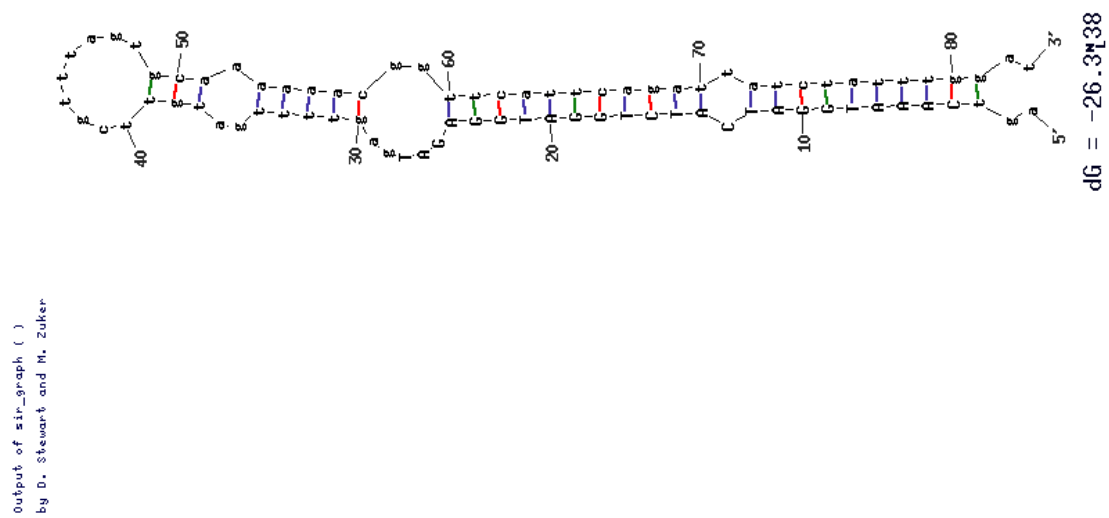

Pre-miRNA 39

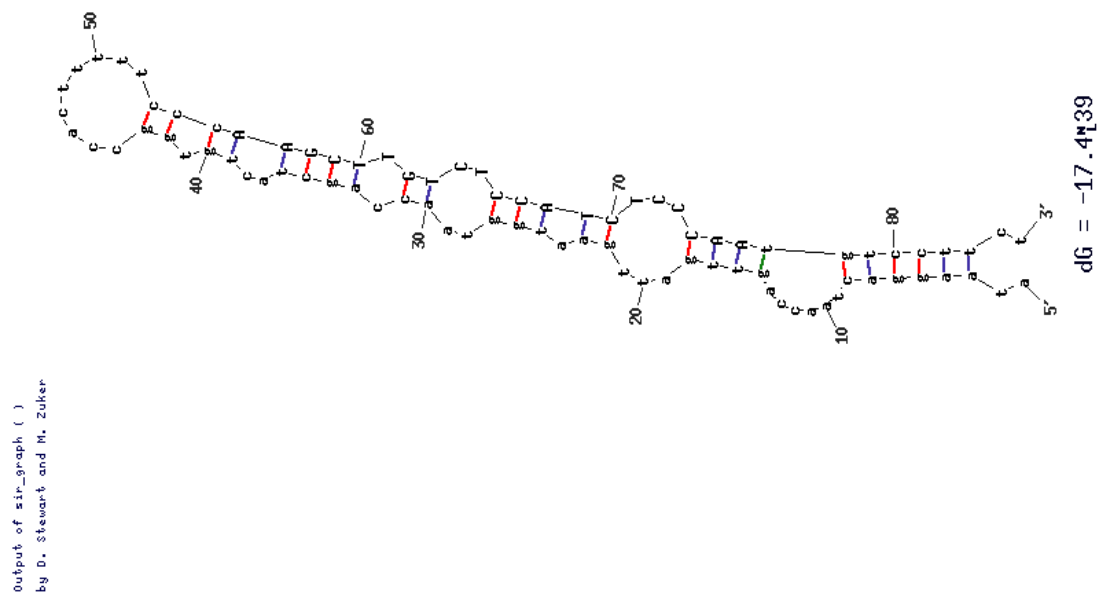

Pre-miRNA 40

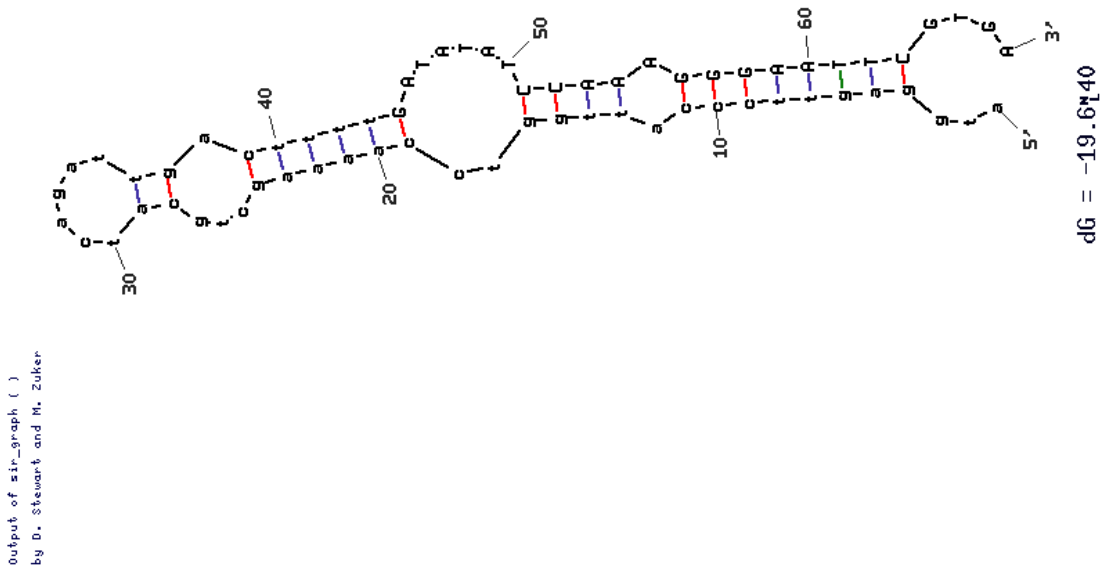

Pre-miRNA 41

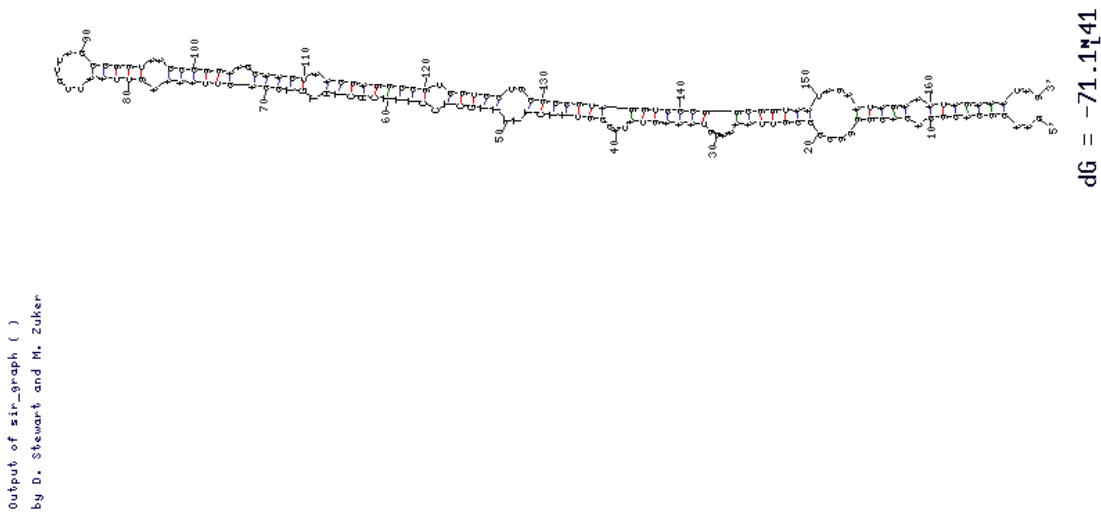

Pre-miRNA 42

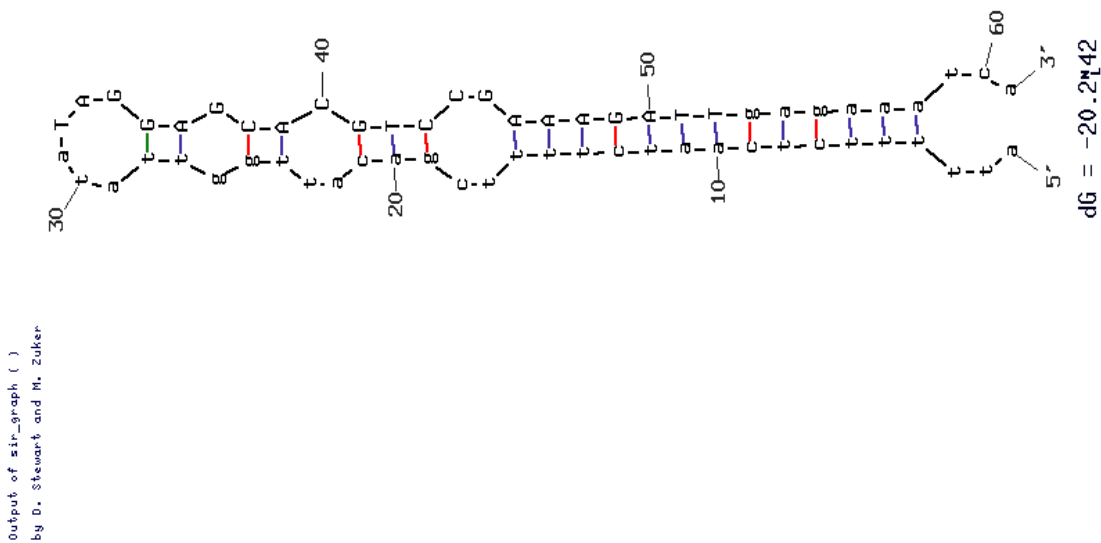

Pre-miRNA 43

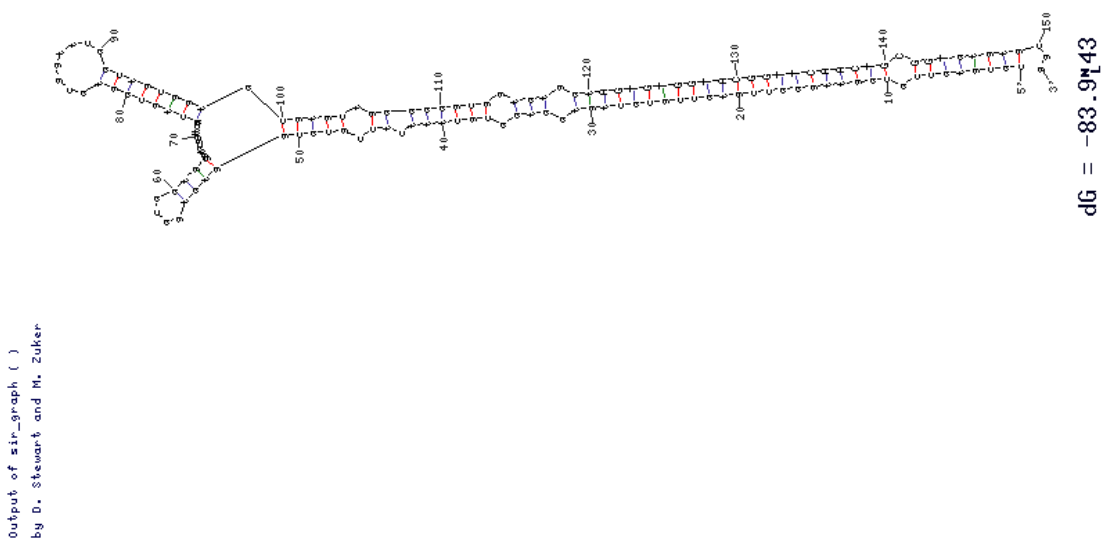

Pre-miRNA 44

Output of `sir_graph ( )`
by D. Stewart and M. Zuker

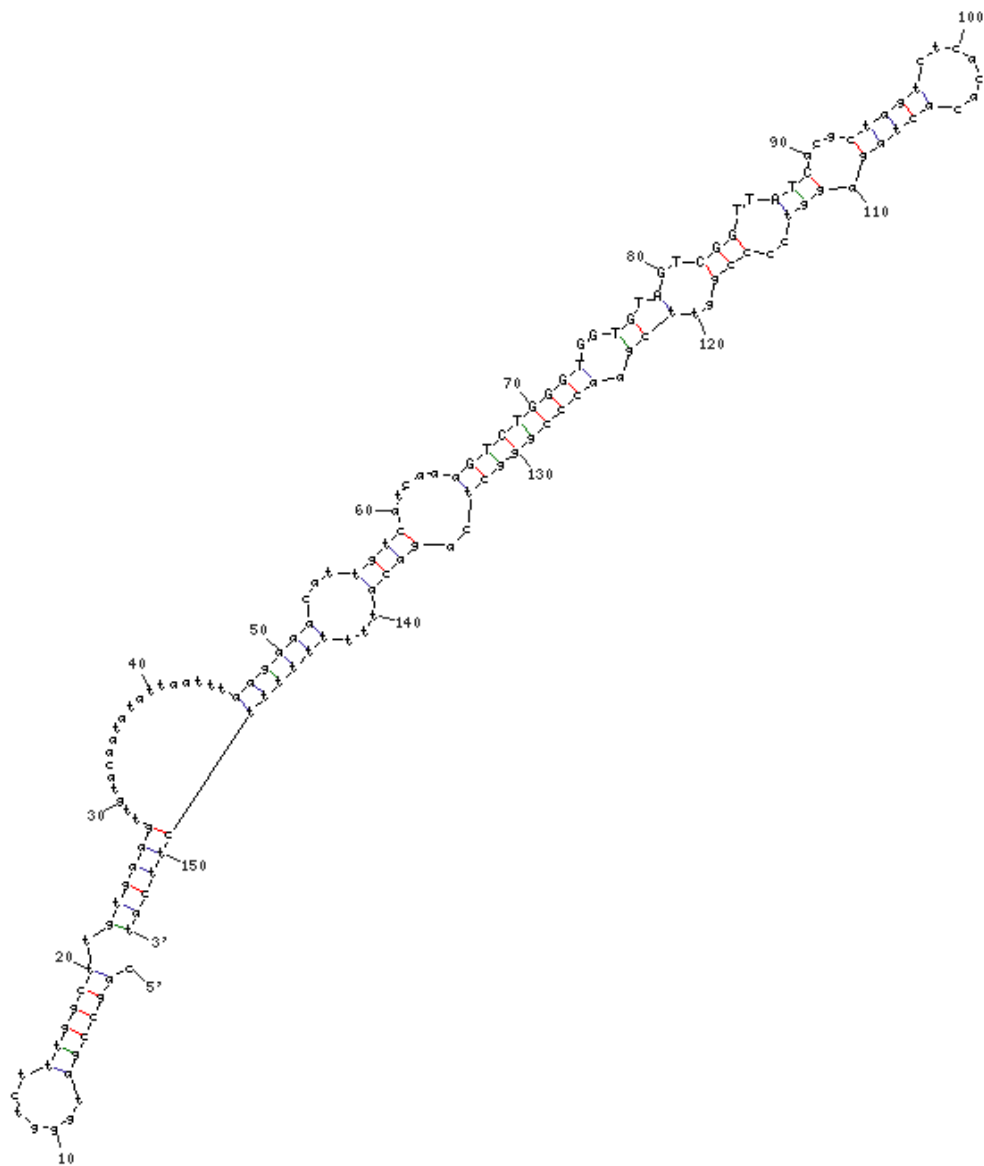

$$\Delta G = -39.144$$

Pre-miRNA 45

Output of `sir_graph ( )`
by D. Stewart and M. Zuker

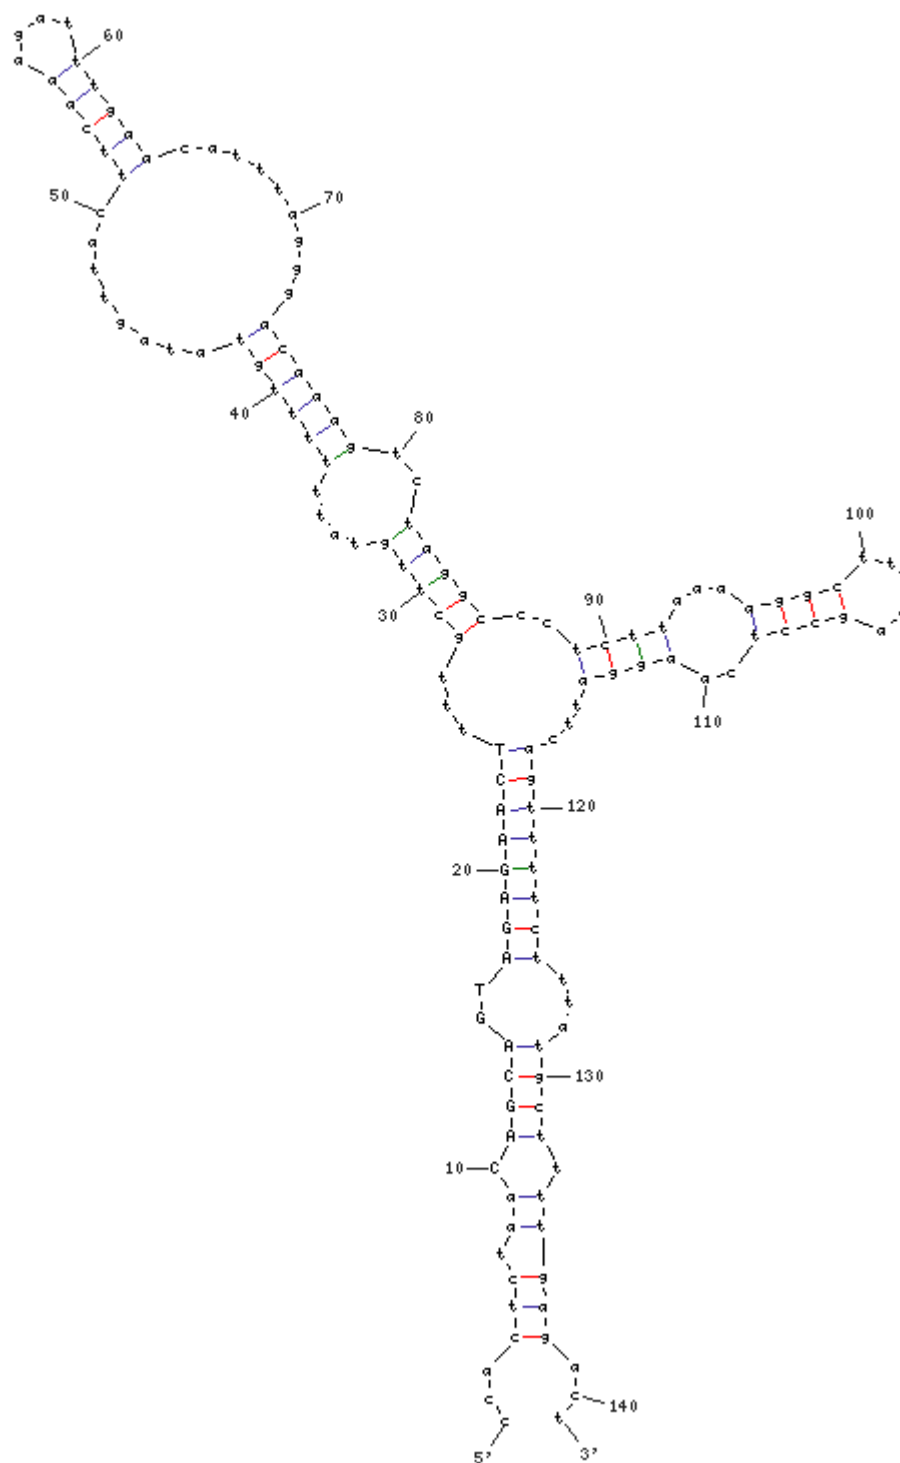

$$dG = -30.5 \text{ kJ}$$

Pre-miRNA 46

Output of `sir_graph ( )`
by D. Stewart and M. Zuker

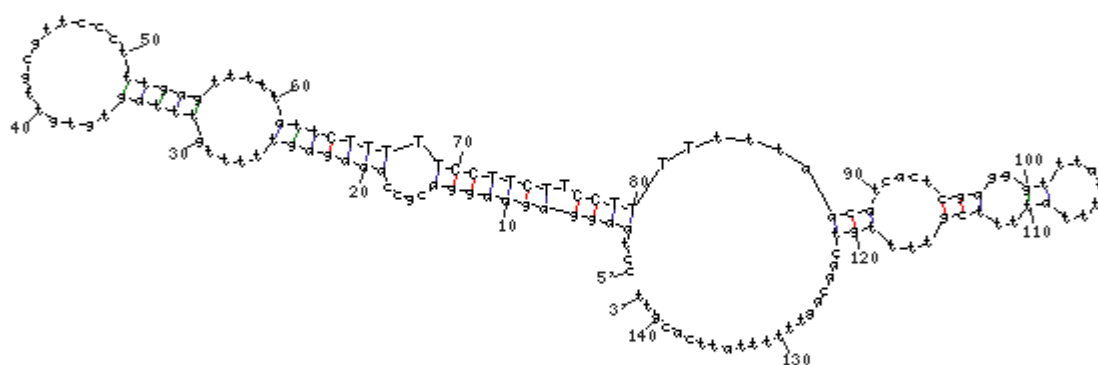

$$\Delta G = -20.746$$

Output of `mir_graph` ( )
by D. Stewart and M. Zuker

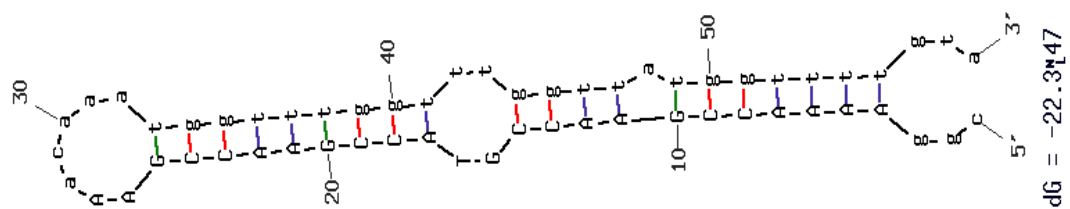

Output of `mir_graph` ( )
by D. Stewart and M. Zuker

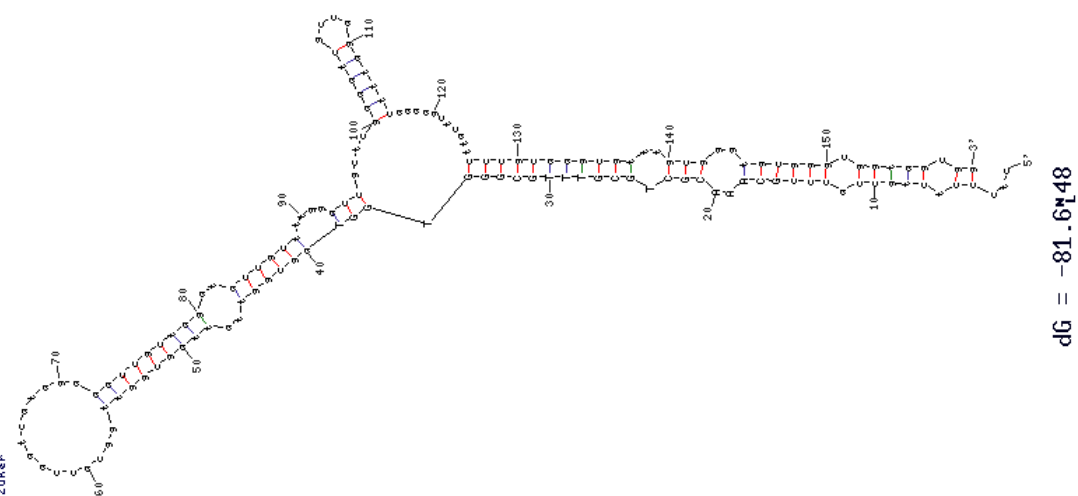

Pre-miRNA 49

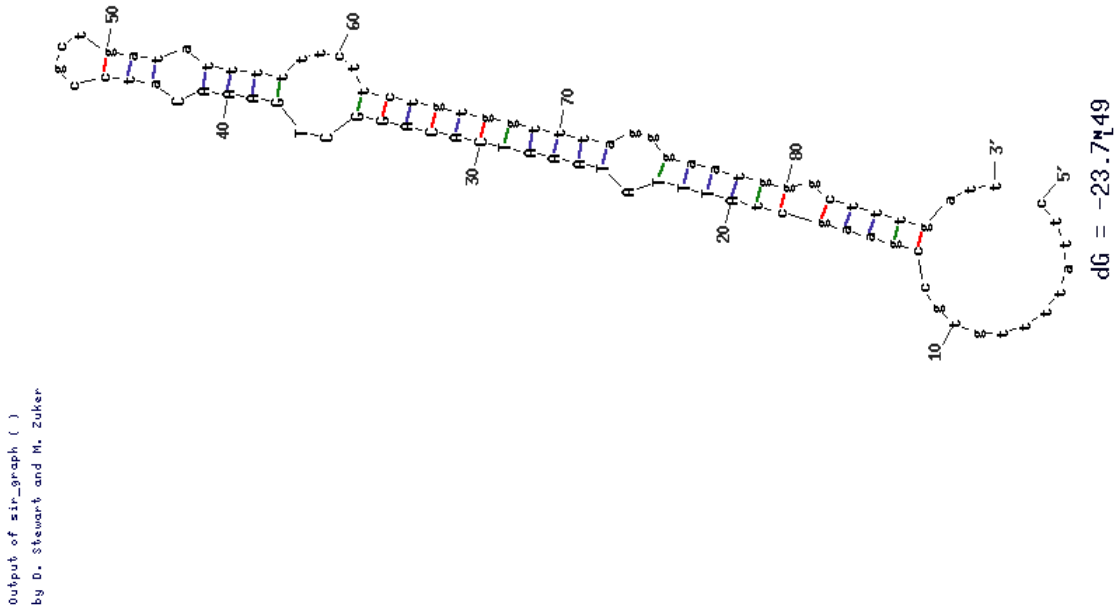

Pre-miRNA 50

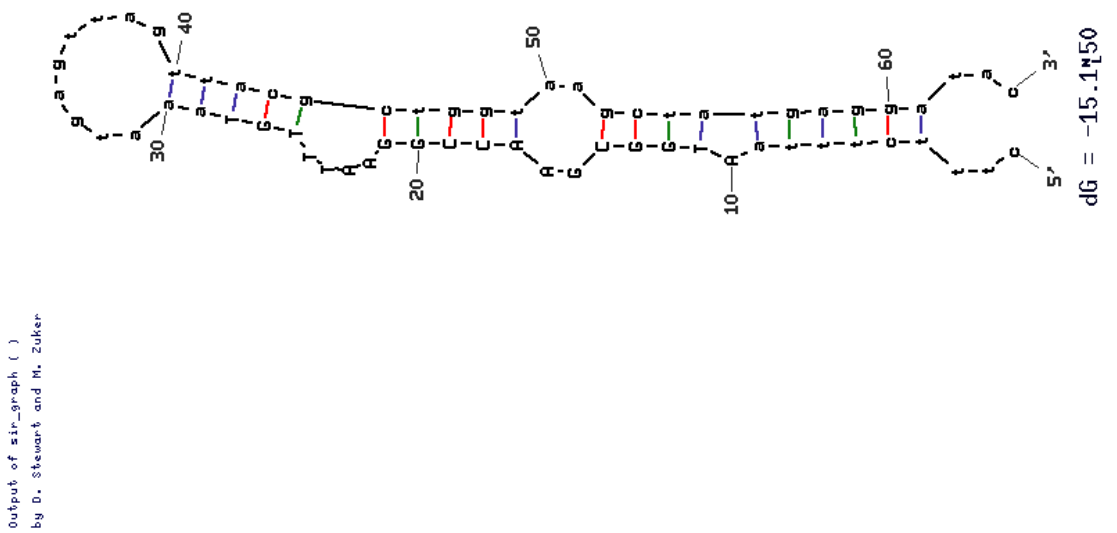

Pre-miRNA 51

Output of `sir_graph ( )`
by D. Stewart and M. Zuker

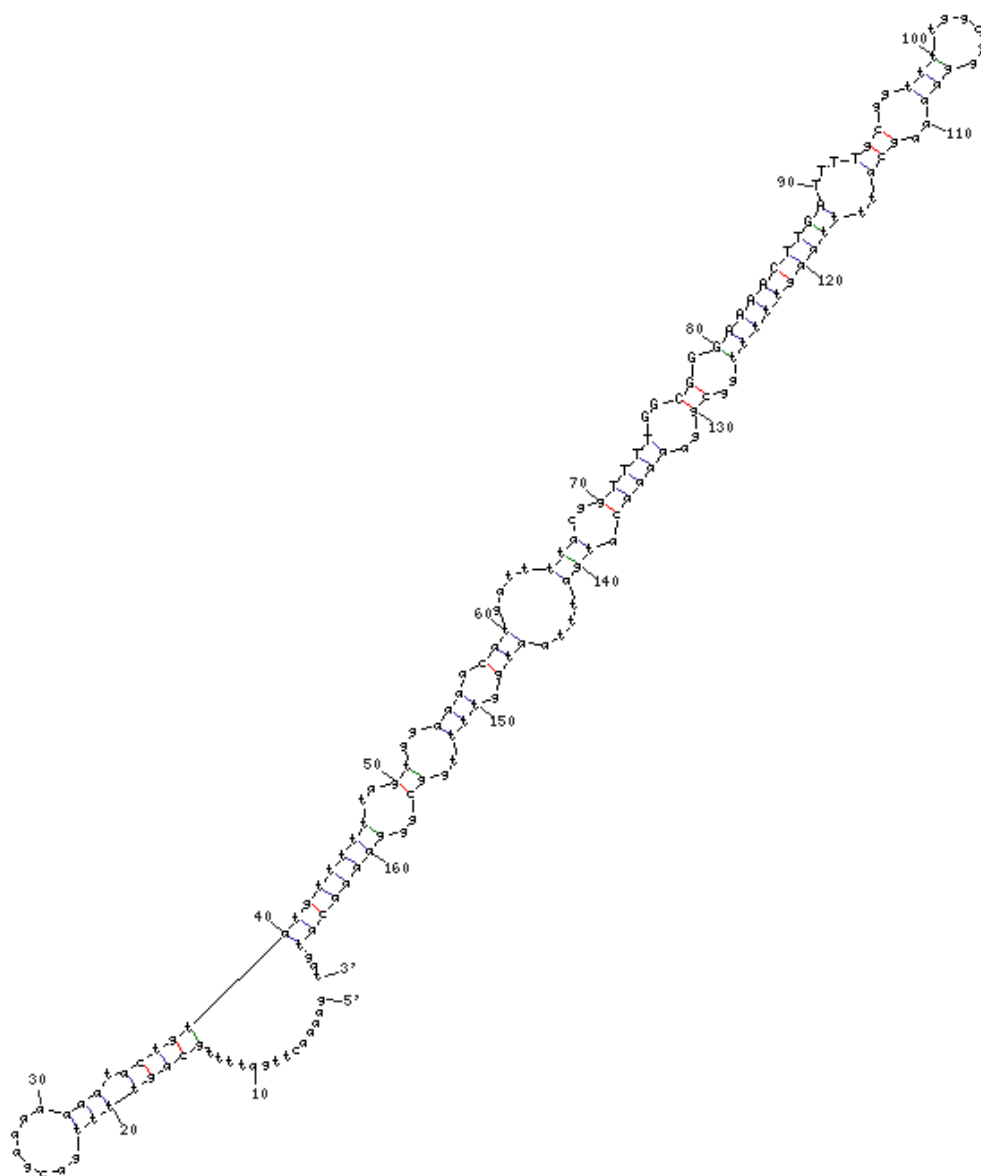

$$\Delta G = -32.9 \text{ kcal/mol}$$

Pre-miRNA 52

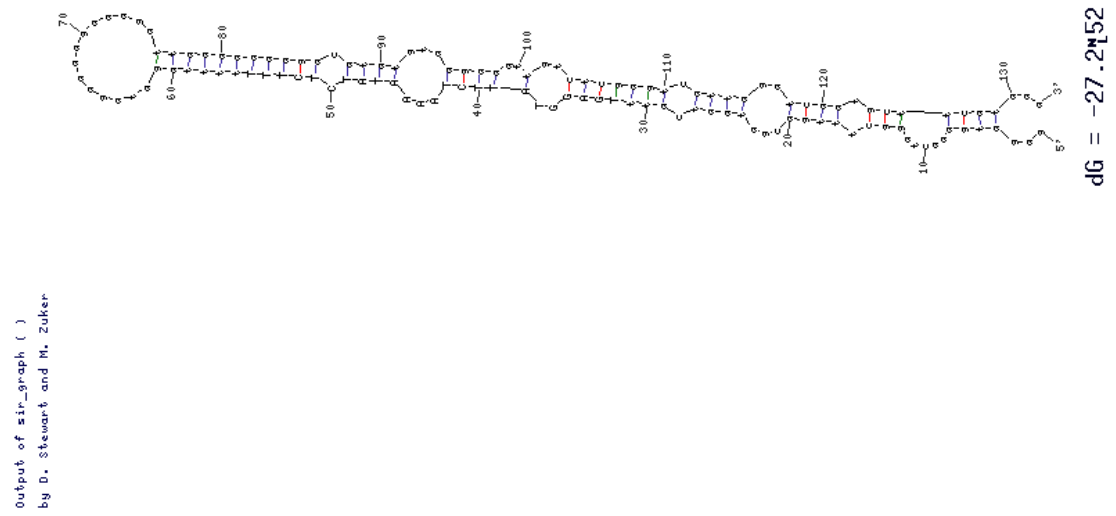

Pre-miRNA 53

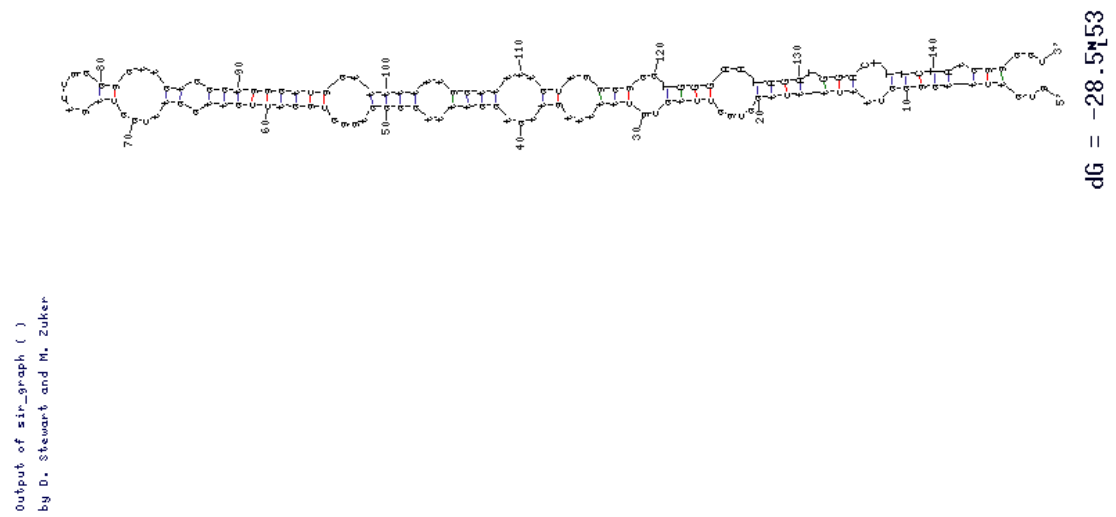

Output of `sir_graph ( )`
by D. Stewart and M. Zuker

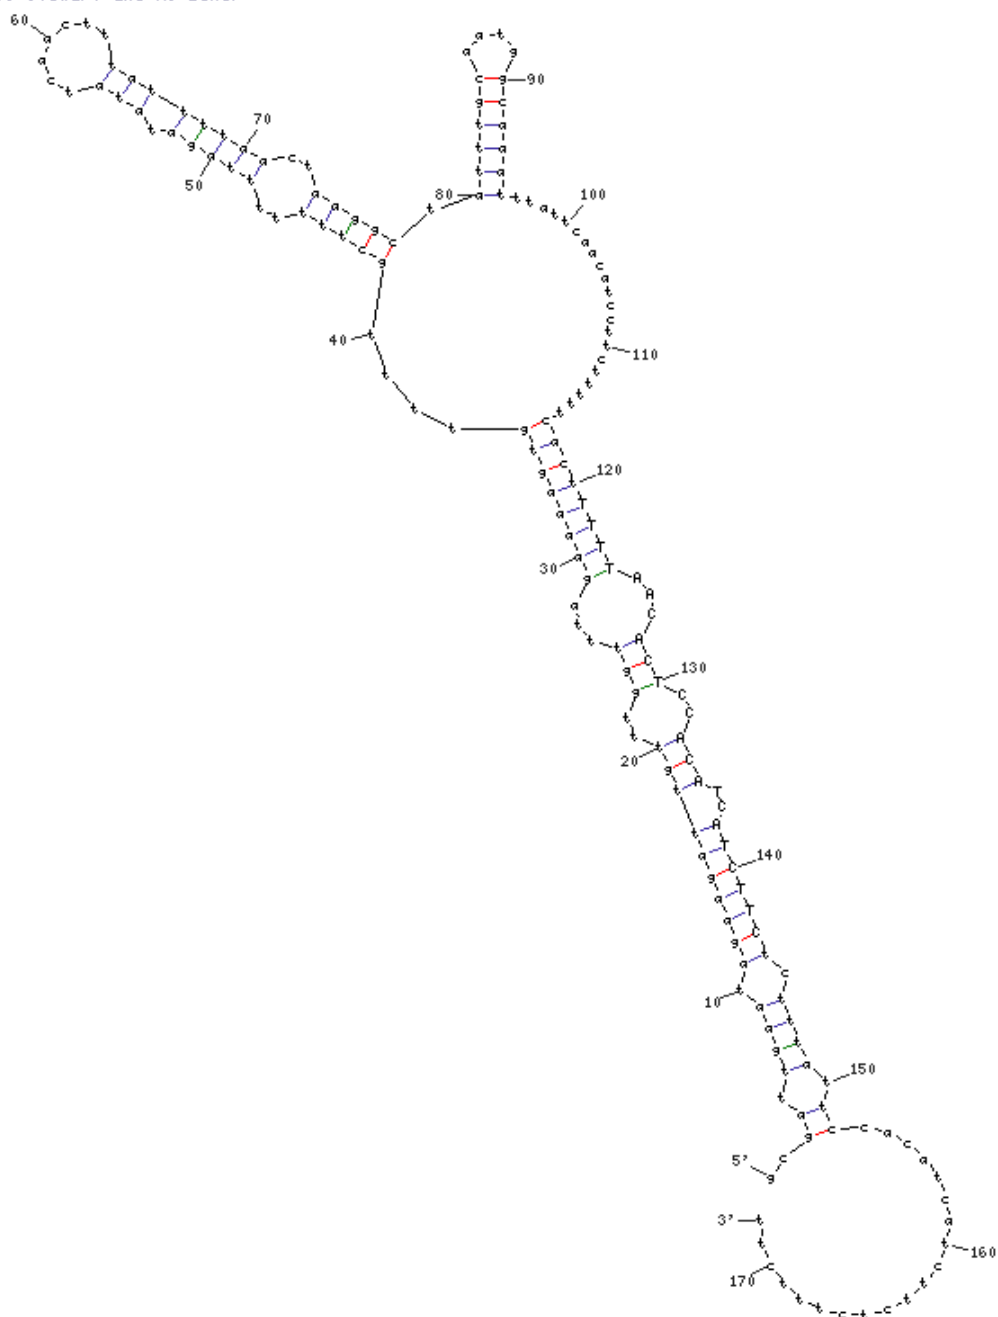

$$dG = -29.4 \text{ kJ}$$

Pre-miRNA 55

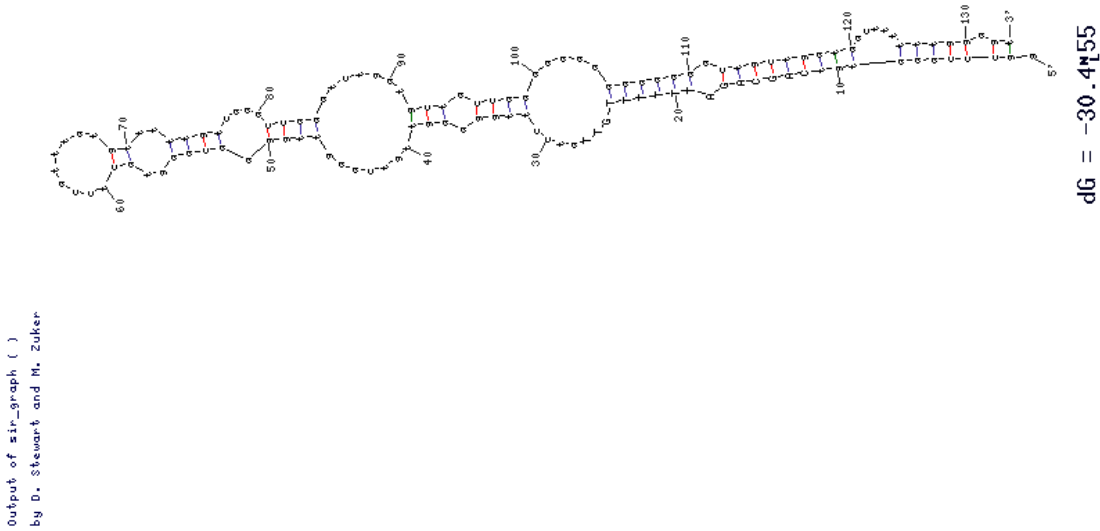

Pre-miRNA 56

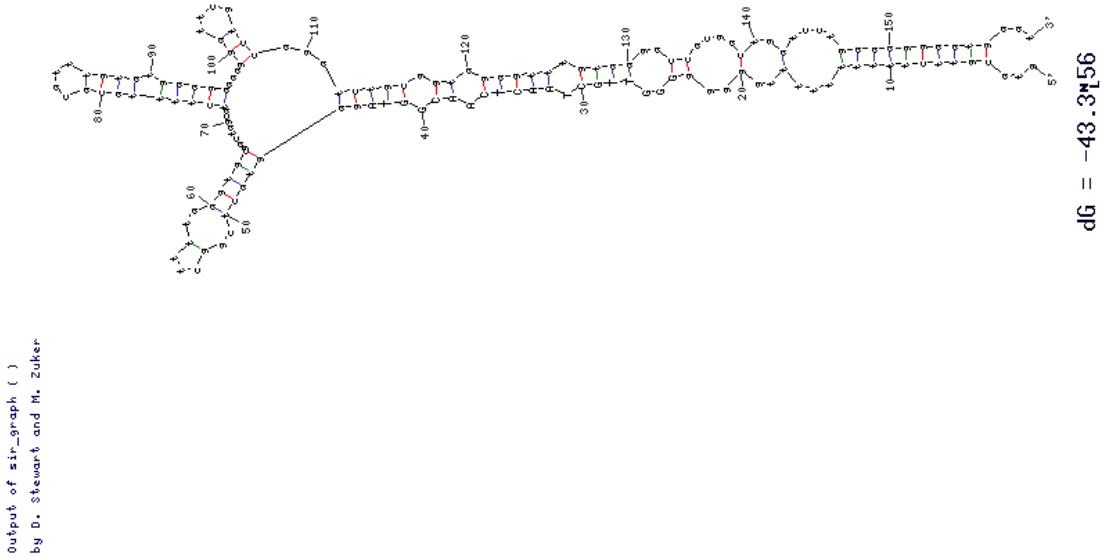

Pre-miRNA 57

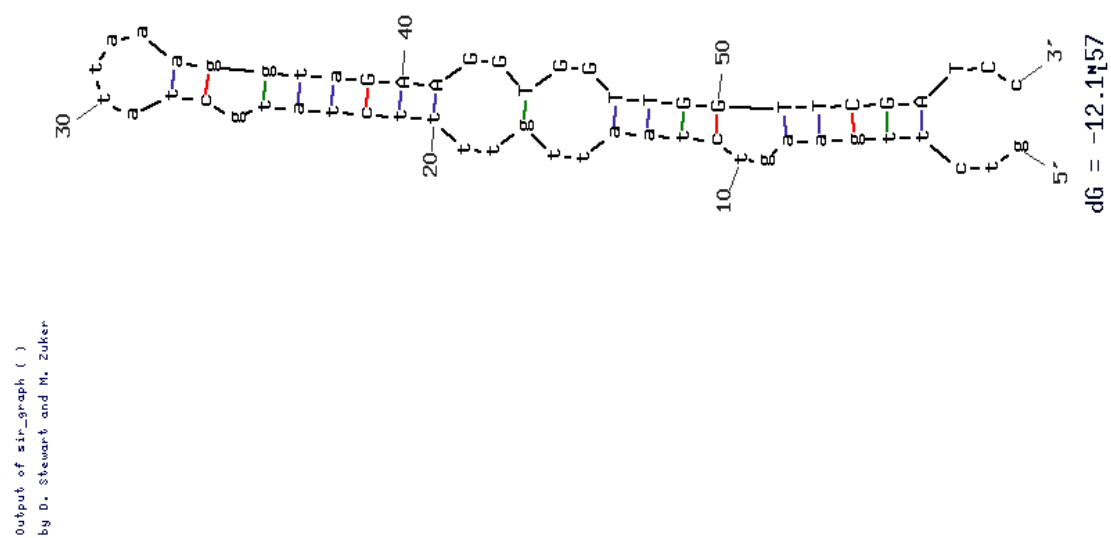

Pre-miRNA 58

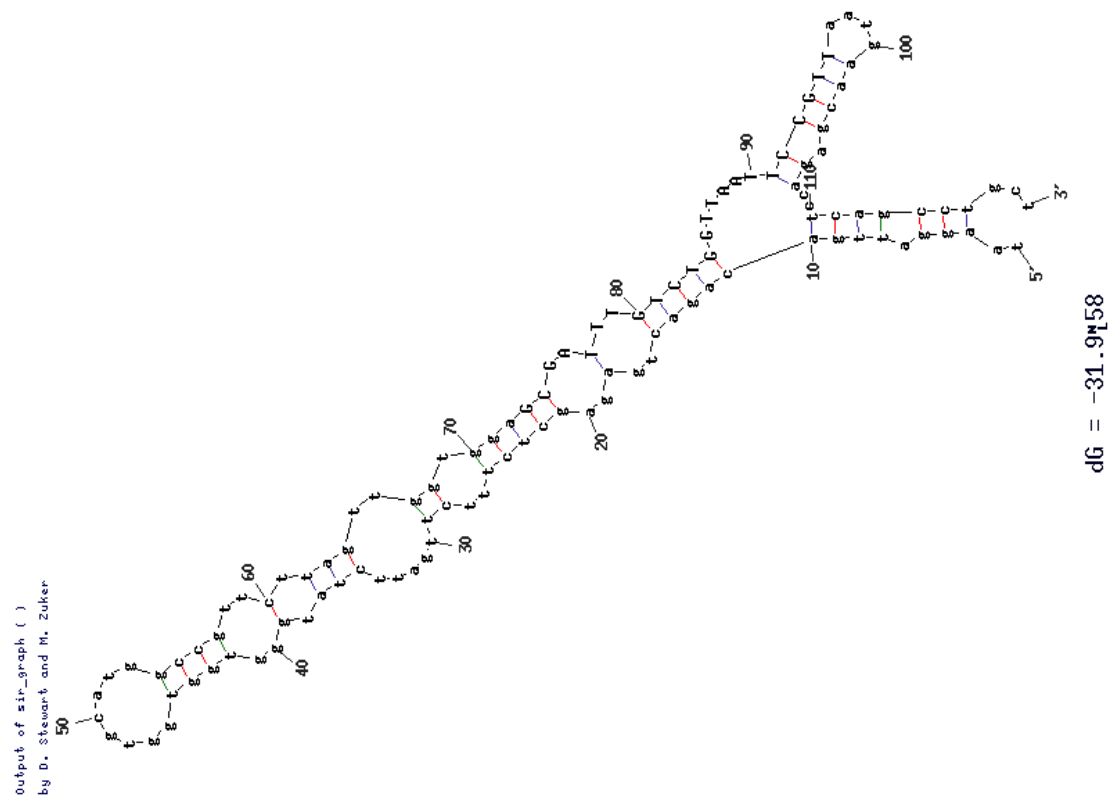

Pre-miRNA 61

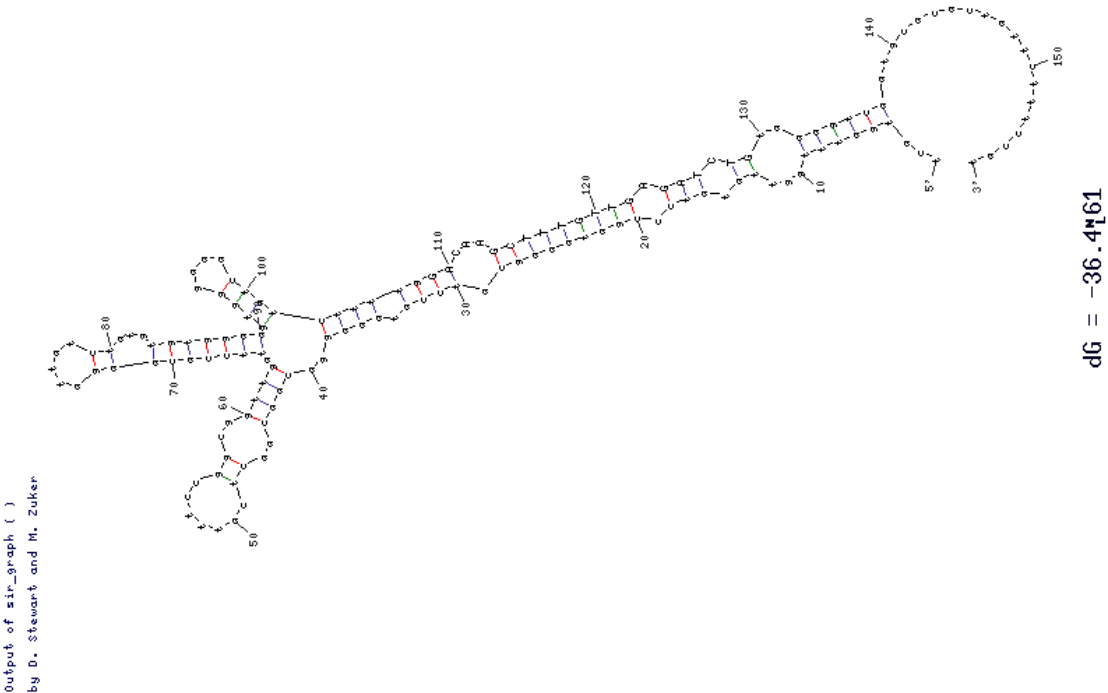

Pre-miRNA 62

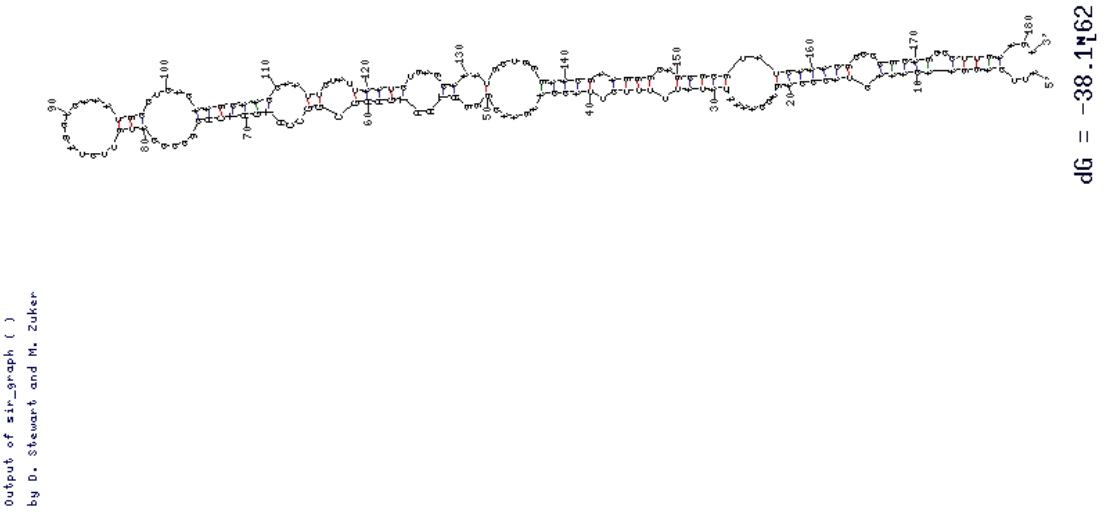

Pre-miRNA 63

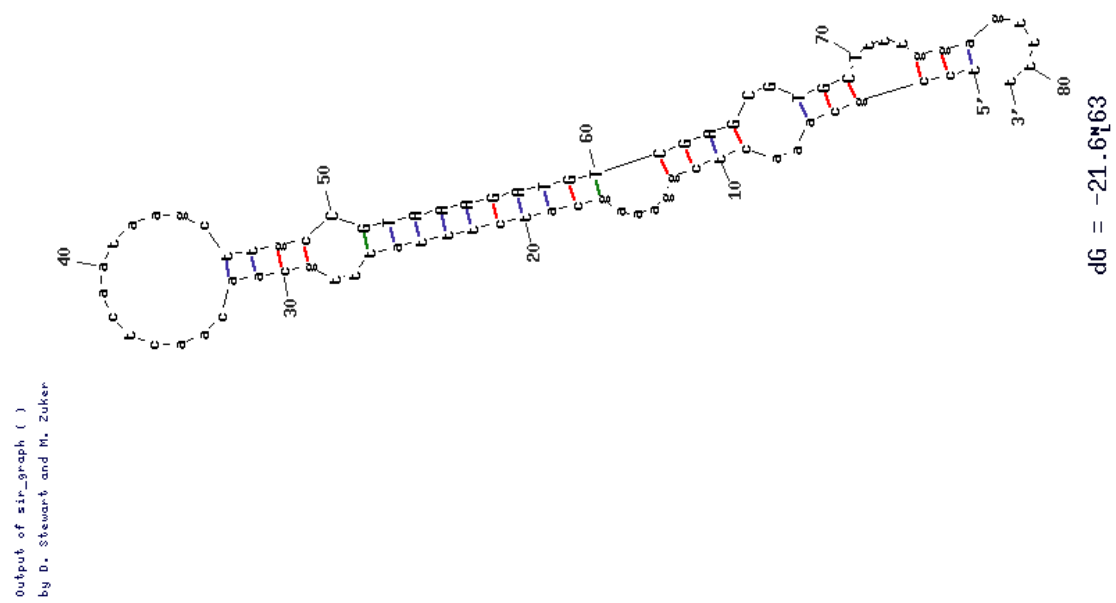

Pre-miRNA 64

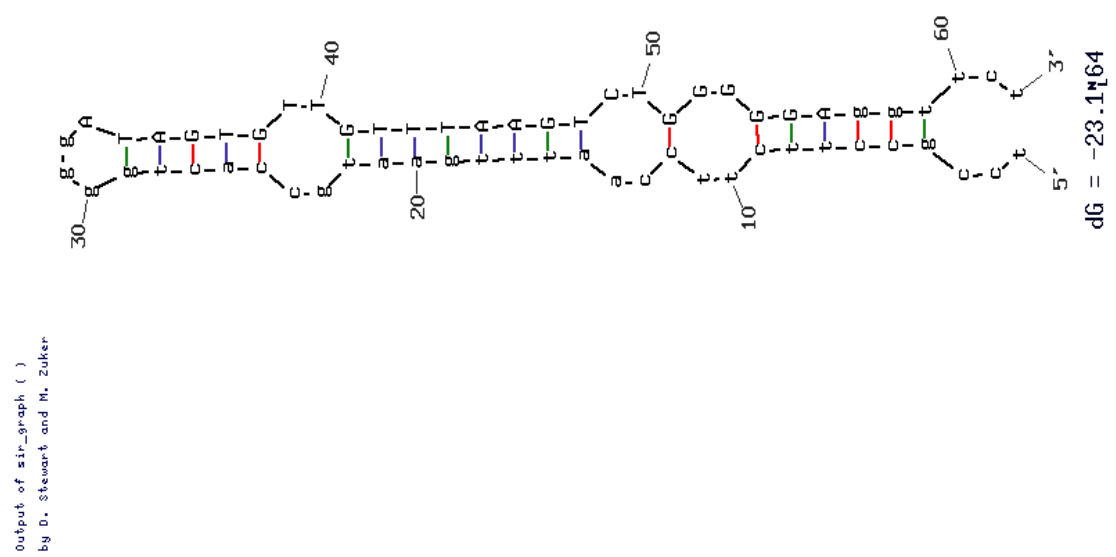

Pre-miRNA 65

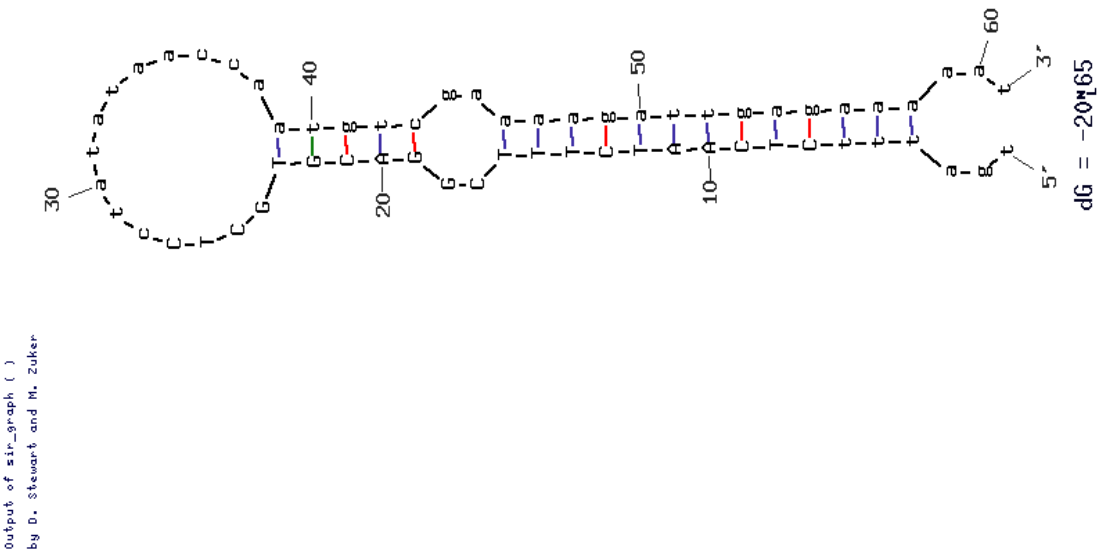

Pre-miRNA 66

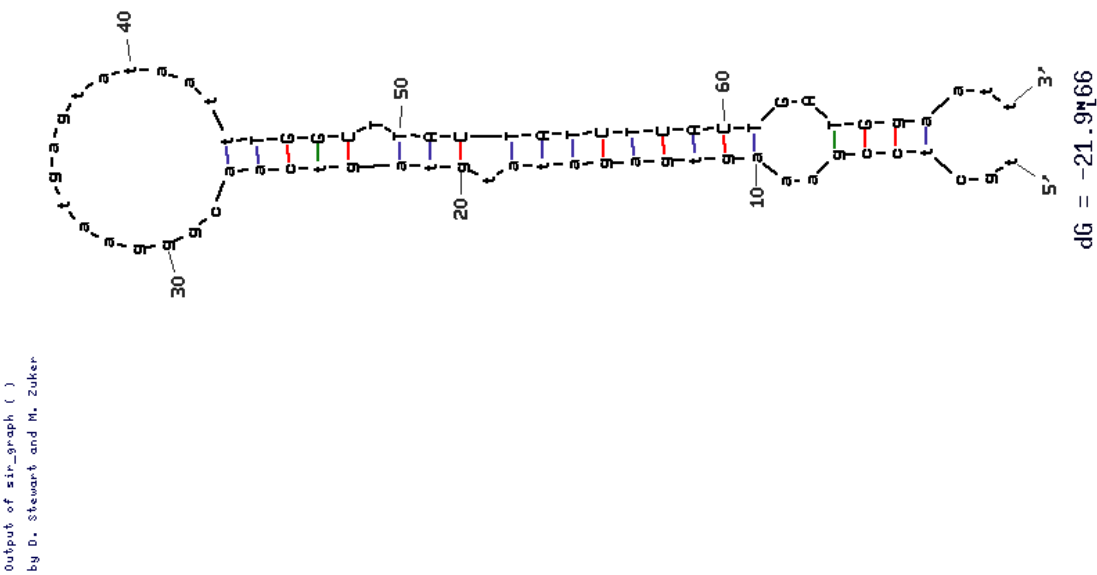

Pre-miRNA 67

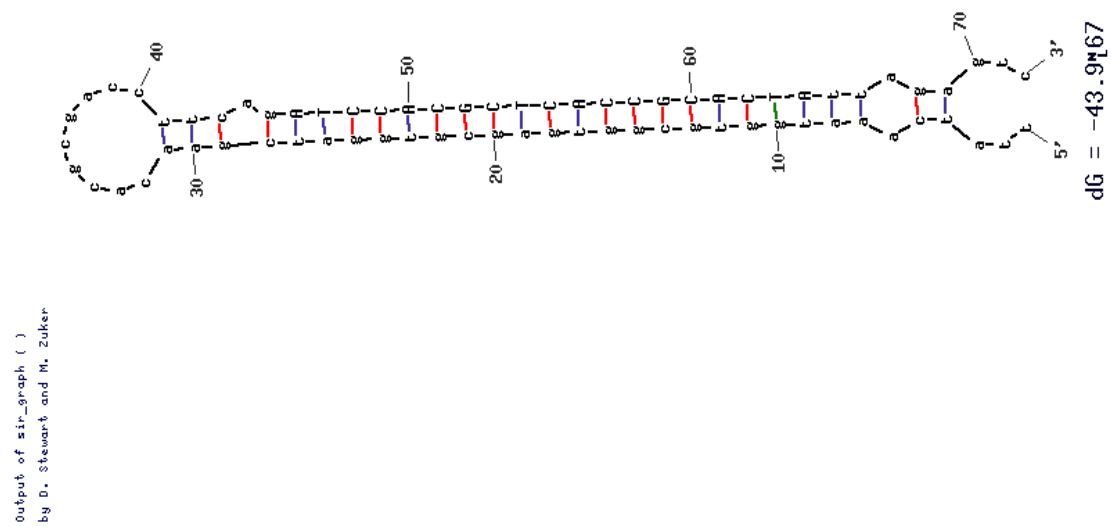

Pre-miRNA 68

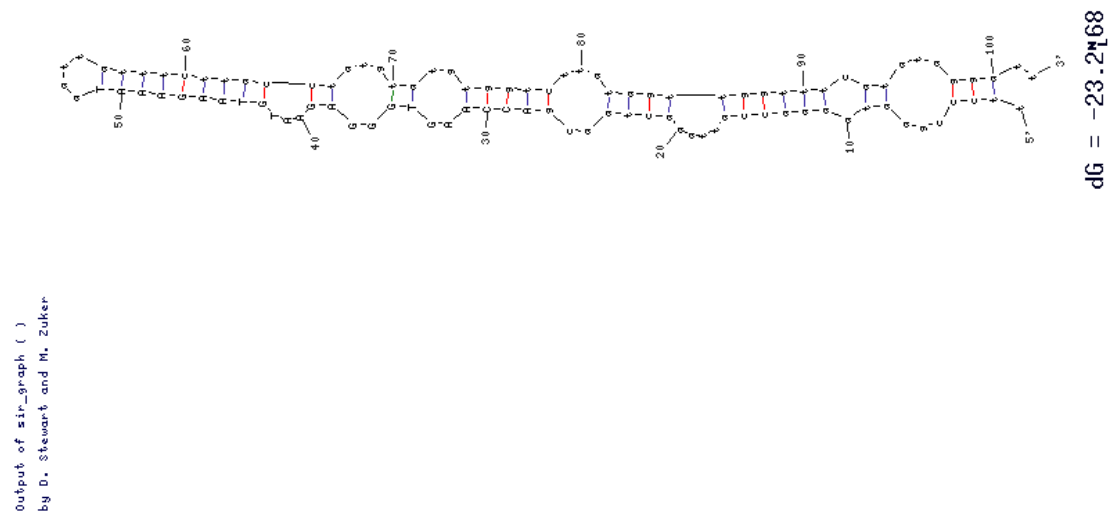

Pre-miRNA 69

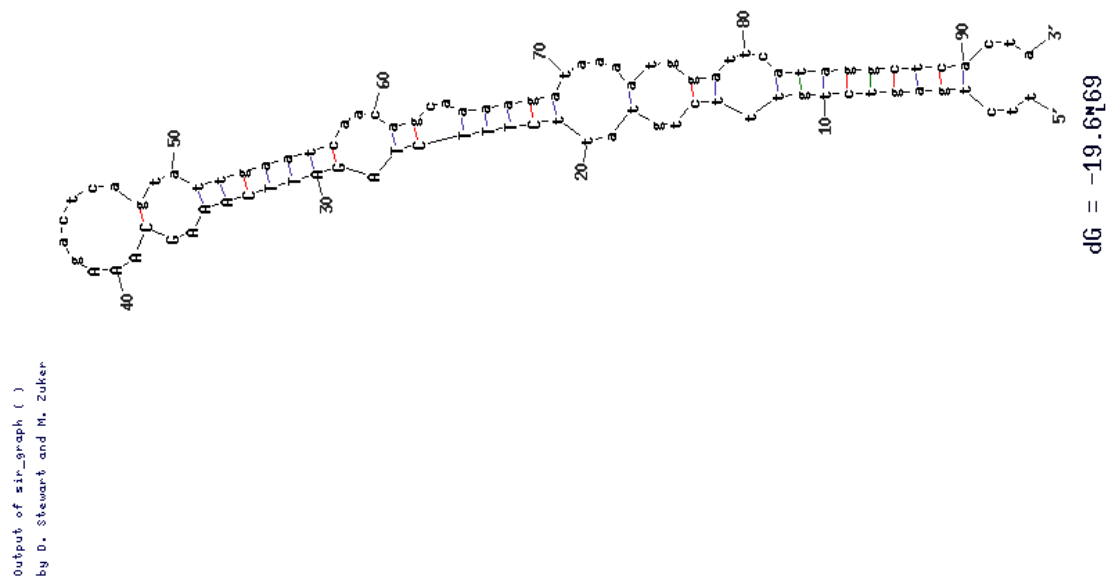

Pre-miRNA 70

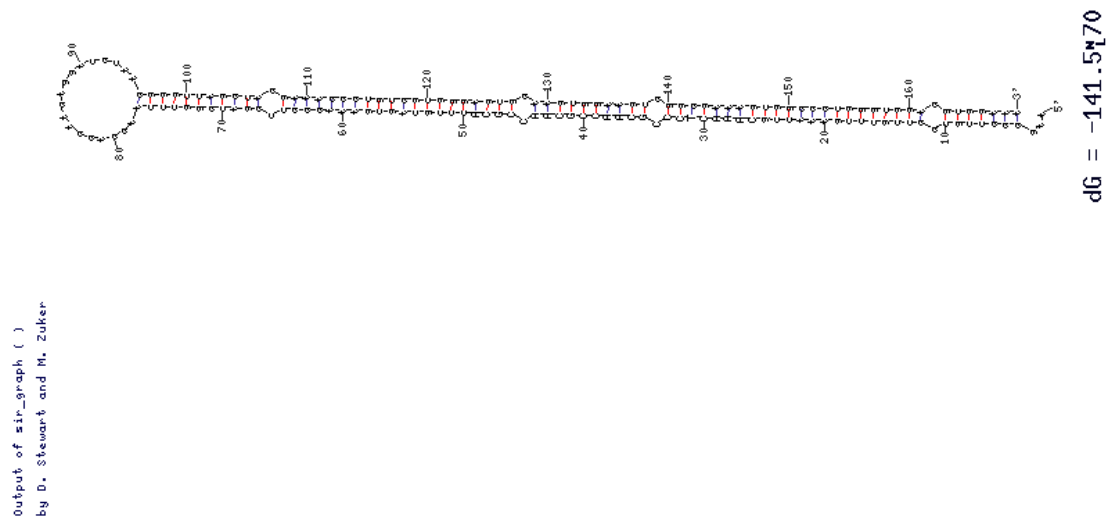

Pre-miRNA 71/ Pre-miRNA 72

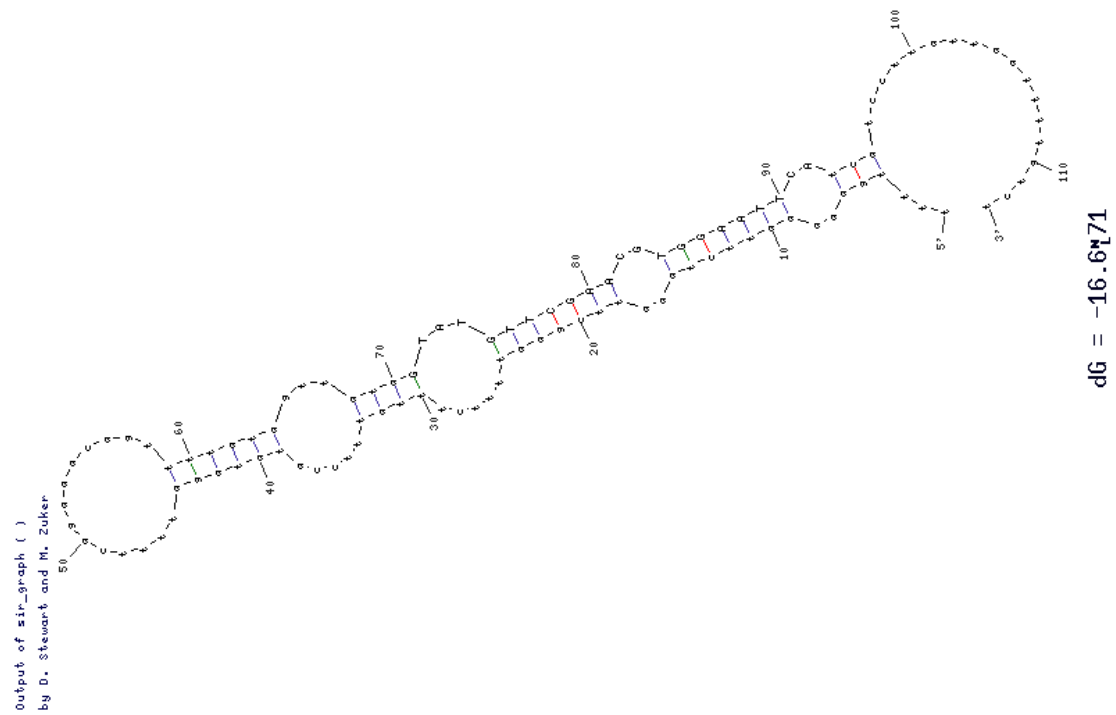

Pre-miRNA 73/ Pre-miRNA 74

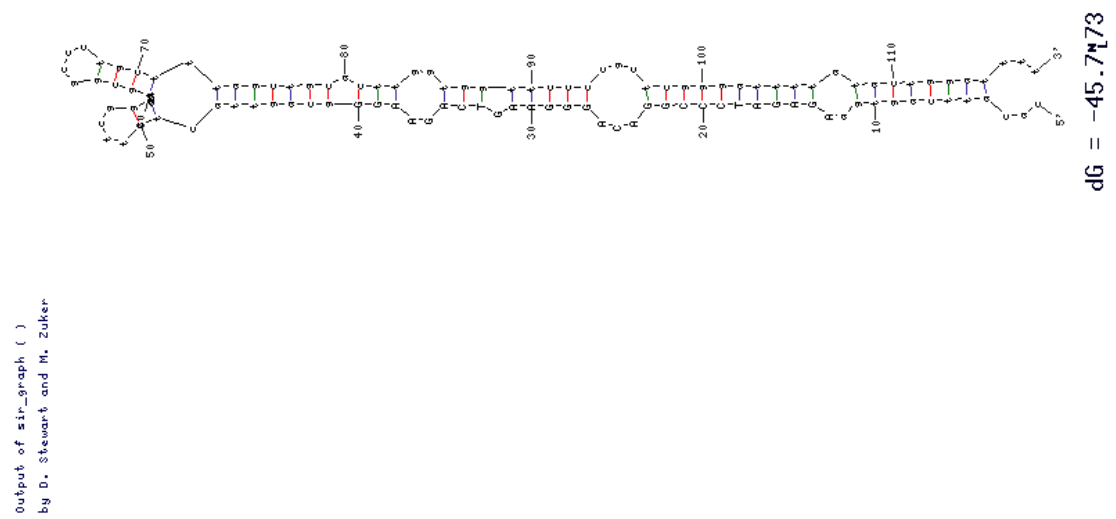

Pre-miRNA 75

Output of `sir_graph ( )`
by D. Stewart and M. Zuker

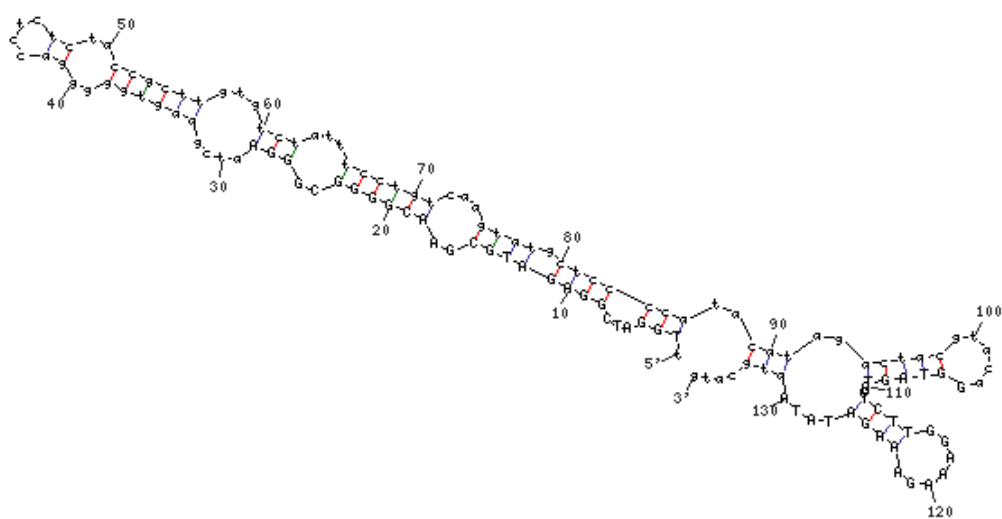

$$\Delta G = -35.8475$$

Pre-miRNA 76

Output of `sir_graph ( )`
by D. Stewart and M. Zuker

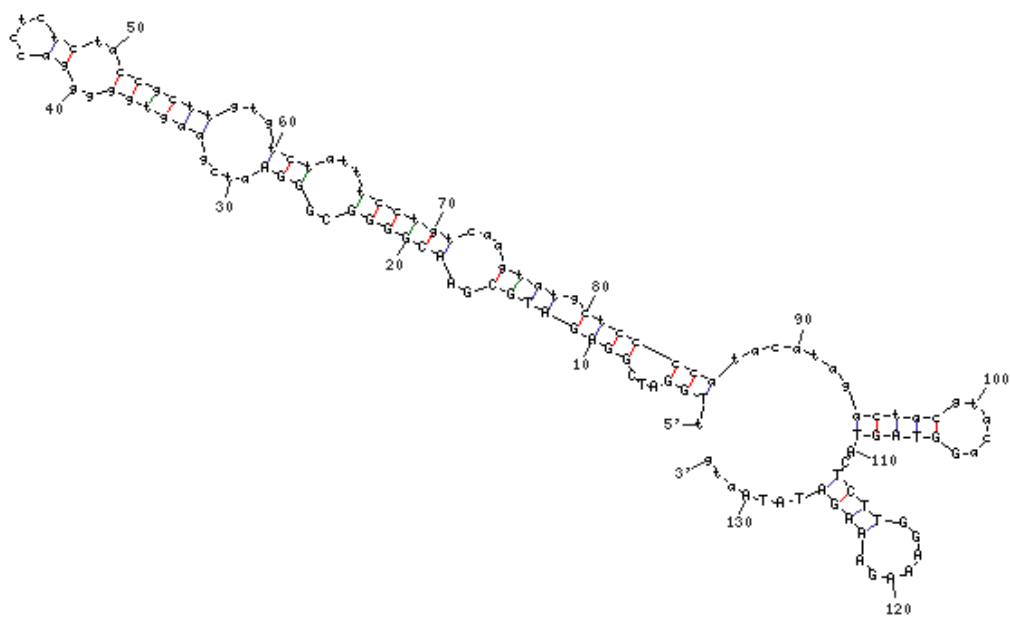

$$\Delta G = -35.676$$

Pre-miRNA 77

Pre-miRNA 78

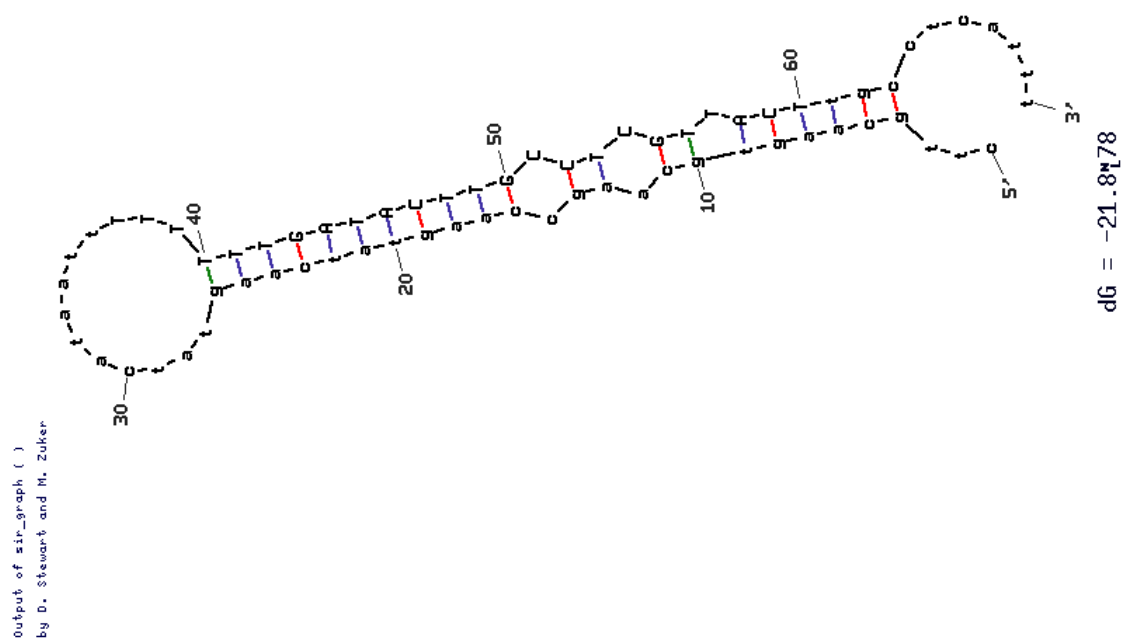

**Supplement:** Additional file 2 — Figure S1. Prediction of secondary structure of all new candidate miRNAs during floral development of Brassica juncea.

# Supplementary material for: Identification of miRNAs and their targets using high-throughput sequencing and degradome analysis in cytoplasmic male-sterile and its maintainer fertile lines of brassica juncea
**Source:** BMC Genomics. 2013 Jan 16;14:9. doi: 10.1186/1471-2164-14-9

PC-3p-41 slicing AT1G07920.1 at nt 1202

alignment score=3.5 , category=3 , p=0.0894501223743839

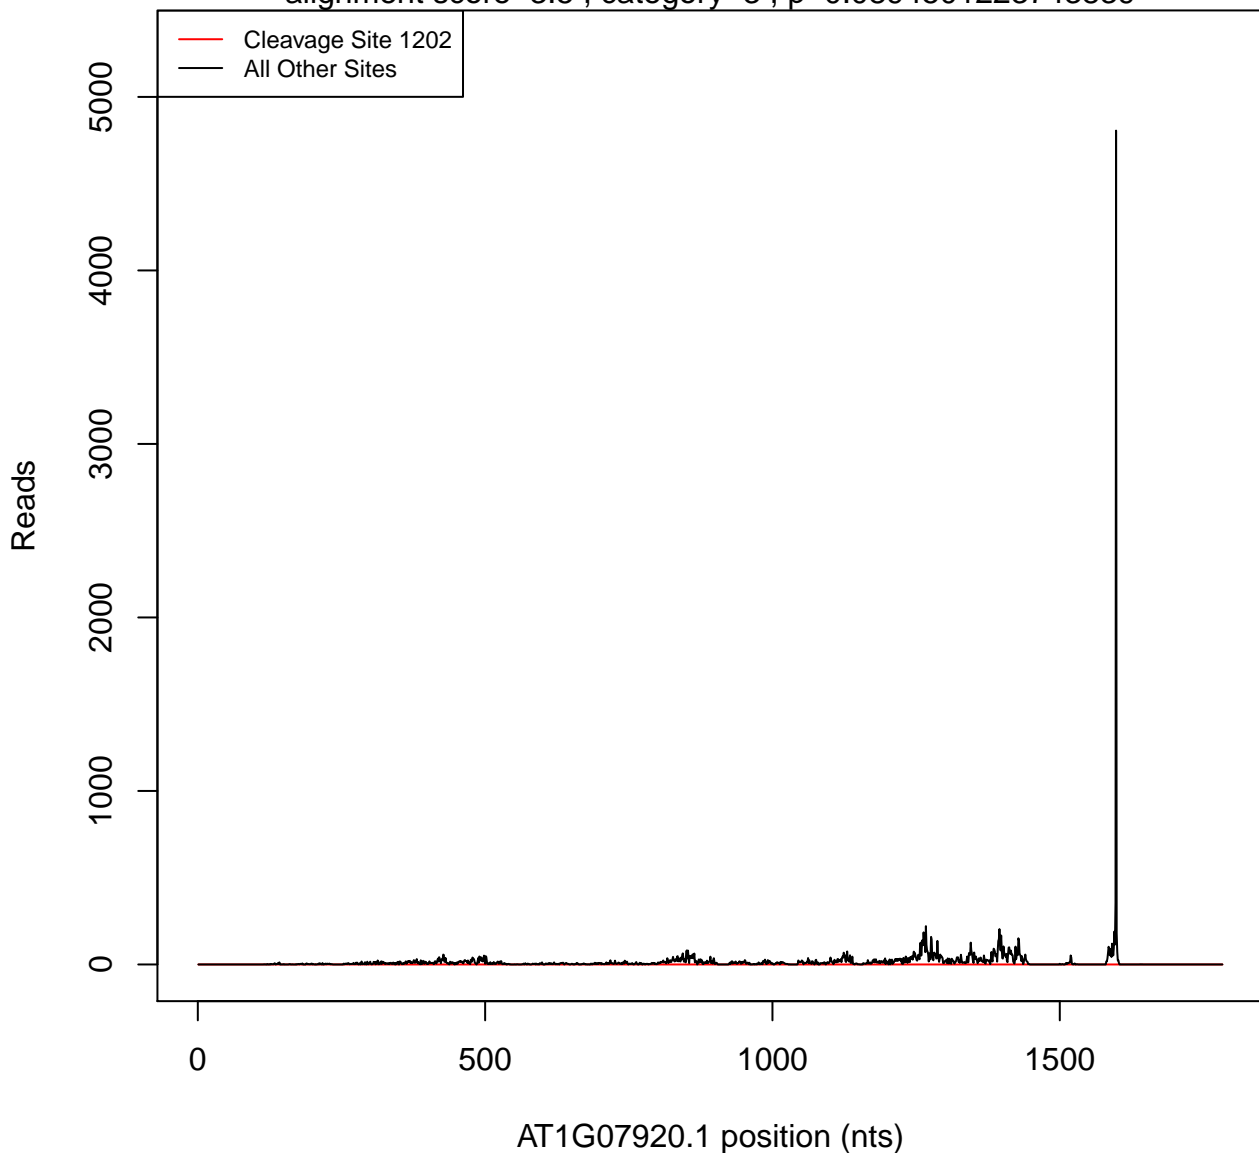

PC-3p-41 slicing AT1G07930.1 at nt 1214

alignment score=3.5 , category=3 , p=0.0894501223743839

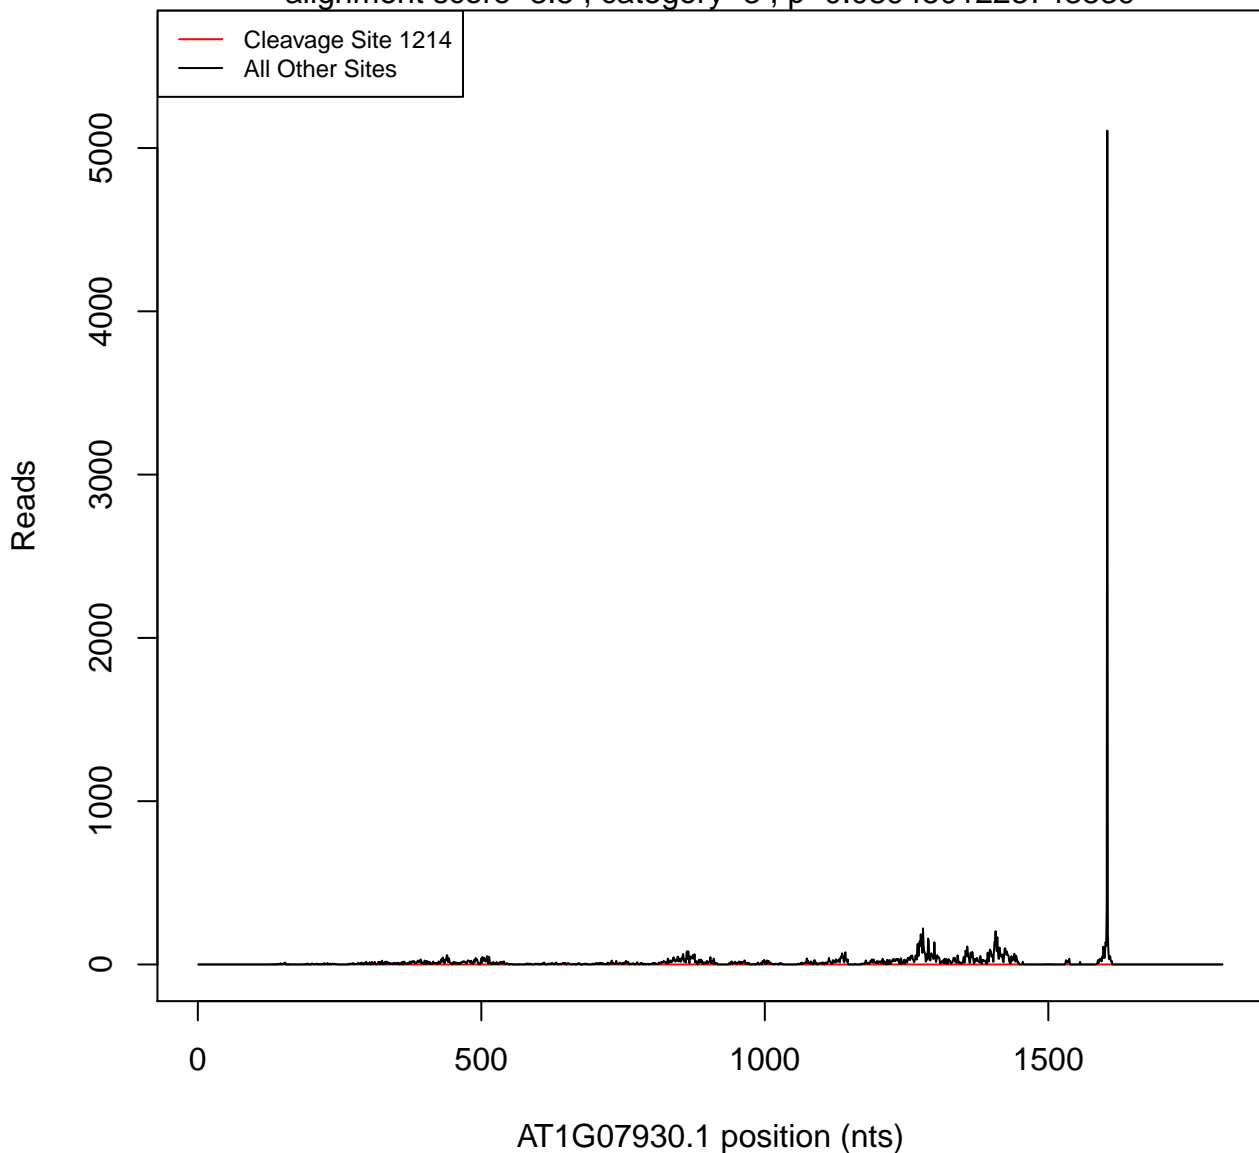

PC-3p-41 slicing AT1G07930.2 at nt 983

alignment score=3.5 , category=3 , p=0.0894501223743839

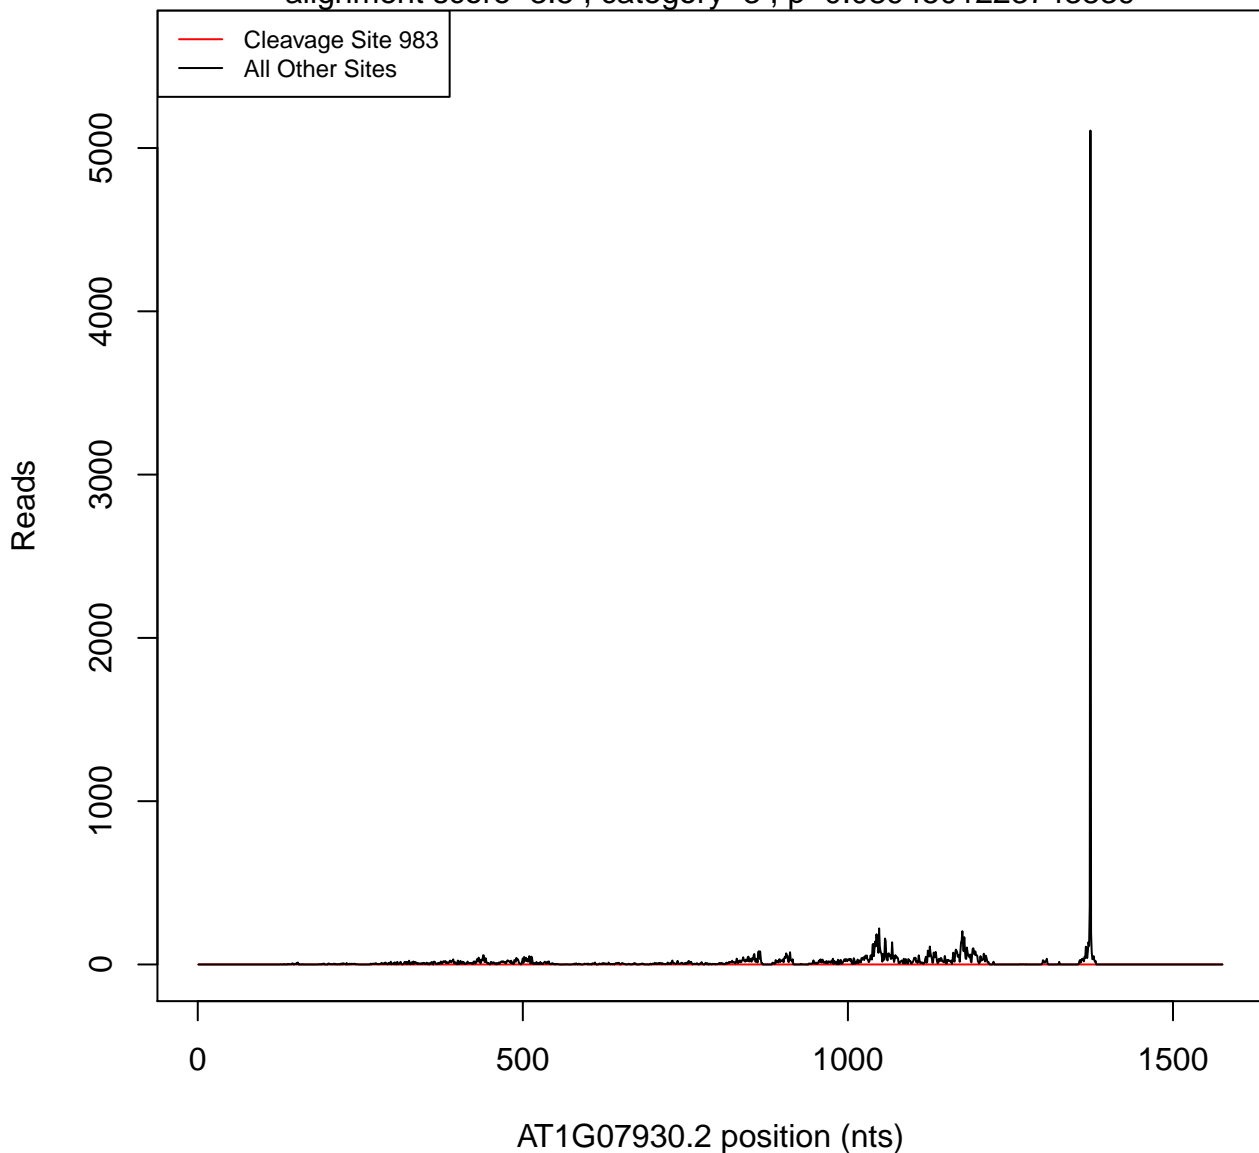

PC-3p-41 slicing AT1G07940.1 at nt 1206

alignment score=3.5 , category=3 , p=0.0894501223743839

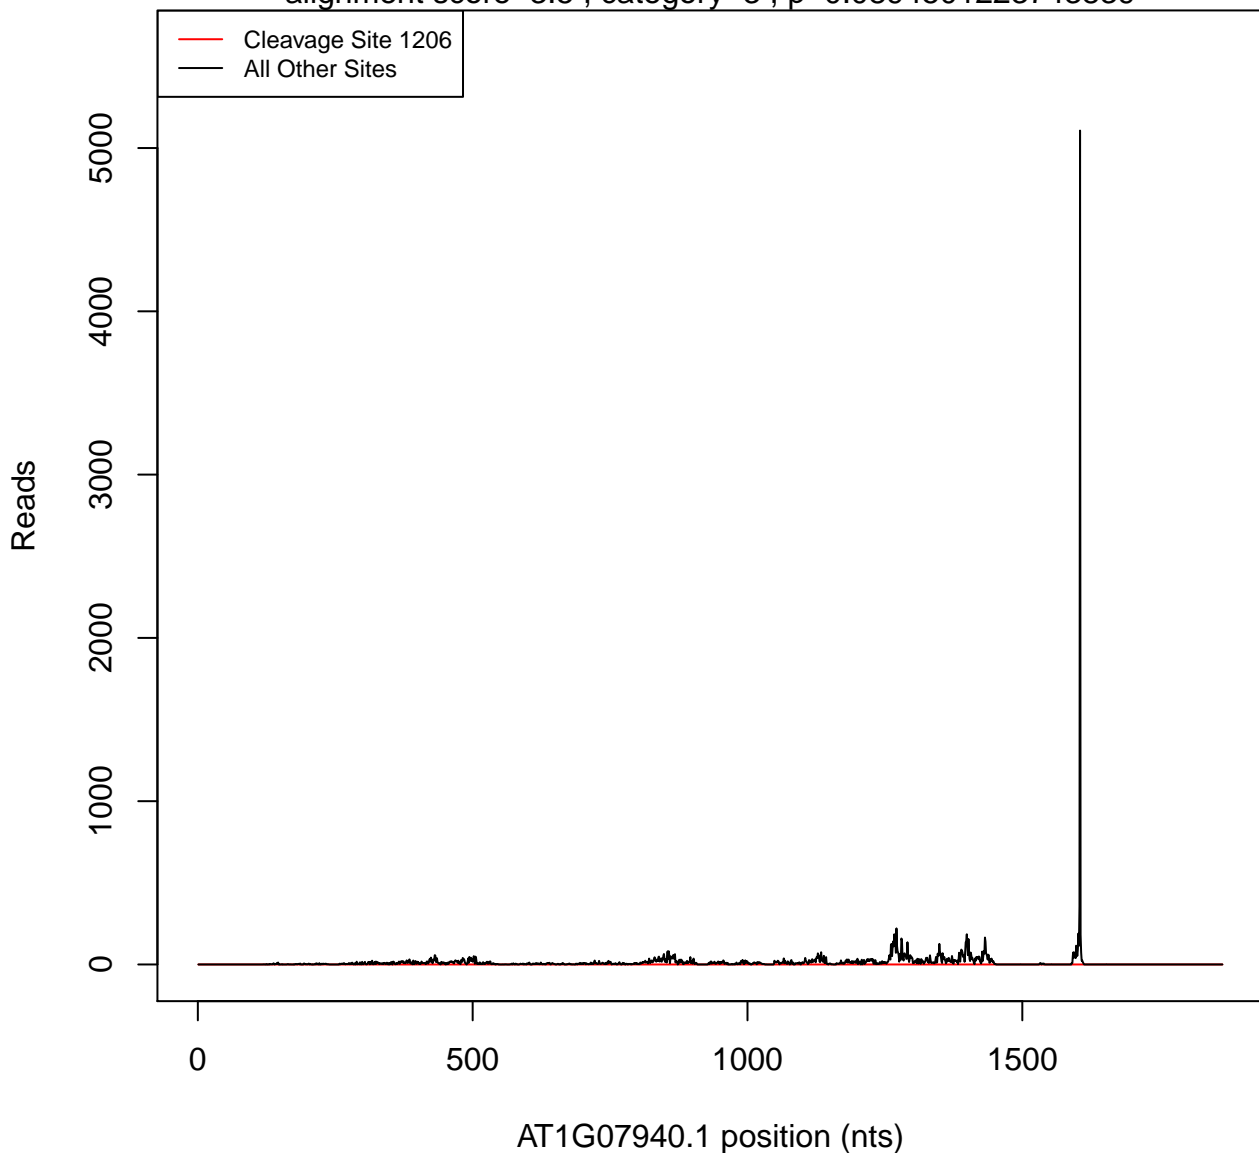

PC-3p-41 slicing AT1G07940.2 at nt 1333

alignment score=3.5 , category=3 , p=0.0894501223743839

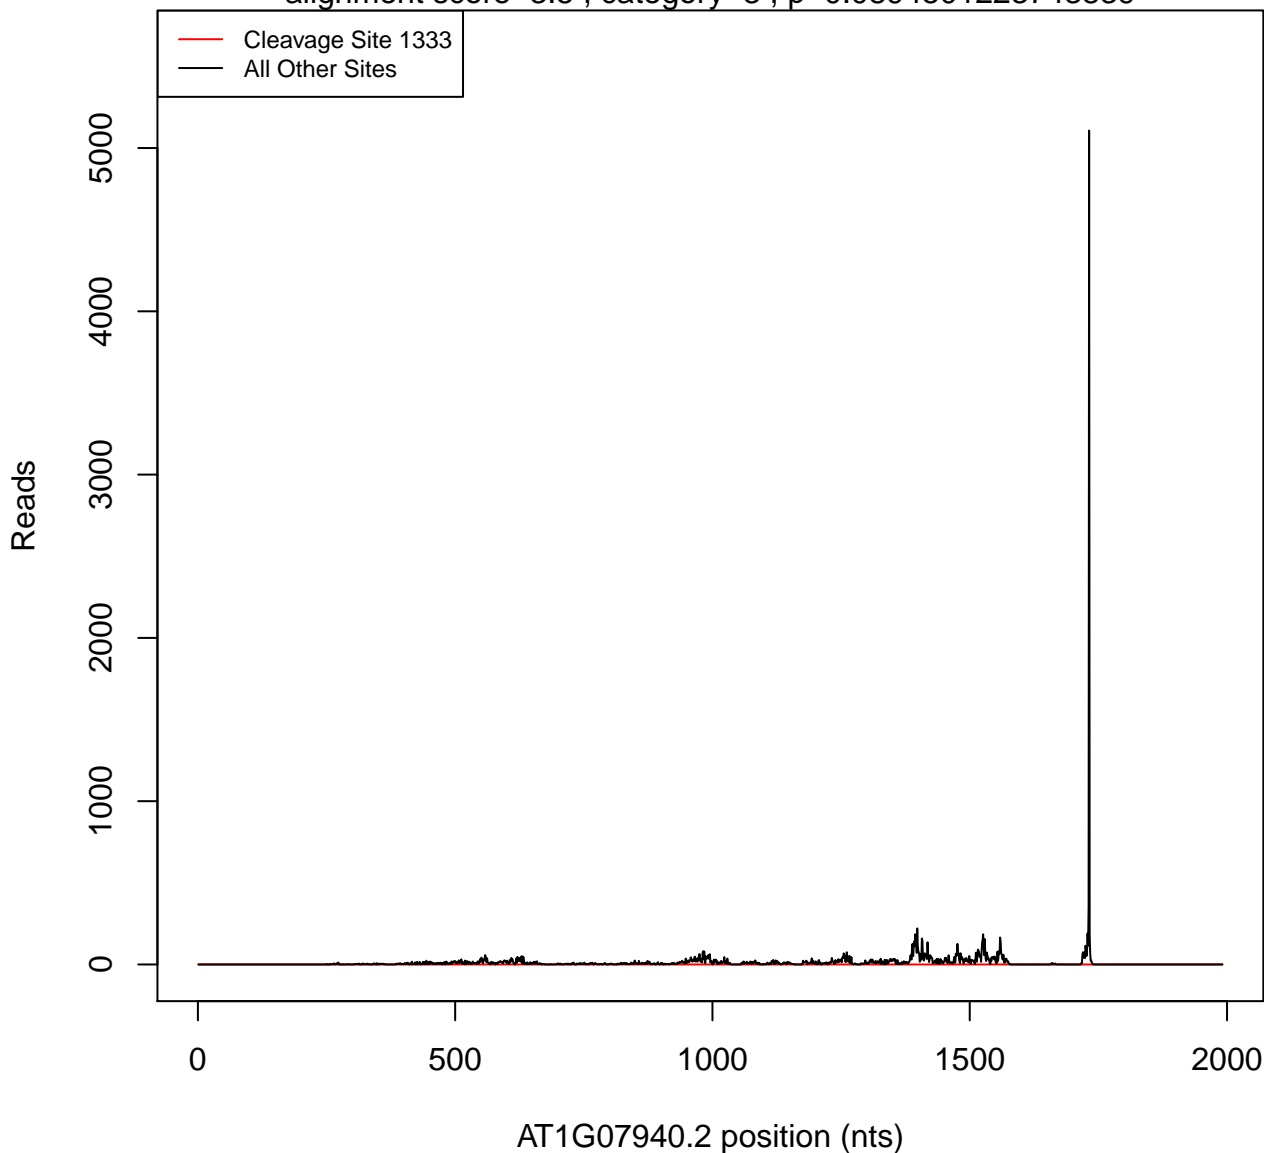

ath-miR393a slicing AT1G12820.1 at nt 1895

alignment score=2 , category=0 , p=0.0120908243663383

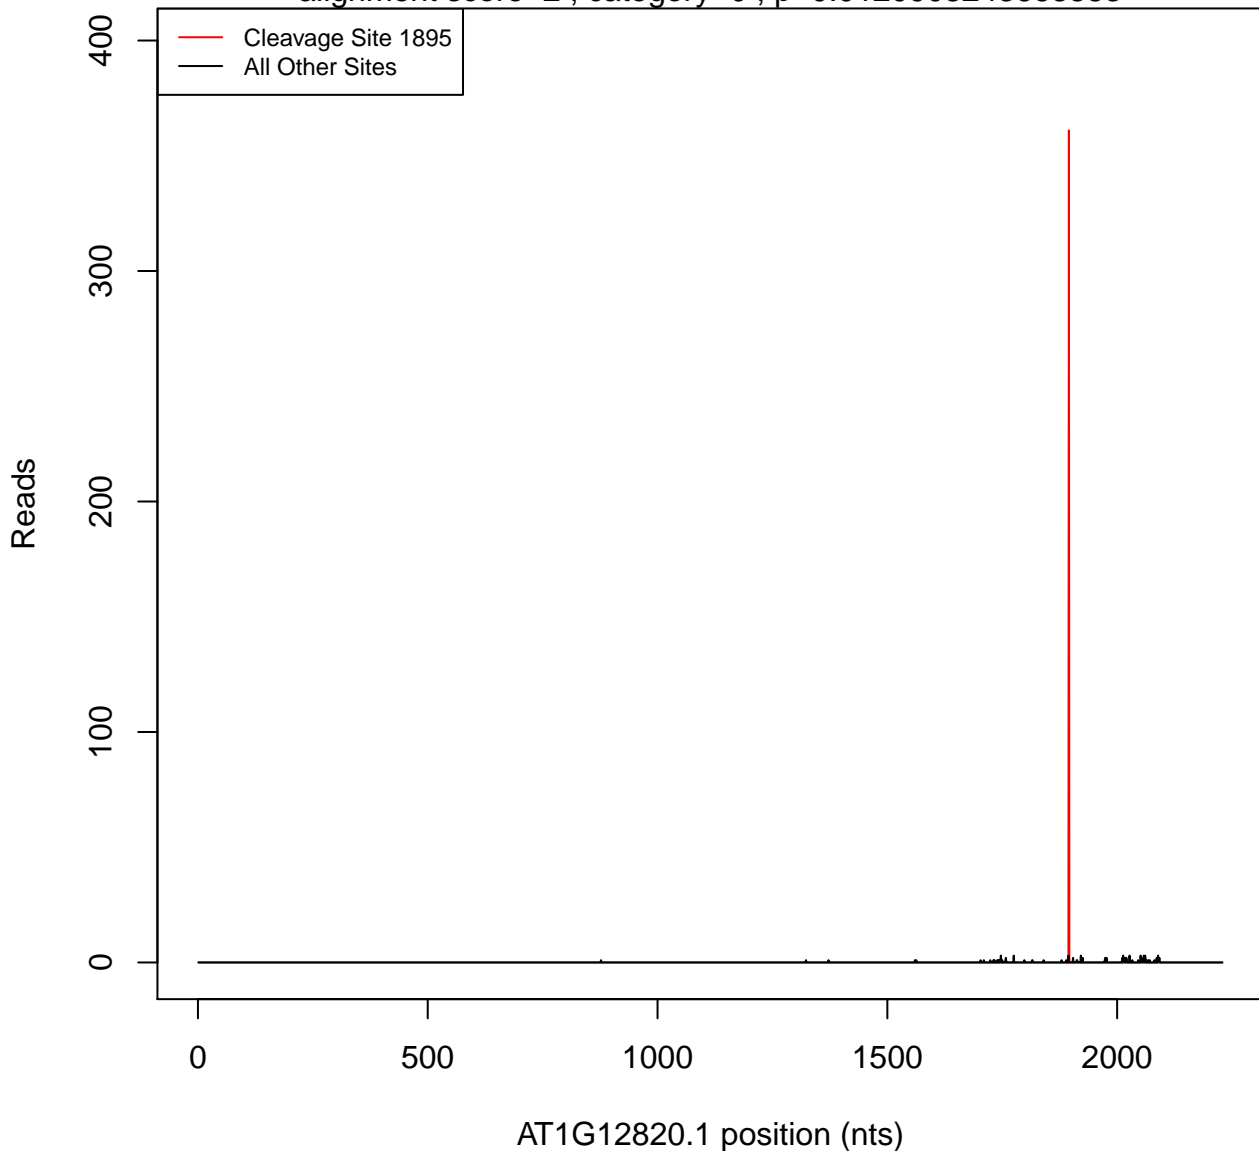

ath-miR393b slicing AT1G12820.1 at nt 1895

alignment score=2 , category=0 , p=0.0120908243663383

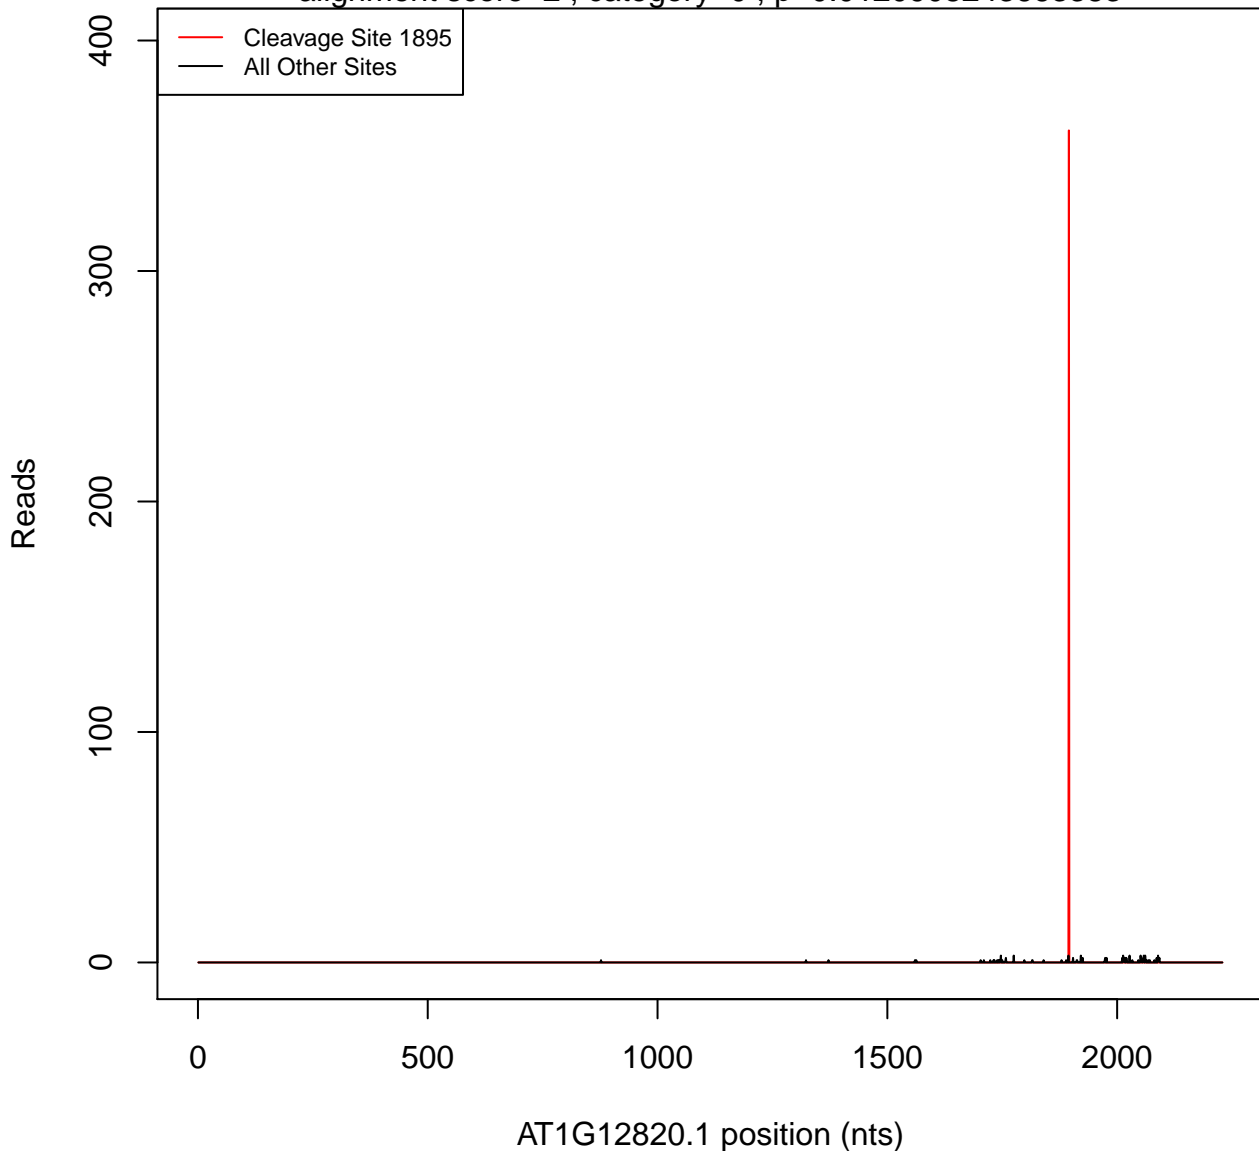

ath-miR394a slicing AT1G27340.1 at nt 1383

alignment score=1 , category=0 , p=0.00358760974080163

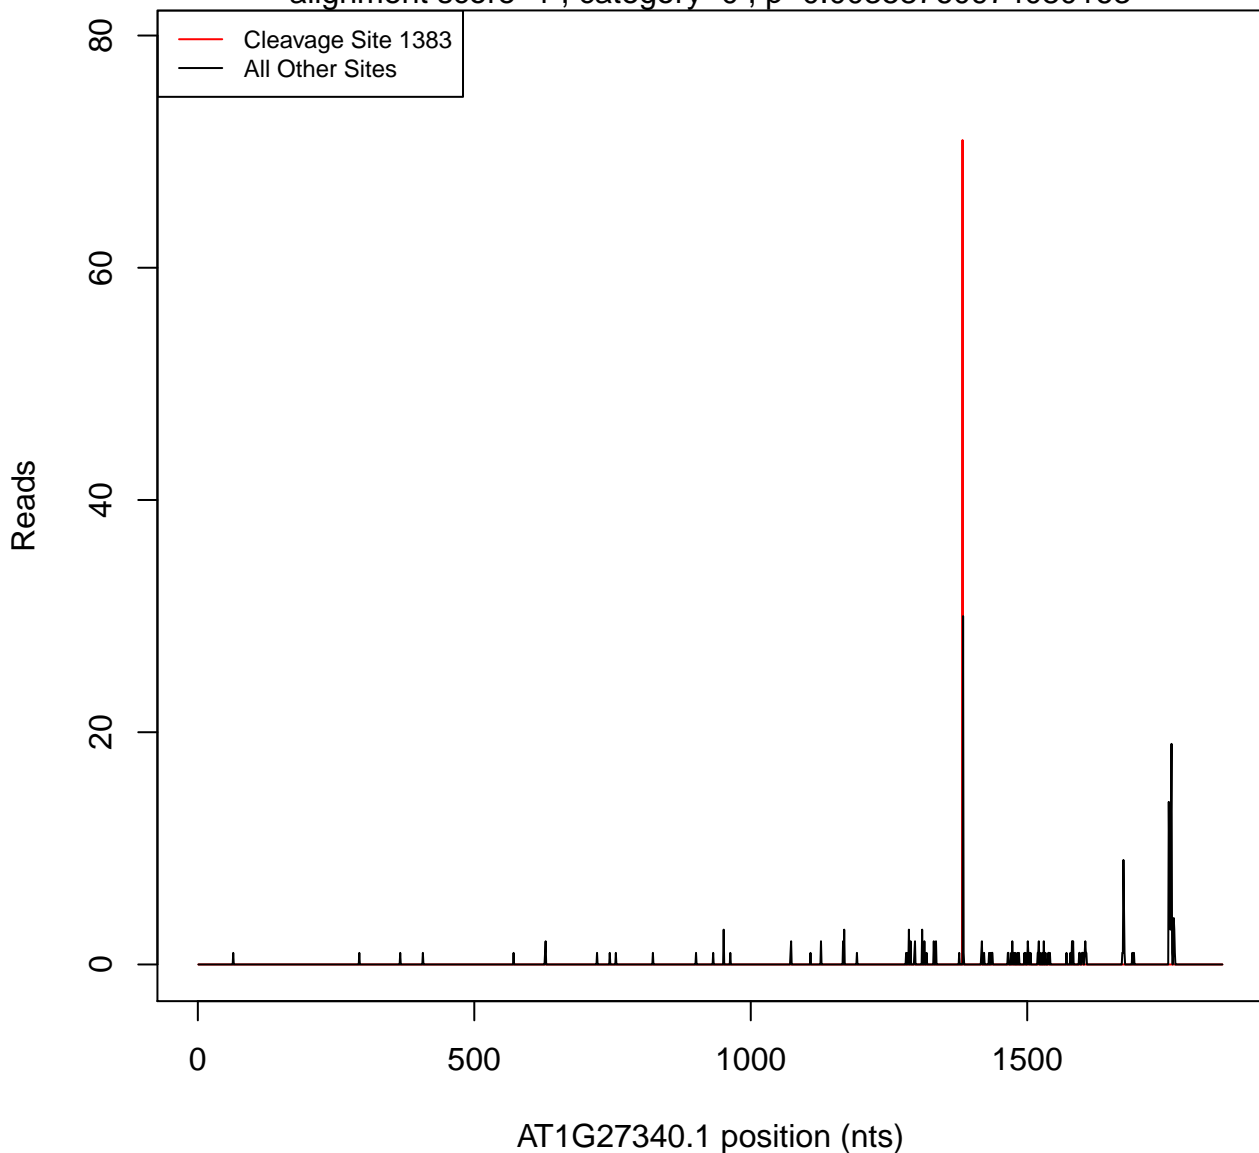

ath-miR394b slicing AT1G27340.1 at nt 1383

alignment score=1 , category=0 , p=0.00358760974080163

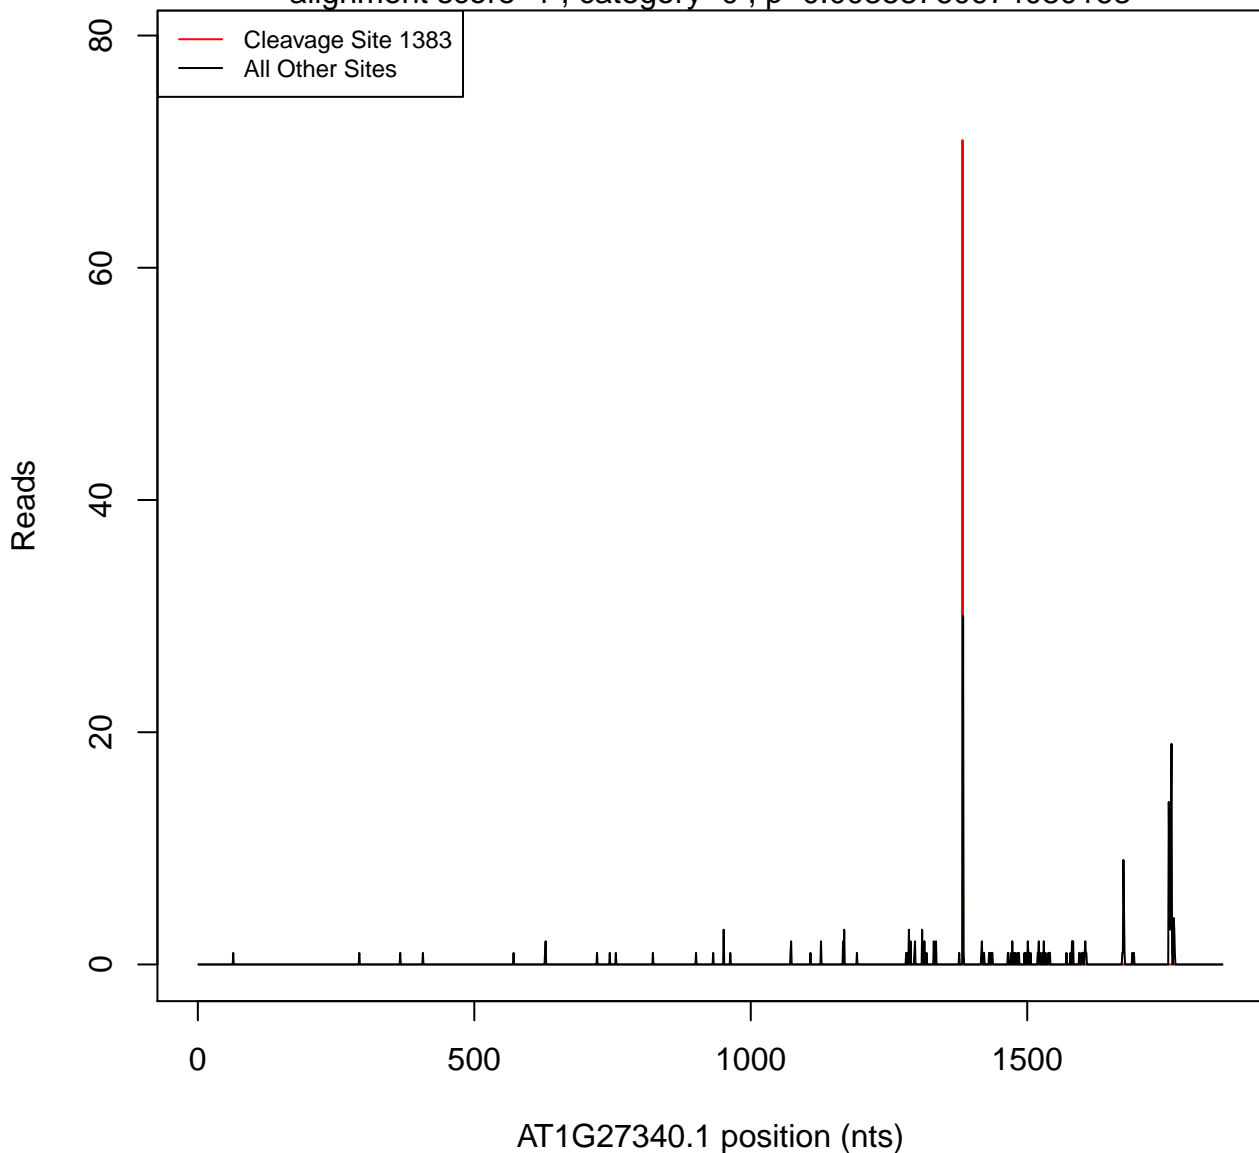

ath-miR156a slicing AT1G27360.1 at nt 1263

alignment score=1 , category=0 , p=0.0592699262622588

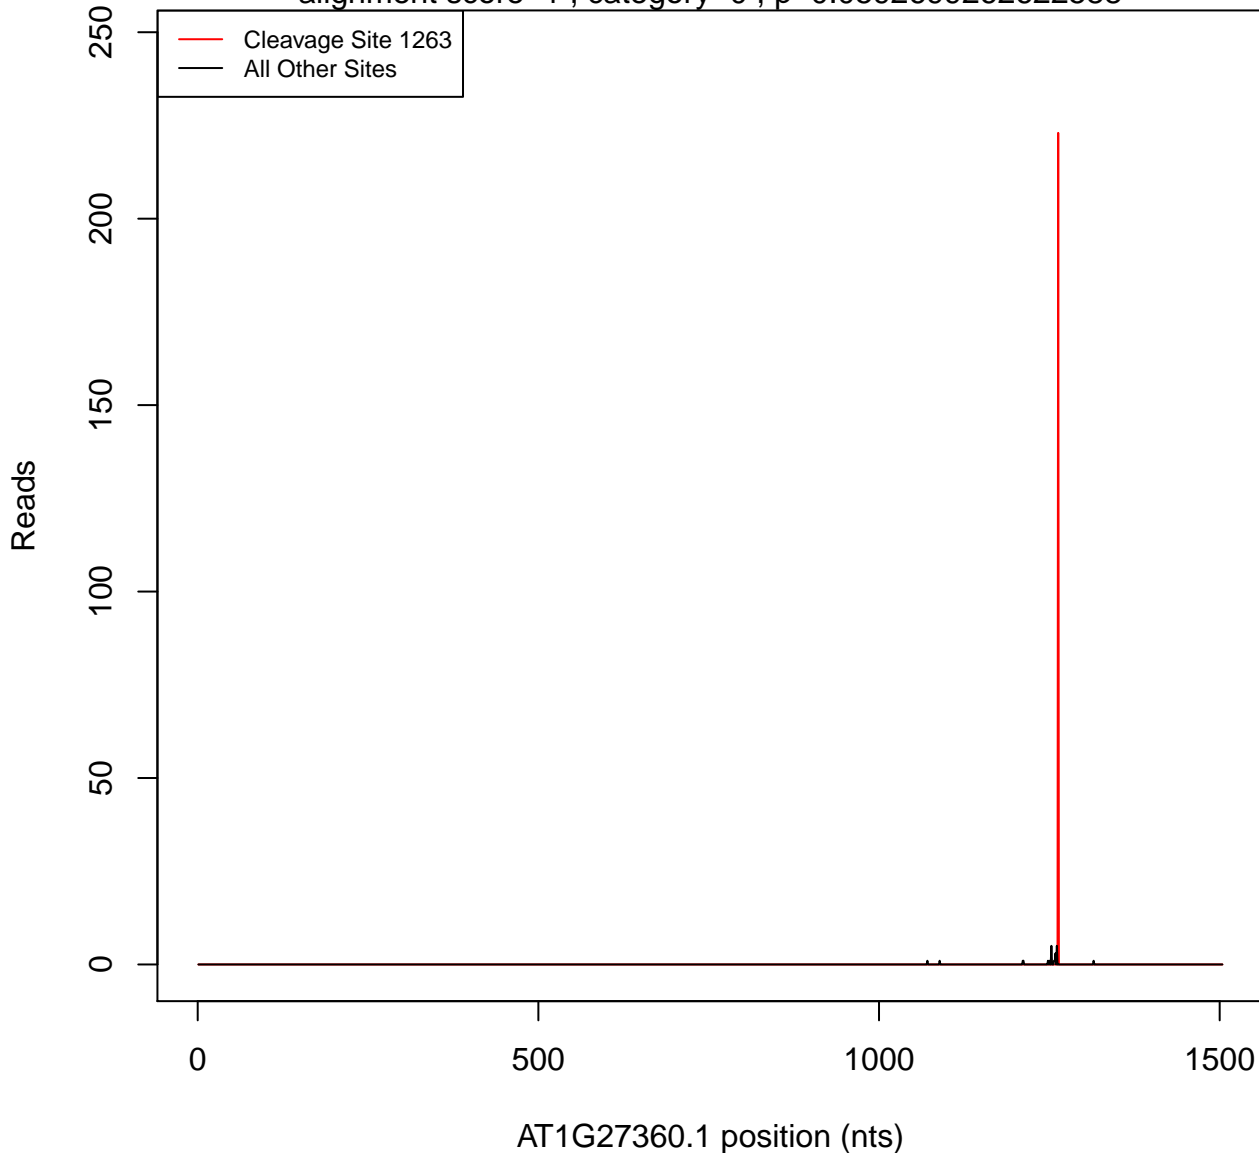

ath-miR156b slicing AT1G27360.1 at nt 1263

alignment score=1 , category=0 , p=0.0592699262622588

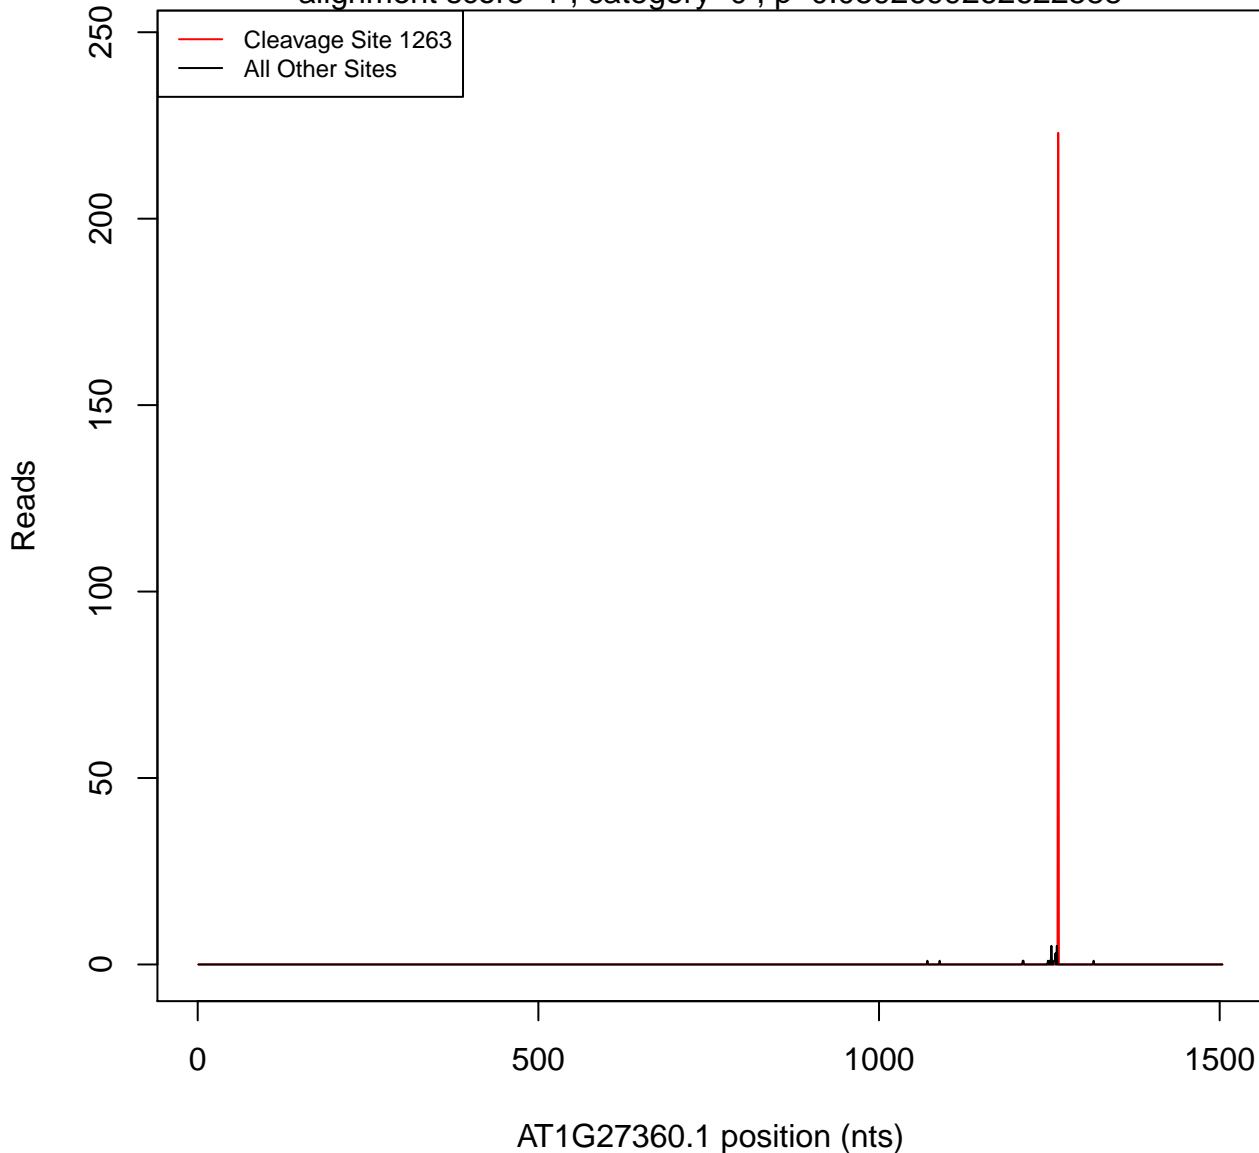

ath-miR156c slicing AT1G27360.1 at nt 1263

alignment score=1 , category=0 , p=0.0592699262622588

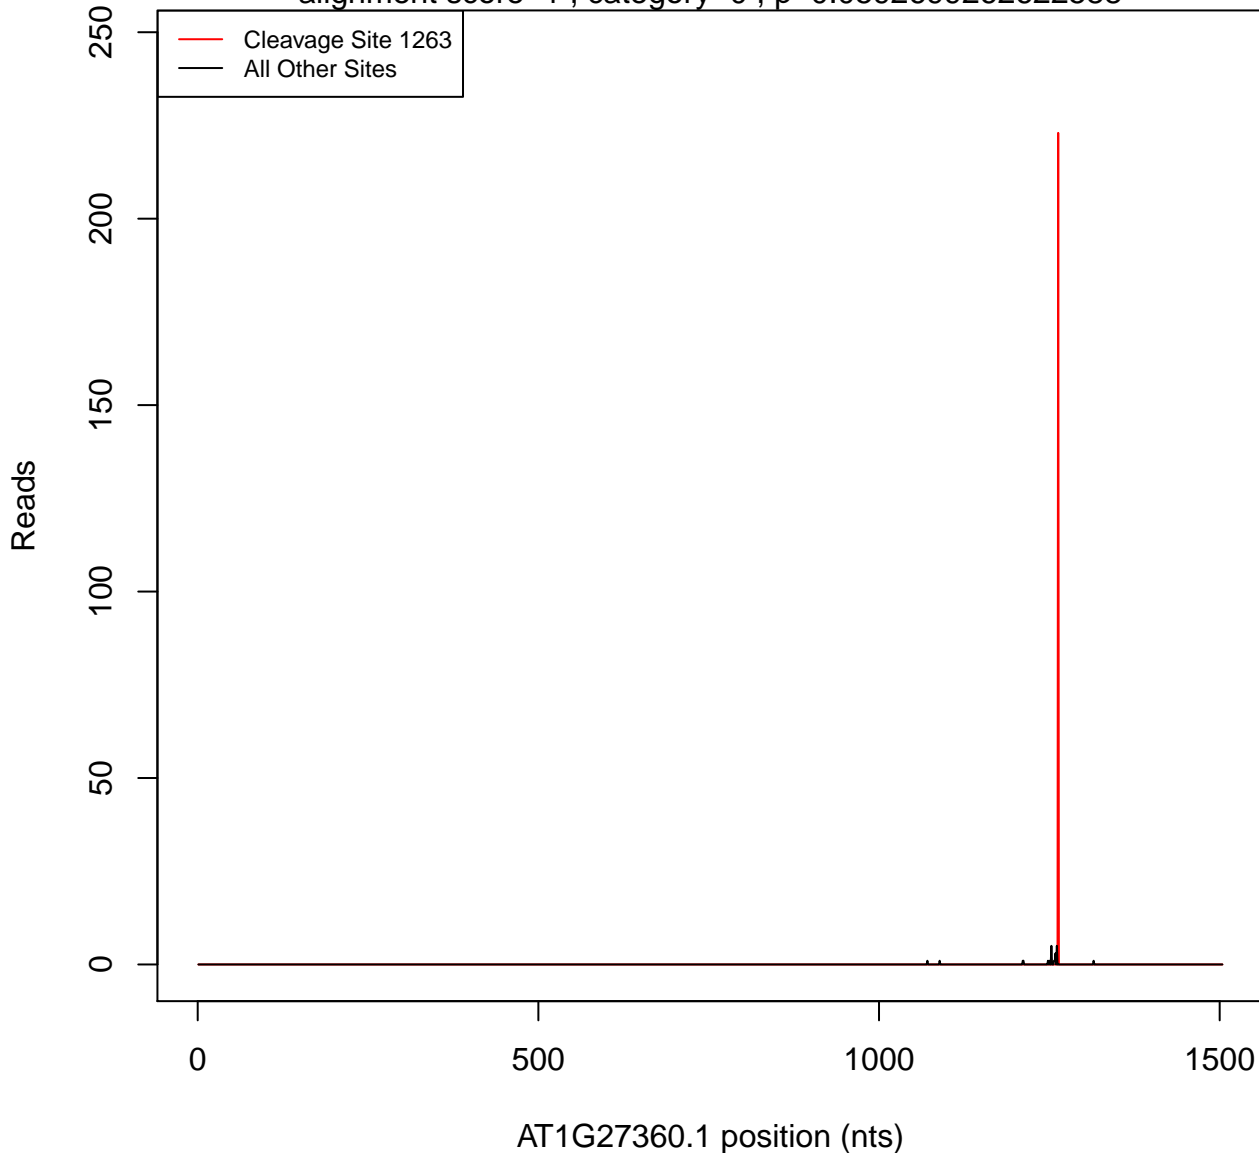

ath-miR156d slicing AT1G27360.1 at nt 1263

alignment score=1 , category=0 , p=0.0592699262622588

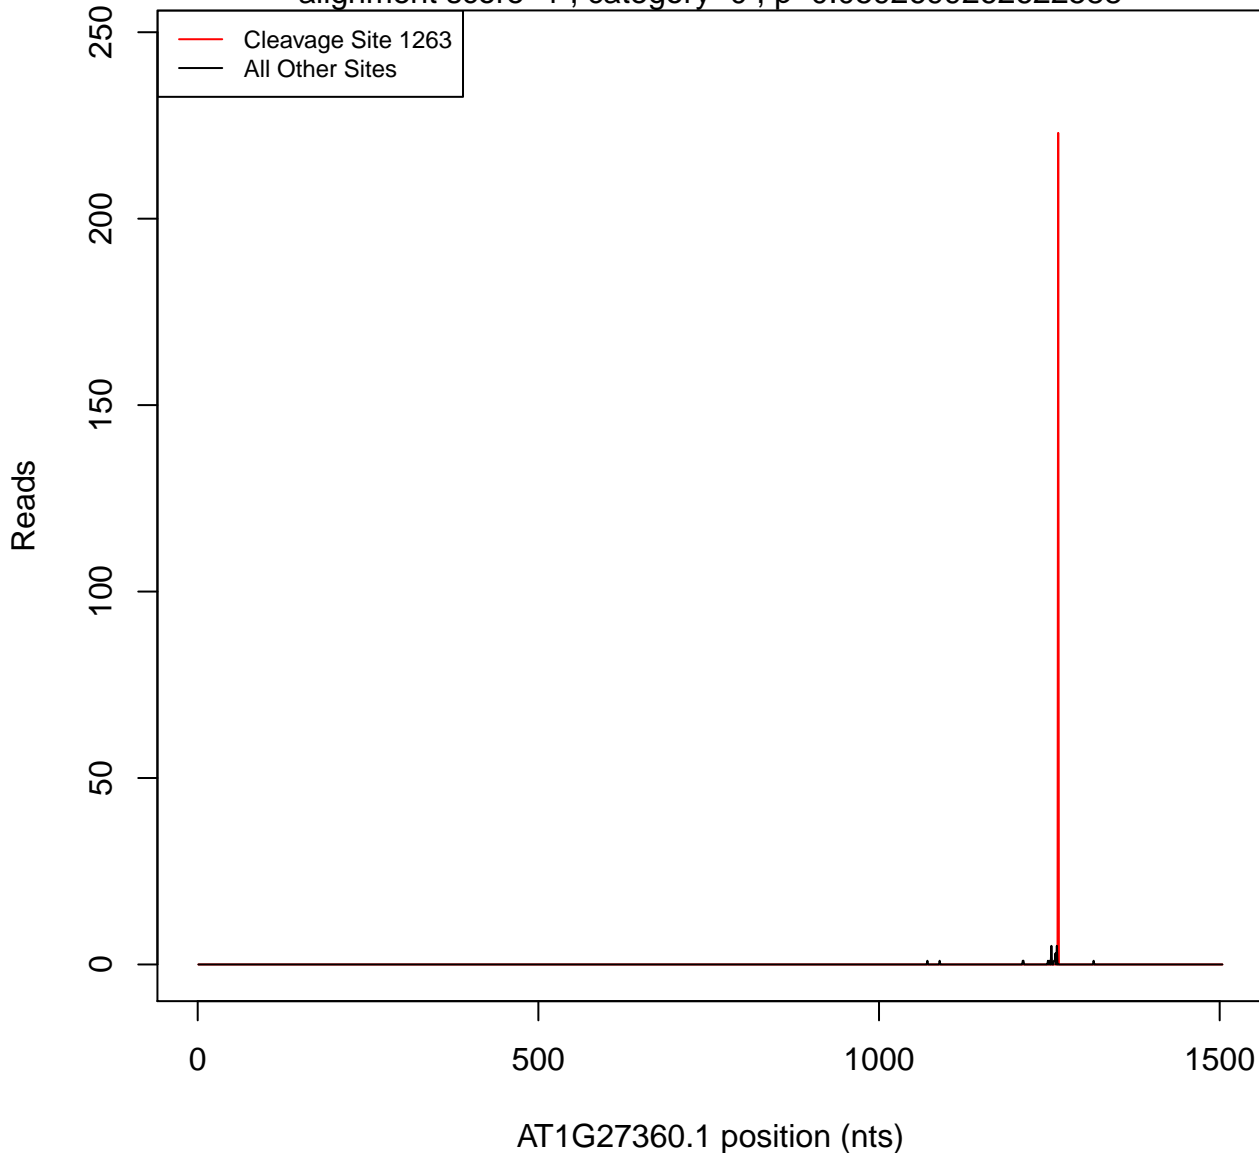

ath-miR156e slicing AT1G27360.1 at nt 1263

alignment score=1 , category=0 , p=0.0592699262622588

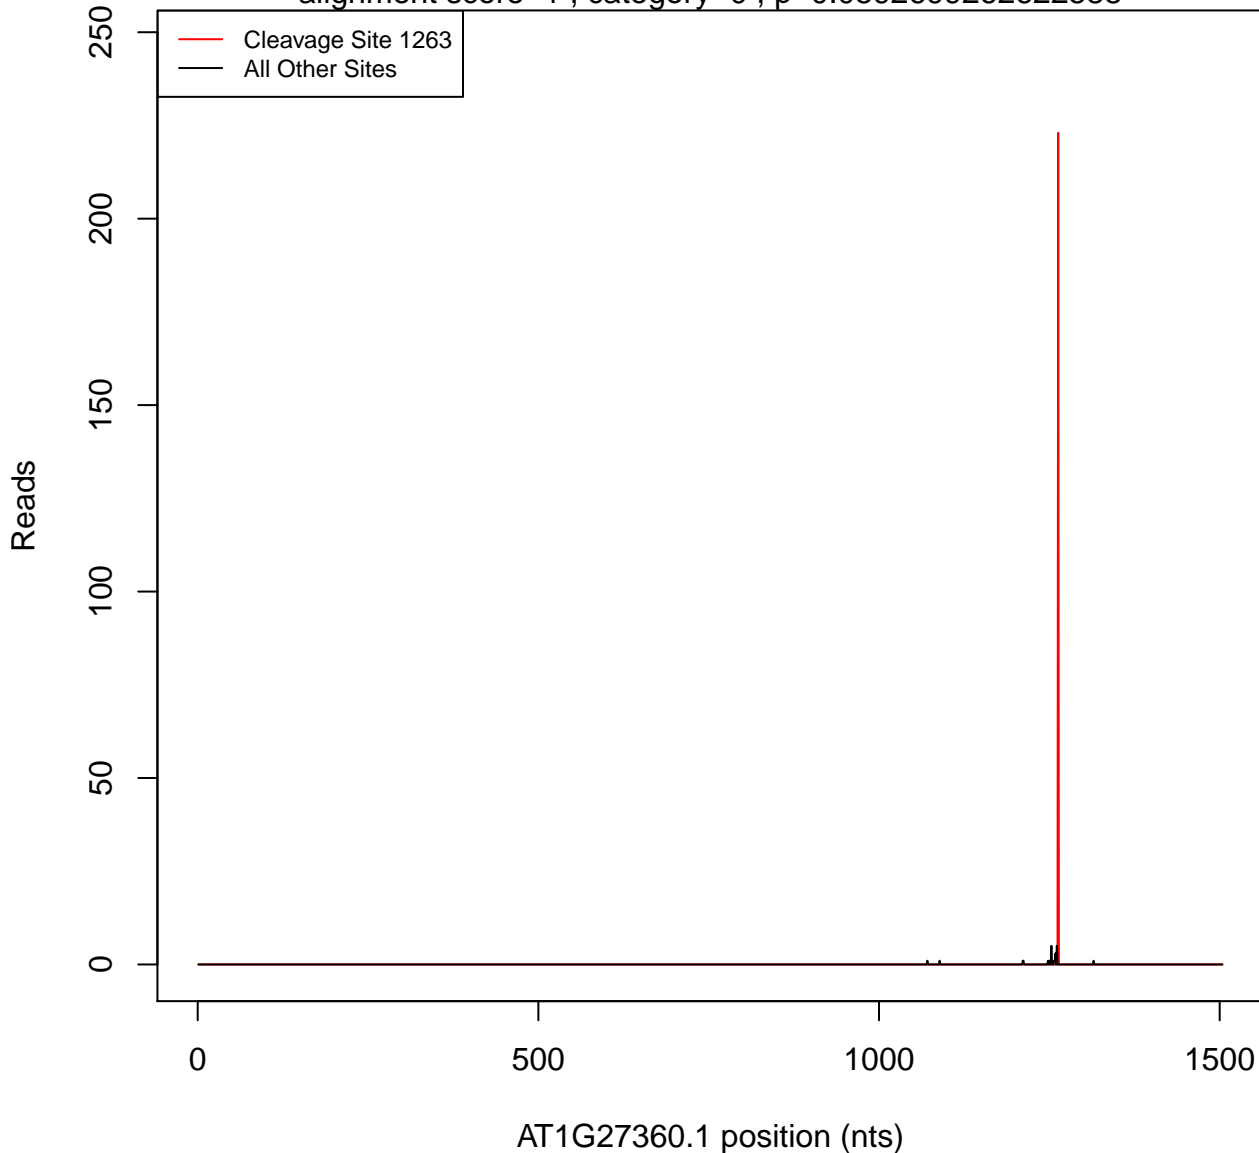

ath-miR156f slicing AT1G27360.1 at nt 1263

alignment score=1 , category=0 , p=0.0592699262622588

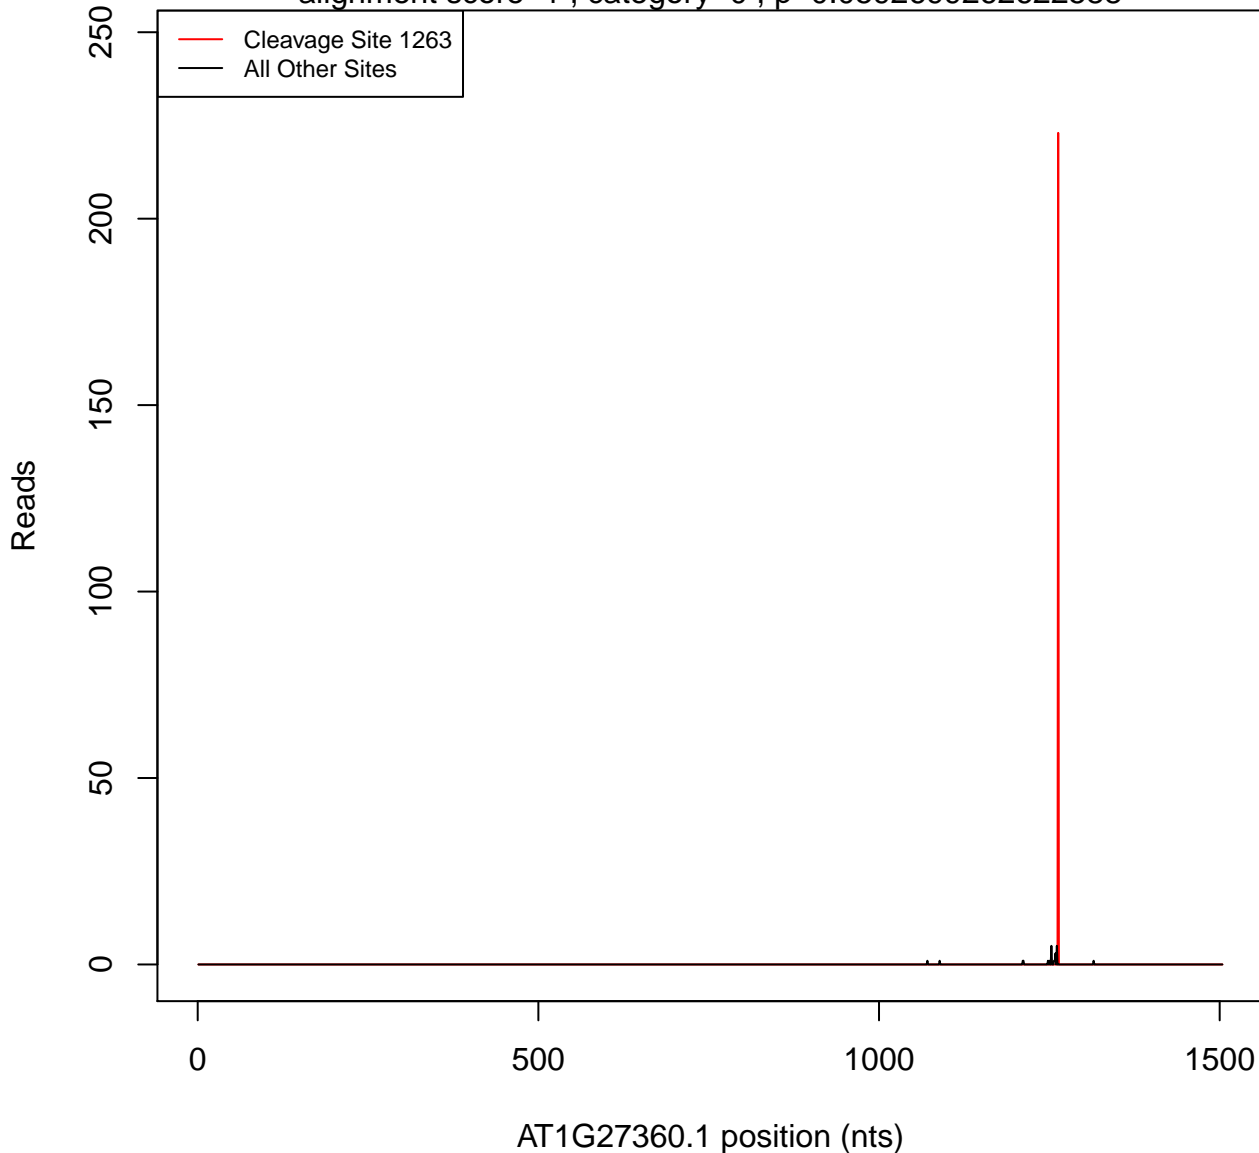

ath-miR156g slicing AT1G27360.1 at nt 1263

alignment score=2 , category=0 , p=0.0503855131498749

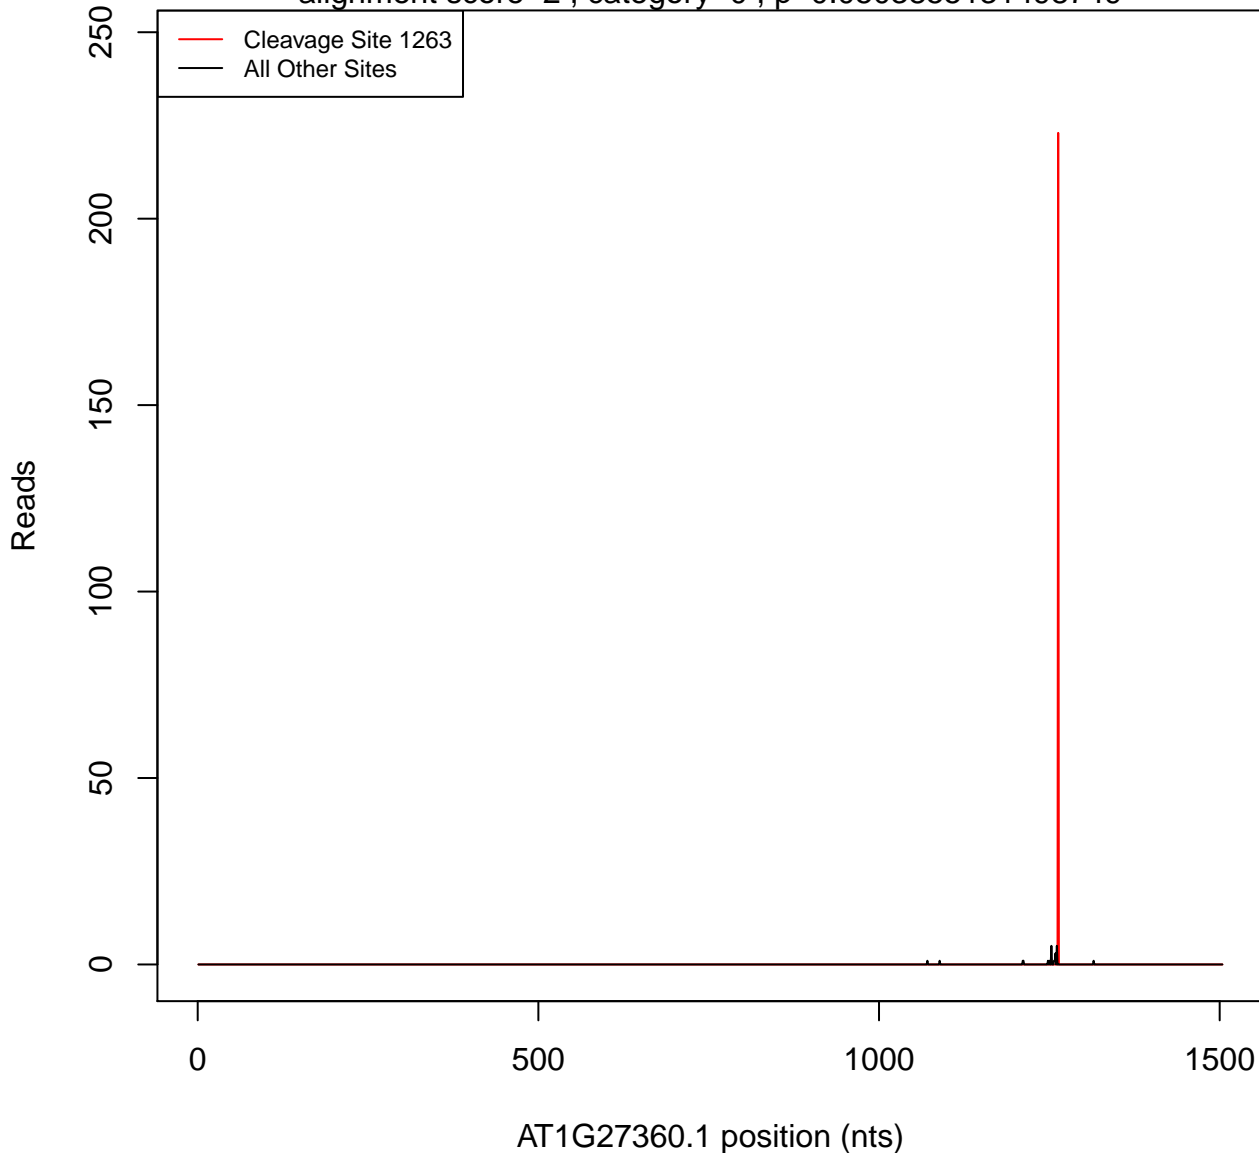

ath-miR156h slicing AT1G27360.1 at nt 1263

alignment score=2 , category=0 , p=0.0561437826265823

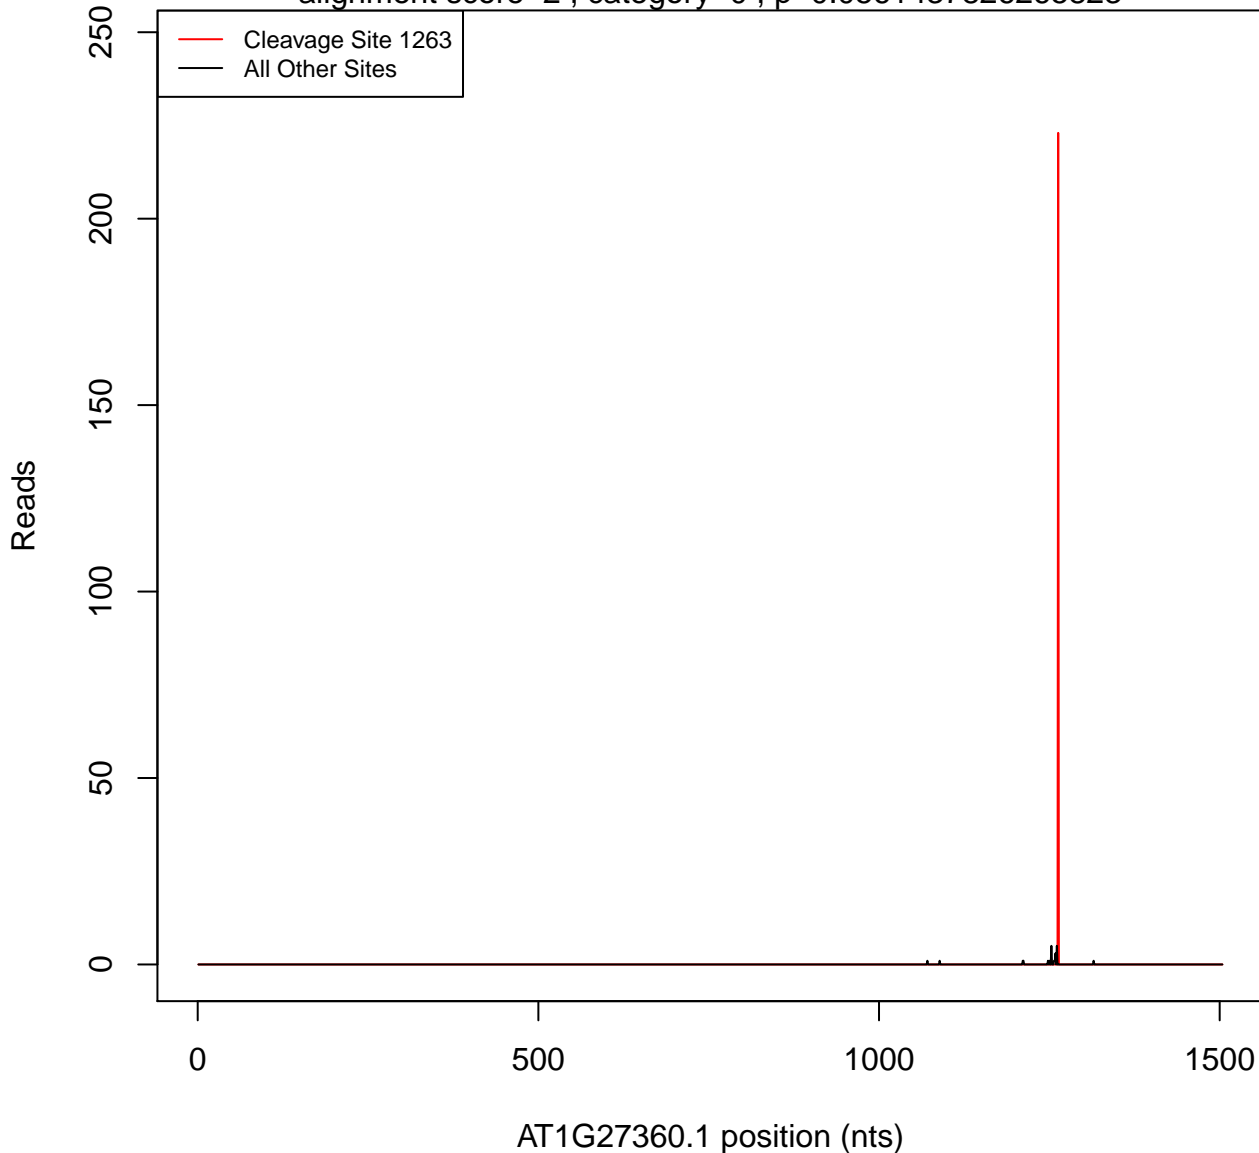

ath-miR156i slicing AT1G27360.1 at nt 1263

alignment score=1 , category=0 , p=0.0626448986382654

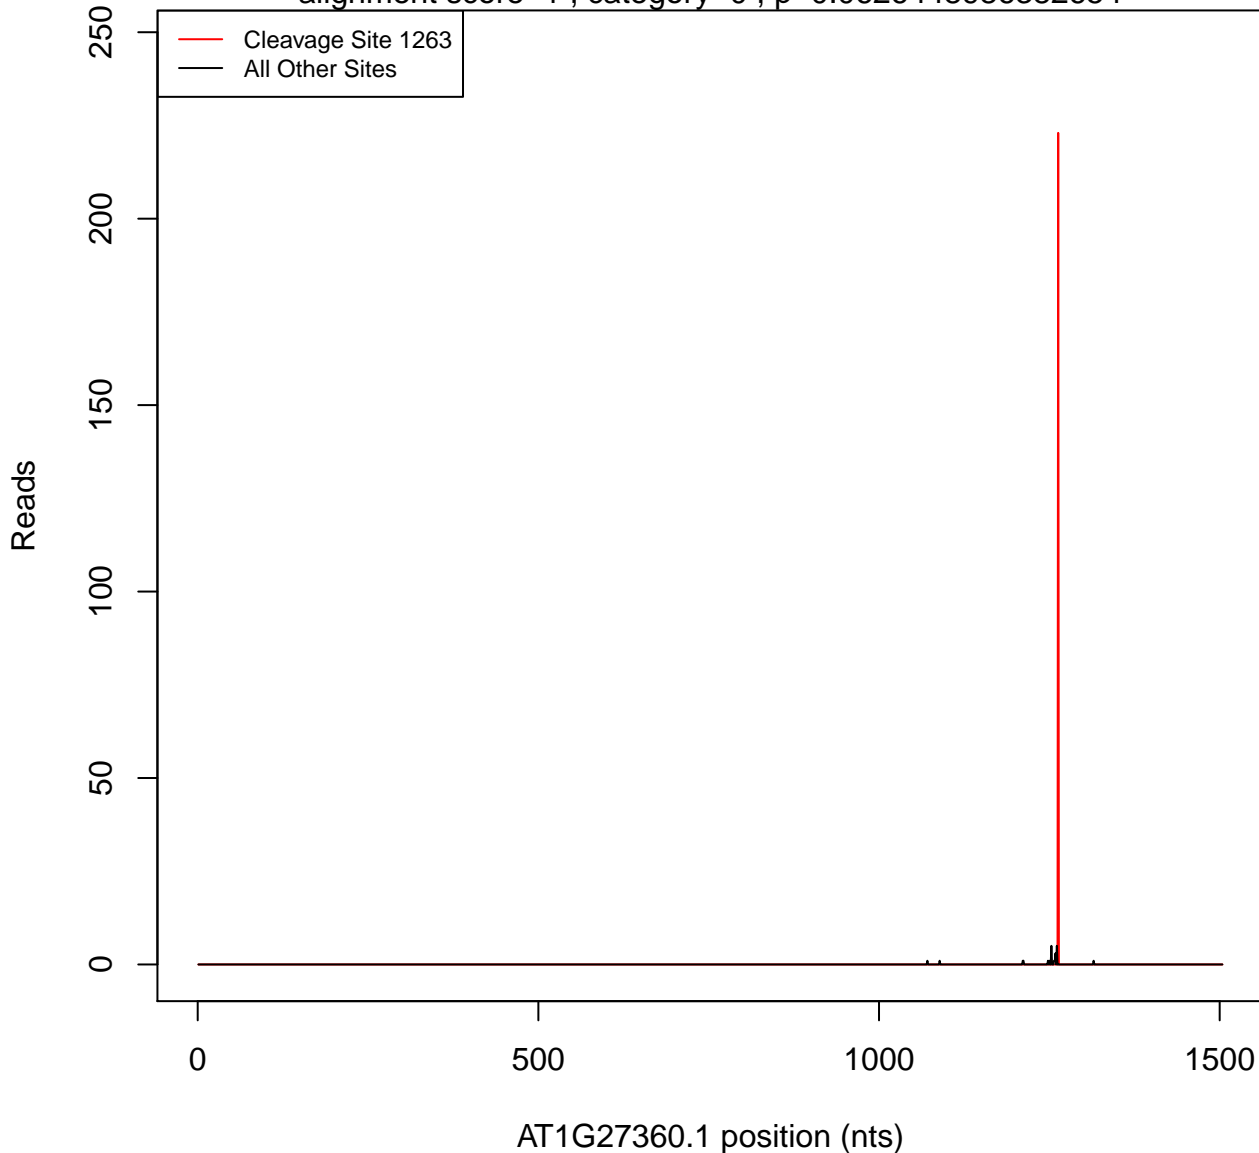

ath-miR156j slicing AT1G27360.1 at nt 1263

alignment score=0 , category=0 , p=0.0680712184898578

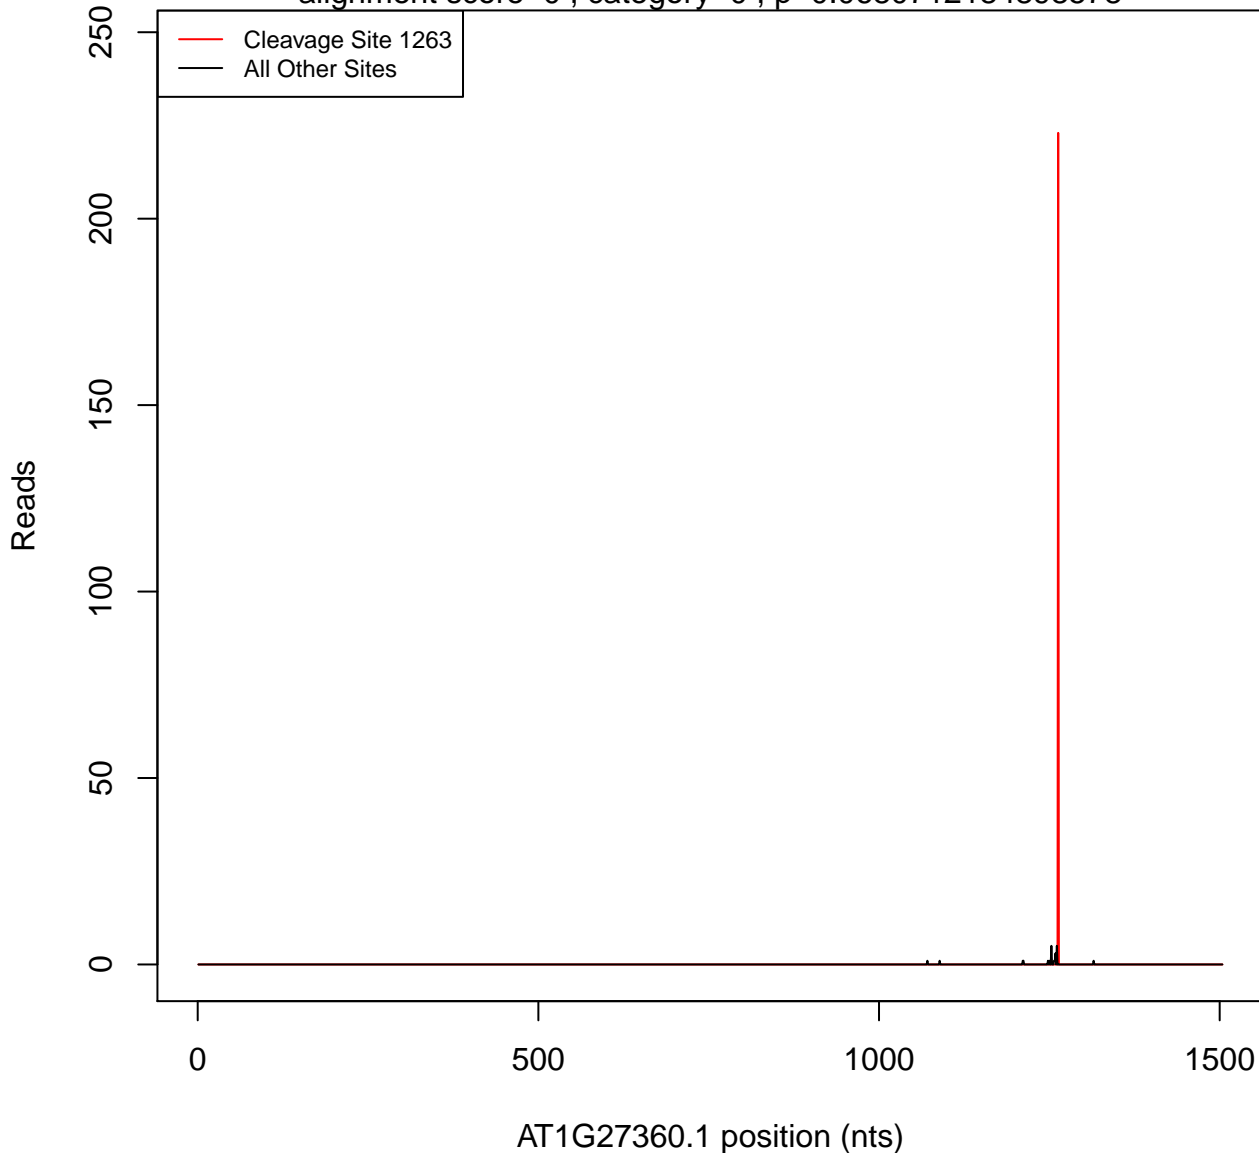

ath-miR157d slicing AT1G27360.1 at nt 1263

alignment score=2 , category=0 , p=0.0561437826265823

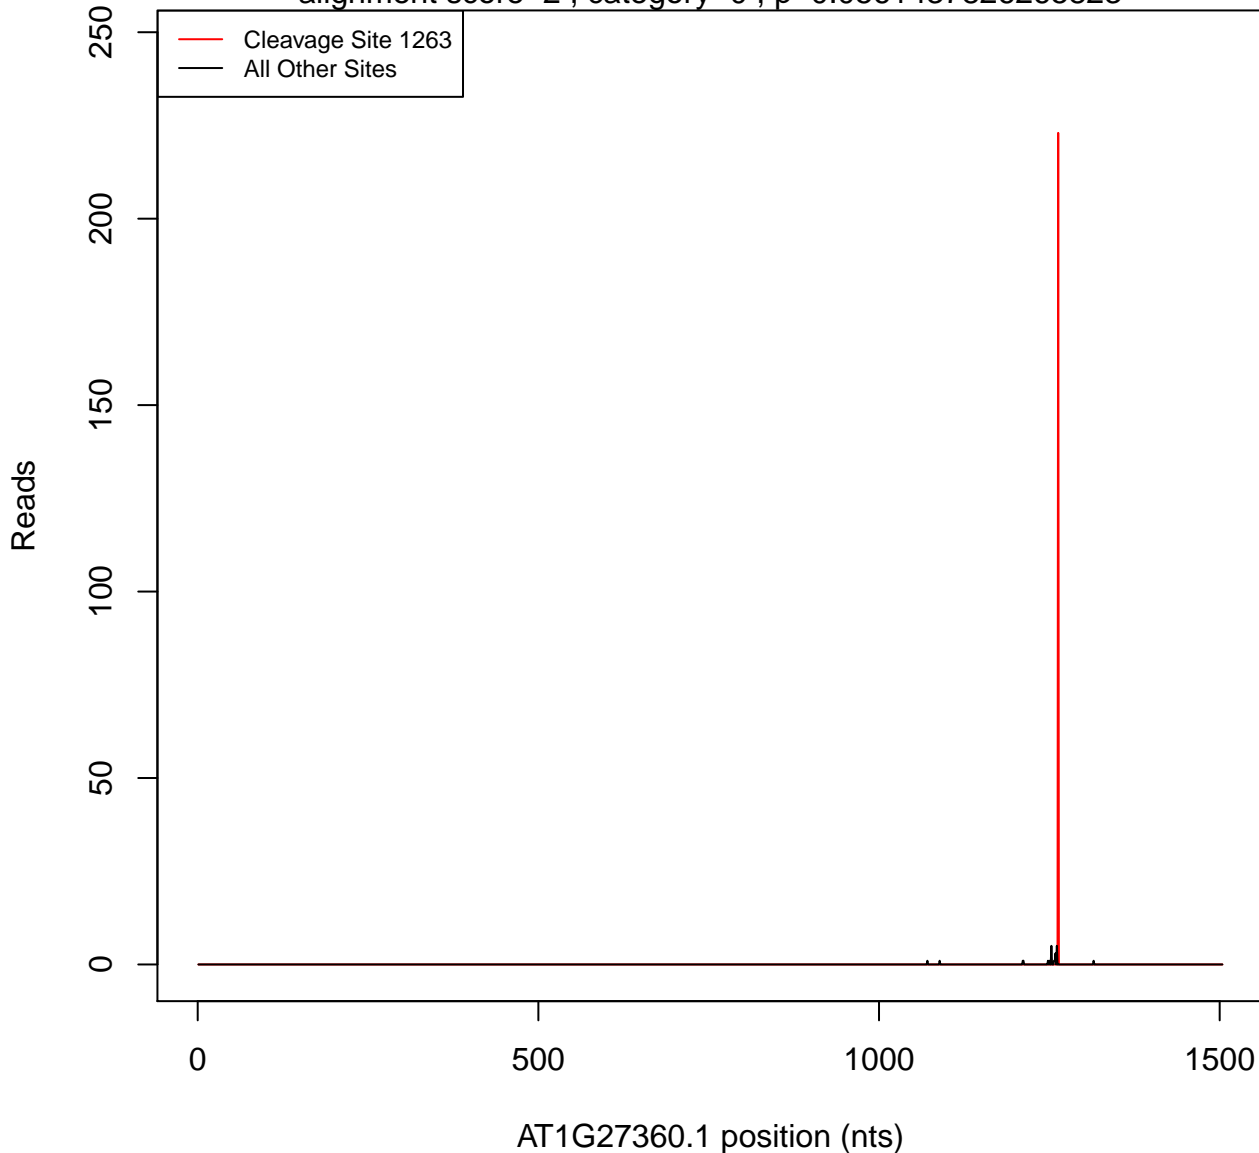

ath-miR156a slicing AT1G27360.2 at nt 1223

alignment score=1 , category=0 , p=0.0592699262622588

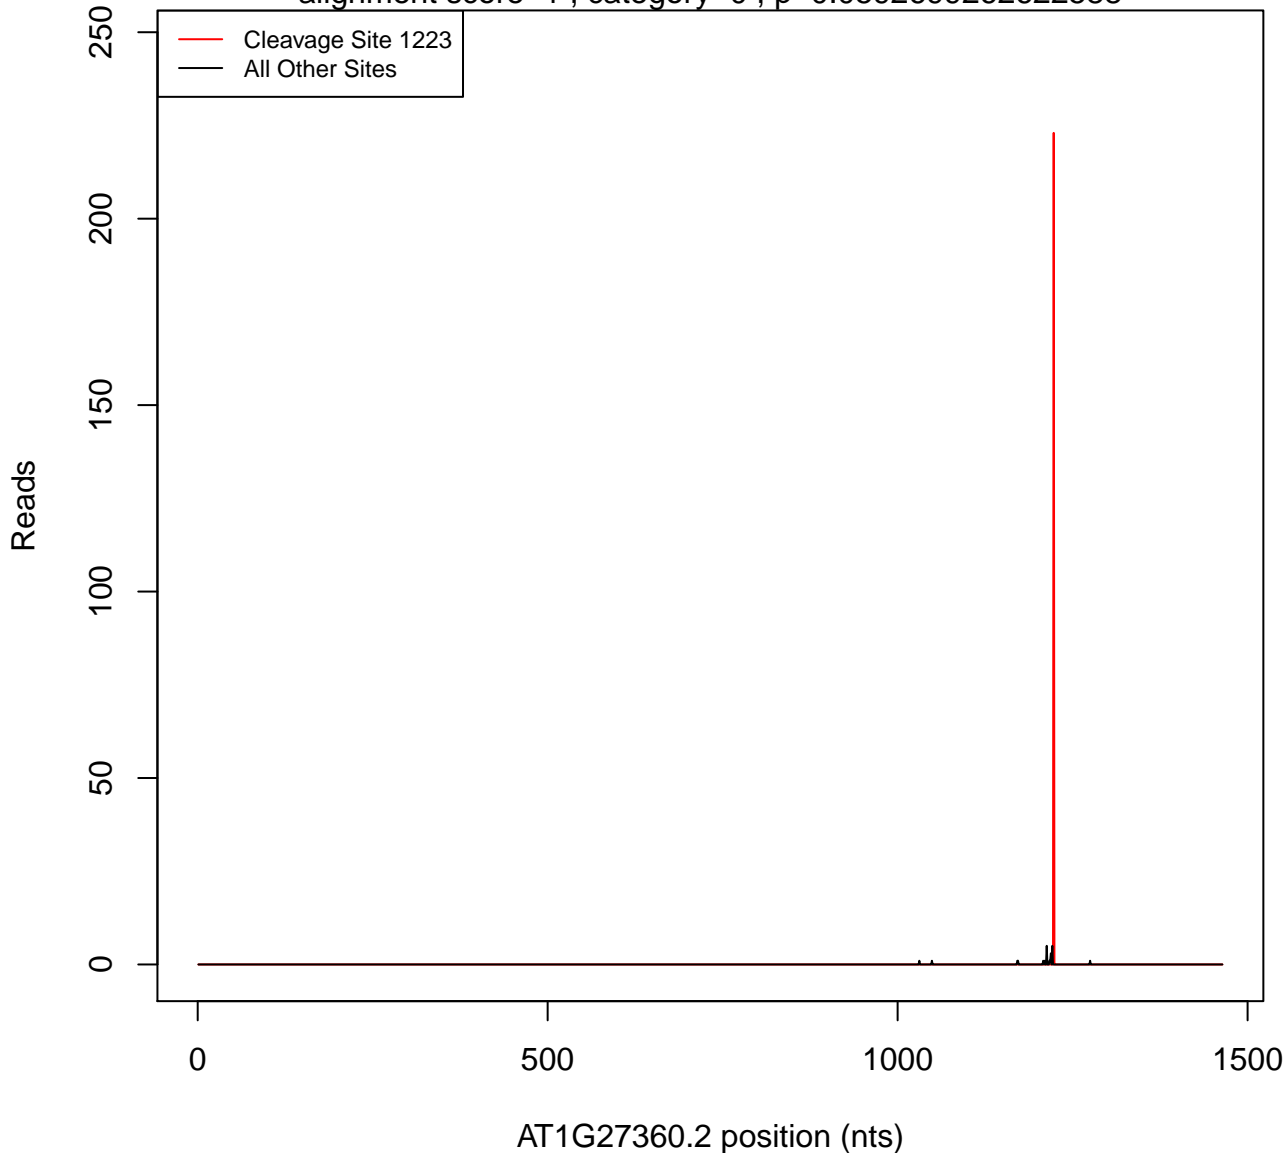

ath-miR156b slicing AT1G27360.2 at nt 1223

alignment score=1 , category=0 , p=0.0592699262622588

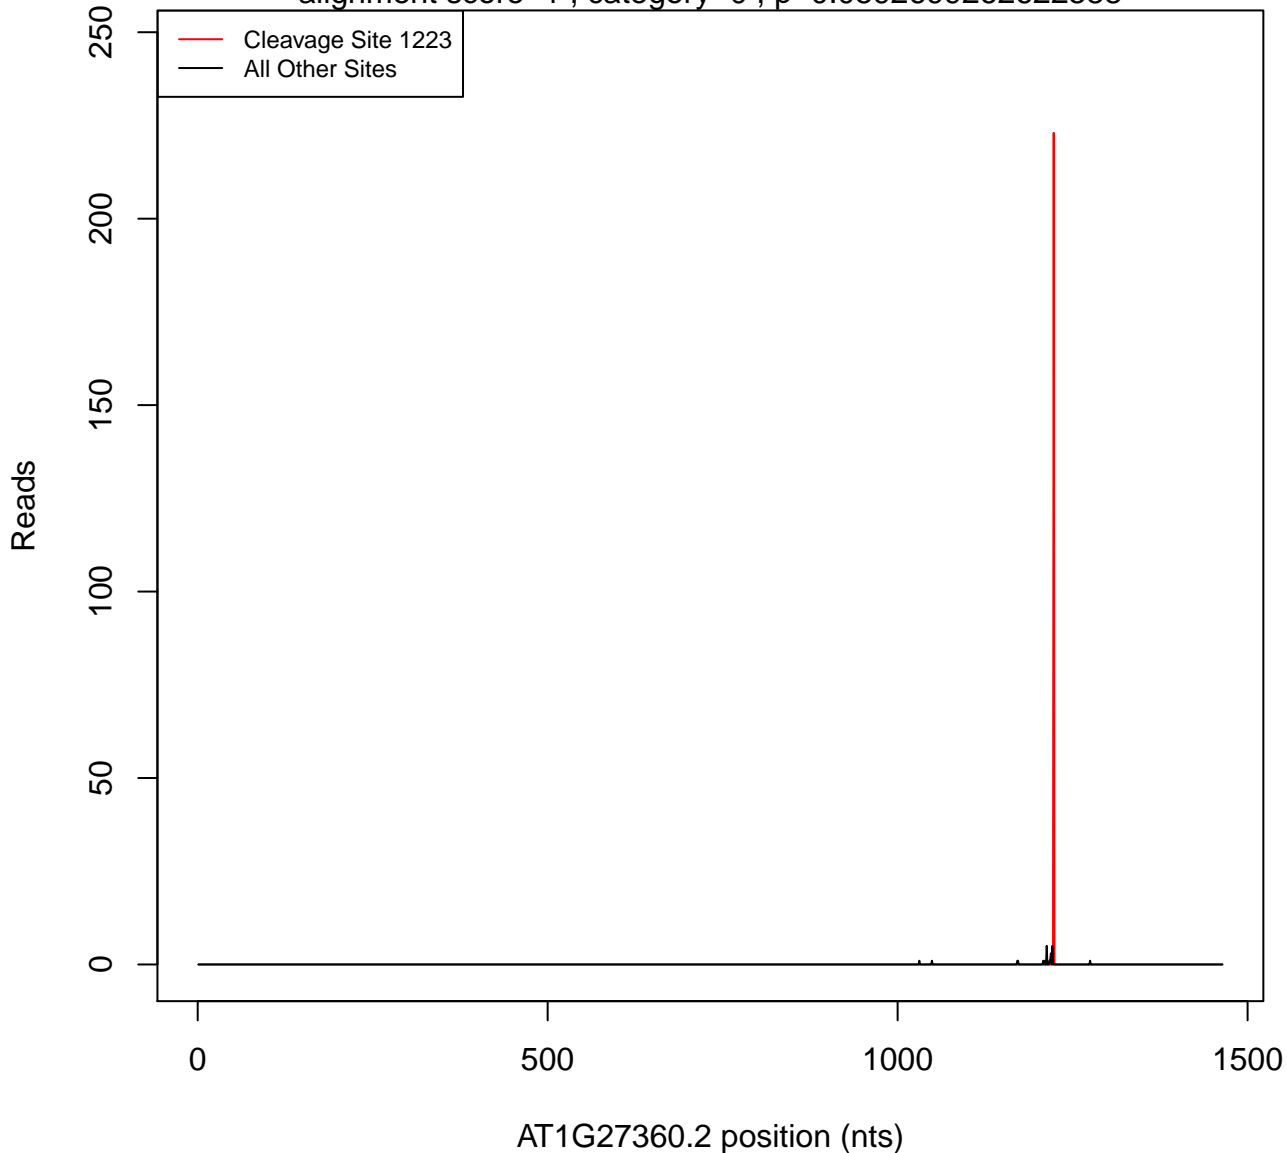

ath-miR156c slicing AT1G27360.2 at nt 1223

alignment score=1 , category=0 , p=0.0592699262622588

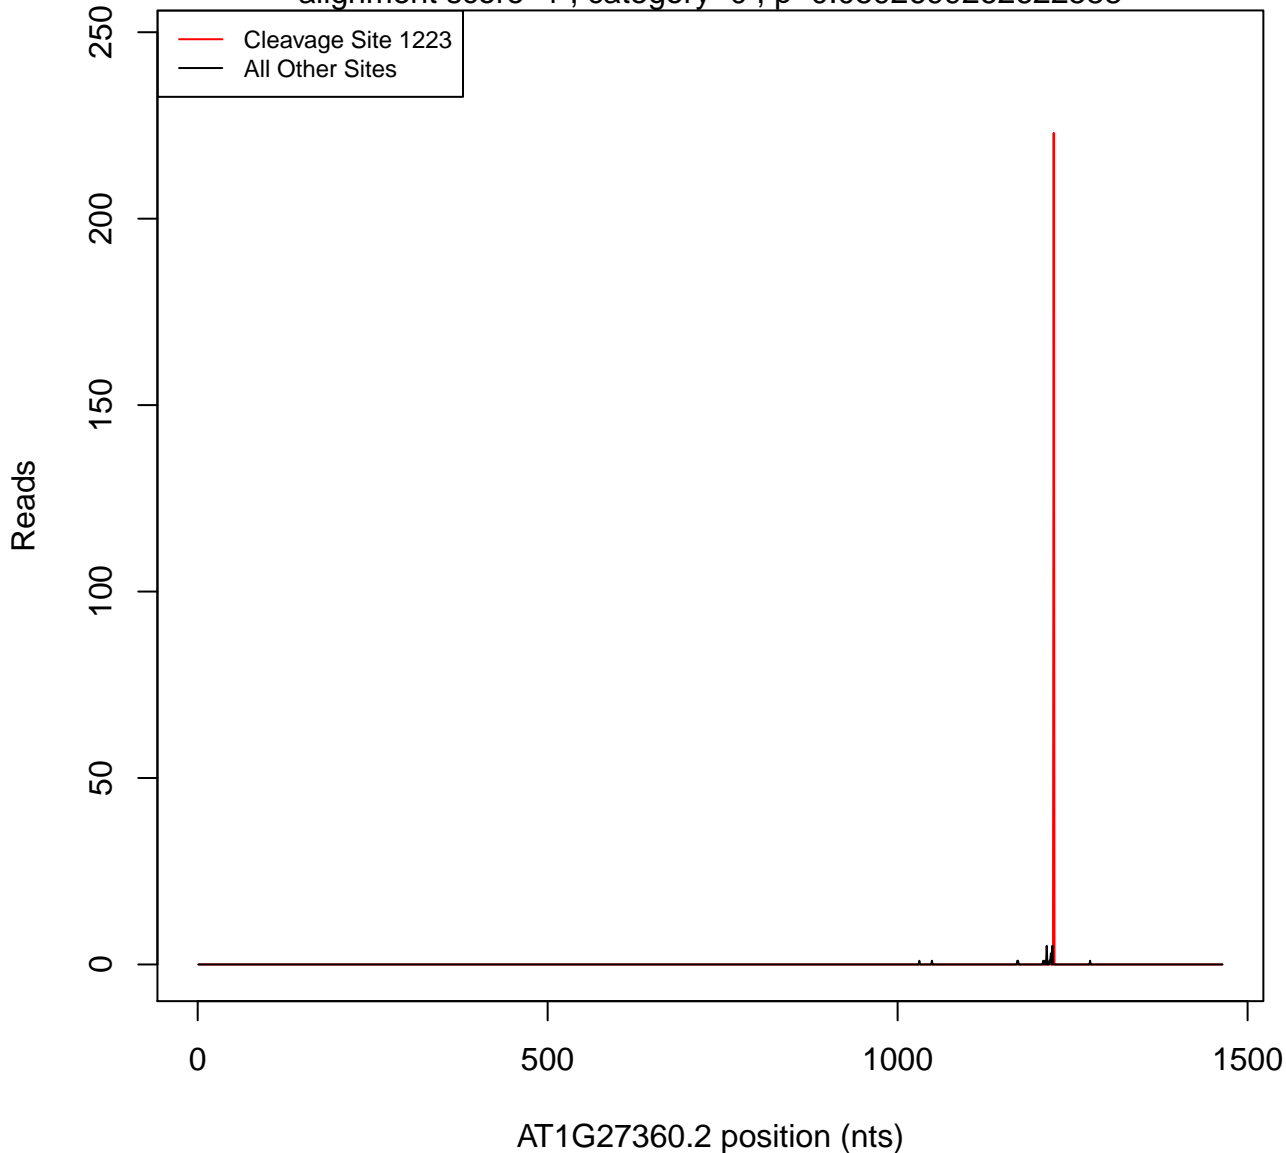

ath-miR156d slicing AT1G27360.2 at nt 1223

alignment score=1 , category=0 , p=0.0592699262622588

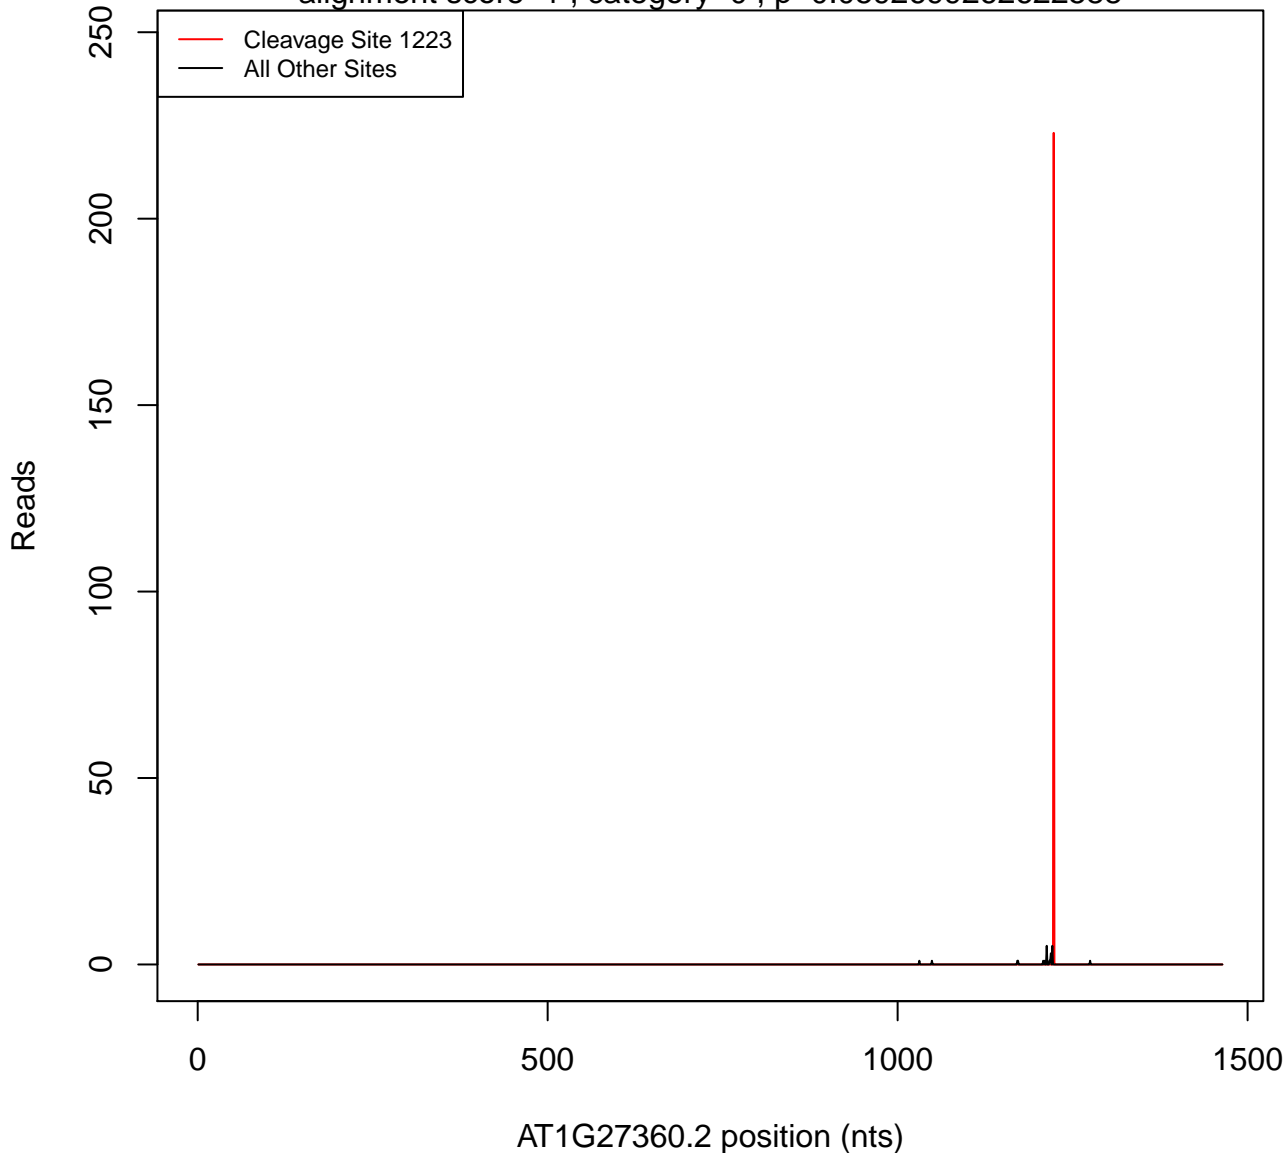

ath-miR156e slicing AT1G27360.2 at nt 1223

alignment score=1 , category=0 , p=0.0592699262622588

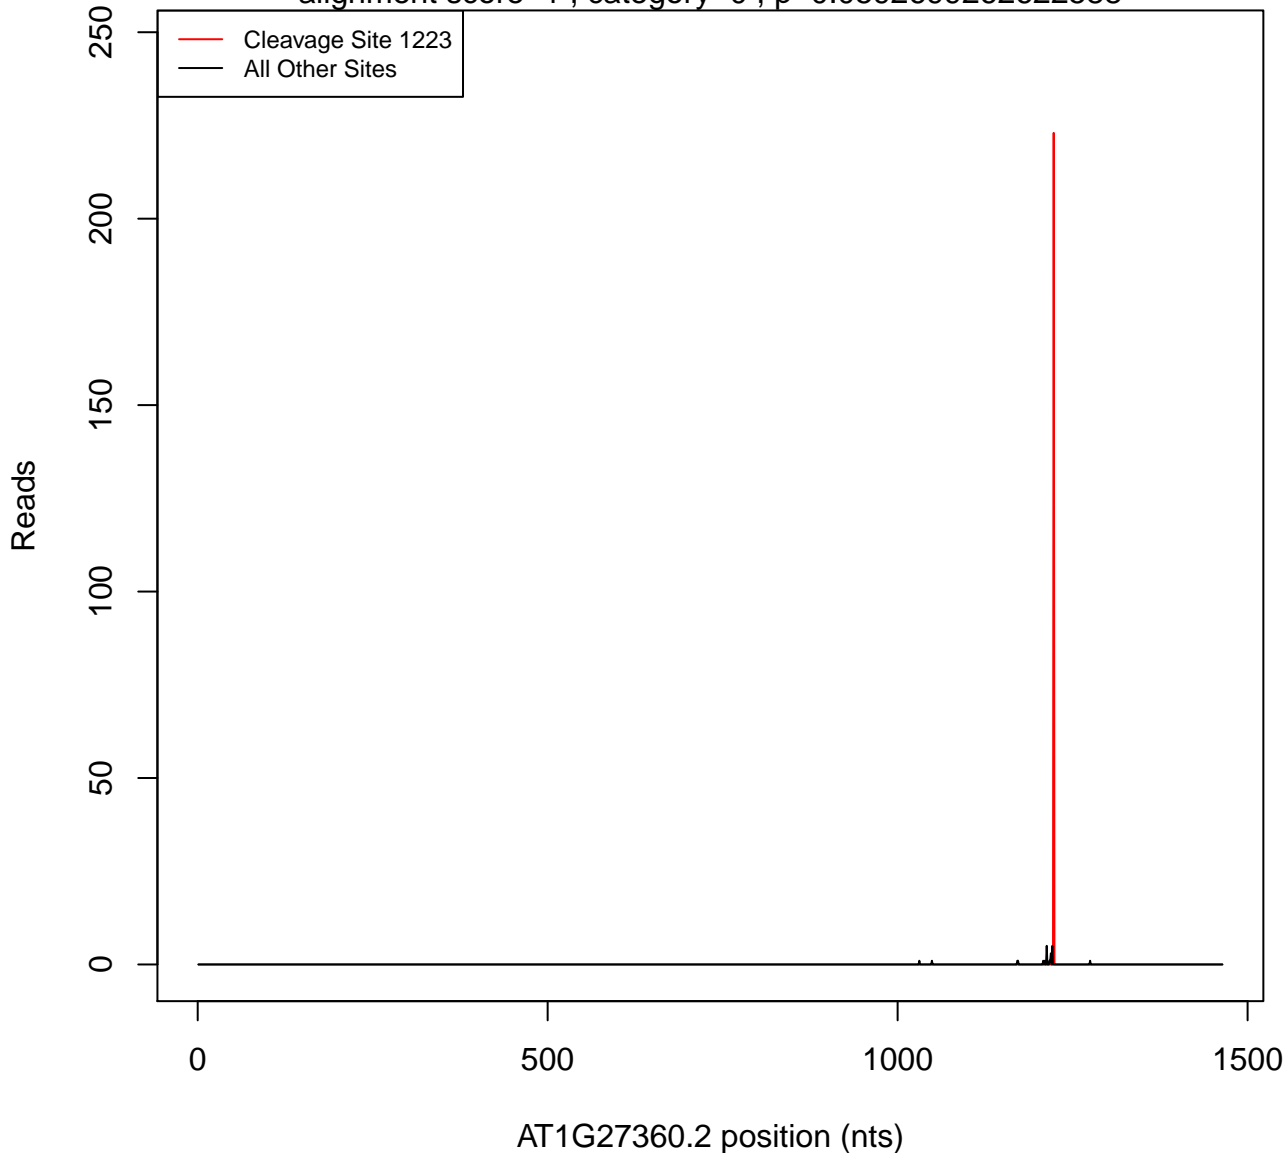

ath-miR156f slicing AT1G27360.2 at nt 1223

alignment score=1 , category=0 , p=0.0592699262622588

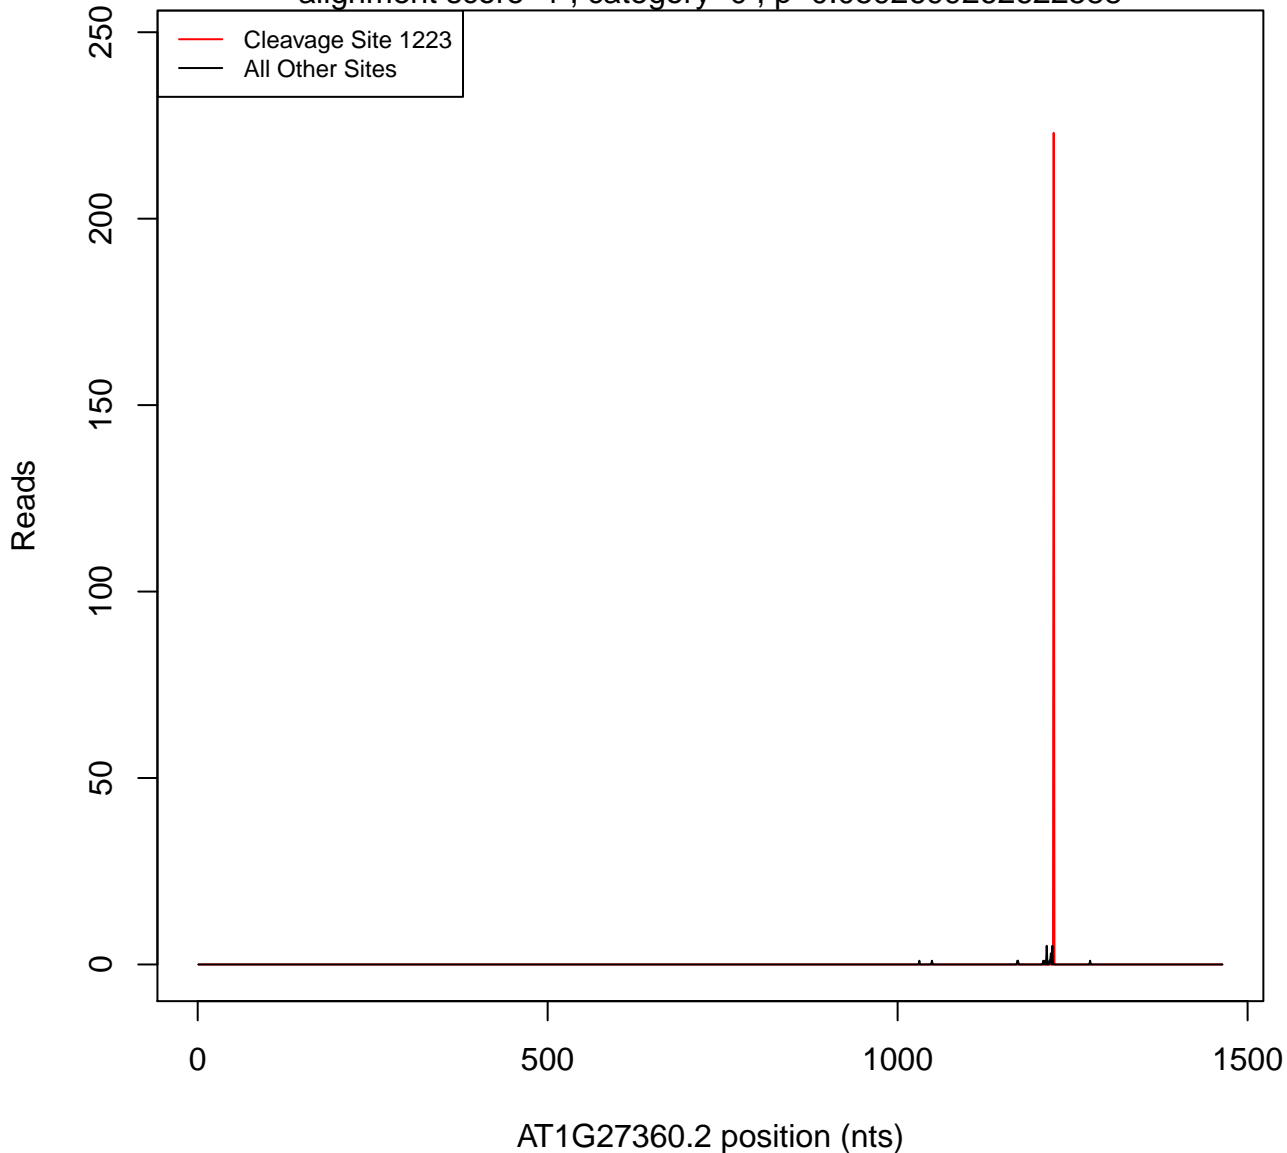

ath-miR156g slicing AT1G27360.2 at nt 1223

alignment score=2 , category=0 , p=0.0503855131498749

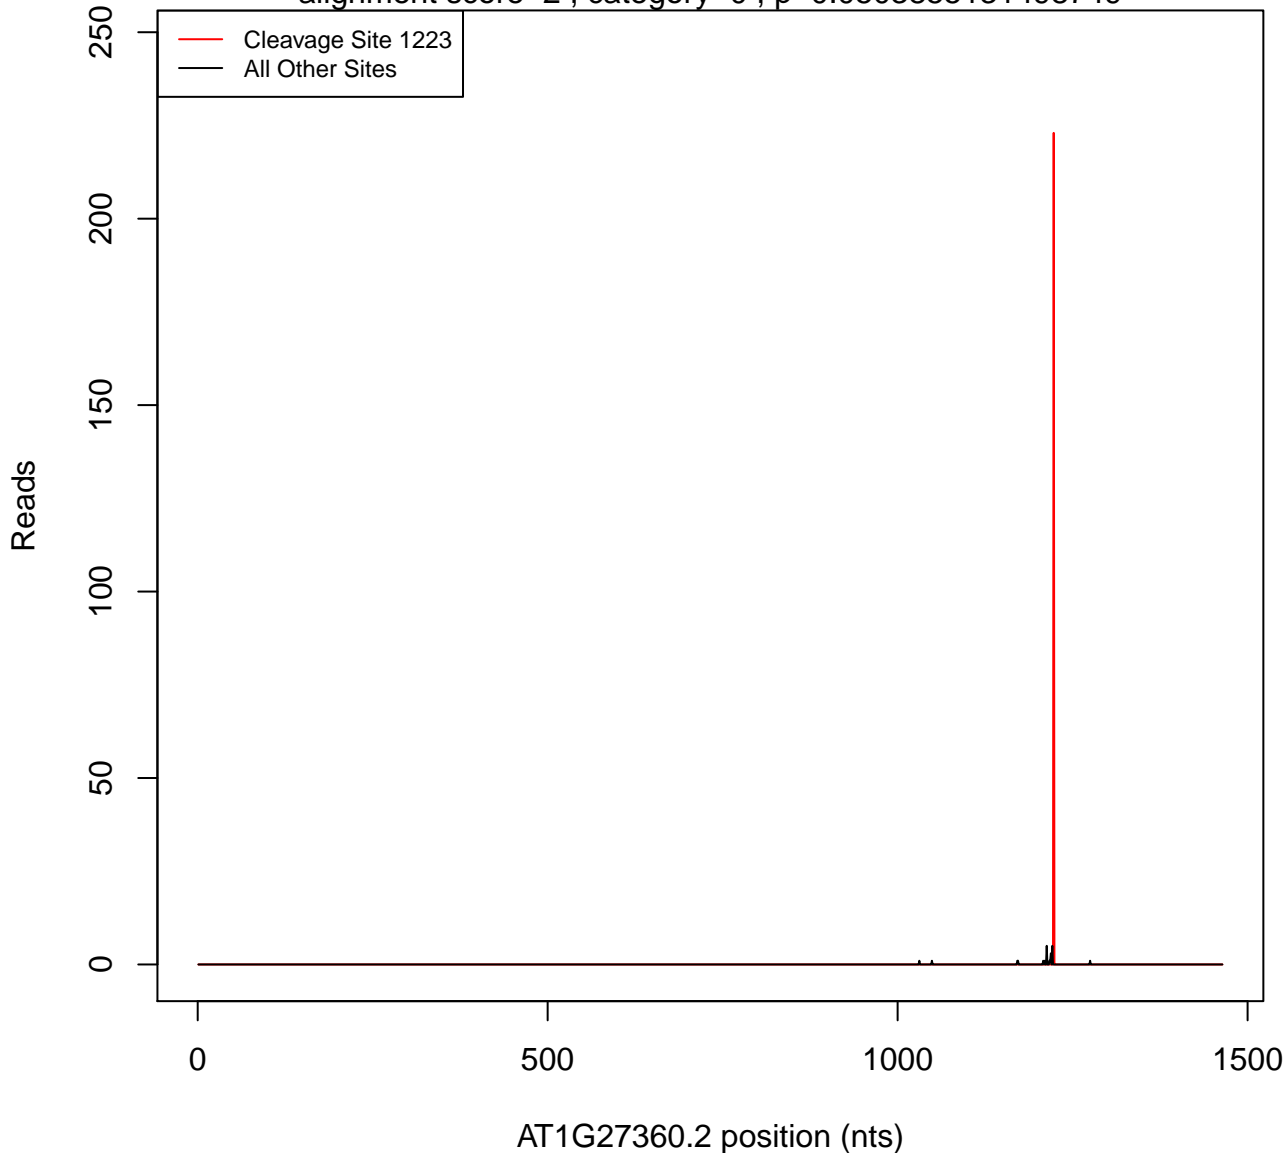

ath-miR156h slicing AT1G27360.2 at nt 1223

alignment score=2 , category=0 , p=0.0561437826265823

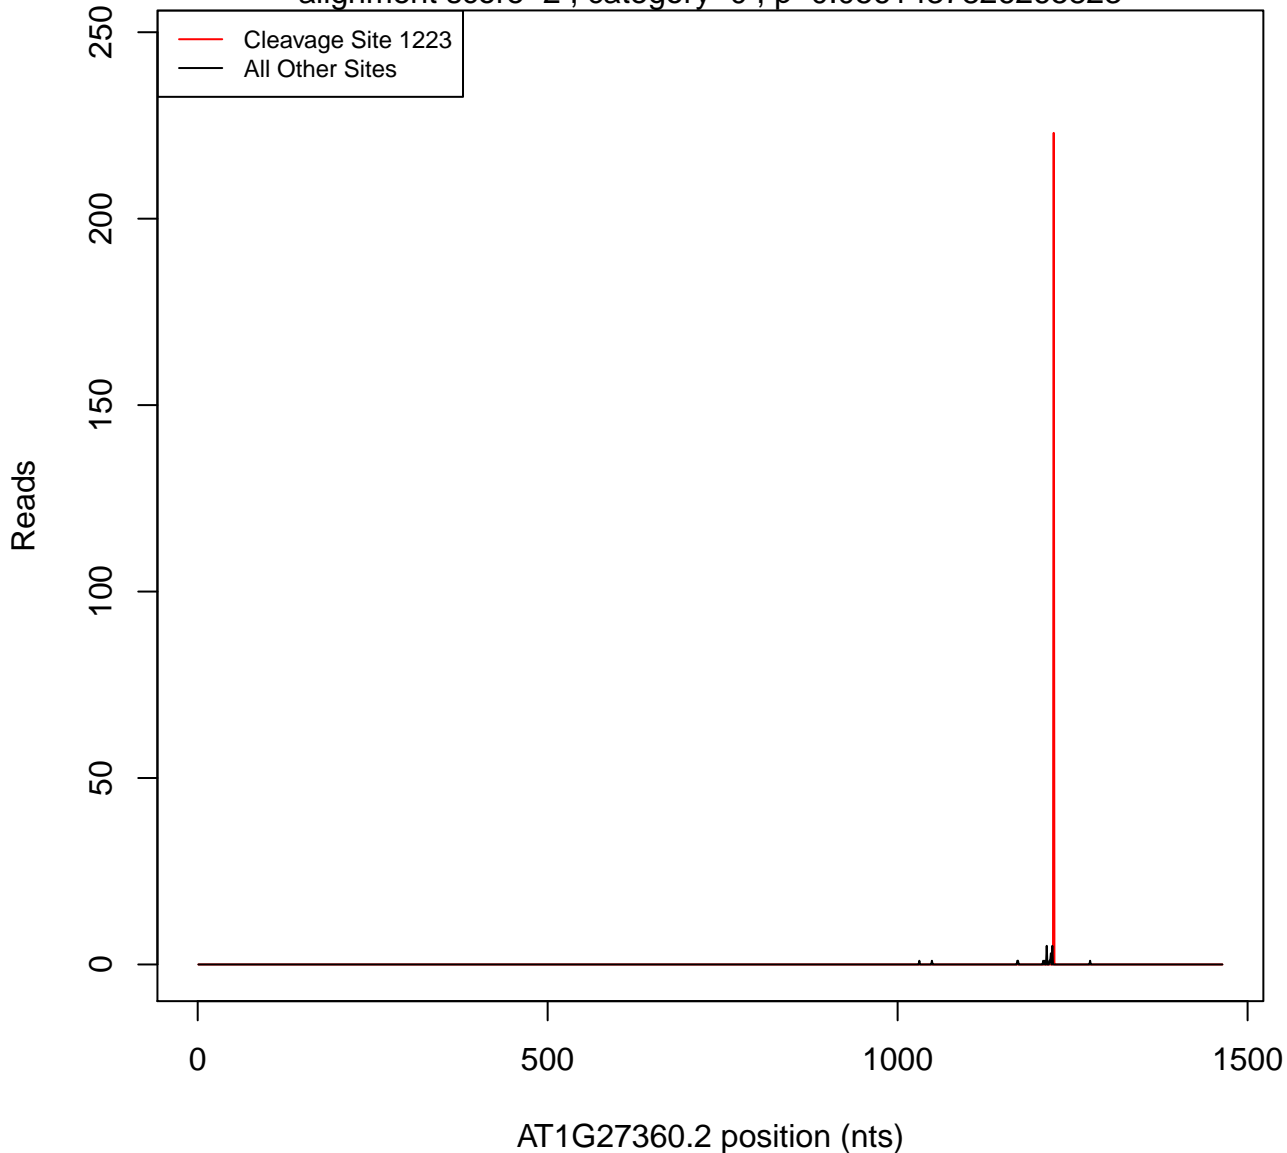

ath-miR156i slicing AT1G27360.2 at nt 1223

alignment score=1 , category=0 , p=0.0626448986382654

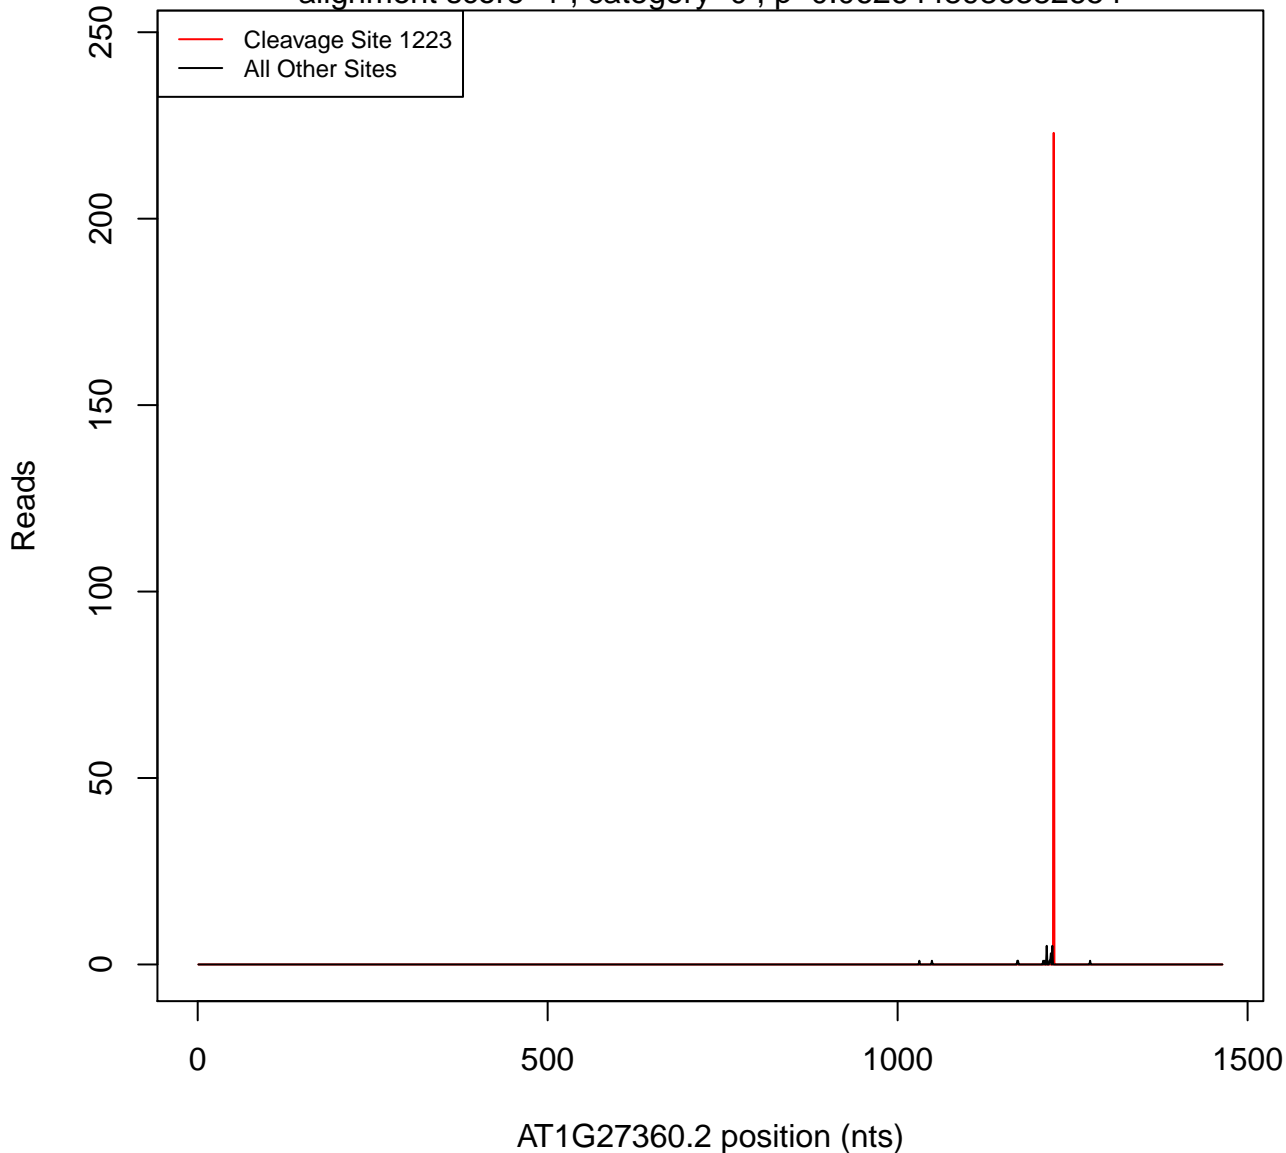

ath-miR156j slicing AT1G27360.2 at nt 1223

alignment score=0 , category=0 , p=0.0680712184898578

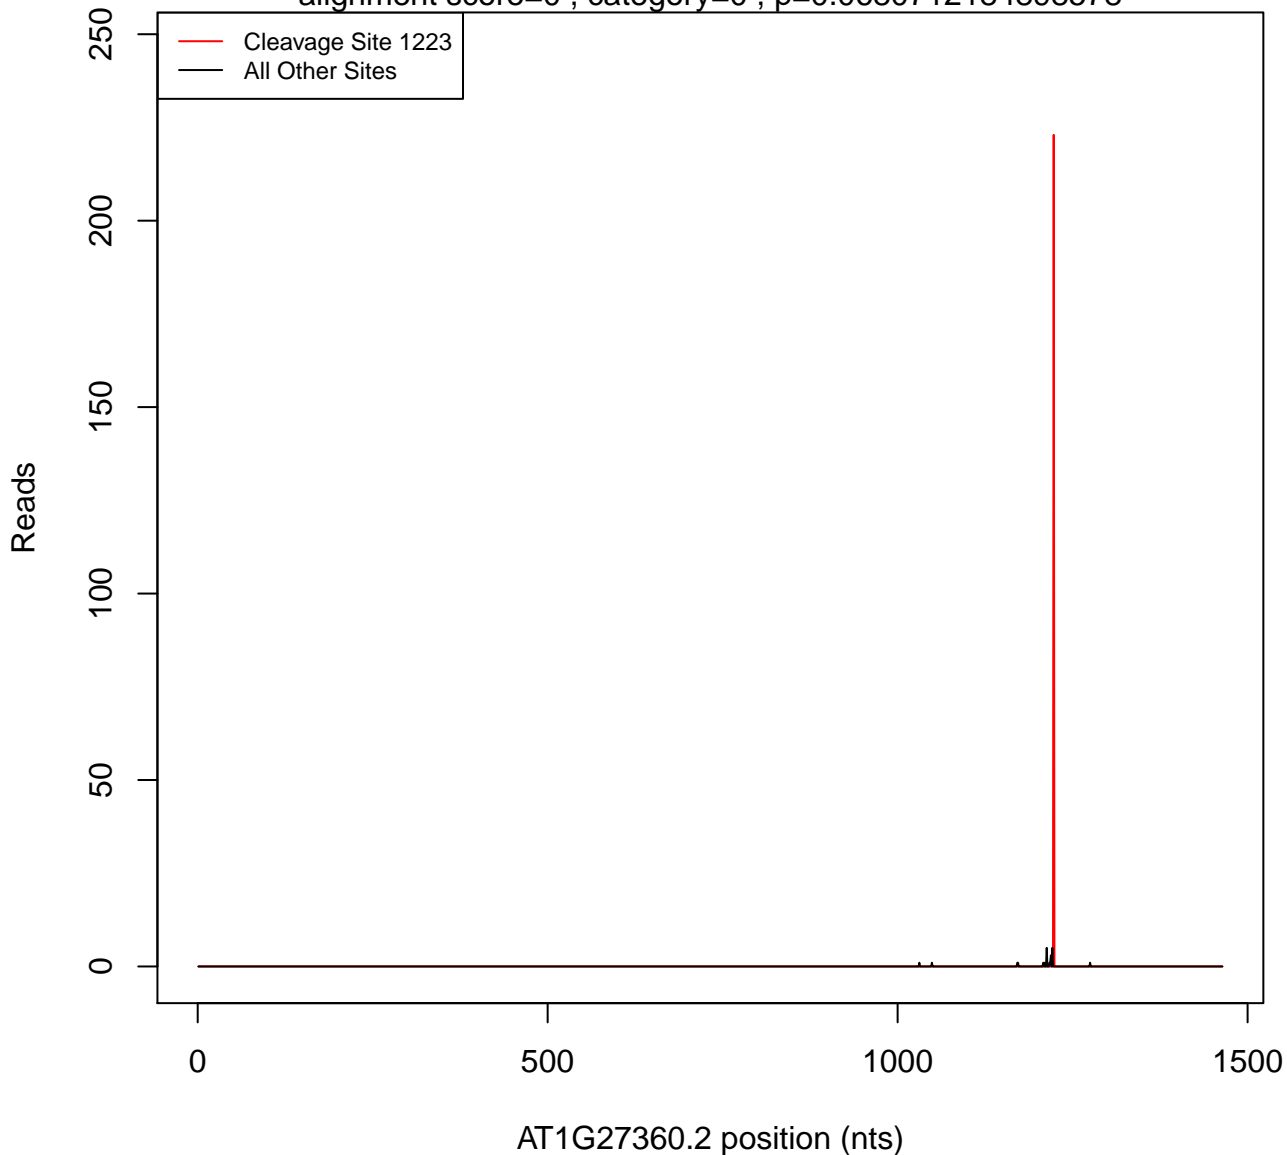

ath-miR157d slicing AT1G27360.2 at nt 1223

alignment score=2 , category=0 , p=0.0561437826265823

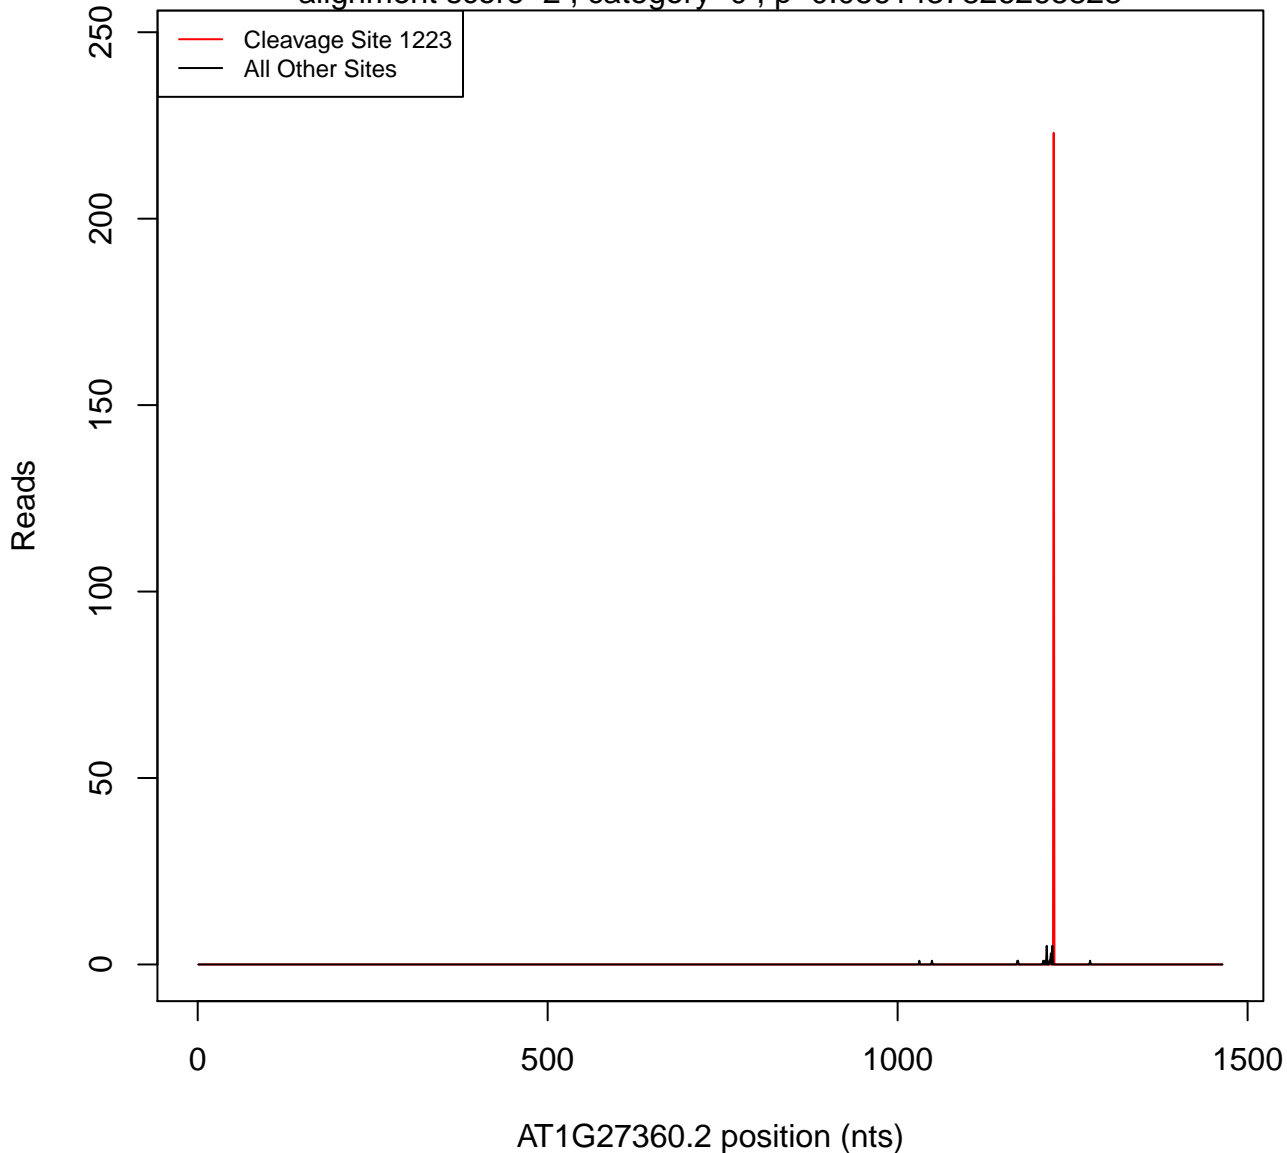

ath-miR156a slicing AT1G27360.3 at nt 1250

alignment score=1 , category=0 , p=0.0592699262622588

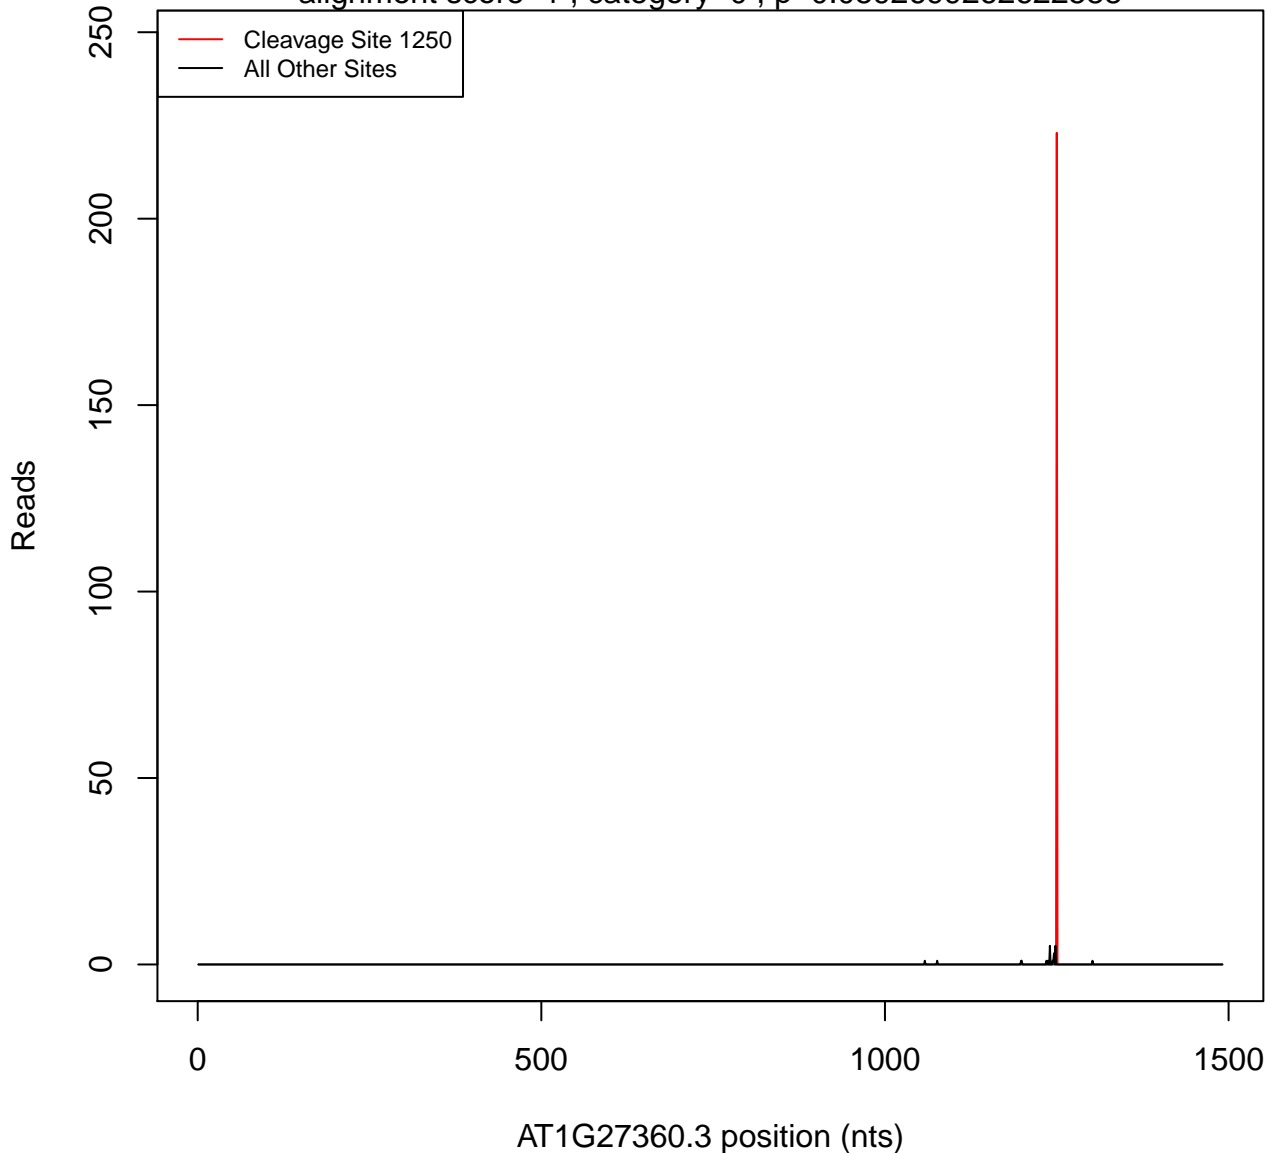

ath-miR156b slicing AT1G27360.3 at nt 1250

alignment score=1 , category=0 , p=0.0592699262622588

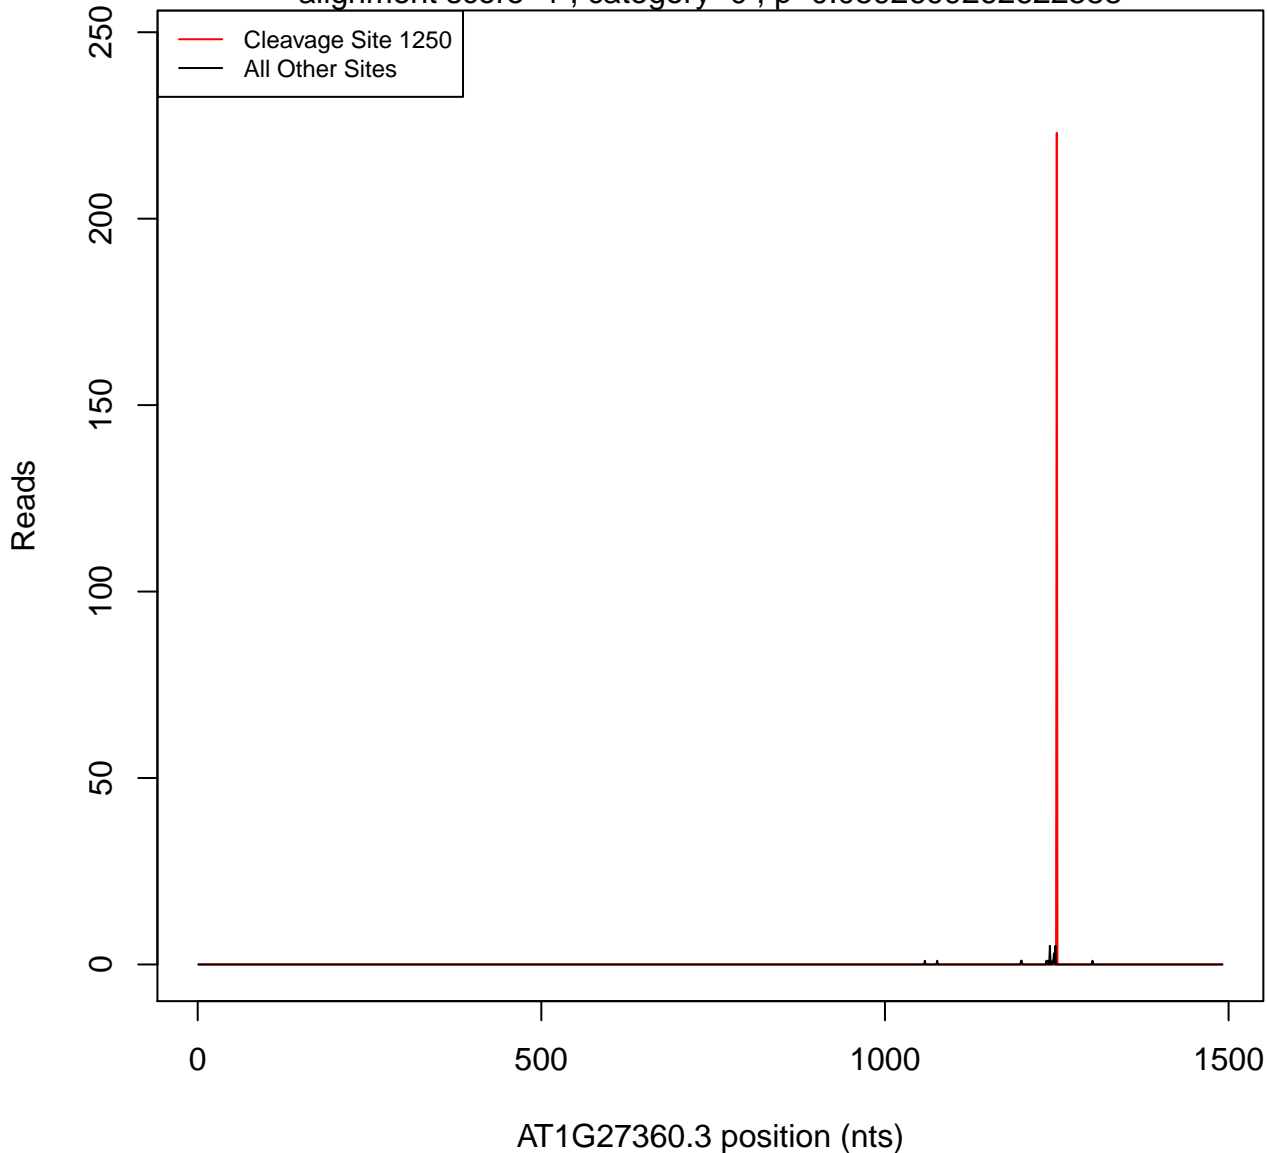

ath-miR156c slicing AT1G27360.3 at nt 1250

alignment score=1 , category=0 , p=0.0592699262622588

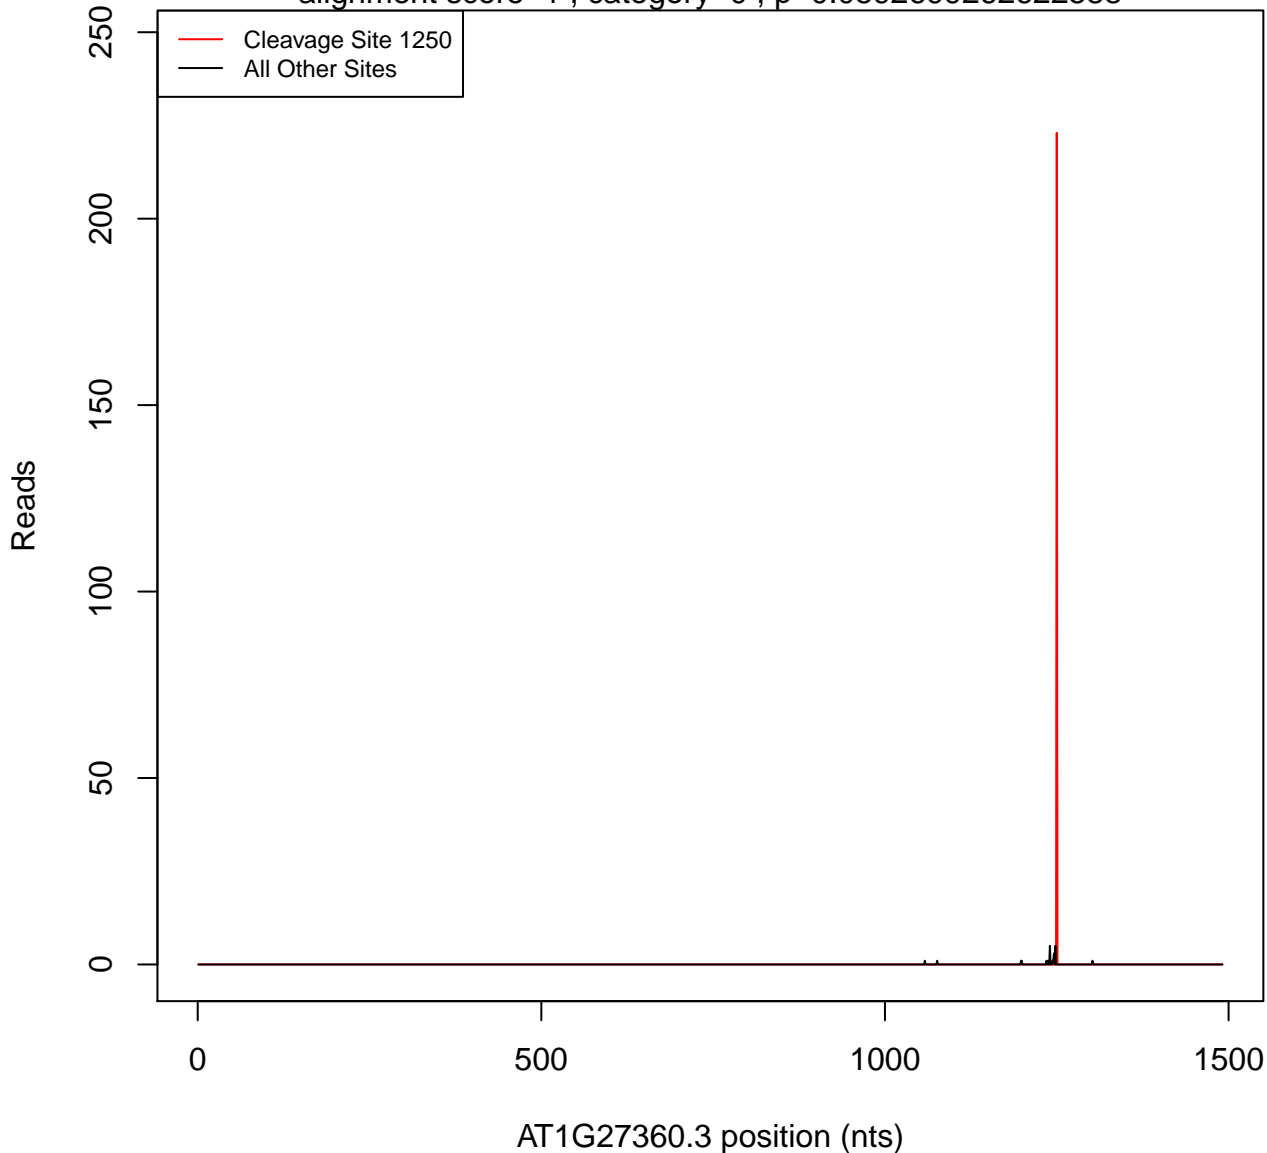

ath-miR156d slicing AT1G27360.3 at nt 1250

alignment score=1 , category=0 , p=0.0592699262622588

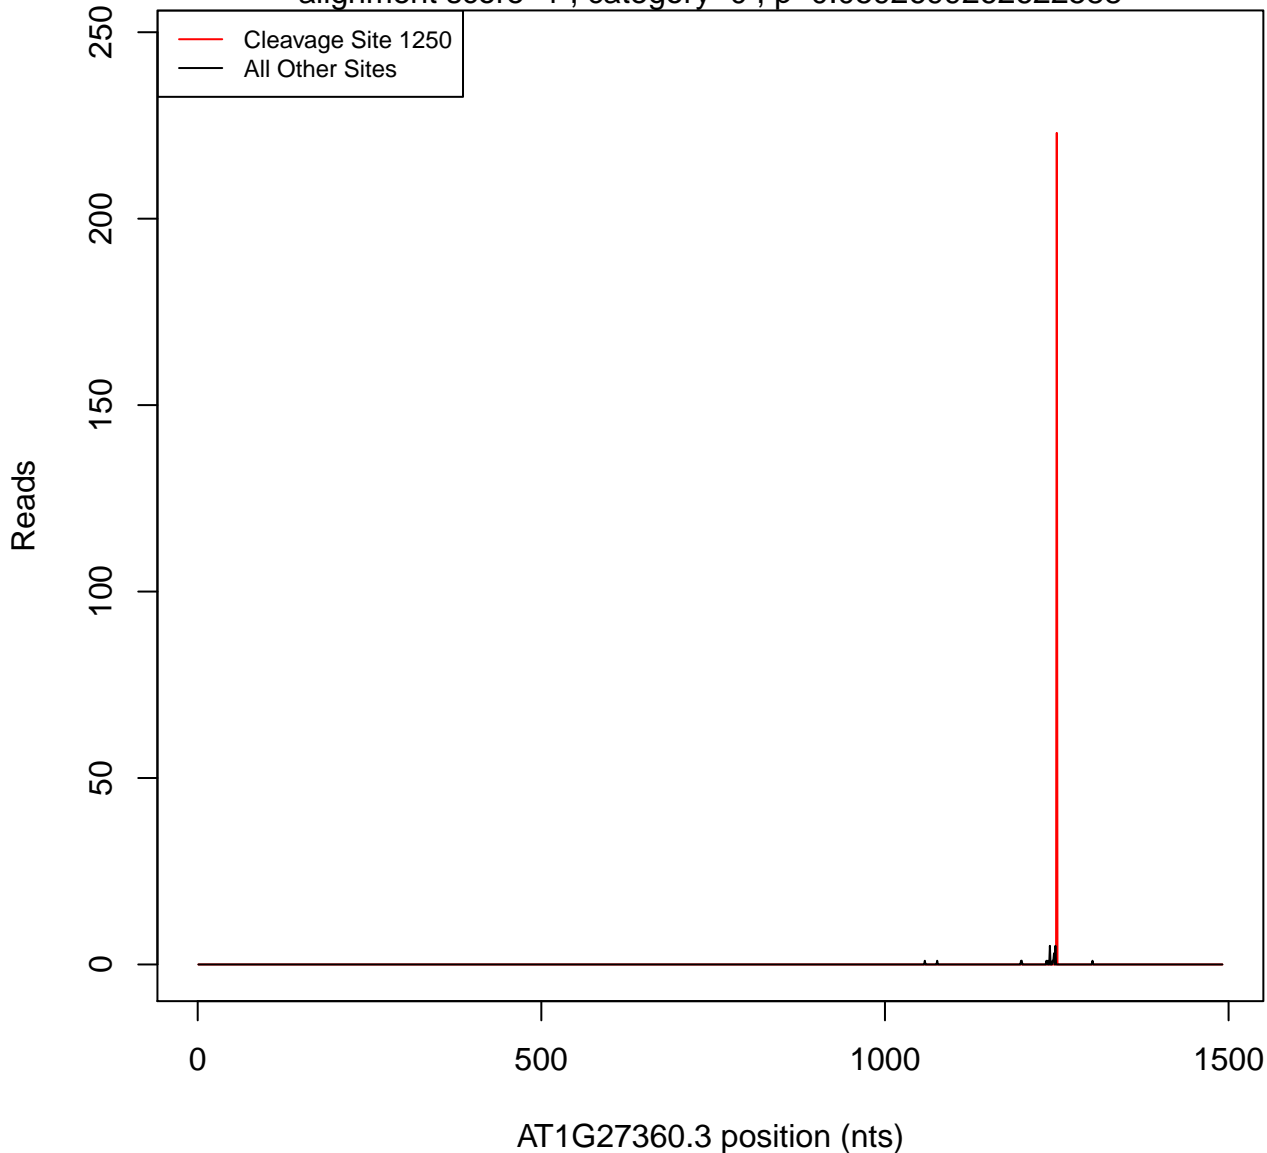

ath-miR156e slicing AT1G27360.3 at nt 1250

alignment score=1 , category=0 , p=0.0592699262622588

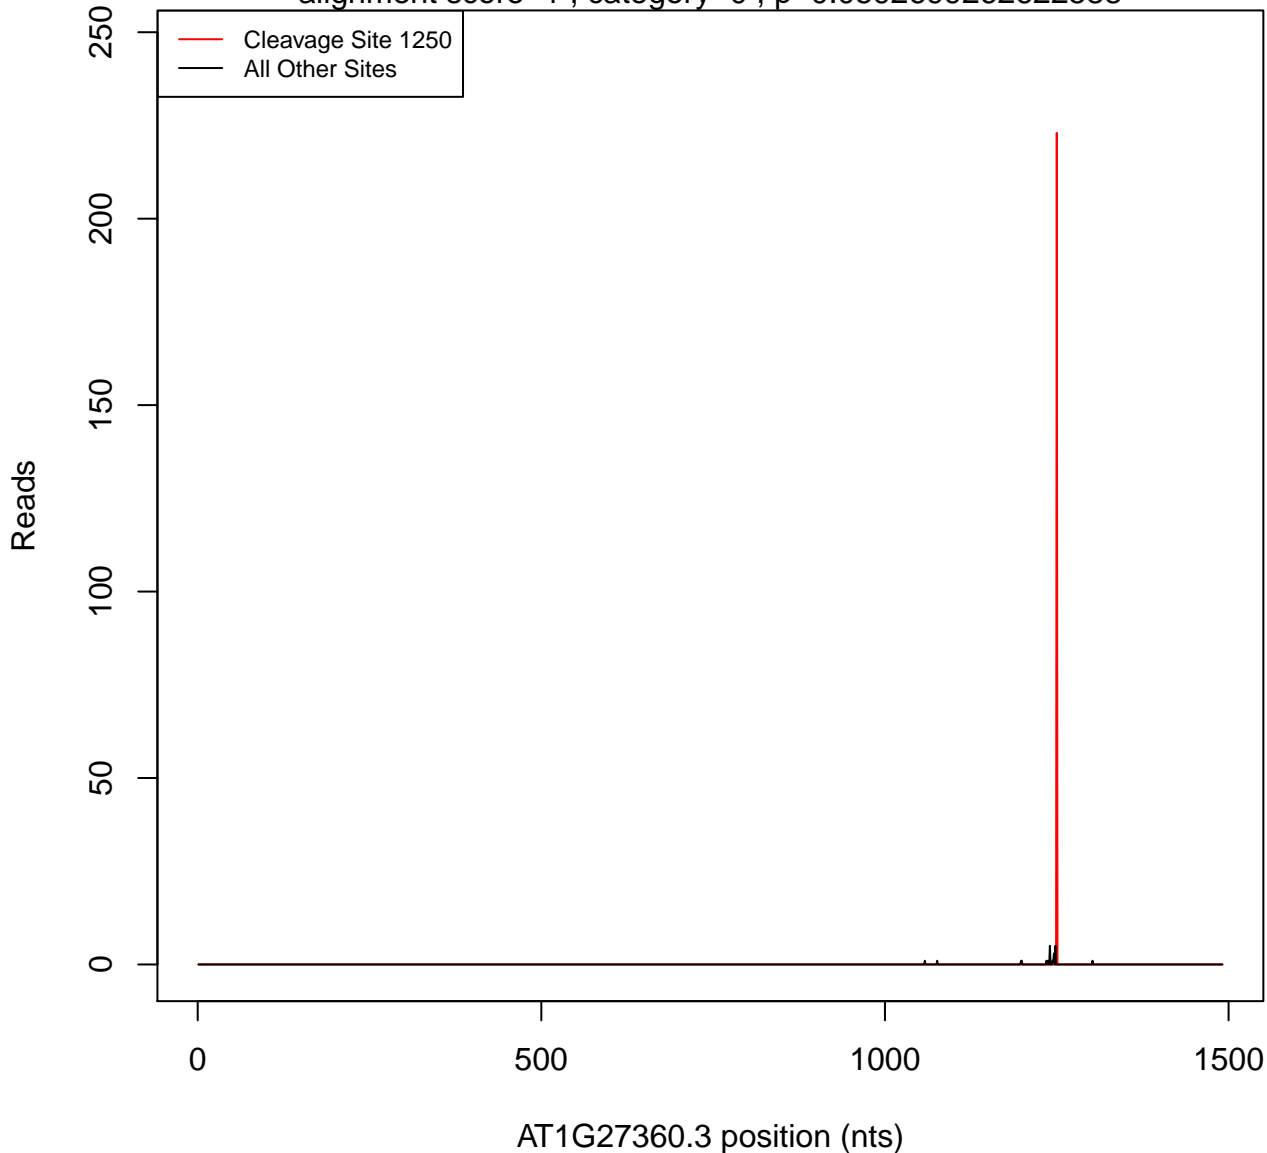

ath-miR156f slicing AT1G27360.3 at nt 1250

alignment score=1 , category=0 , p=0.0592699262622588

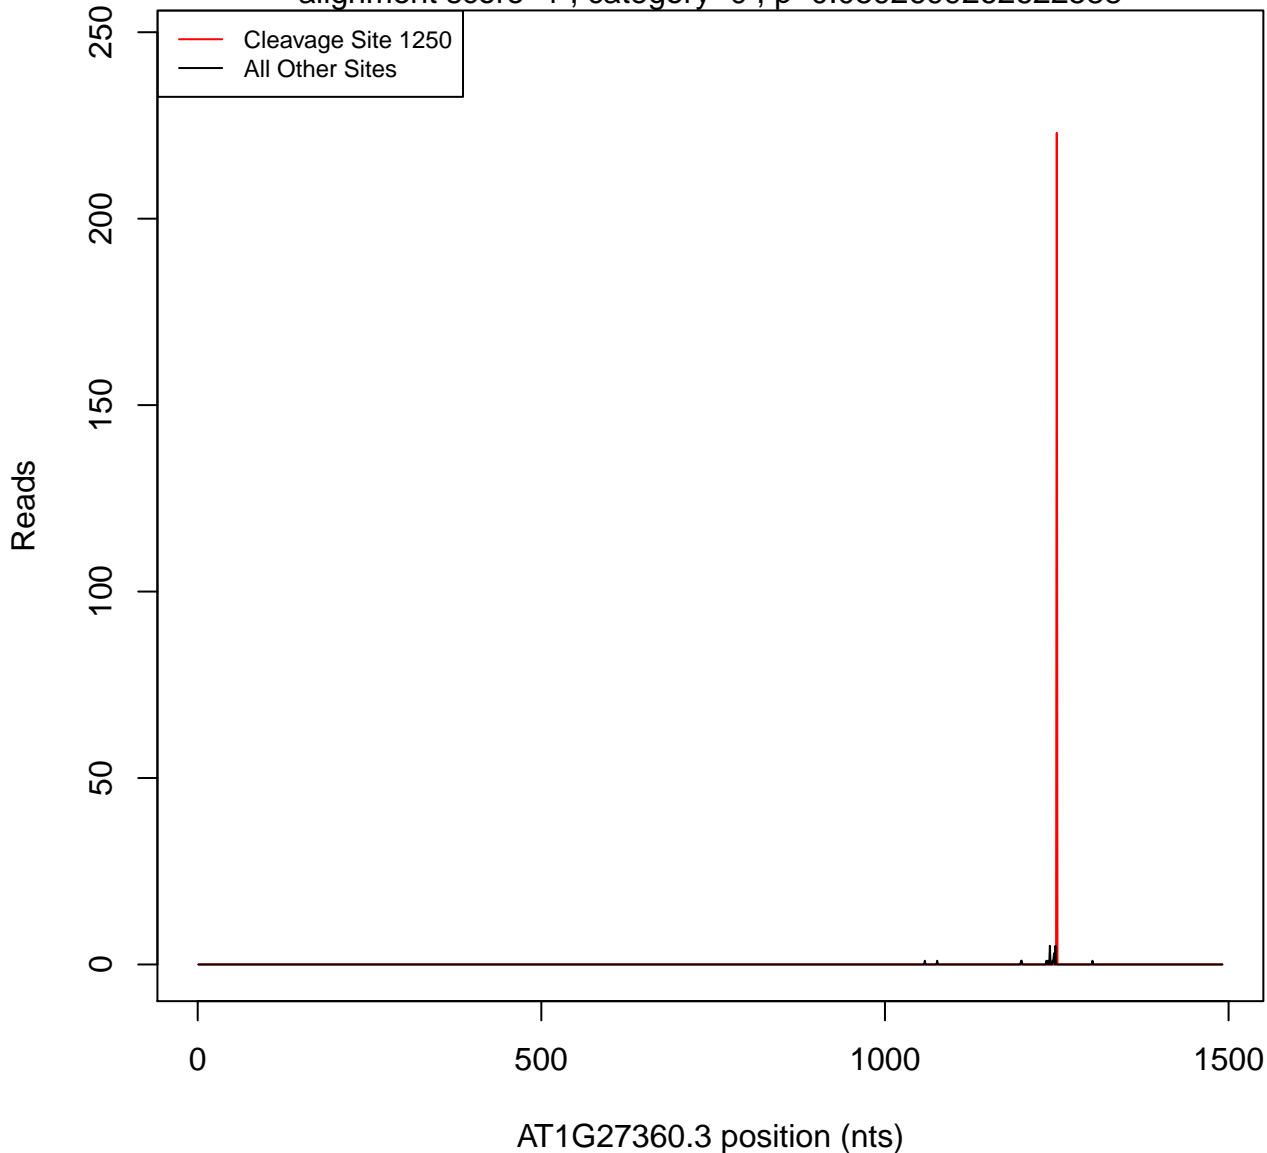

ath-miR156g slicing AT1G27360.3 at nt 1250

alignment score=2 , category=0 , p=0.0503855131498749

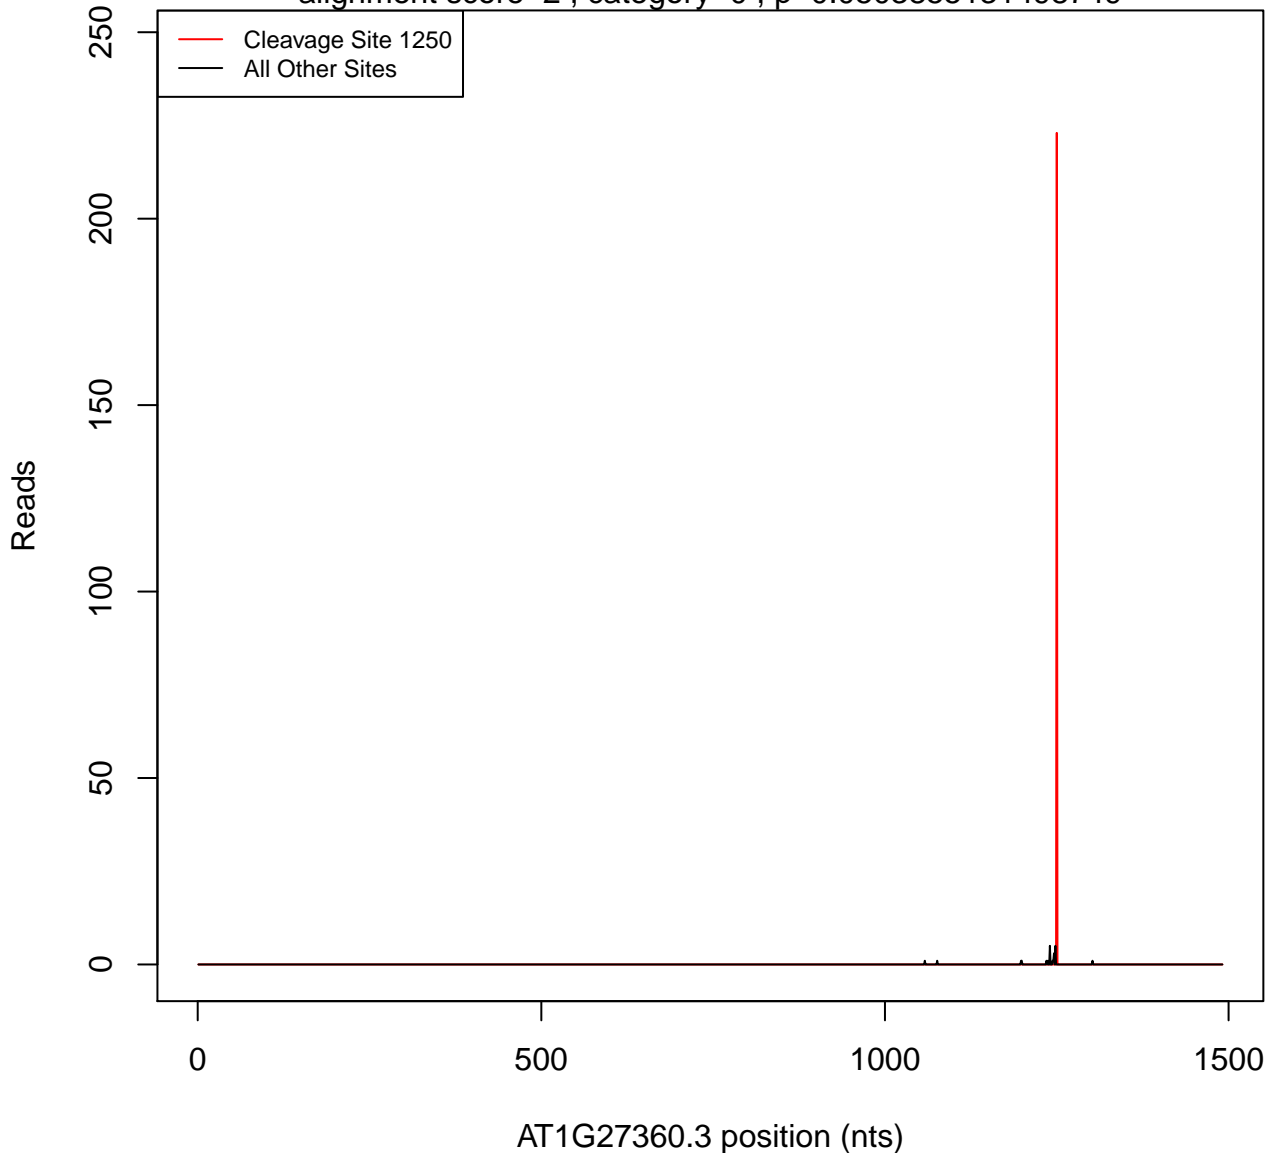

ath-miR156h slicing AT1G27360.3 at nt 1250

alignment score=2 , category=0 , p=0.0561437826265823

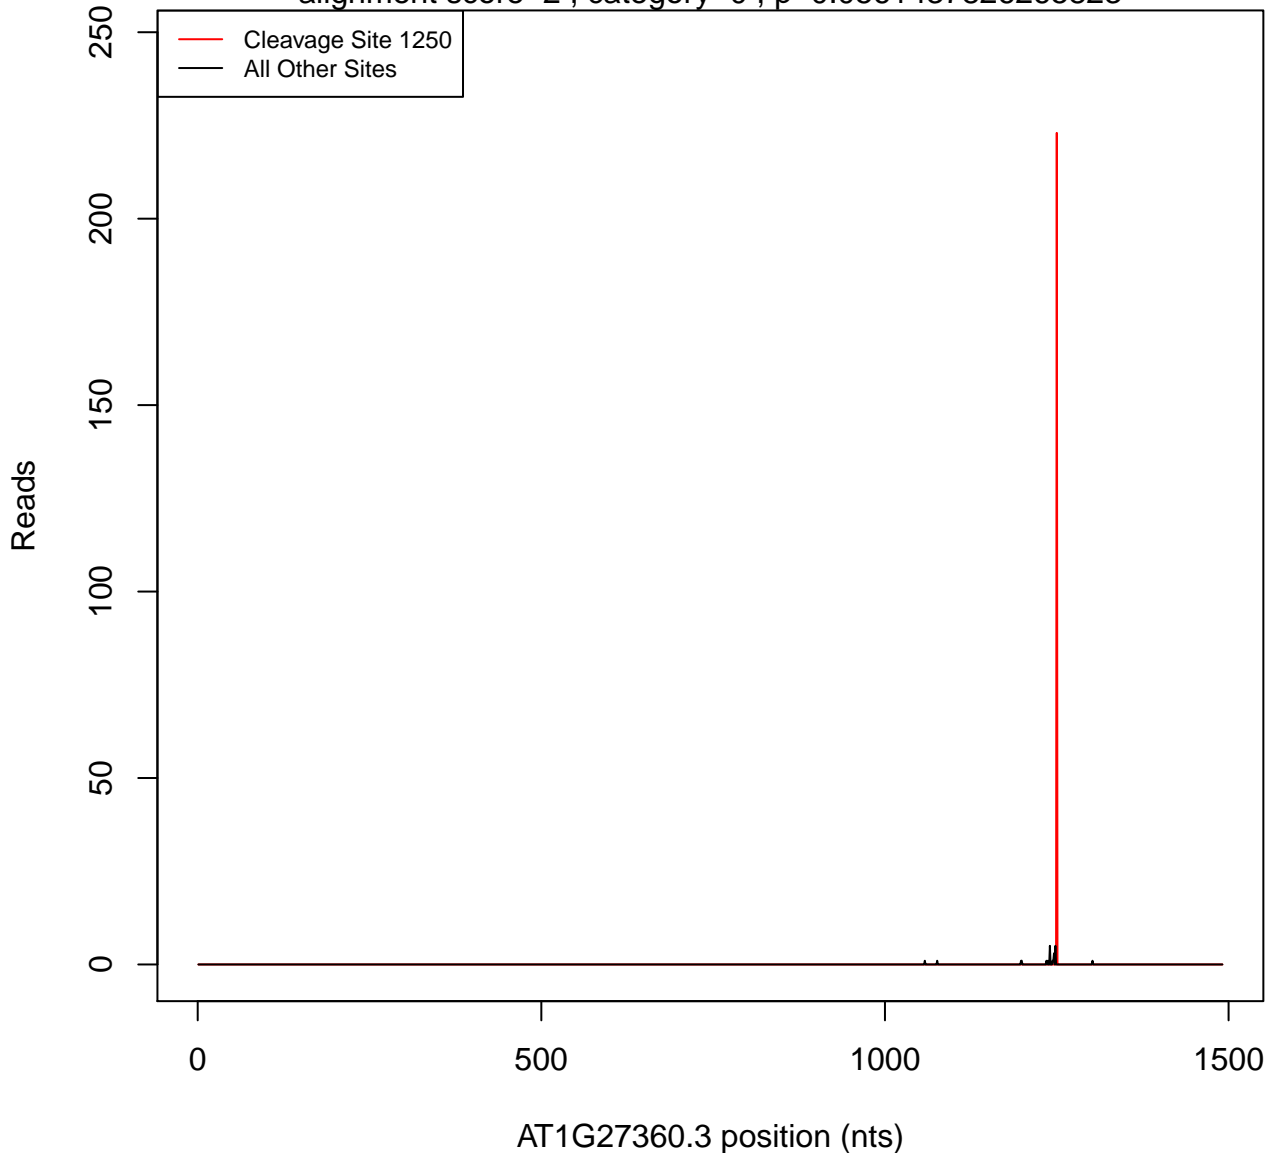

ath-miR156i slicing AT1G27360.3 at nt 1250

alignment score=1 , category=0 , p=0.0626448986382654

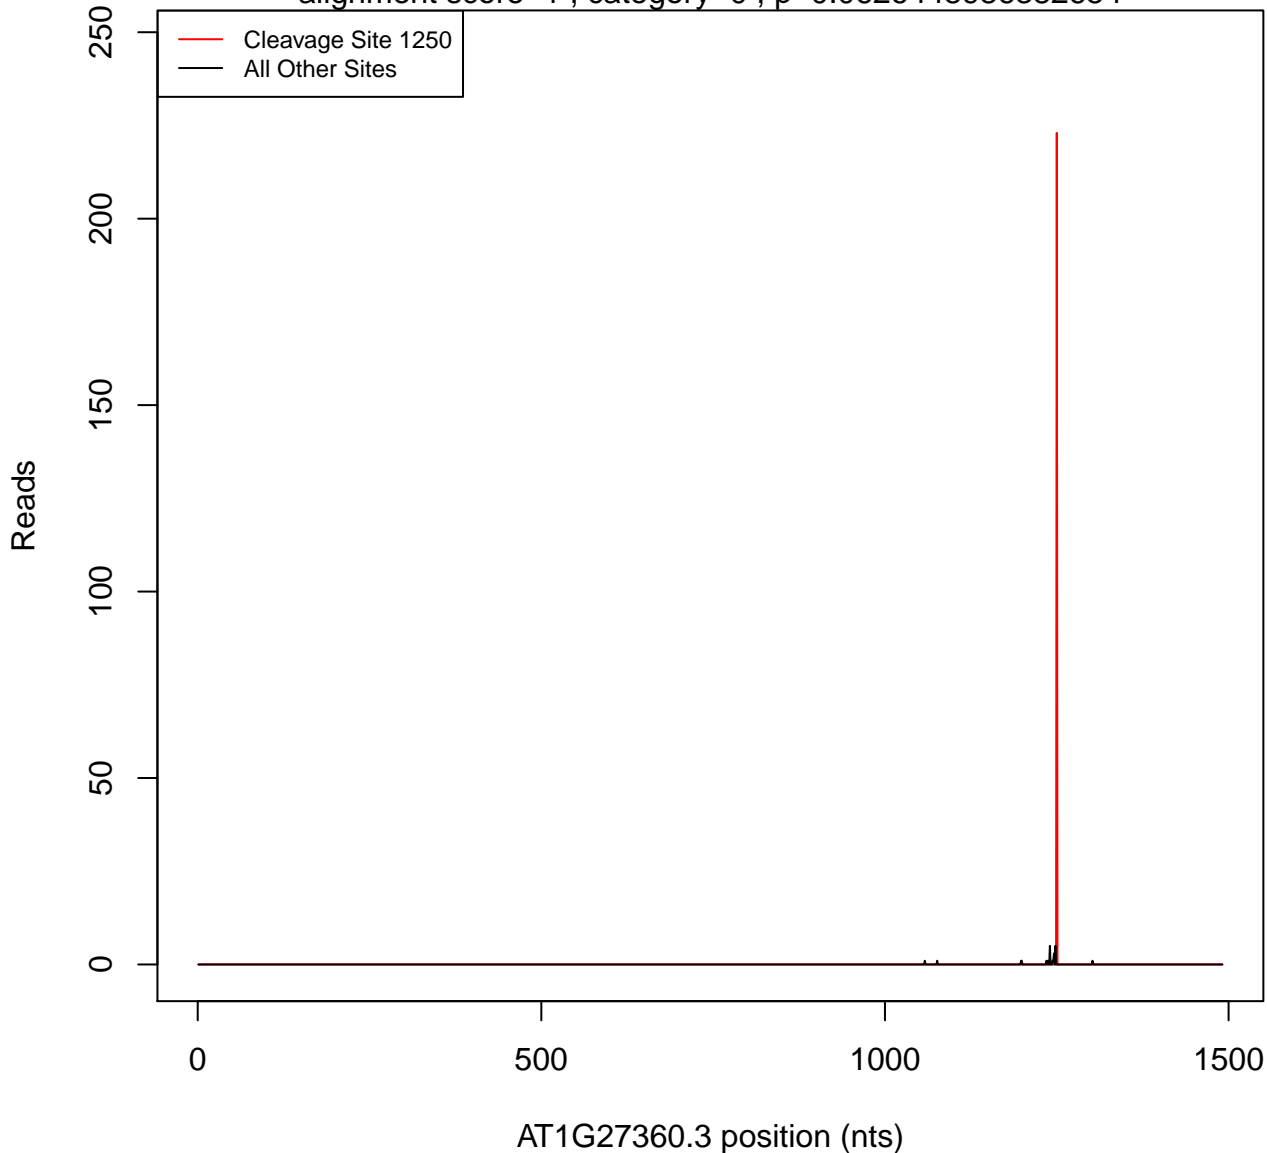

ath-miR156j slicing AT1G27360.3 at nt 1250

alignment score=0 , category=0 , p=0.0680712184898578

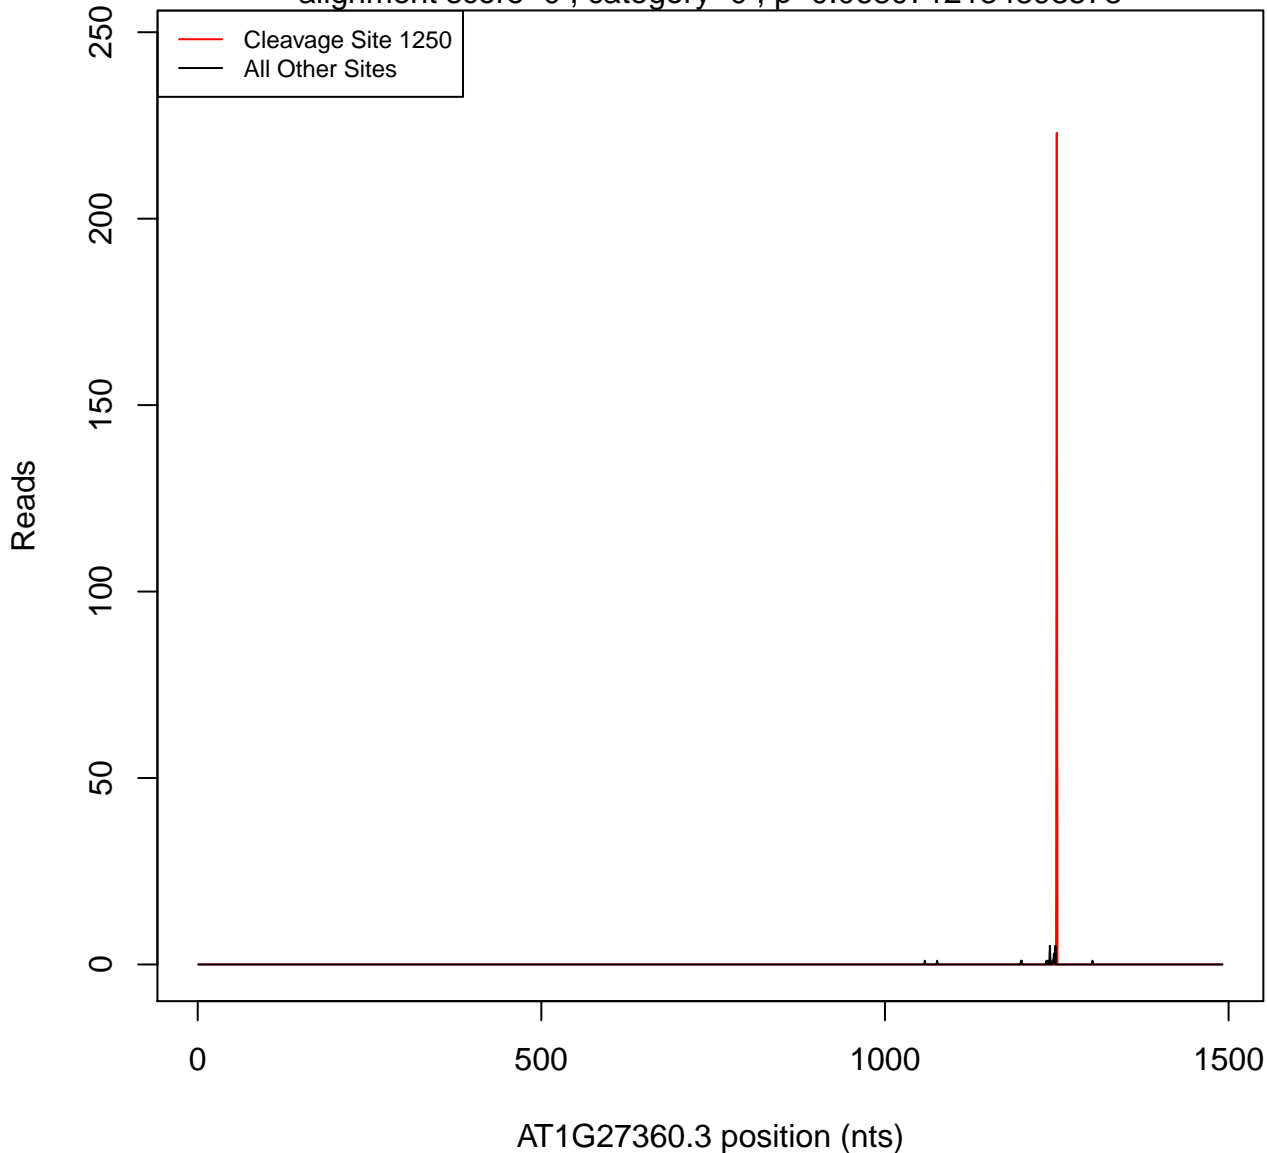

ath-miR157d slicing AT1G27360.3 at nt 1250

alignment score=2 , category=0 , p=0.0561437826265823

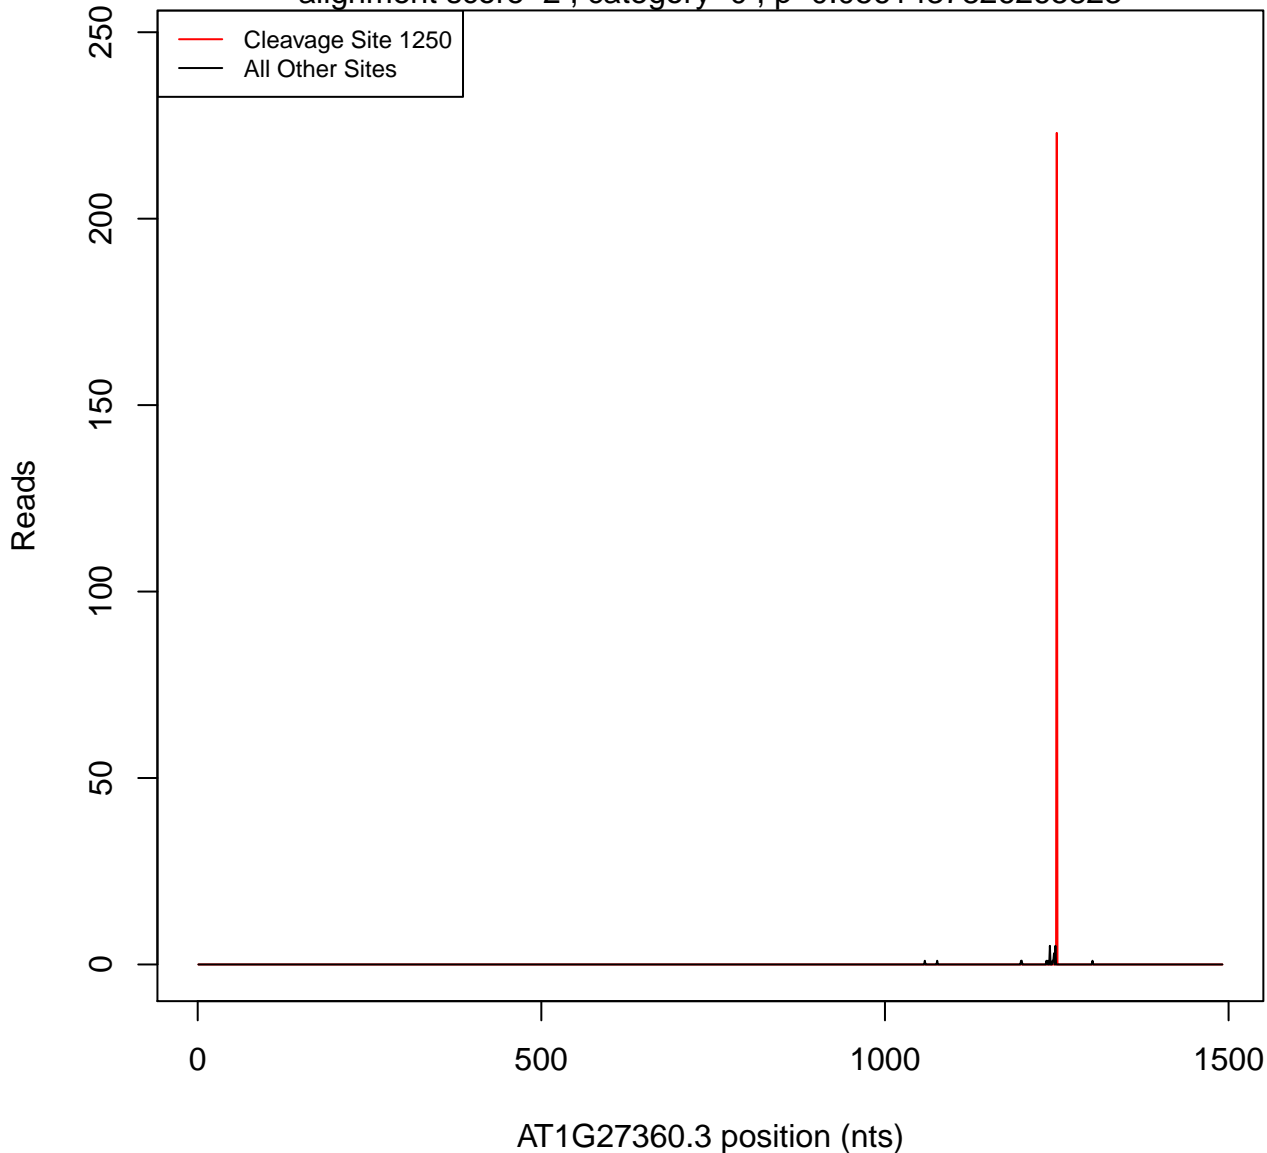

ath-miR156a slicing AT1G27360.4 at nt 1310

alignment score=1 , category=0 , p=0.0592699262622588

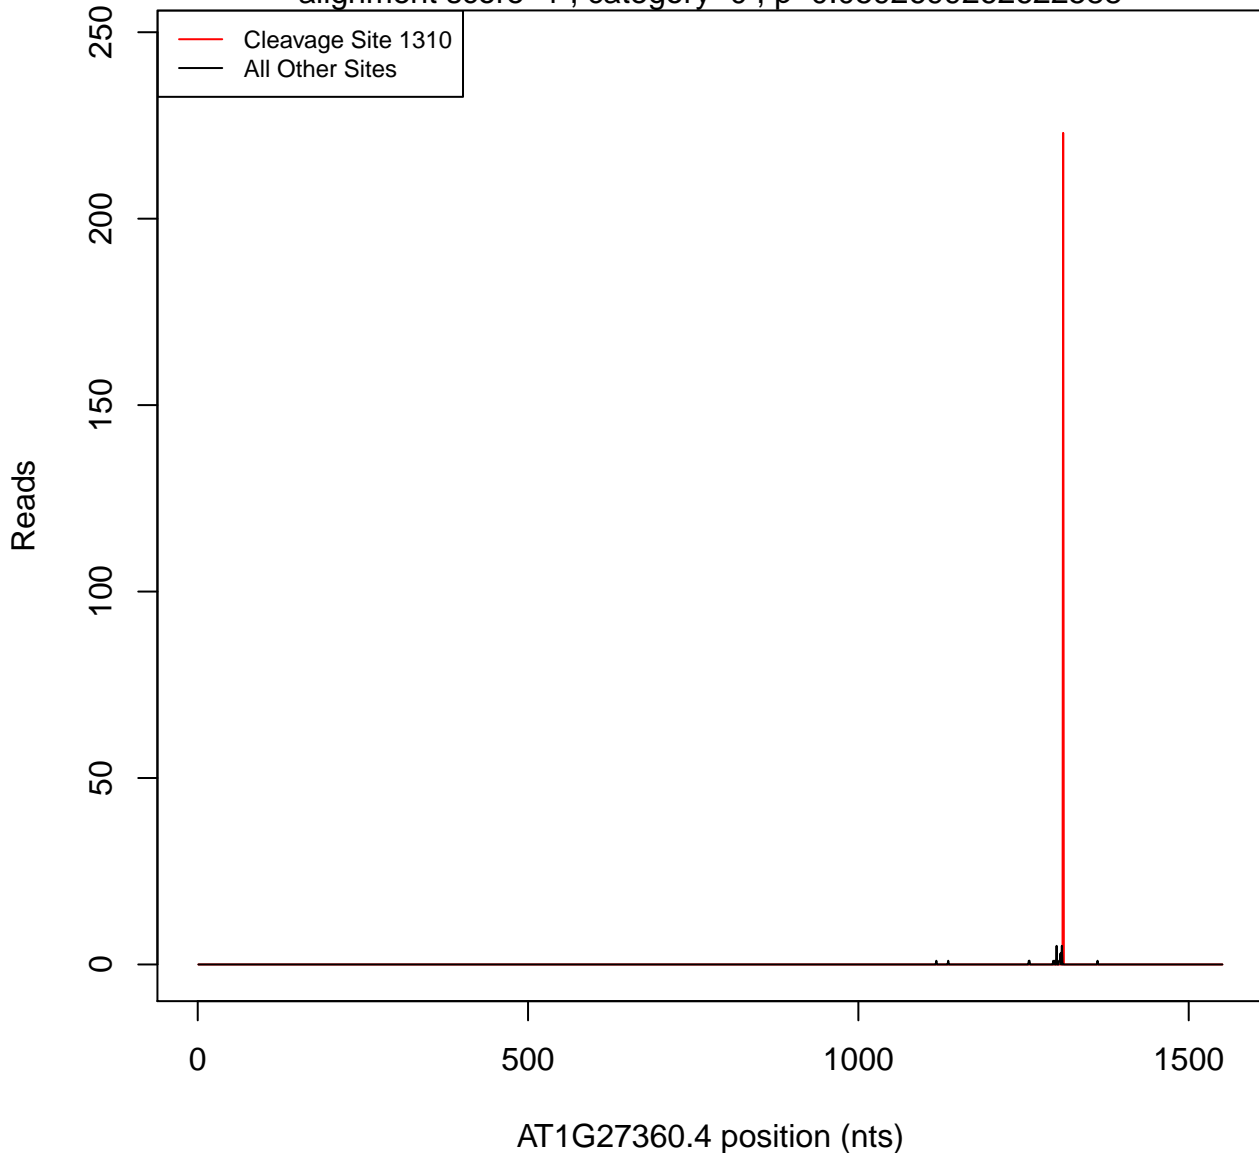

ath-miR156b slicing AT1G27360.4 at nt 1310

alignment score=1 , category=0 , p=0.0592699262622588

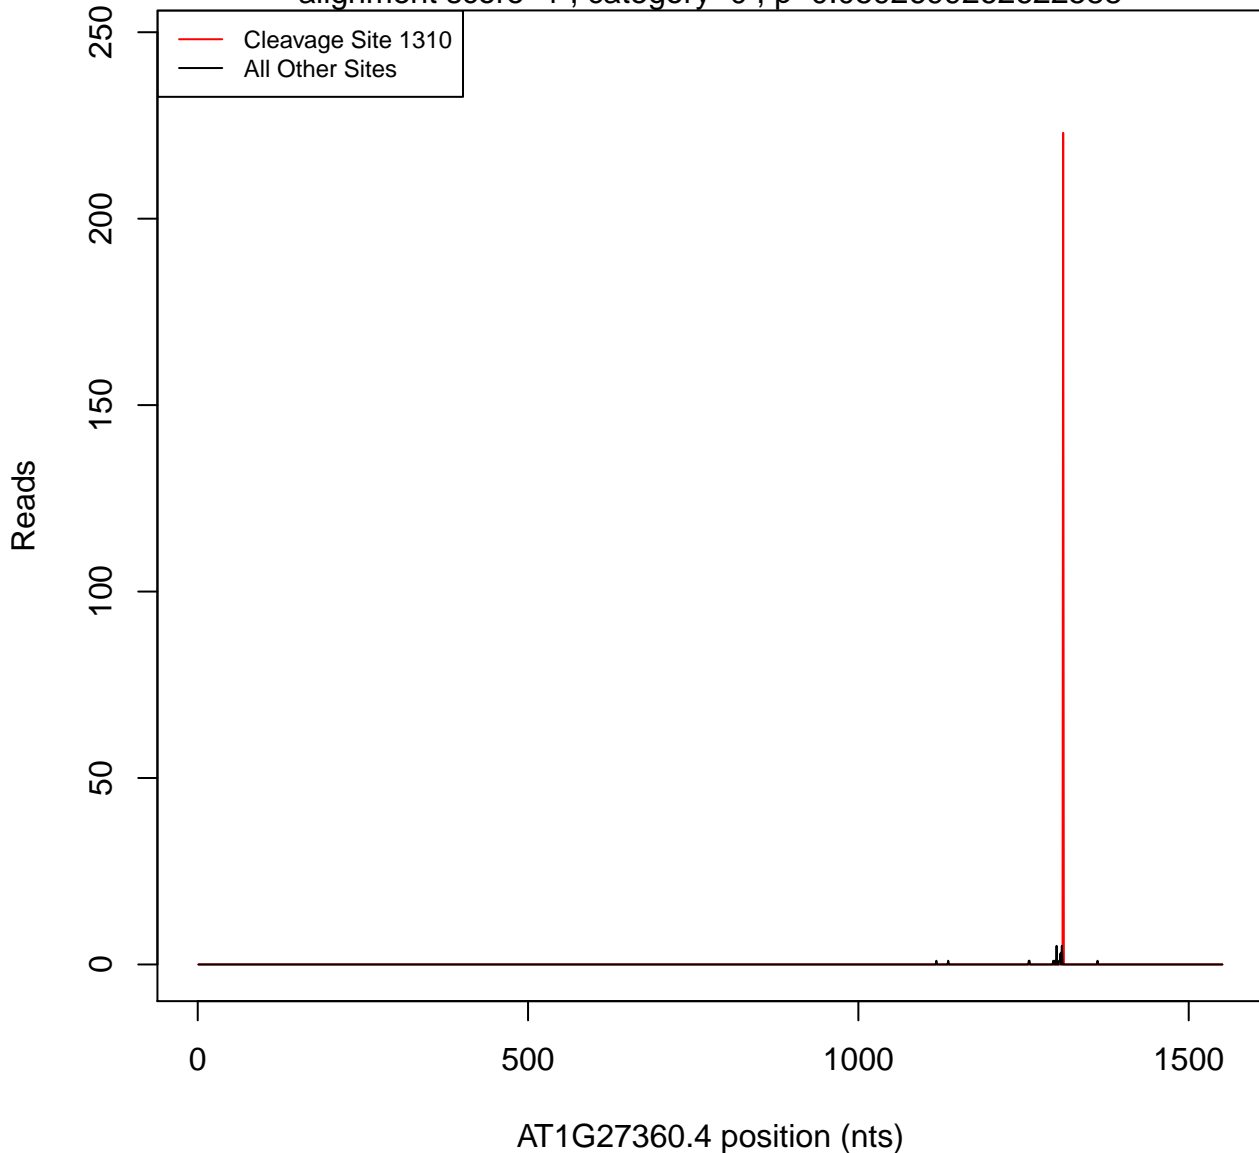

ath-miR156c slicing AT1G27360.4 at nt 1310

alignment score=1 , category=0 , p=0.0592699262622588

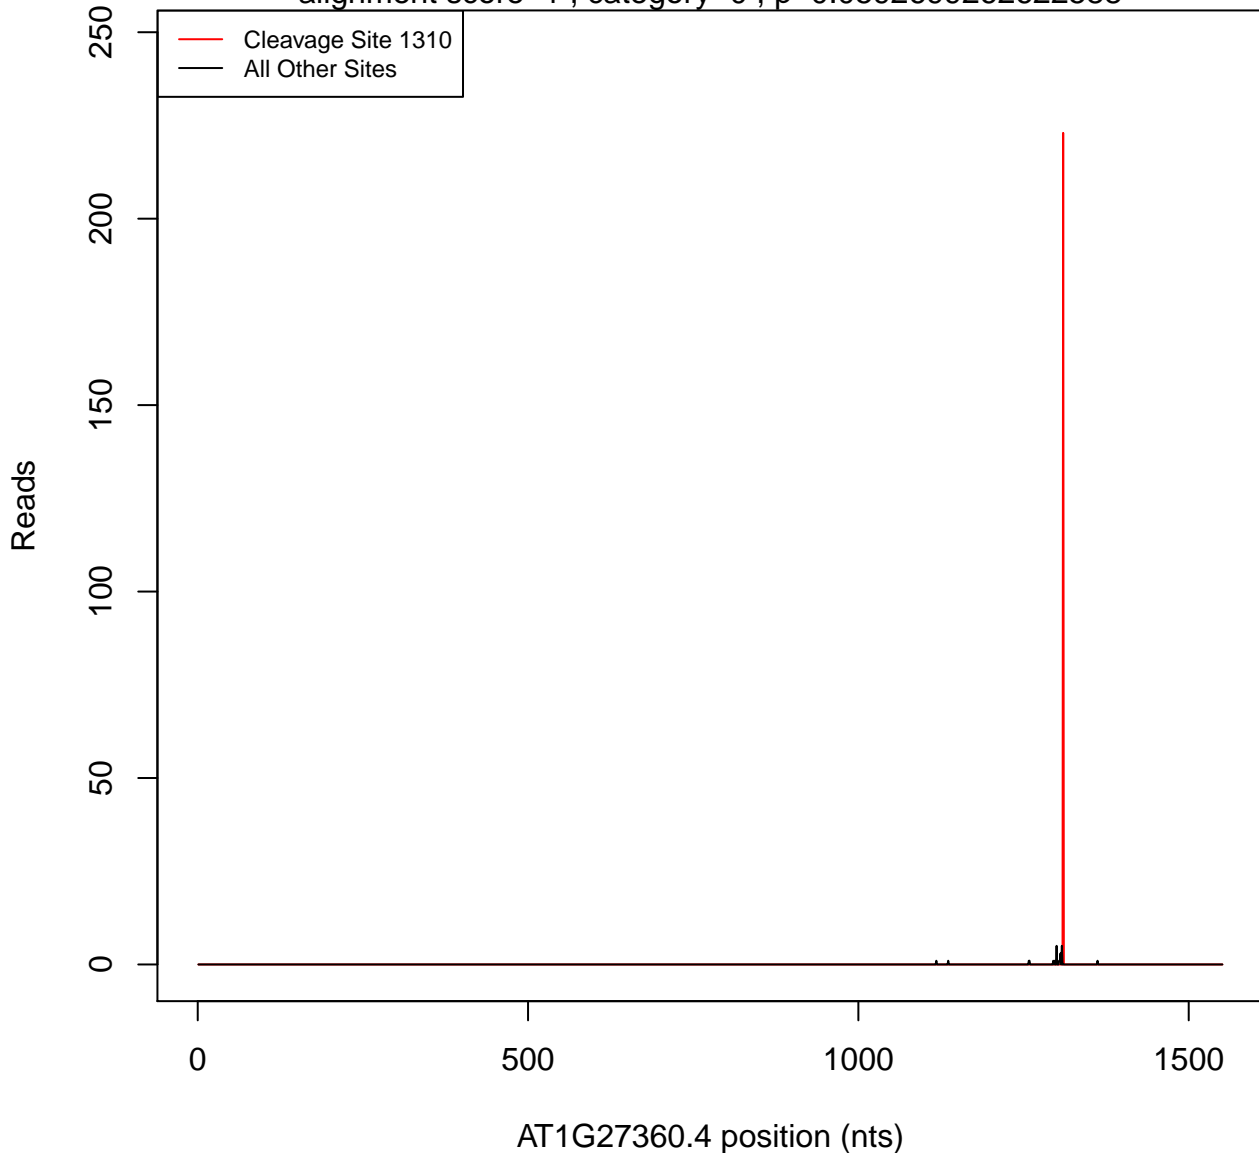

ath-miR156d slicing AT1G27360.4 at nt 1310

alignment score=1 , category=0 , p=0.0592699262622588

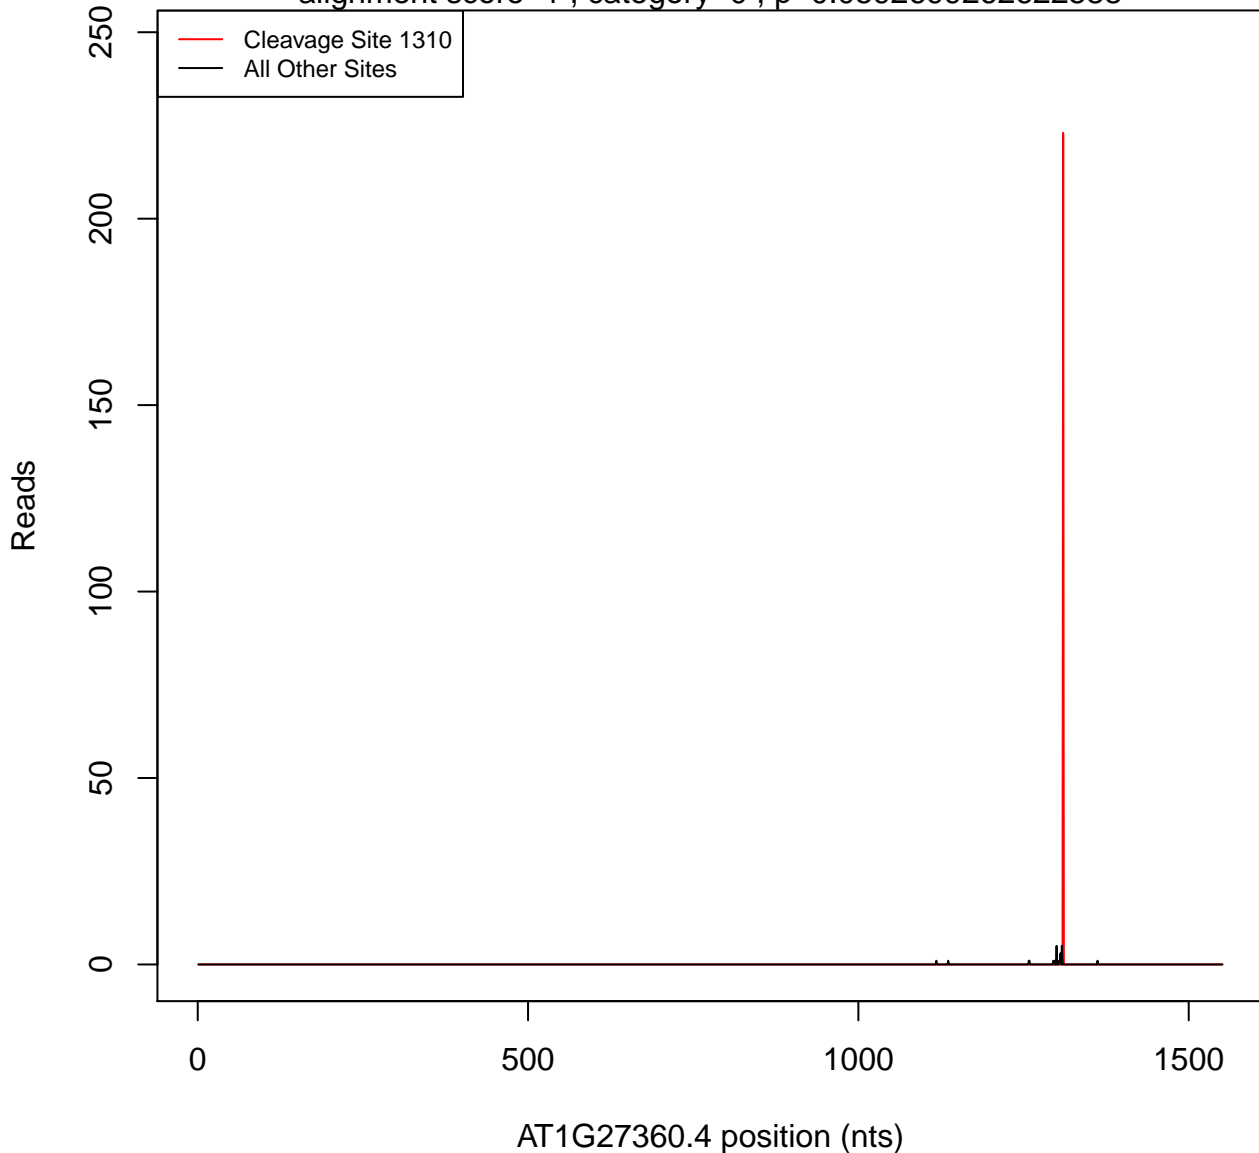

ath-miR156e slicing AT1G27360.4 at nt 1310

alignment score=1 , category=0 , p=0.0592699262622588

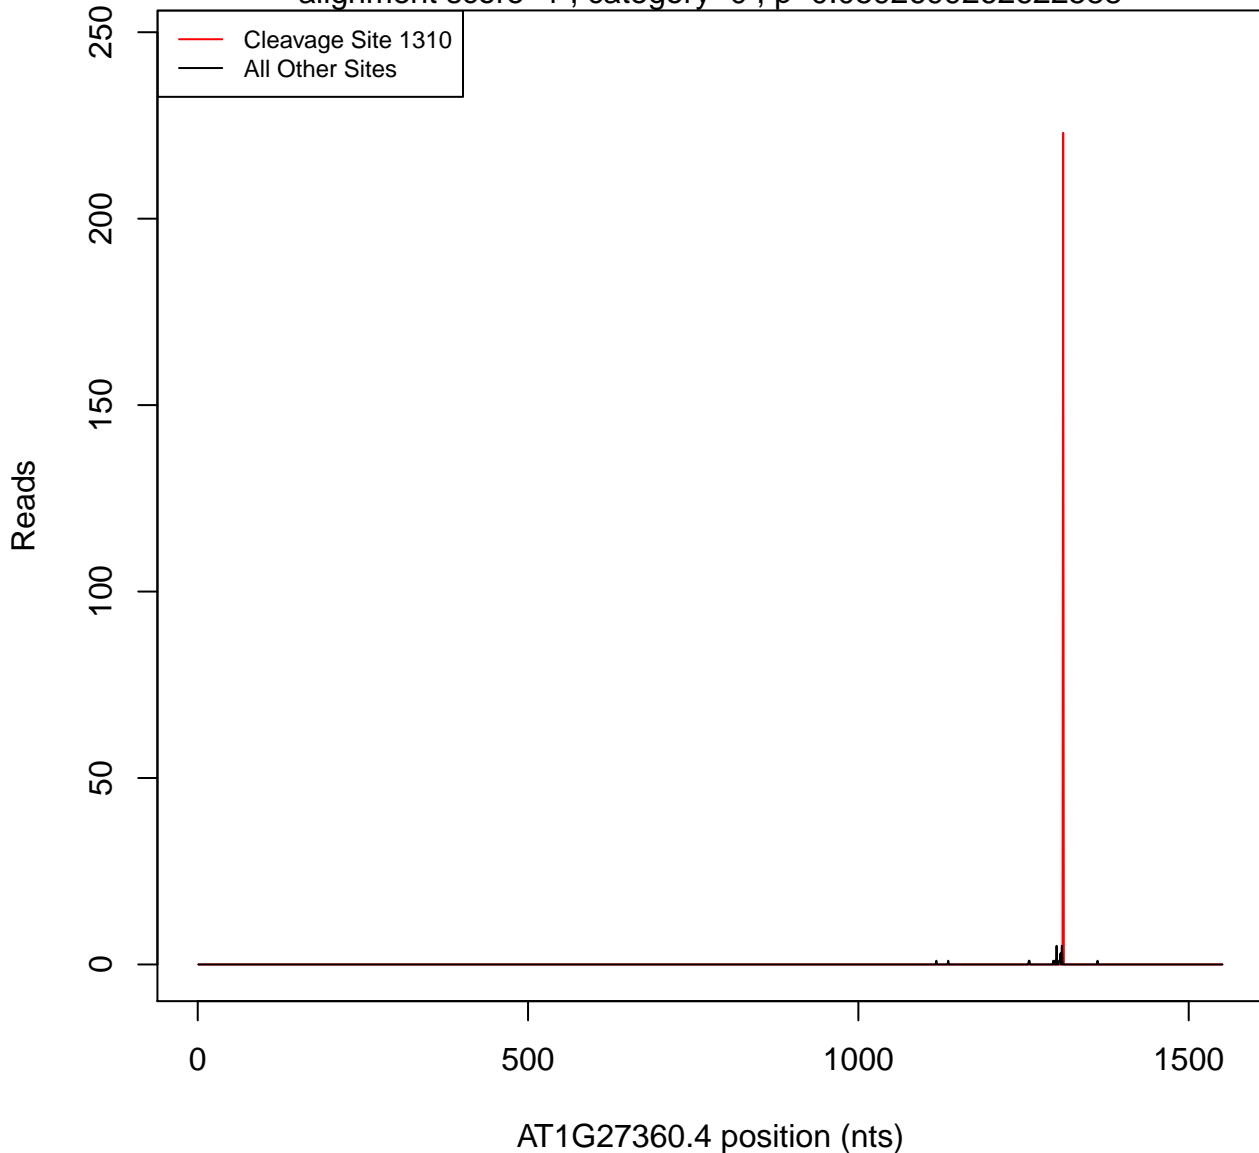

ath-miR156f slicing AT1G27360.4 at nt 1310

alignment score=1 , category=0 , p=0.0592699262622588

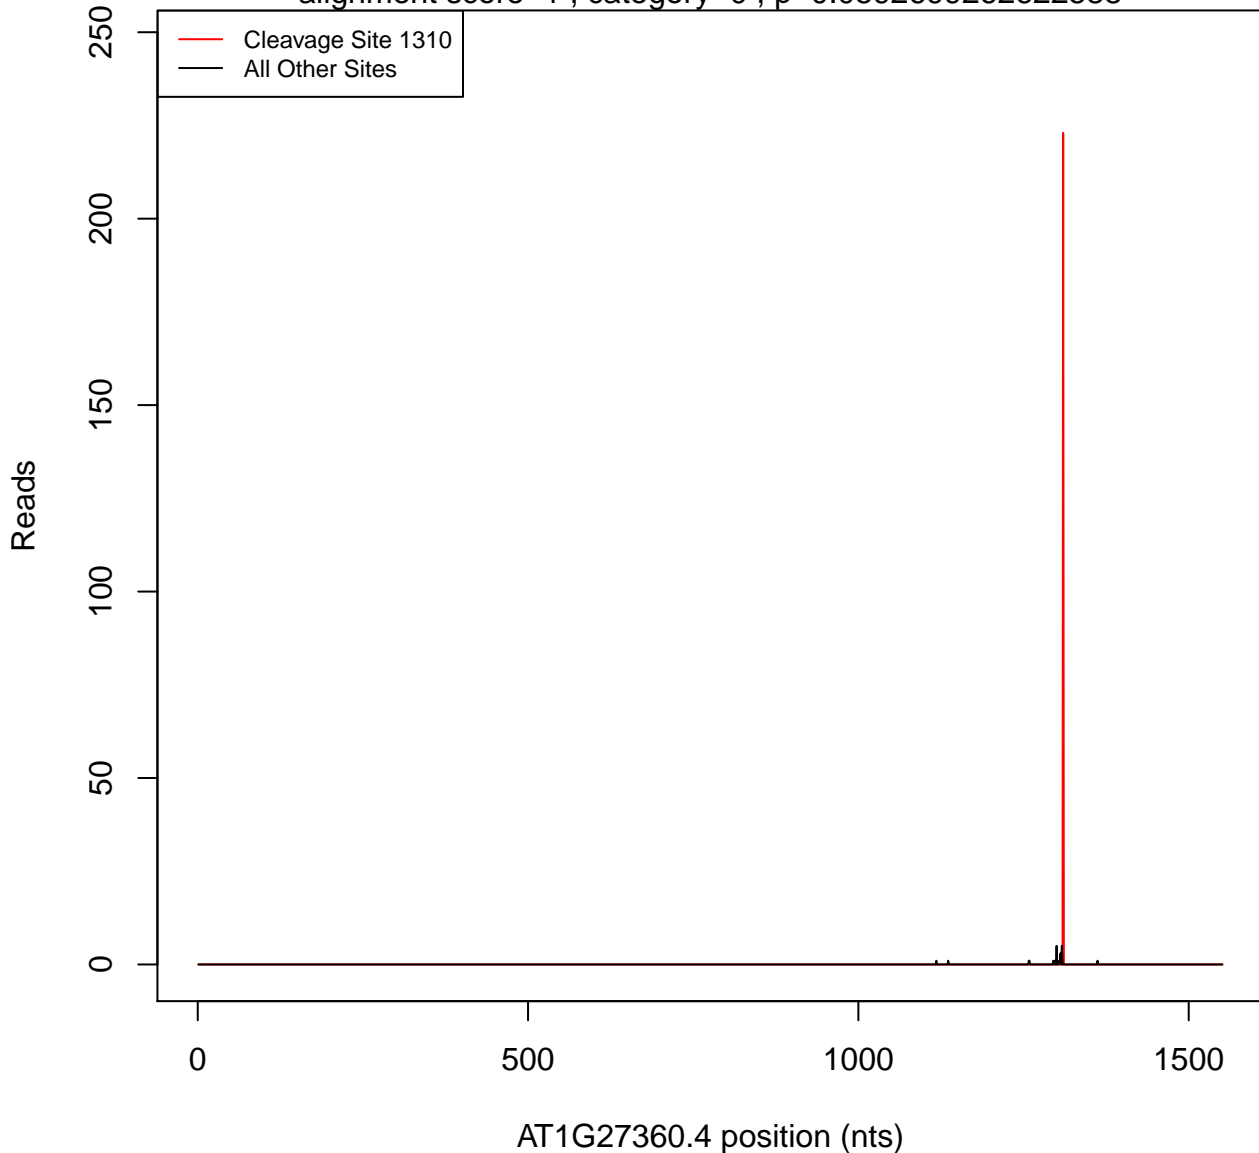

ath-miR156g slicing AT1G27360.4 at nt 1310

alignment score=2 , category=0 , p=0.0503855131498749

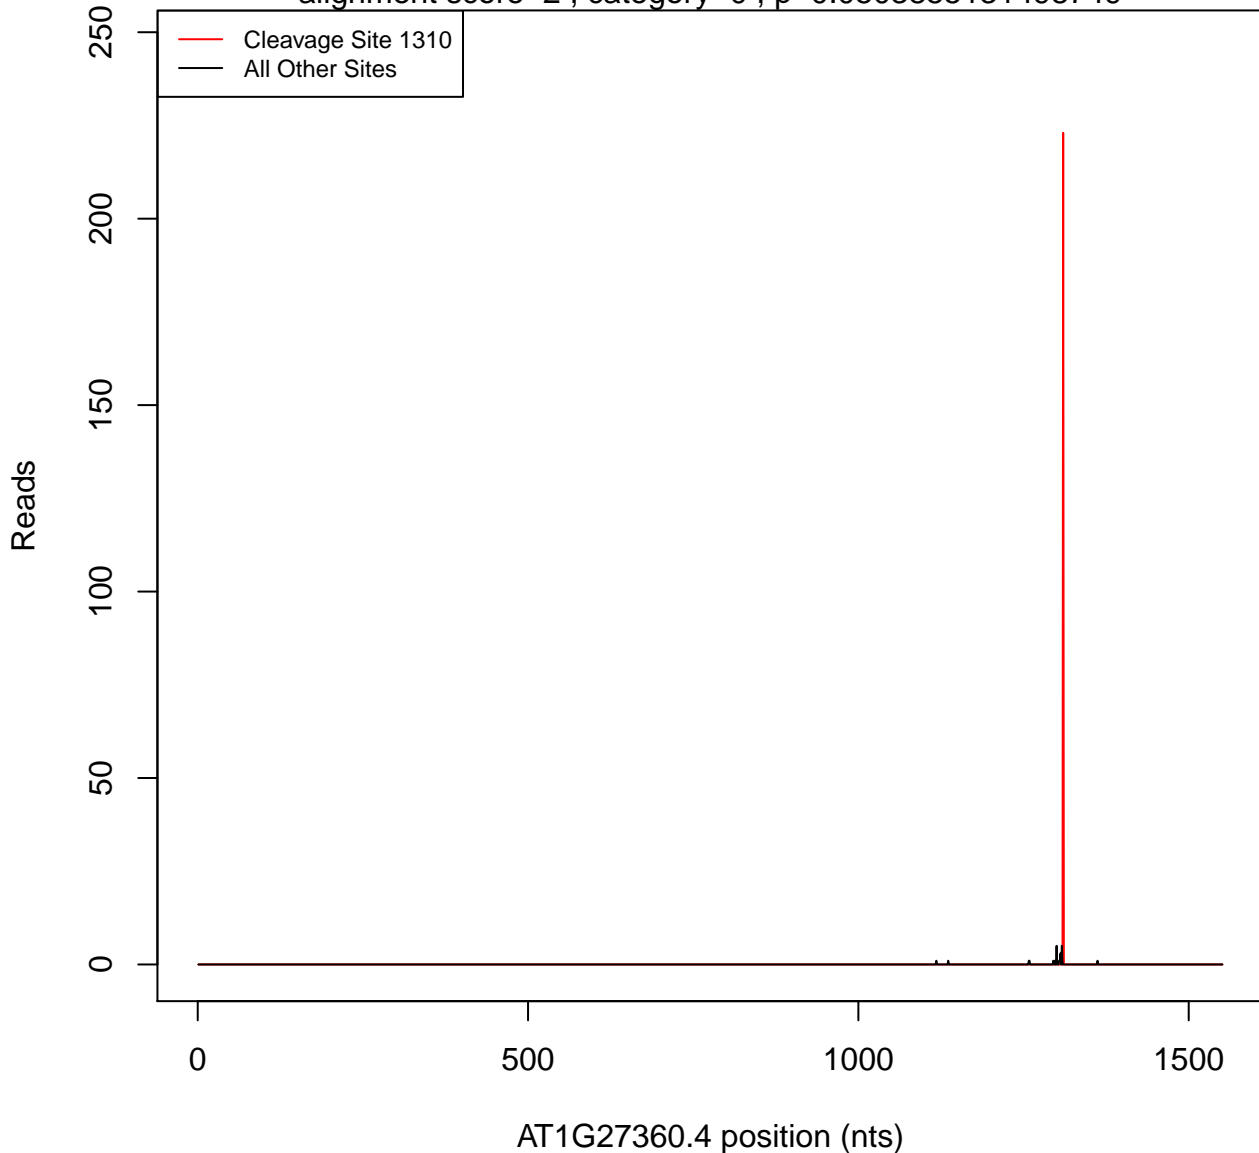

ath-miR156h slicing AT1G27360.4 at nt 1310

alignment score=2 , category=0 , p=0.0561437826265823

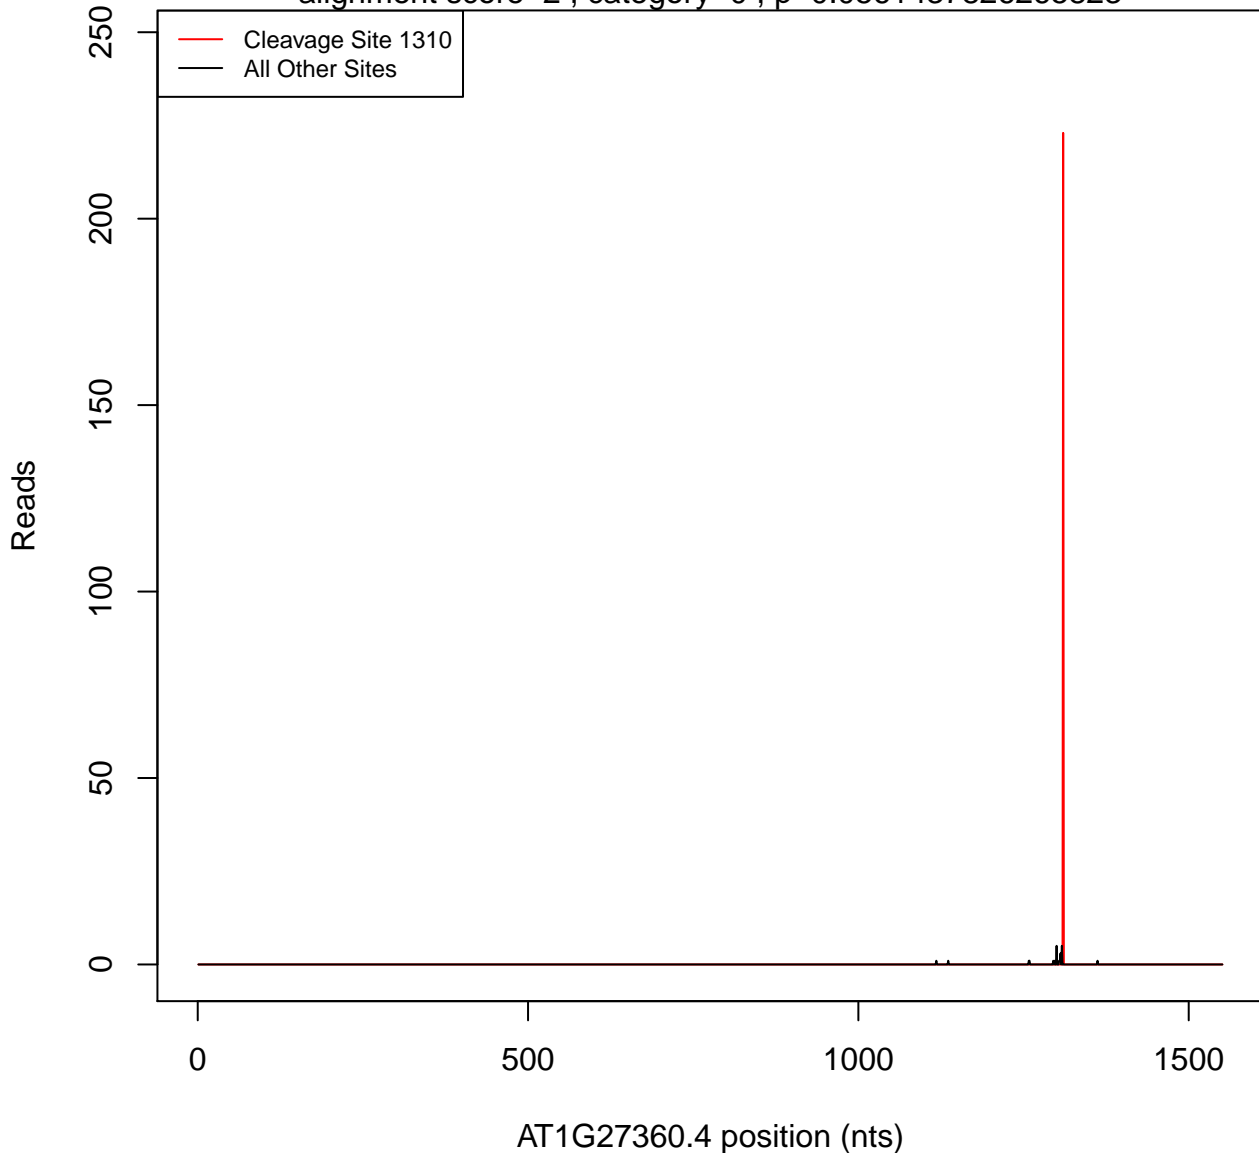

ath-miR156i slicing AT1G27360.4 at nt 1310

alignment score=1 , category=0 , p=0.0626448986382654

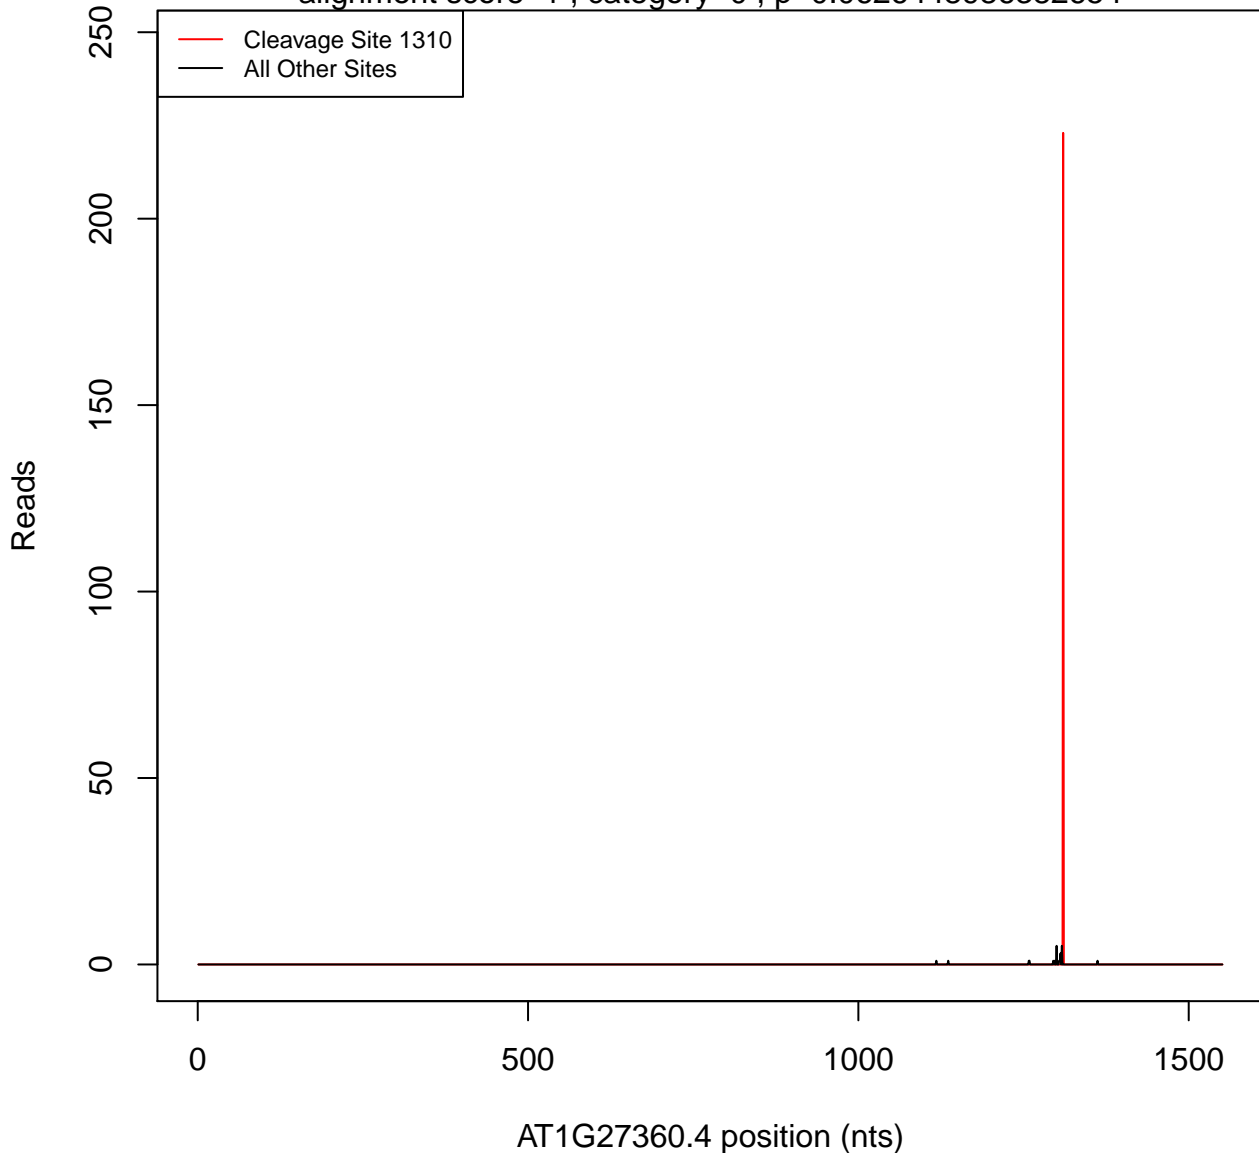

ath-miR156j slicing AT1G27360.4 at nt 1310

alignment score=0 , category=0 , p=0.0680712184898578

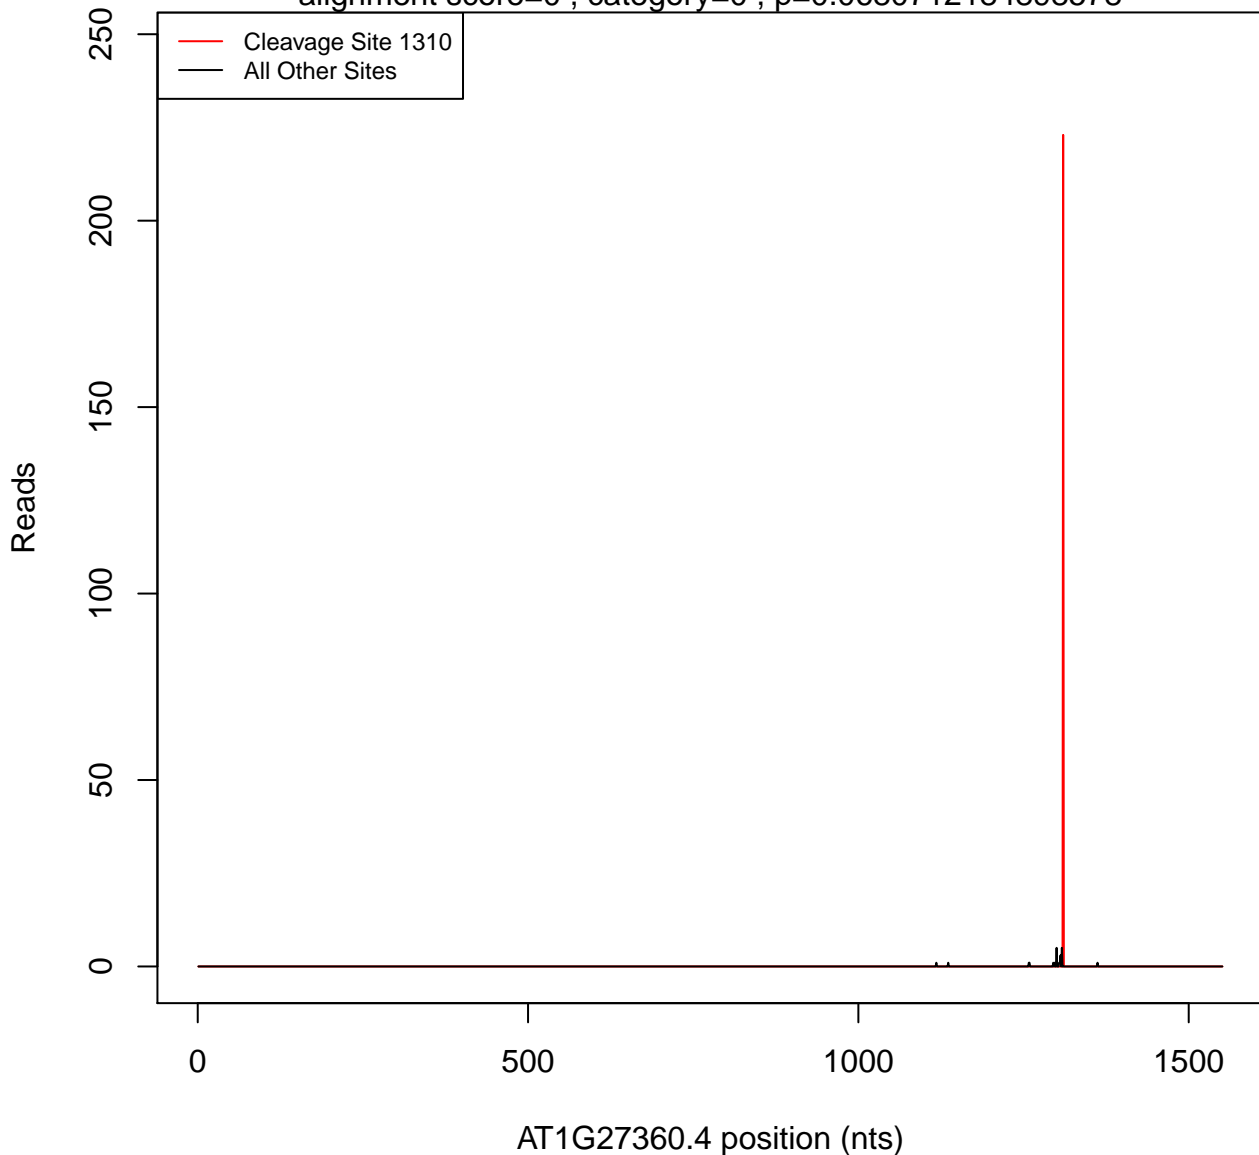

ath-miR157d slicing AT1G27360.4 at nt 1310

alignment score=2 , category=0 , p=0.0561437826265823

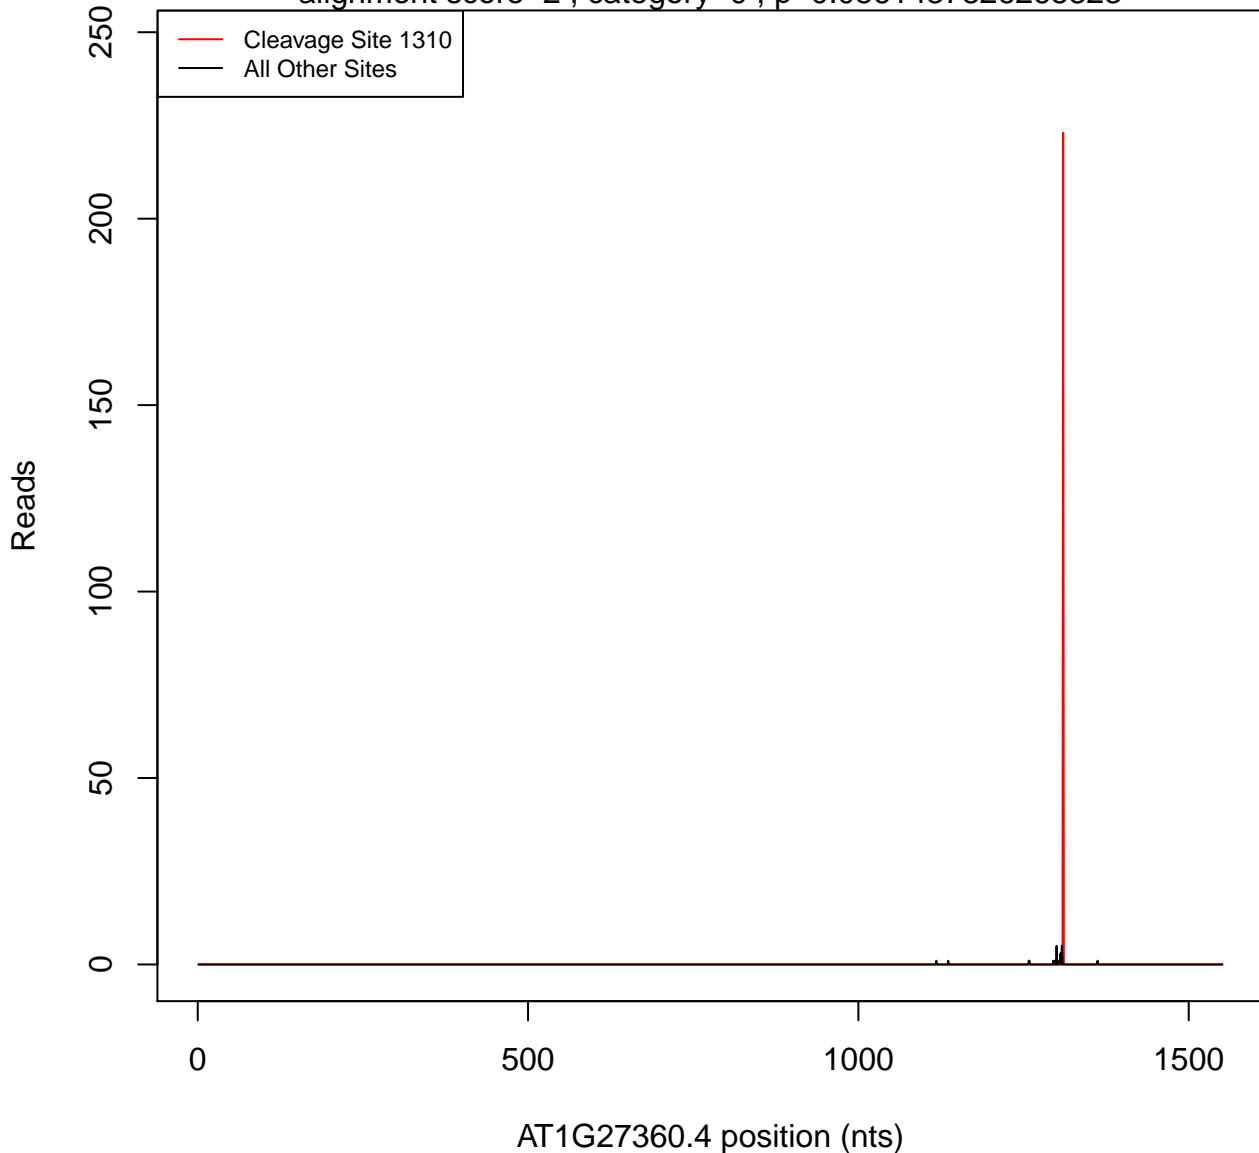

ath-miR156a slicing AT1G27370.1 at nt 2378

alignment score=1 , category=0 , p=0.0592699262622588

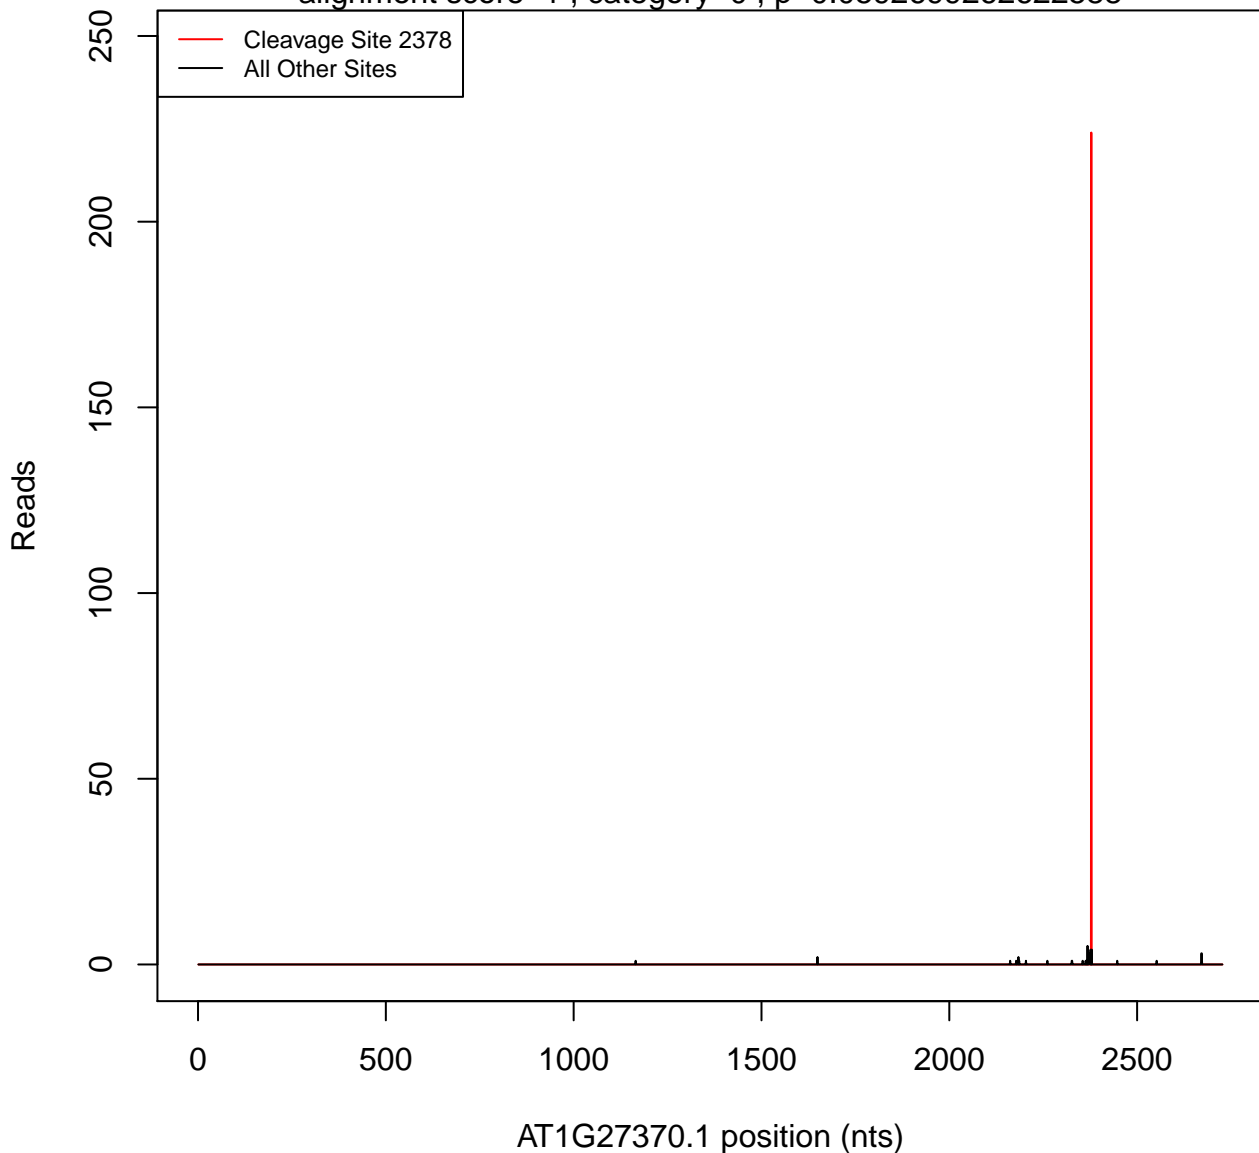

ath-miR156b slicing AT1G27370.1 at nt 2378

alignment score=1 , category=0 , p=0.0592699262622588

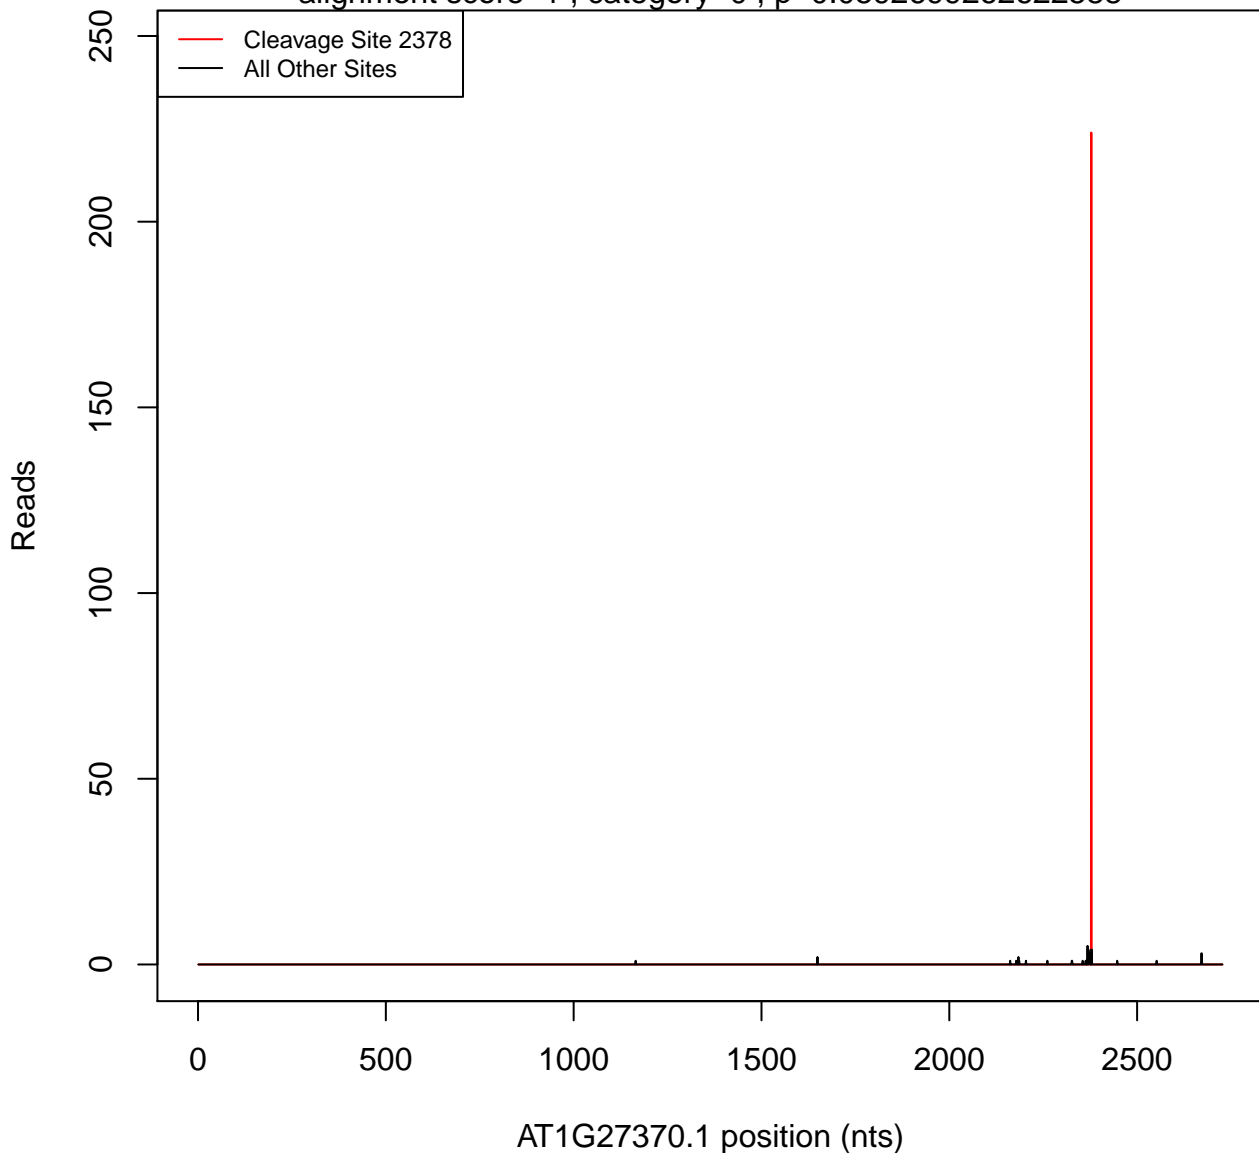

ath-miR156c slicing AT1G27370.1 at nt 2378

alignment score=1 , category=0 , p=0.0592699262622588

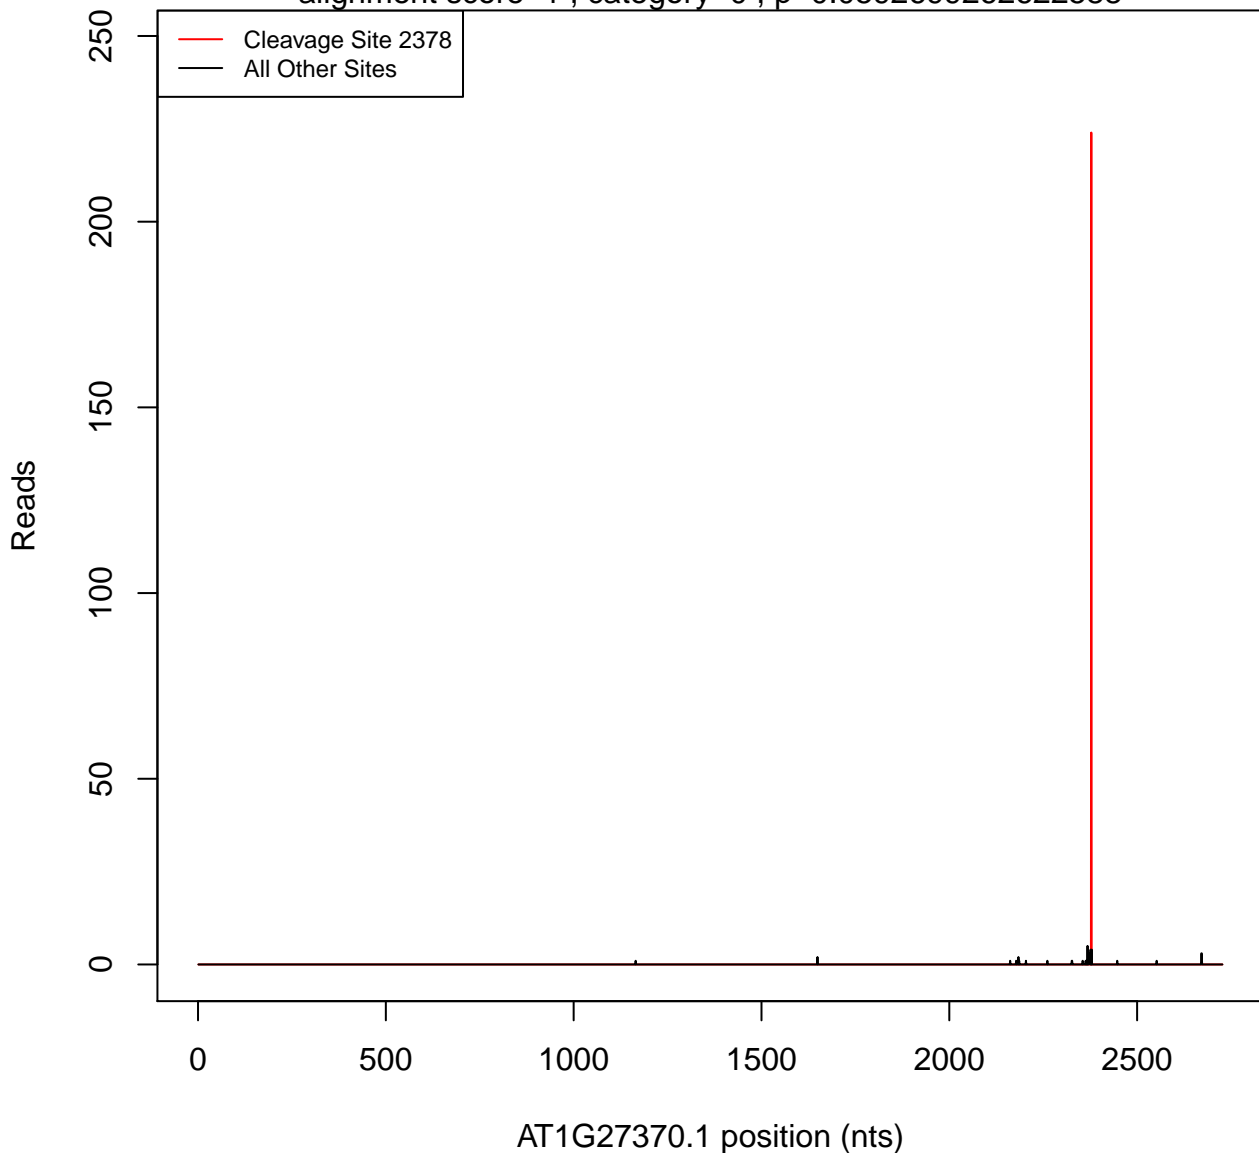

ath-miR156d slicing AT1G27370.1 at nt 2378

alignment score=1 , category=0 , p=0.0592699262622588

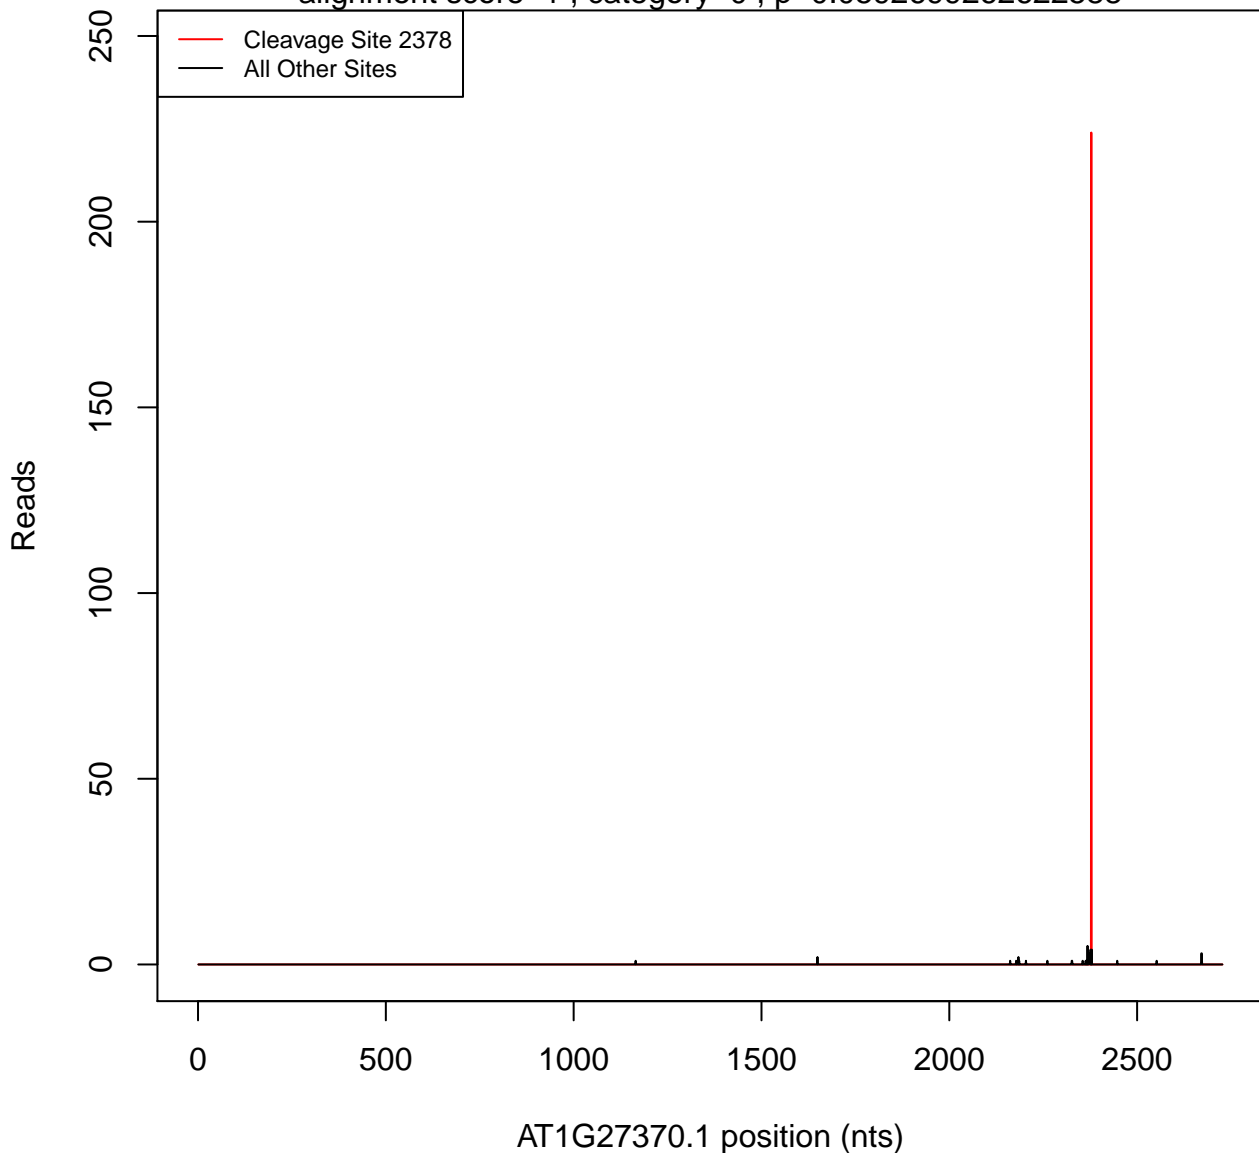

ath-miR156e slicing AT1G27370.1 at nt 2378

alignment score=1 , category=0 , p=0.0592699262622588

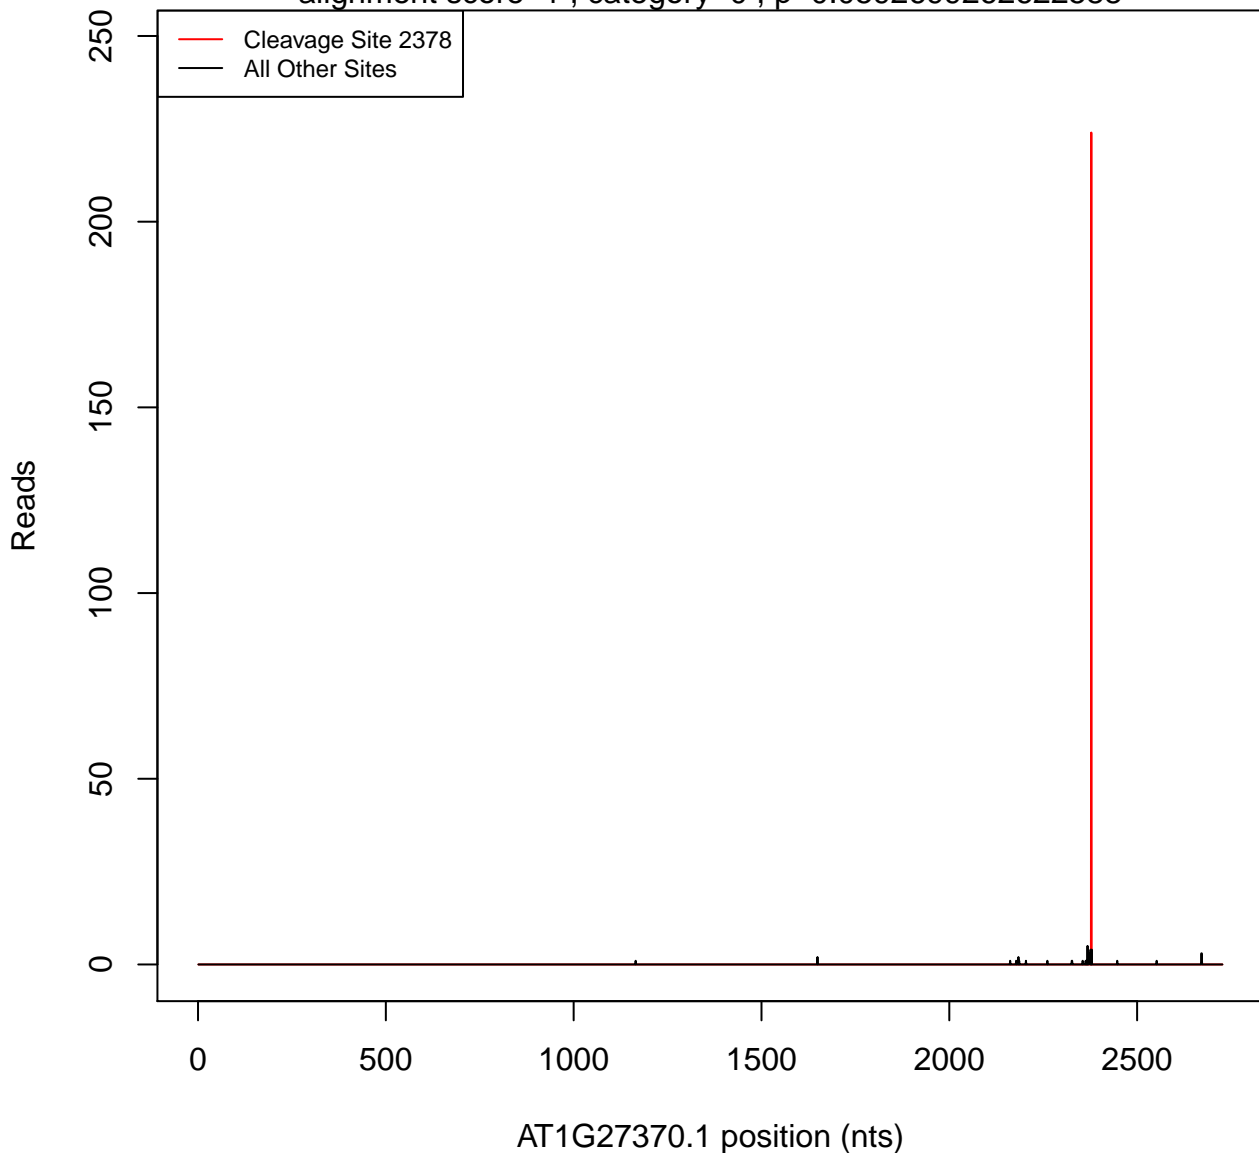

ath-miR156f slicing AT1G27370.1 at nt 2378

alignment score=1 , category=0 , p=0.0592699262622588

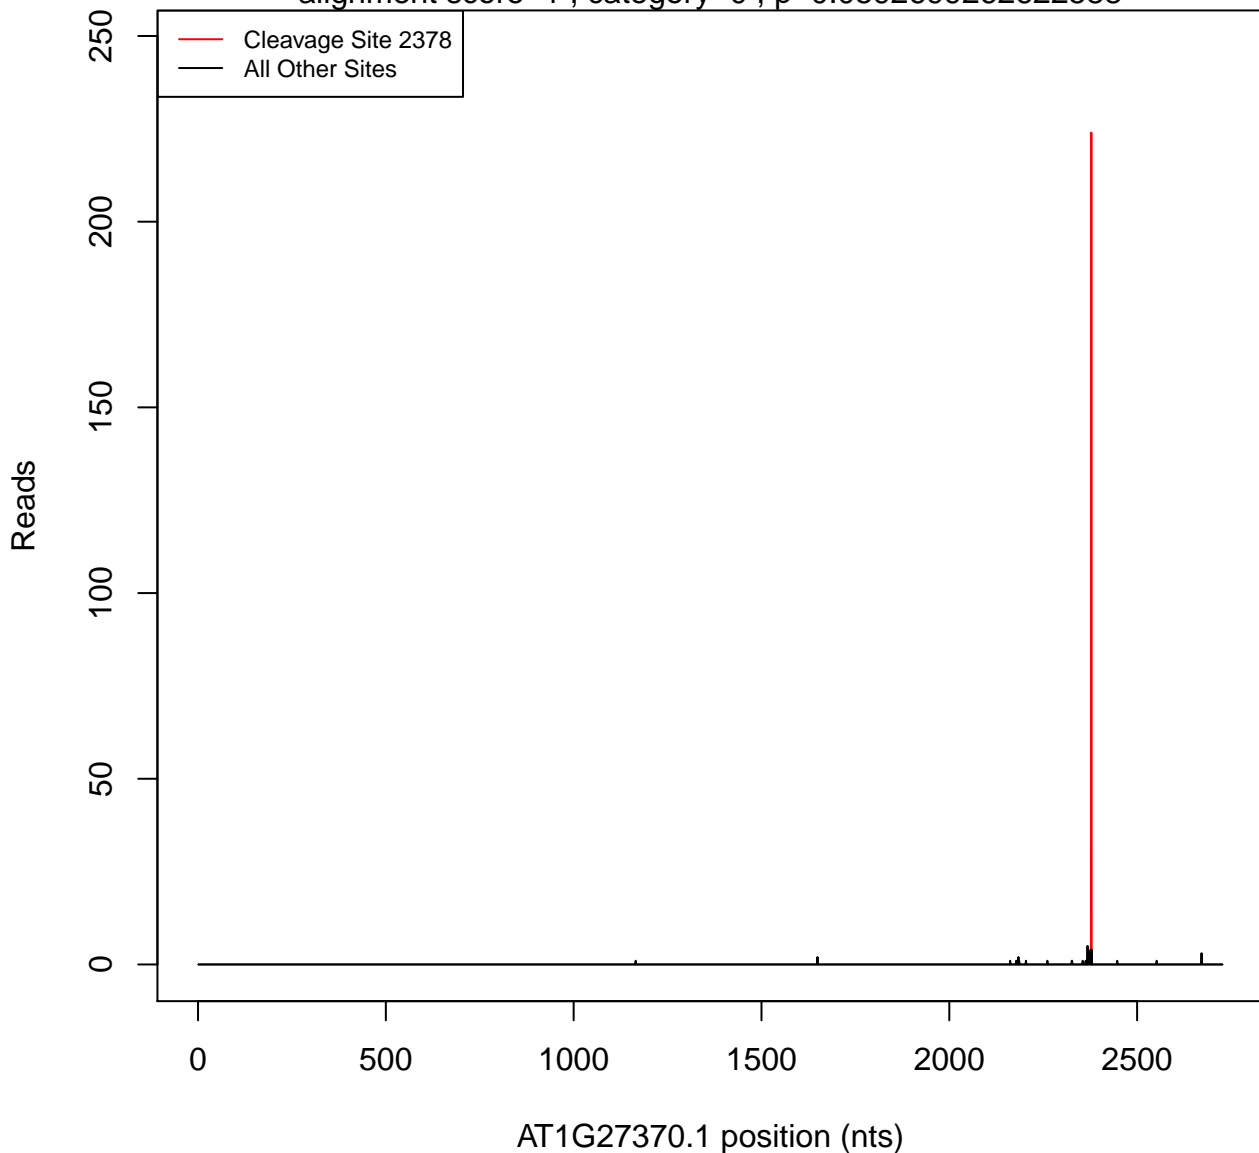

ath-miR156g slicing AT1G27370.1 at nt 2378

alignment score=2 , category=0 , p=0.0503855131498749

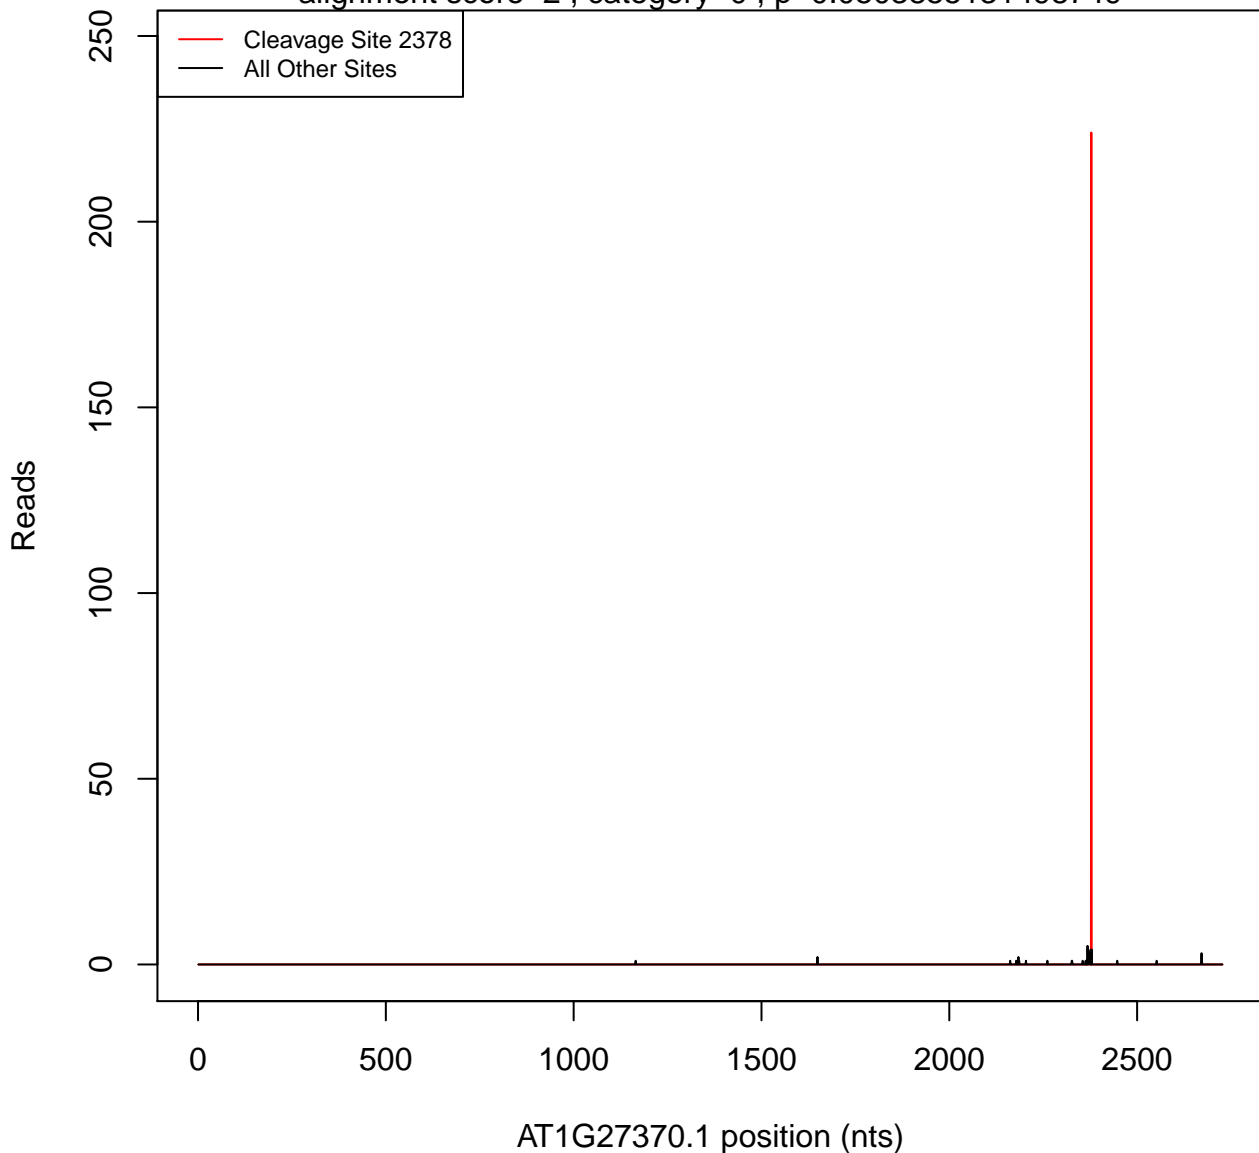

ath-miR156h slicing AT1G27370.1 at nt 2378

alignment score=2 , category=0 , p=0.0561437826265823

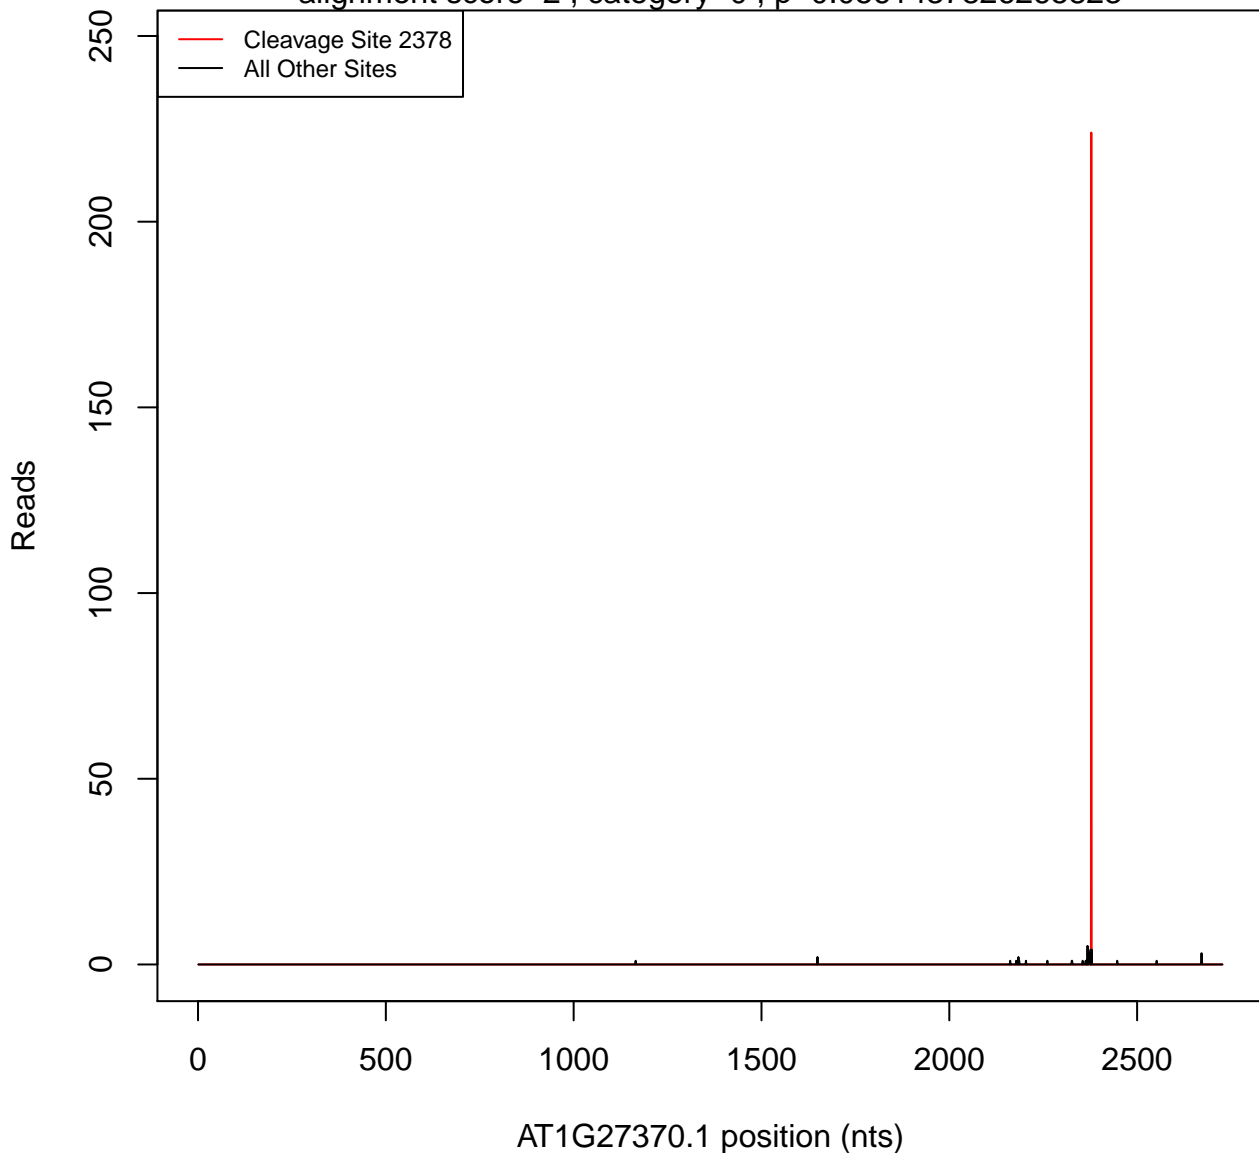

ath-miR156i slicing AT1G27370.1 at nt 2378

alignment score=1 , category=0 , p=0.0626448986382654

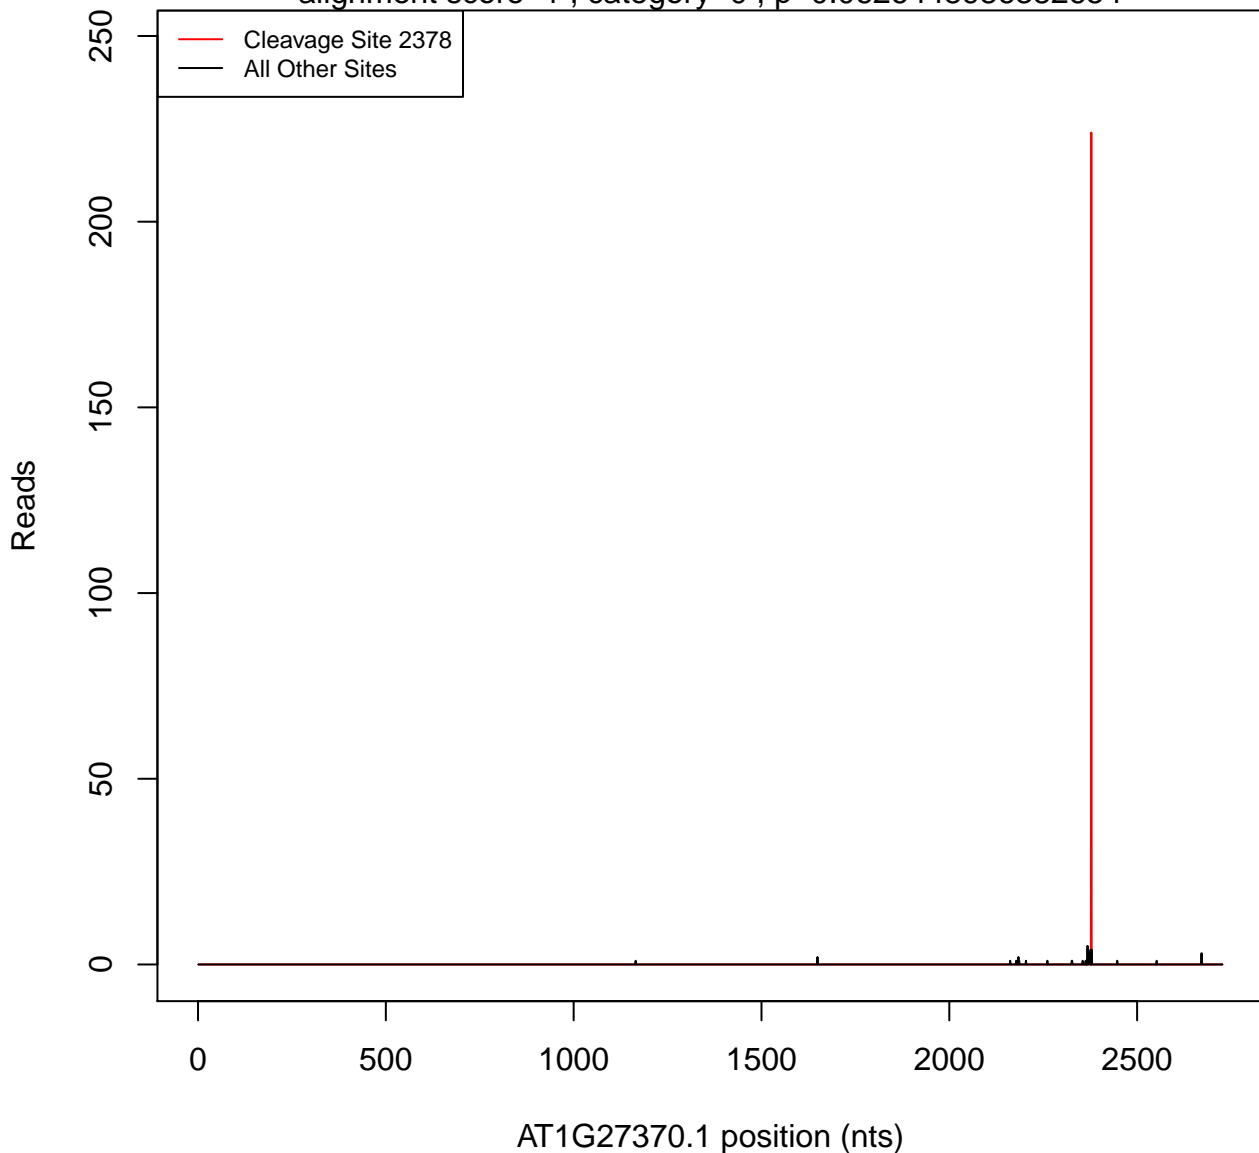

ath-miR156j slicing AT1G27370.1 at nt 2378

alignment score=0 , category=0 , p=0.0680712184898578

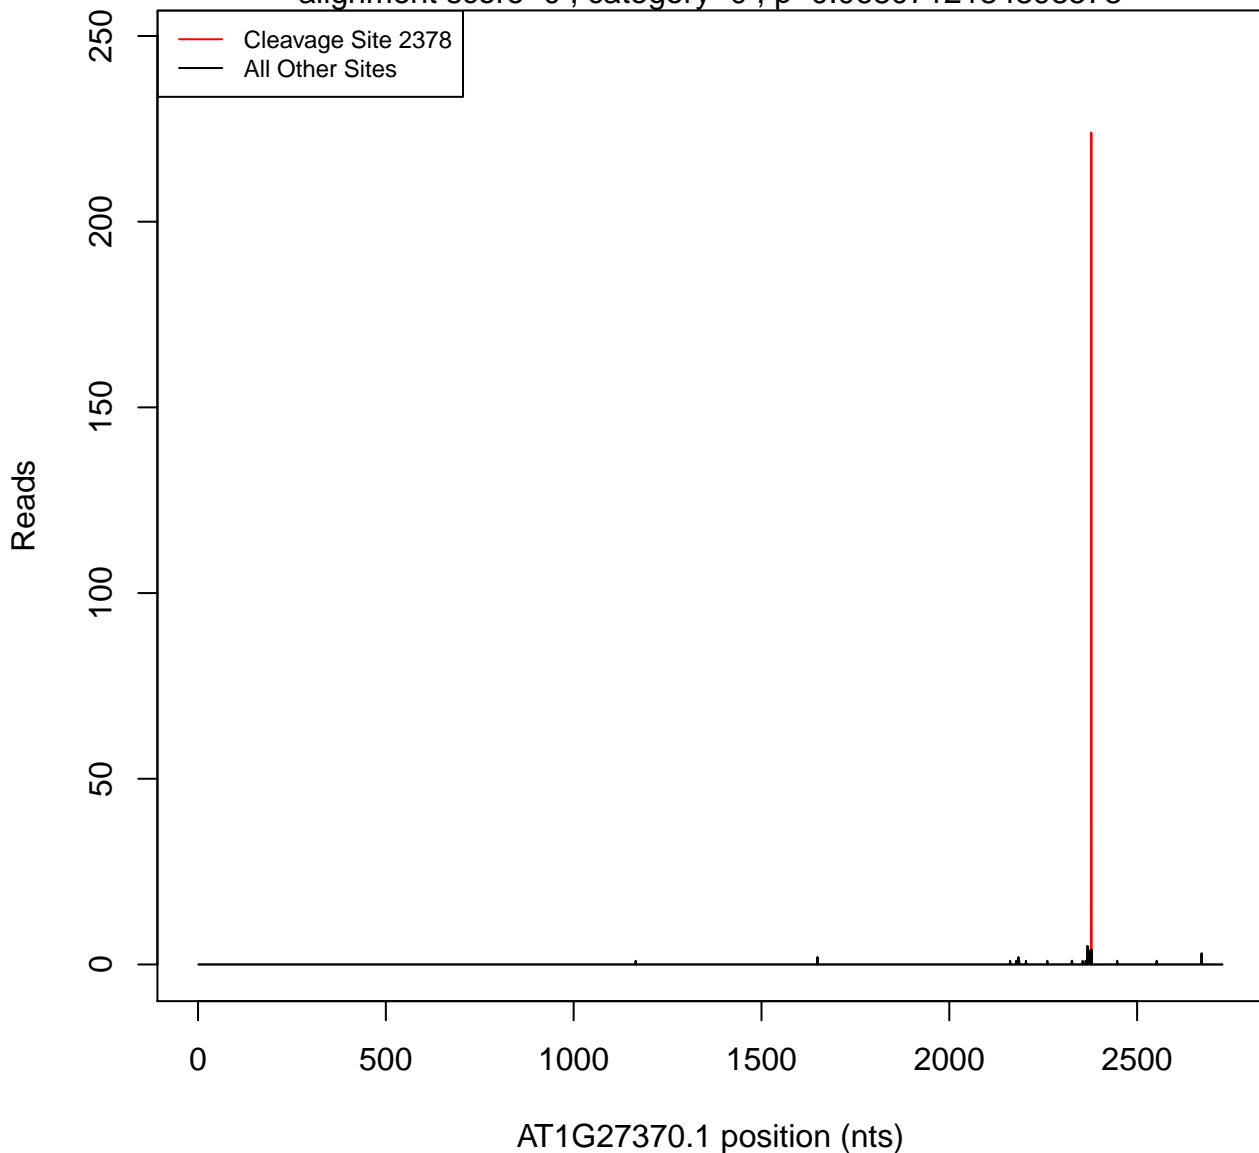

ath-miR157d slicing AT1G27370.1 at nt 2378

alignment score=2 , category=0 , p=0.0561437826265823

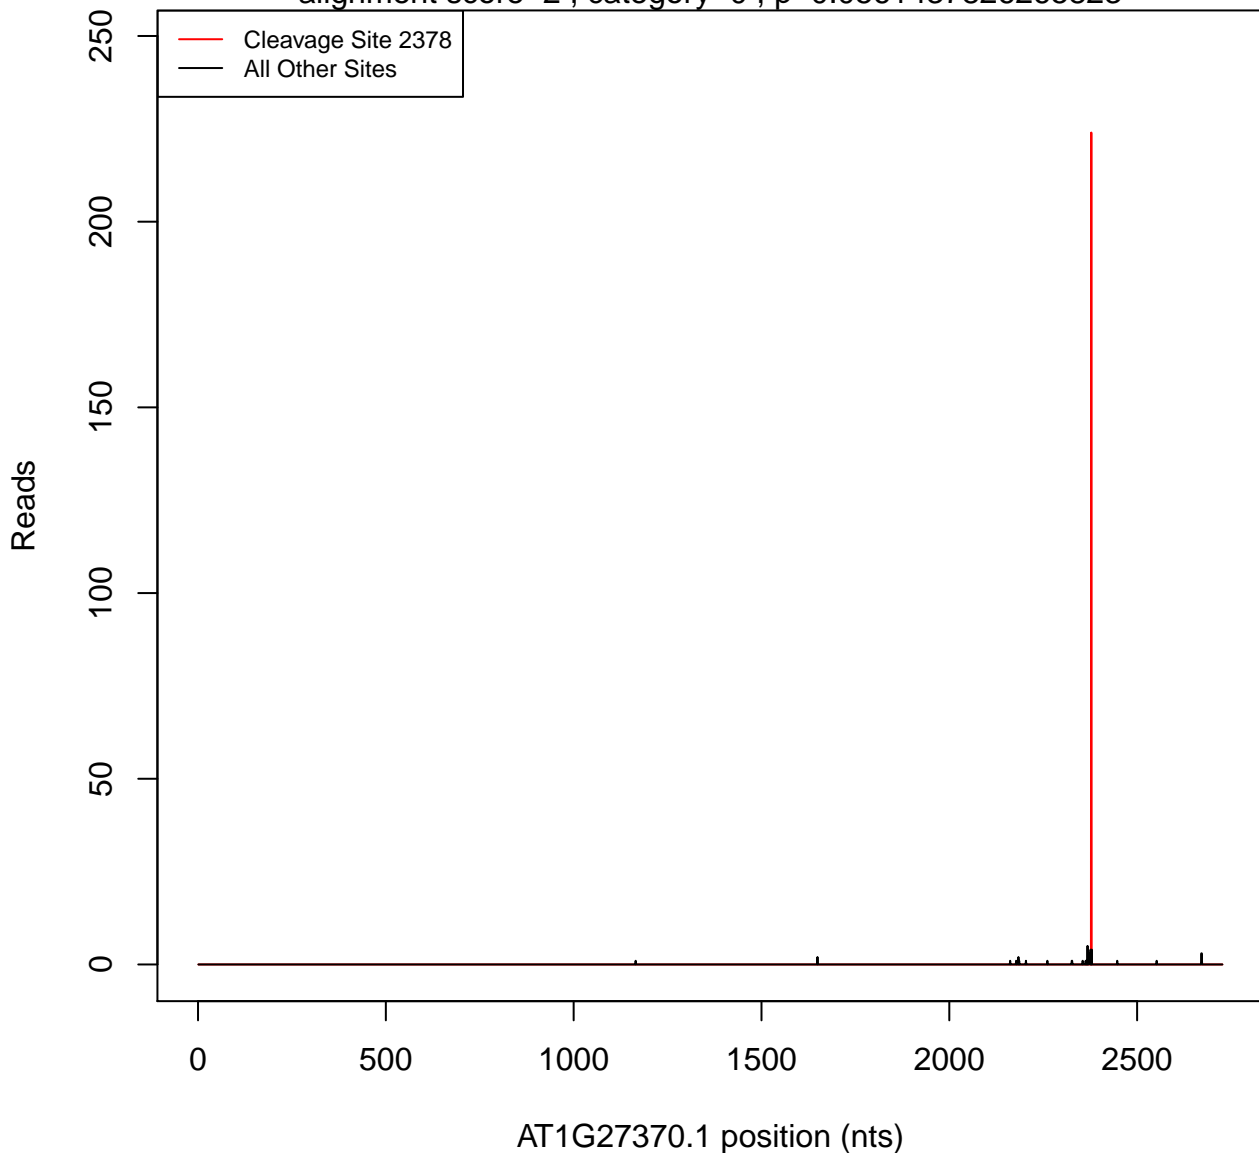

ath-miR156a slicing AT1G27370.2 at nt 1456

alignment score=1 , category=0 , p=0.0592699262622588

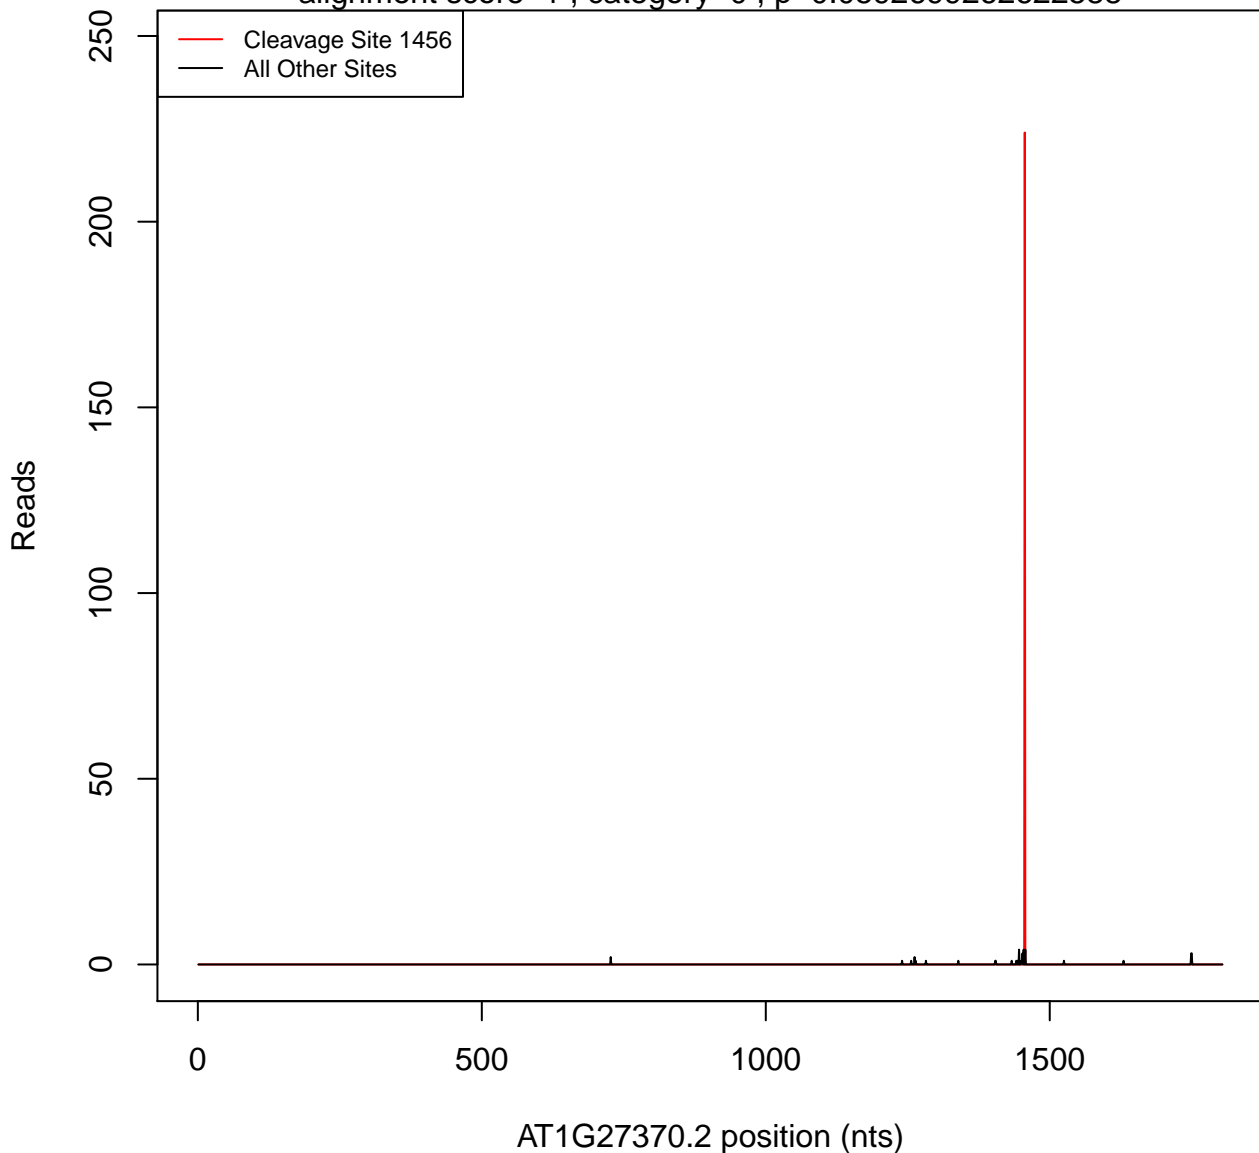

ath-miR156b slicing AT1G27370.2 at nt 1456

alignment score=1 , category=0 , p=0.0592699262622588

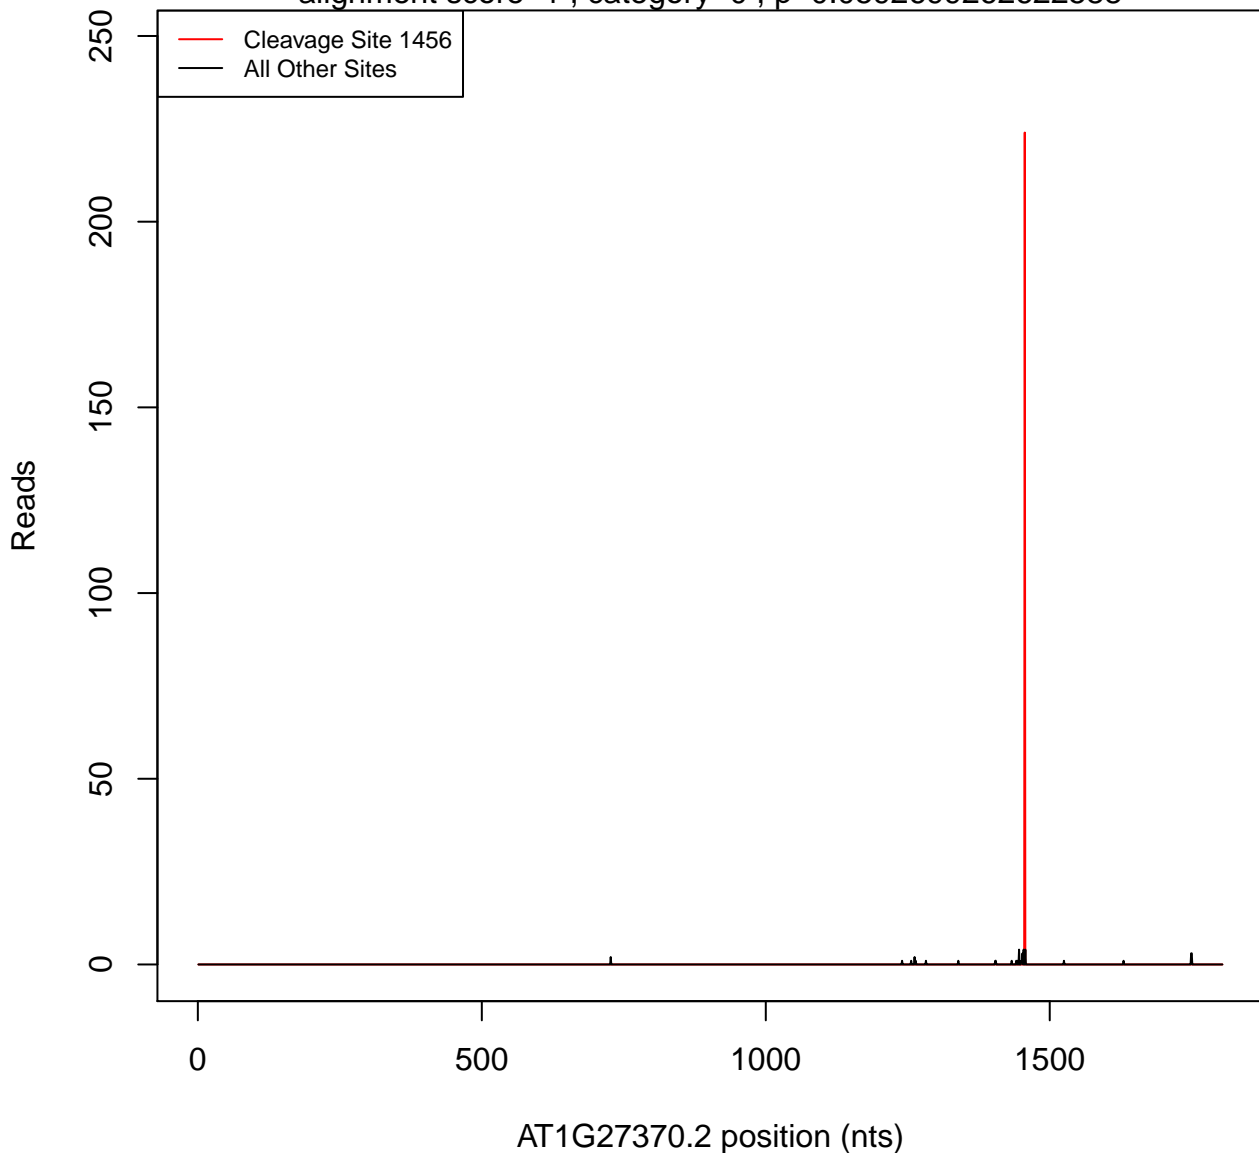

ath-miR156c slicing AT1G27370.2 at nt 1456

alignment score=1 , category=0 , p=0.0592699262622588

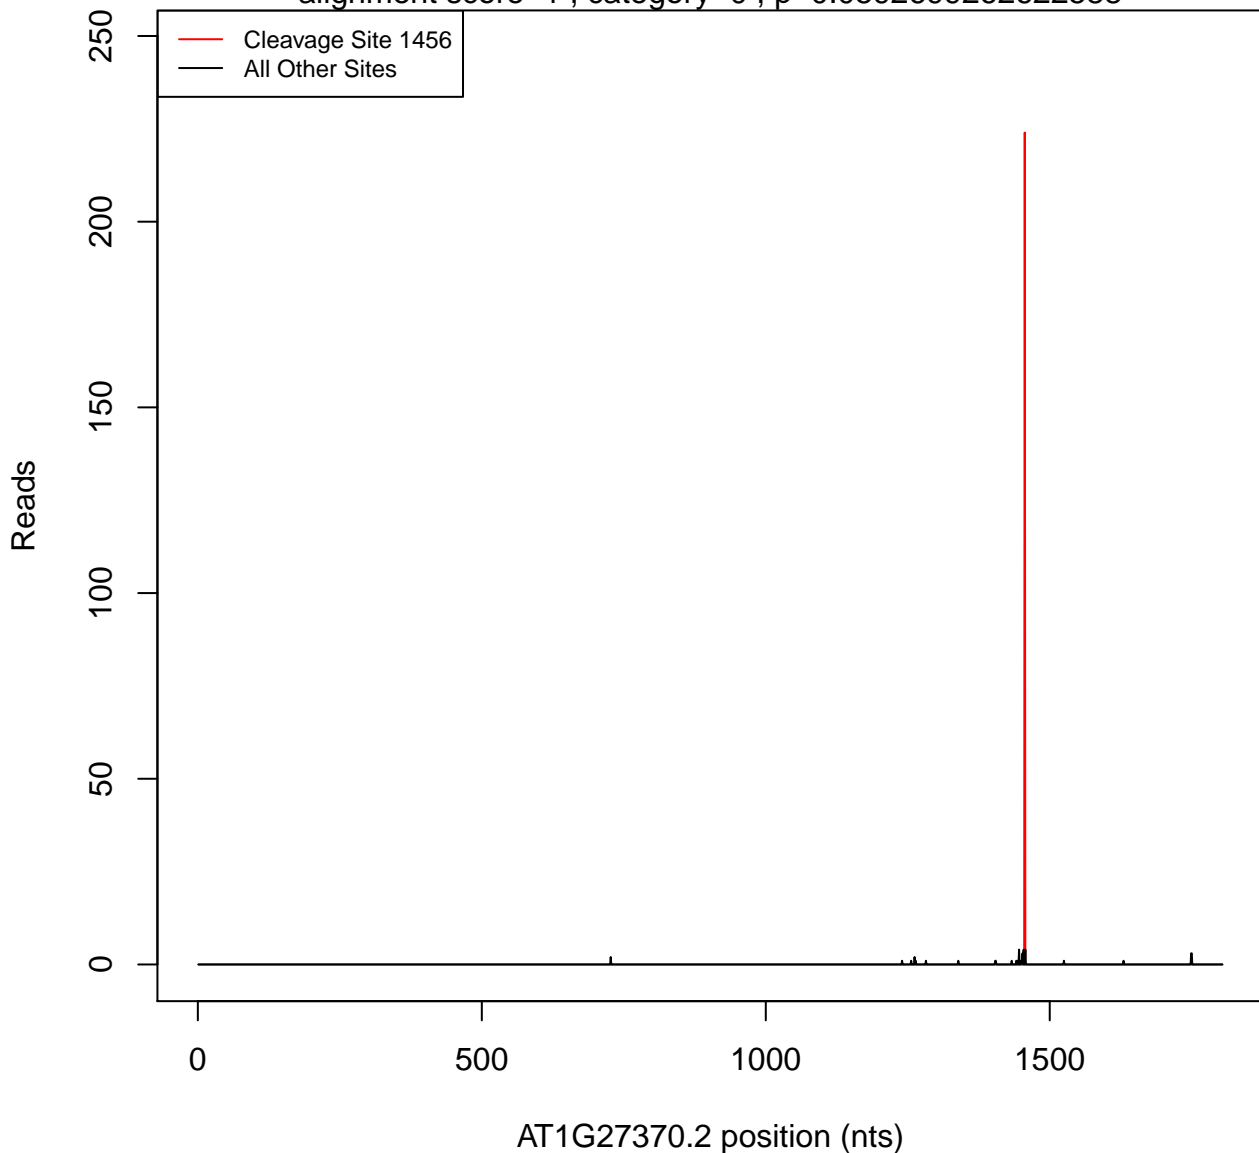

ath-miR156d slicing AT1G27370.2 at nt 1456

alignment score=1 , category=0 , p=0.0592699262622588

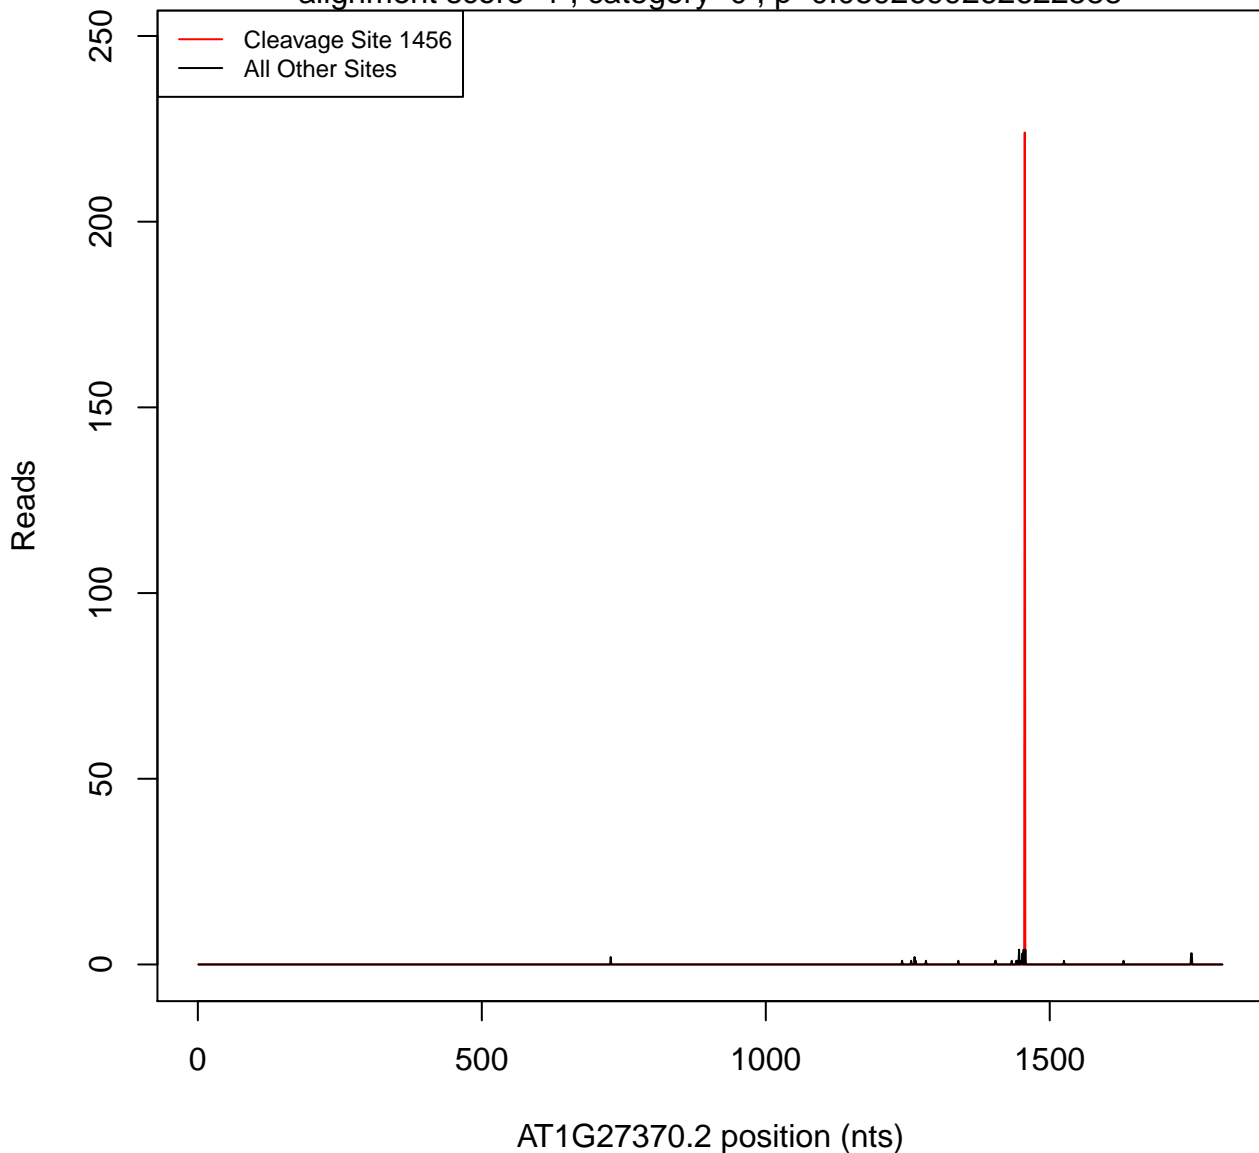

ath-miR156e slicing AT1G27370.2 at nt 1456

alignment score=1 , category=0 , p=0.0592699262622588

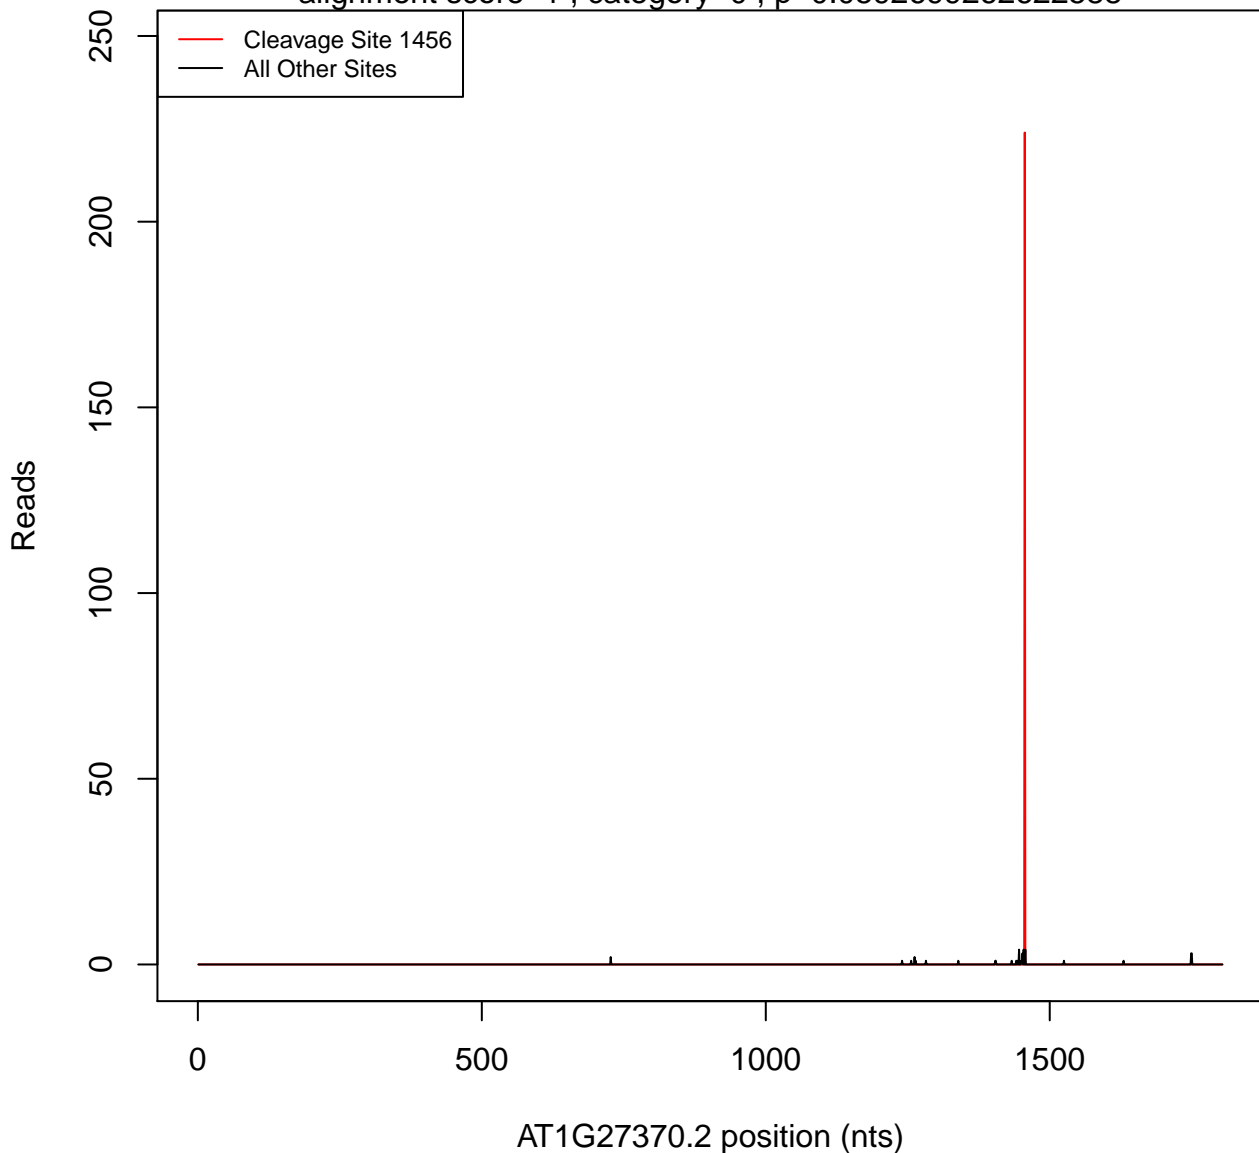

ath-miR156f slicing AT1G27370.2 at nt 1456

alignment score=1 , category=0 , p=0.0592699262622588

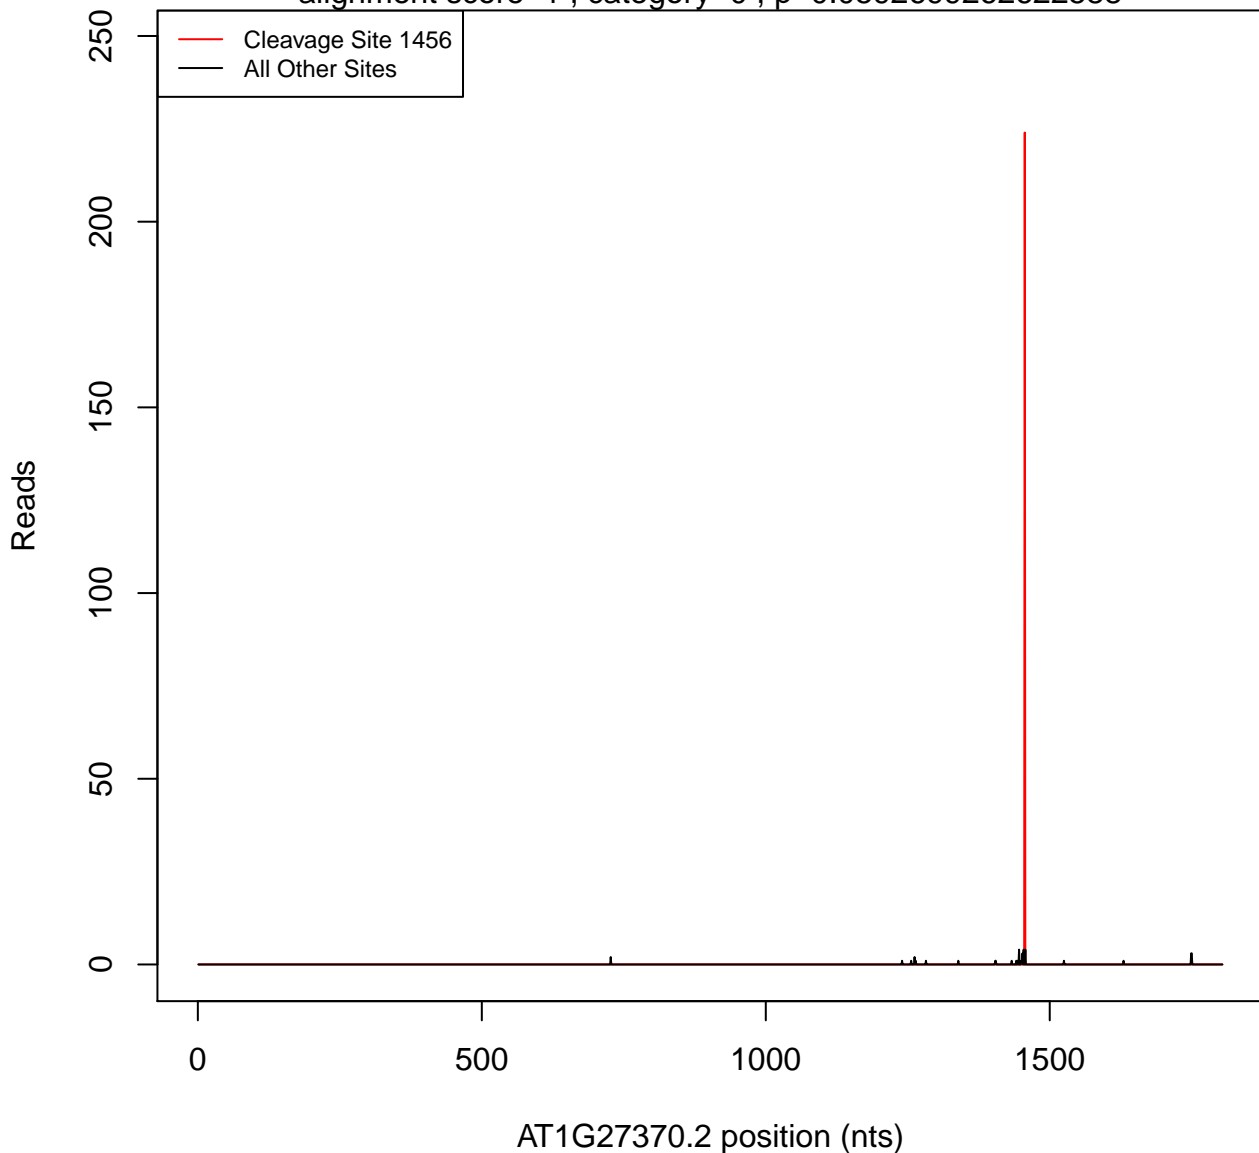

ath-miR156g slicing AT1G27370.2 at nt 1456

alignment score=2 , category=0 , p=0.0503855131498749

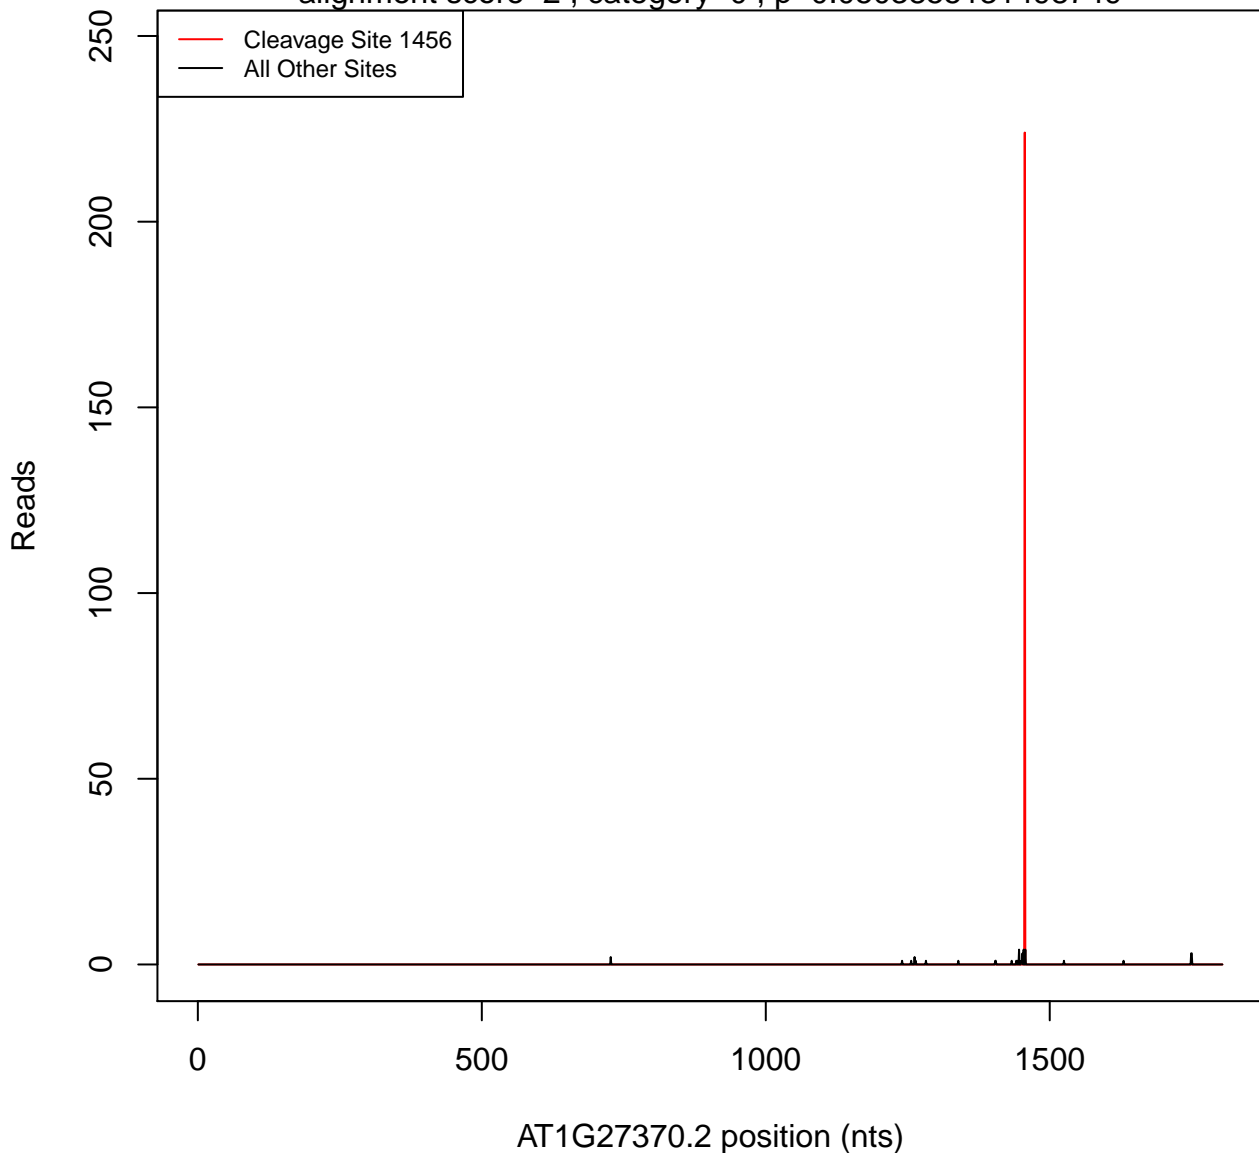

ath-miR156h slicing AT1G27370.2 at nt 1456

alignment score=2 , category=0 , p=0.0561437826265823

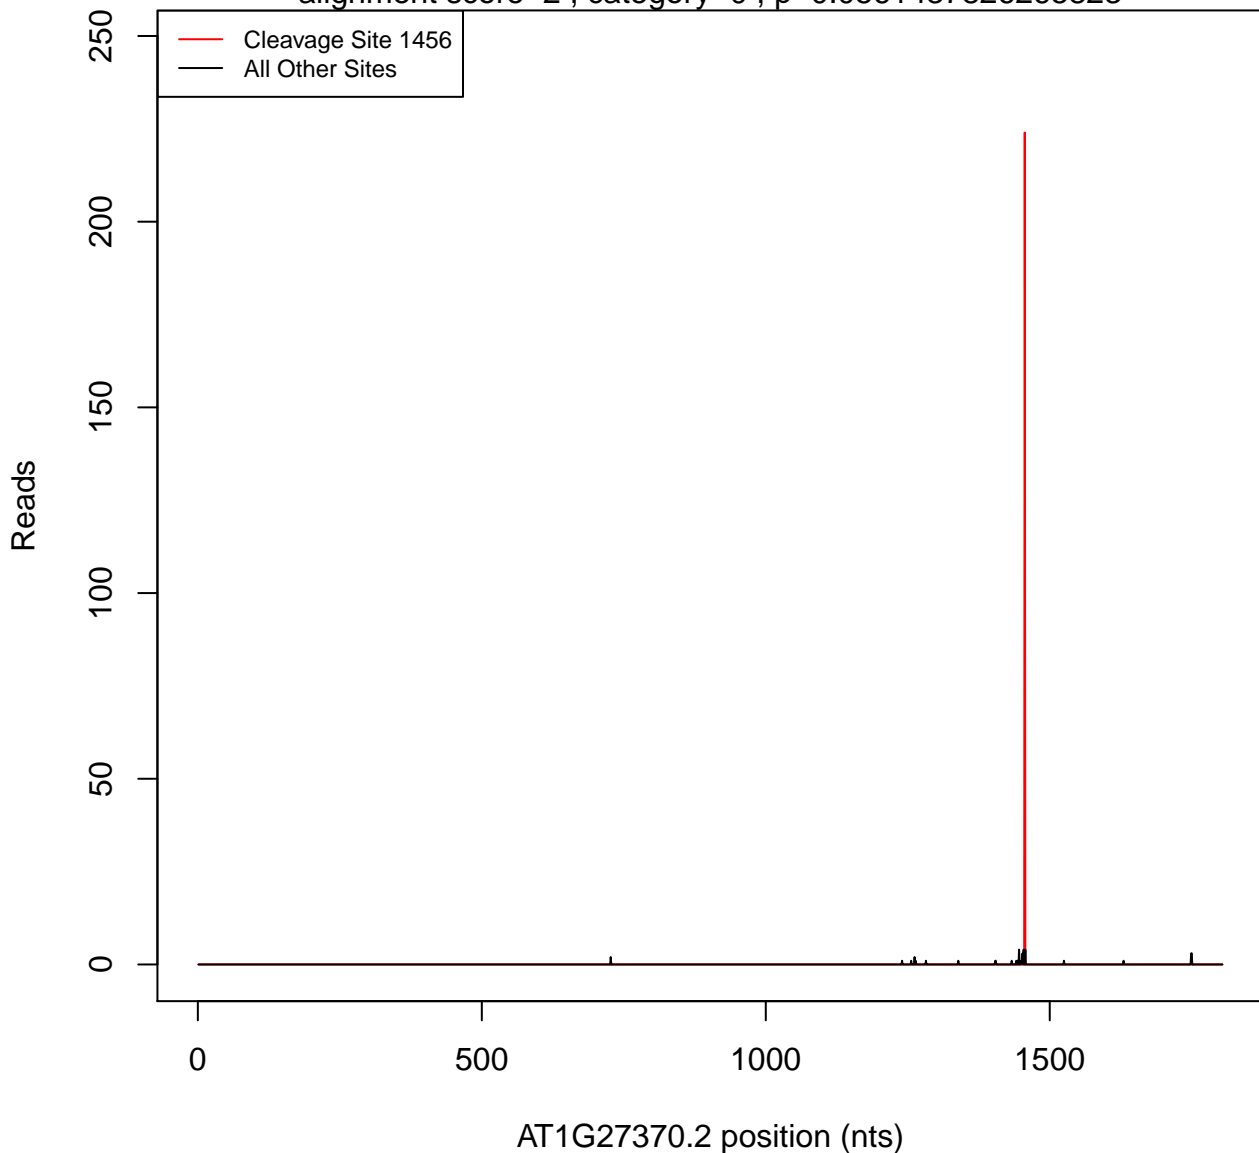

ath-miR156i slicing AT1G27370.2 at nt 1456

alignment score=1 , category=0 , p=0.0626448986382654

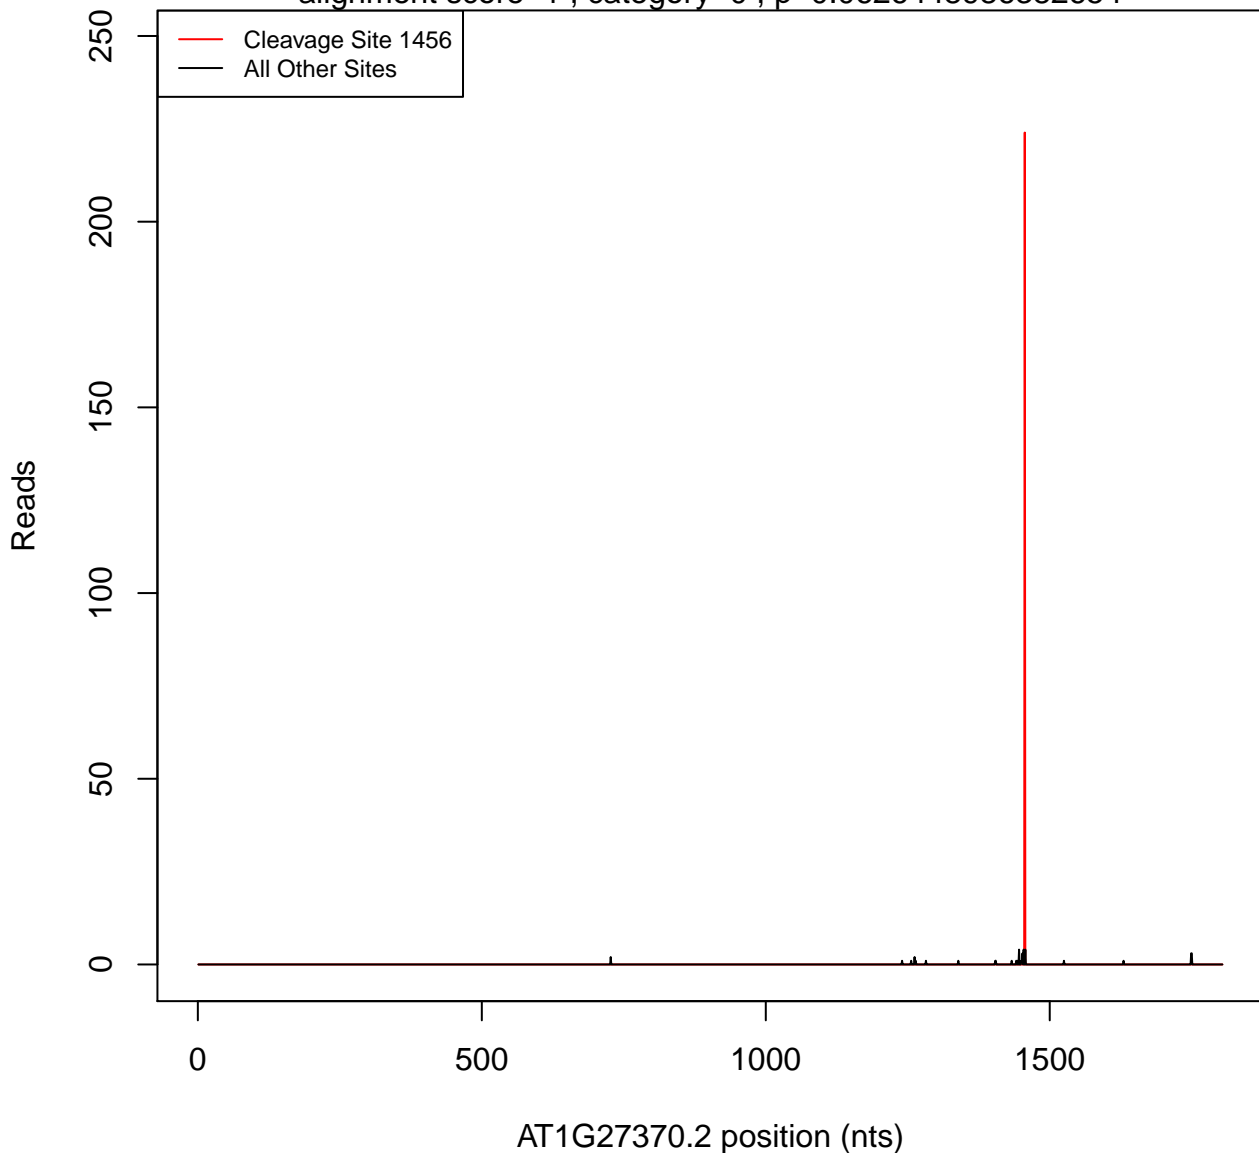

ath-miR156j slicing AT1G27370.2 at nt 1456

alignment score=0 , category=0 , p=0.0680712184898578

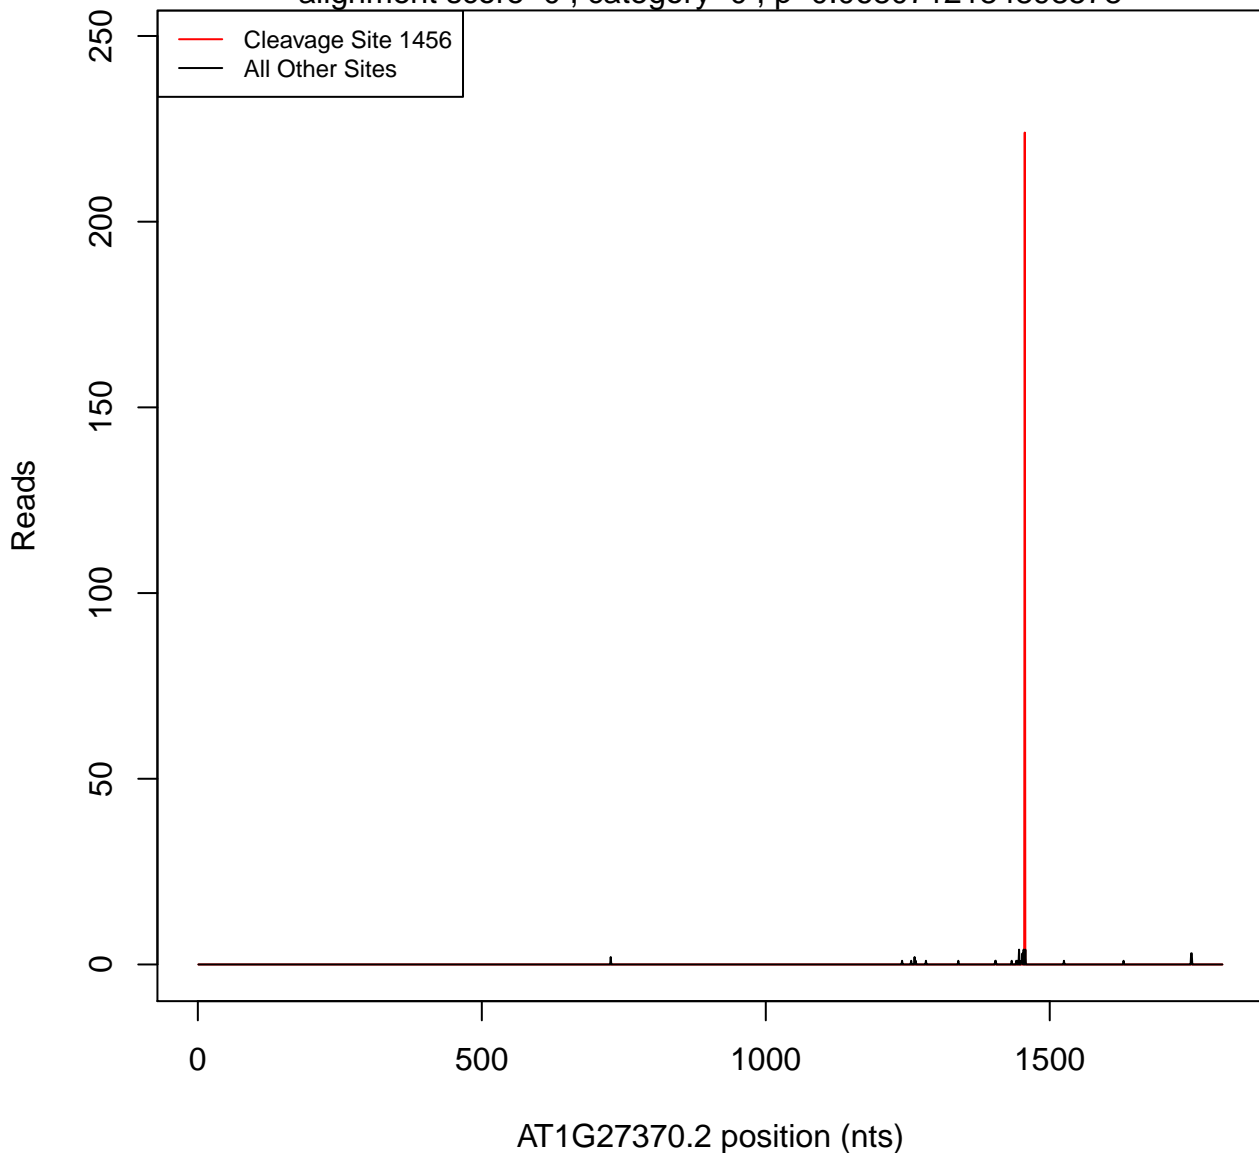

ath-miR157d slicing AT1G27370.2 at nt 1456

alignment score=2 , category=0 , p=0.0561437826265823

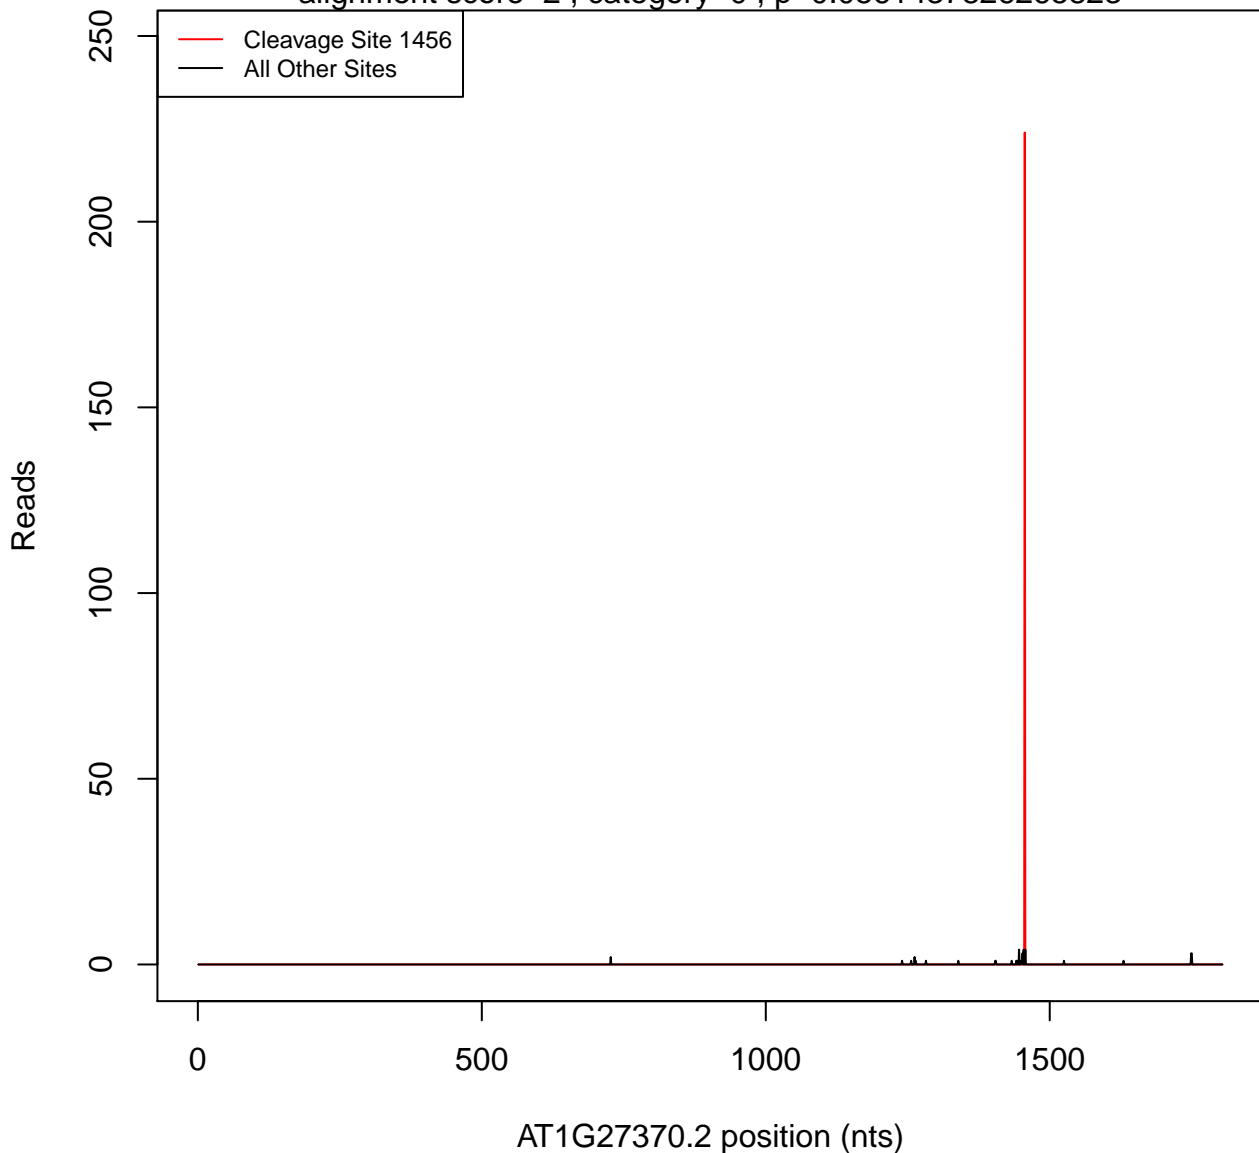

ath-miR156a slicing AT1G27370.3 at nt 1238

alignment score=1 , category=0 , p=0.0592699262622588

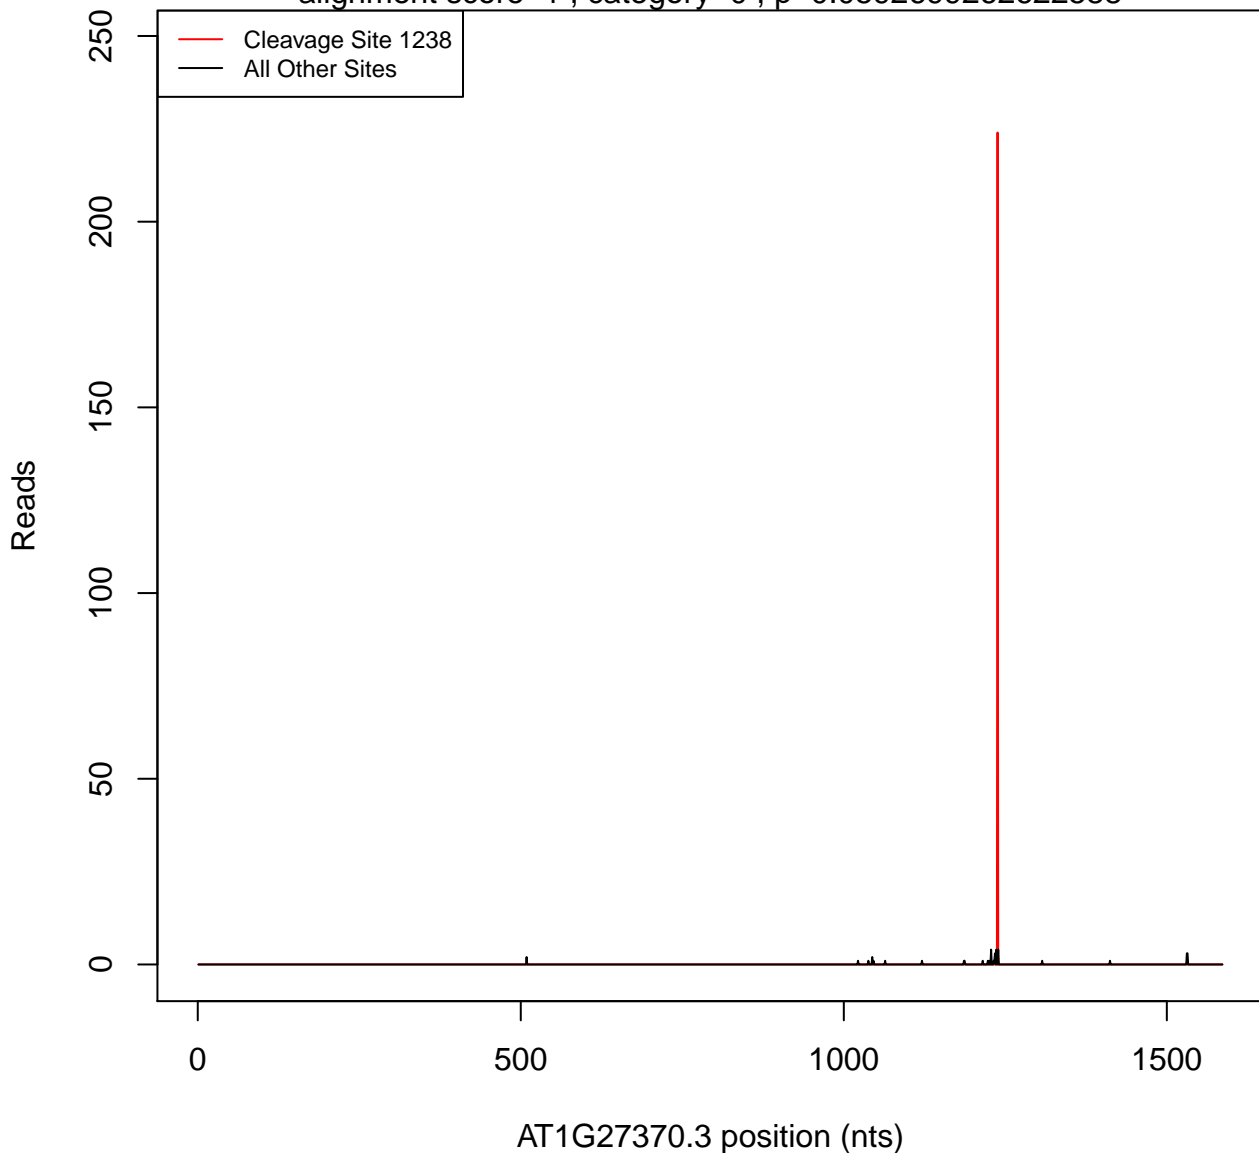

ath-miR156b slicing AT1G27370.3 at nt 1238

alignment score=1 , category=0 , p=0.0592699262622588

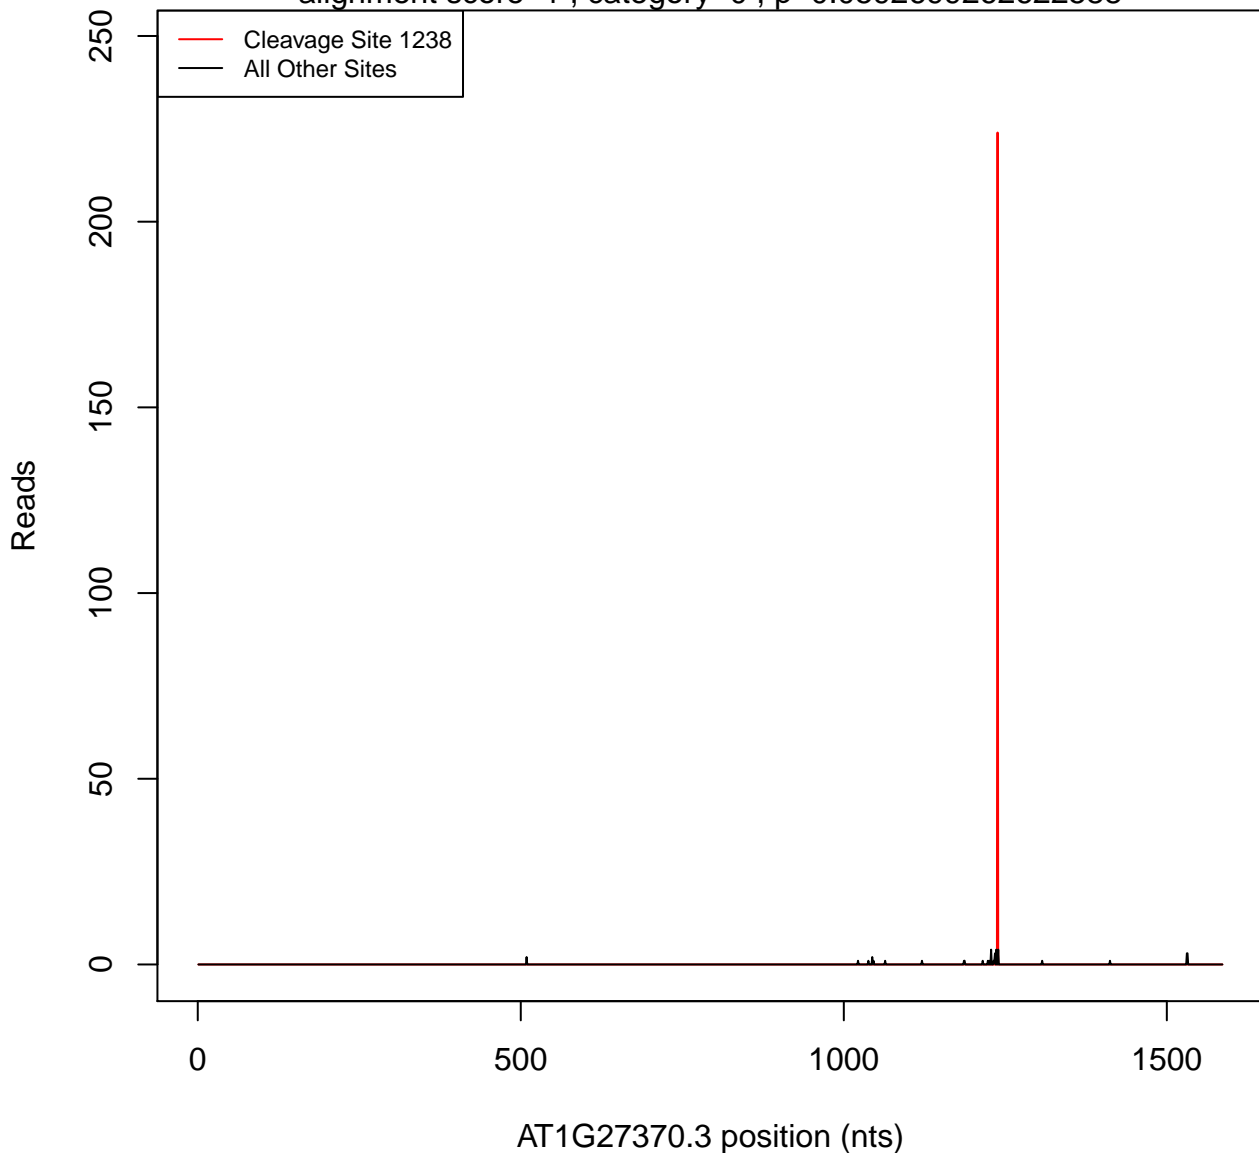

ath-miR156c slicing AT1G27370.3 at nt 1238

alignment score=1 , category=0 , p=0.0592699262622588

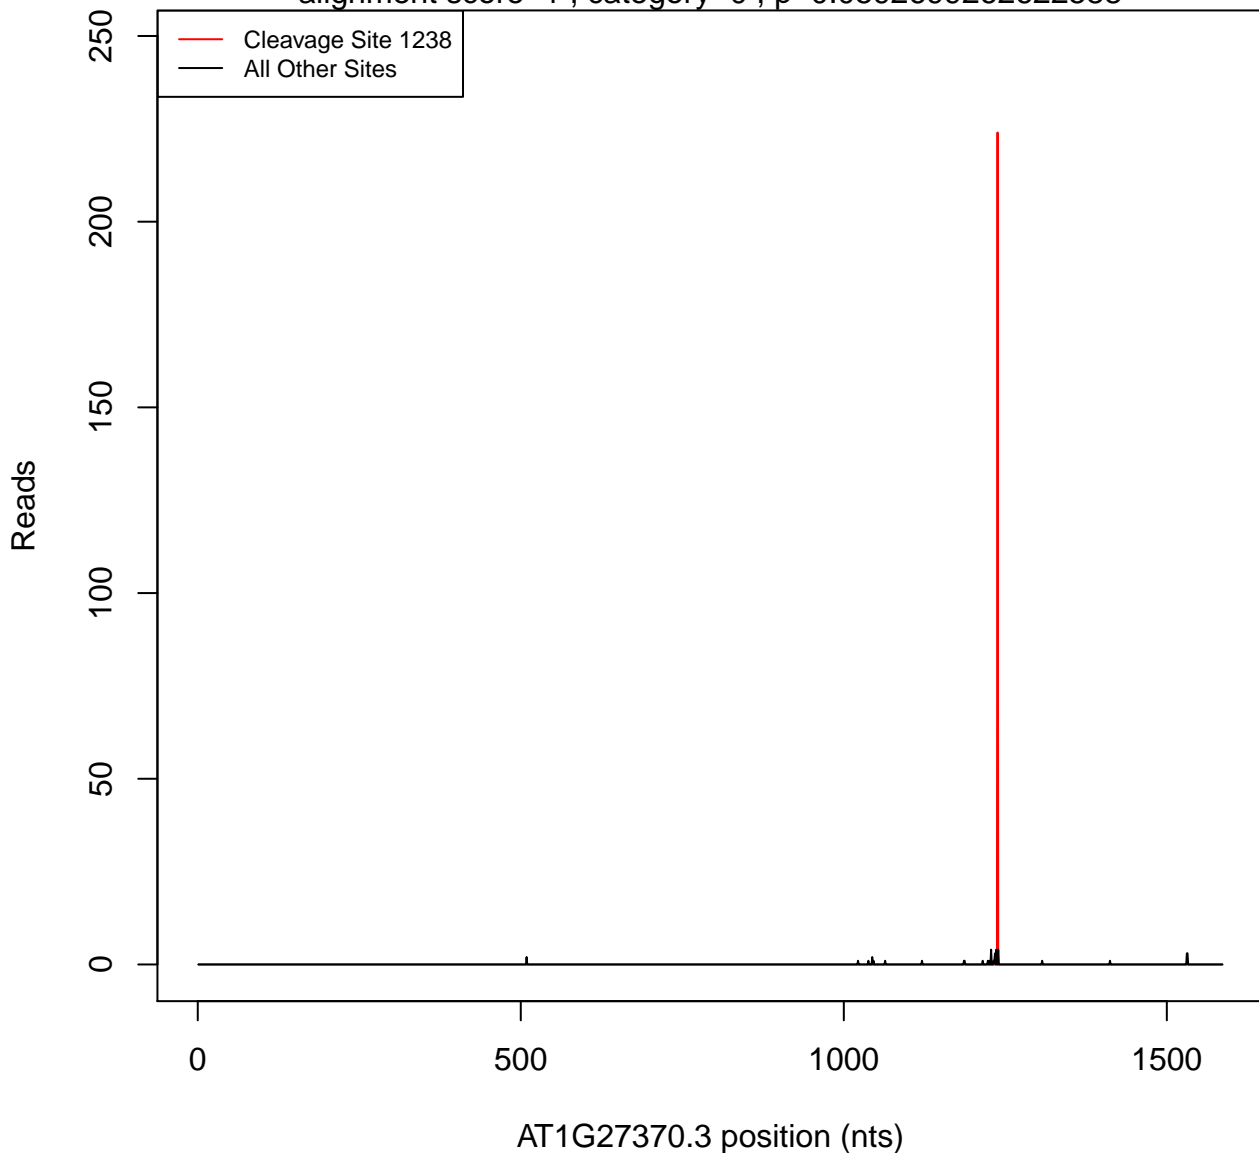

ath-miR156d slicing AT1G27370.3 at nt 1238

alignment score=1 , category=0 , p=0.0592699262622588

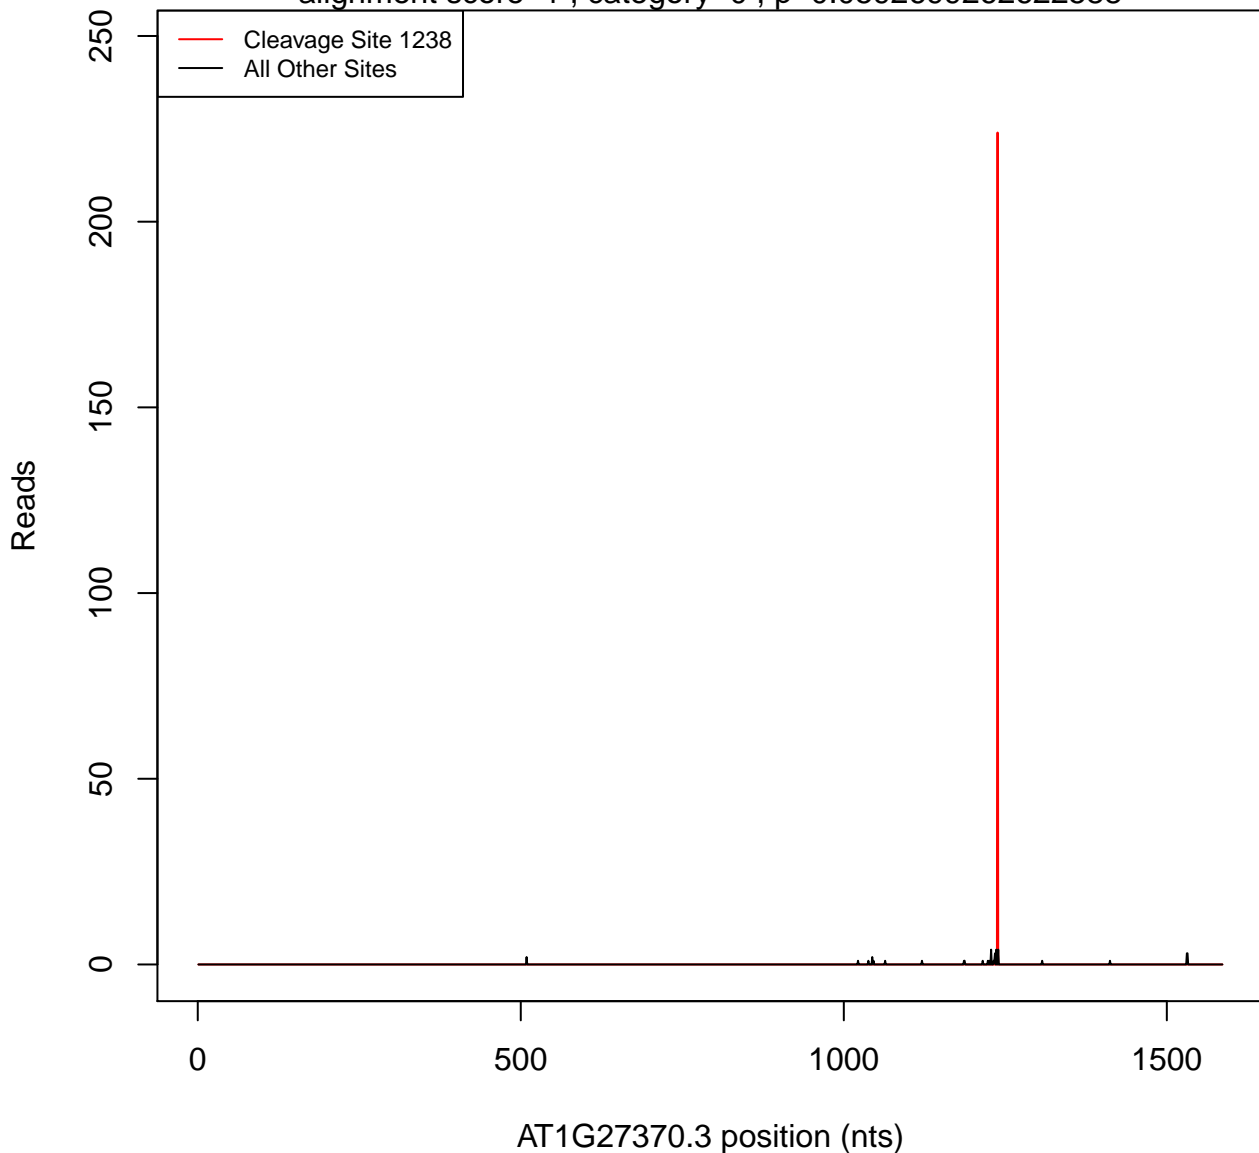

ath-miR156e slicing AT1G27370.3 at nt 1238

alignment score=1 , category=0 , p=0.0592699262622588

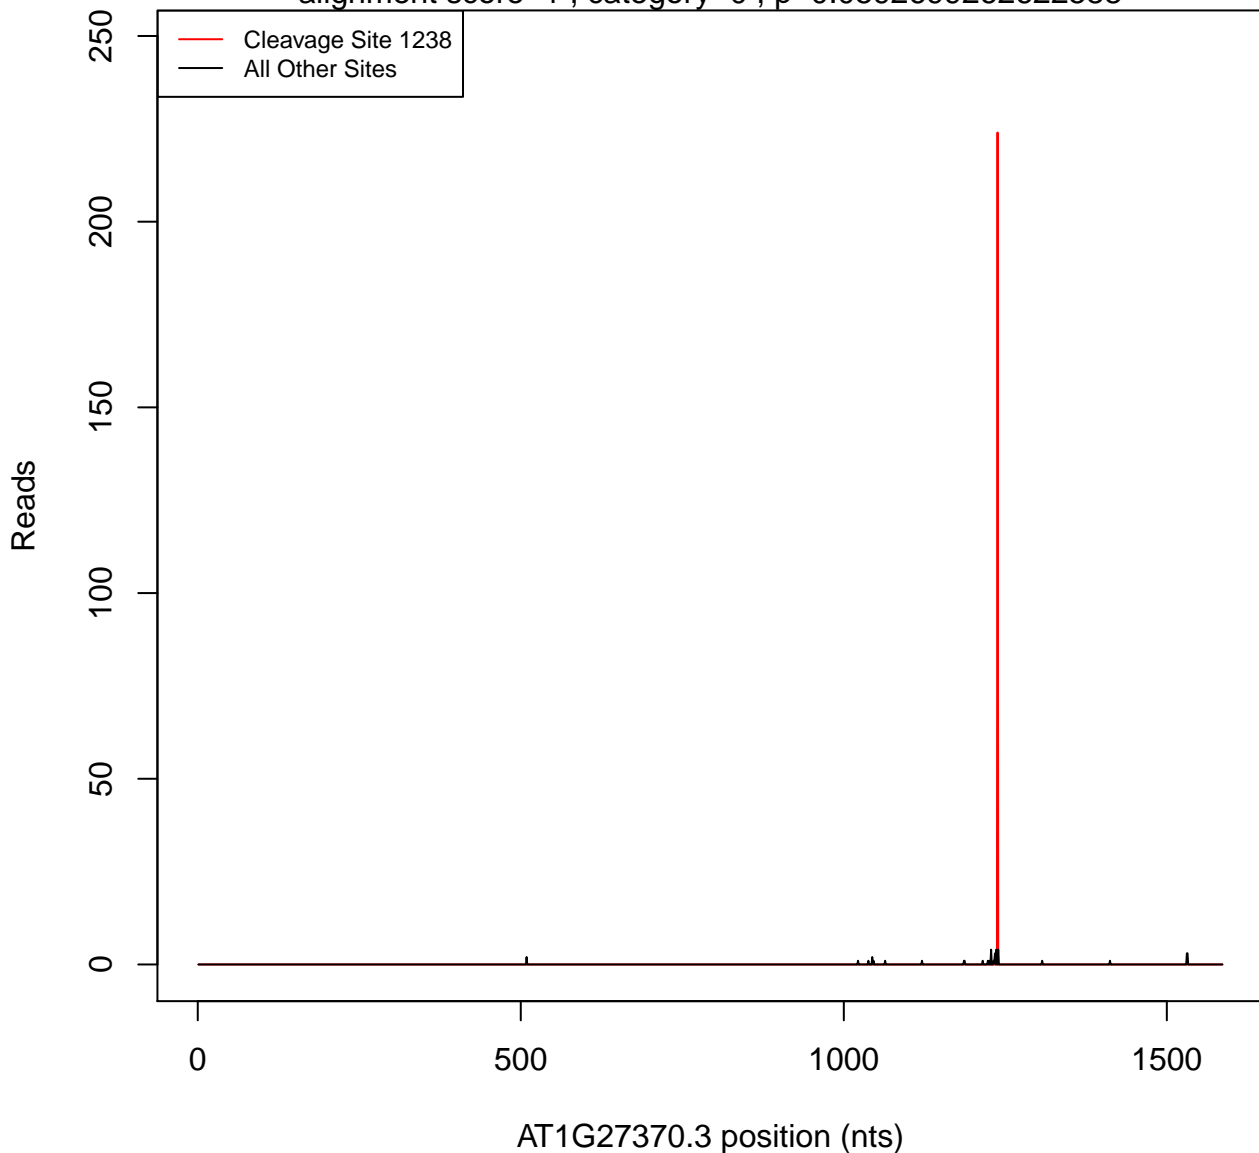

ath-miR156f slicing AT1G27370.3 at nt 1238

alignment score=1 , category=0 , p=0.0592699262622588

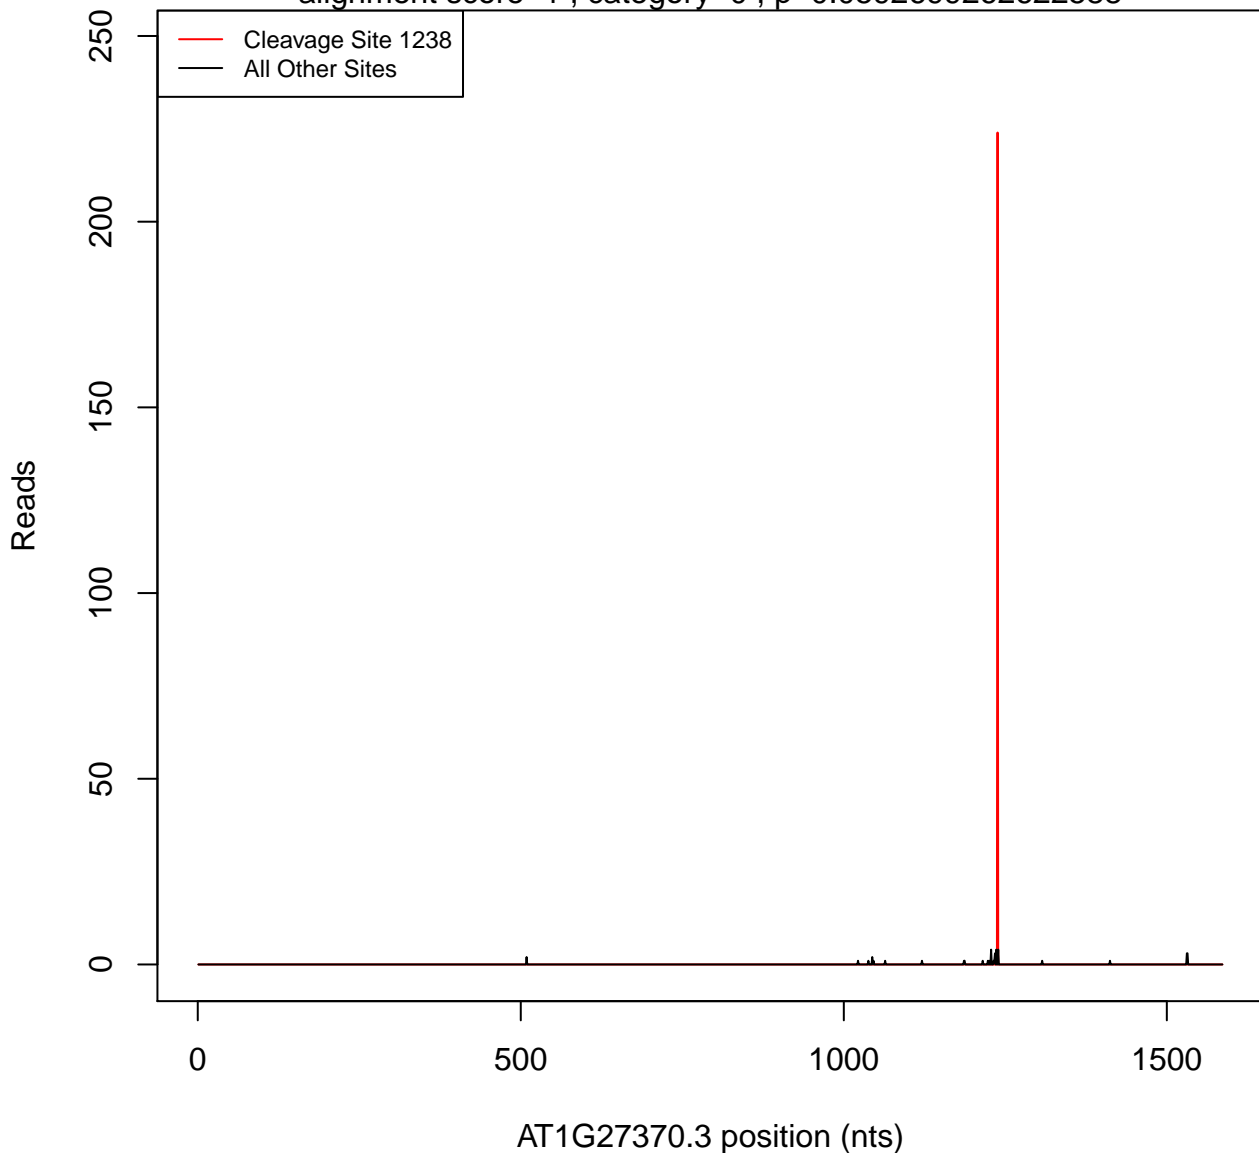

ath-miR156g slicing AT1G27370.3 at nt 1238

alignment score=2 , category=0 , p=0.0503855131498749

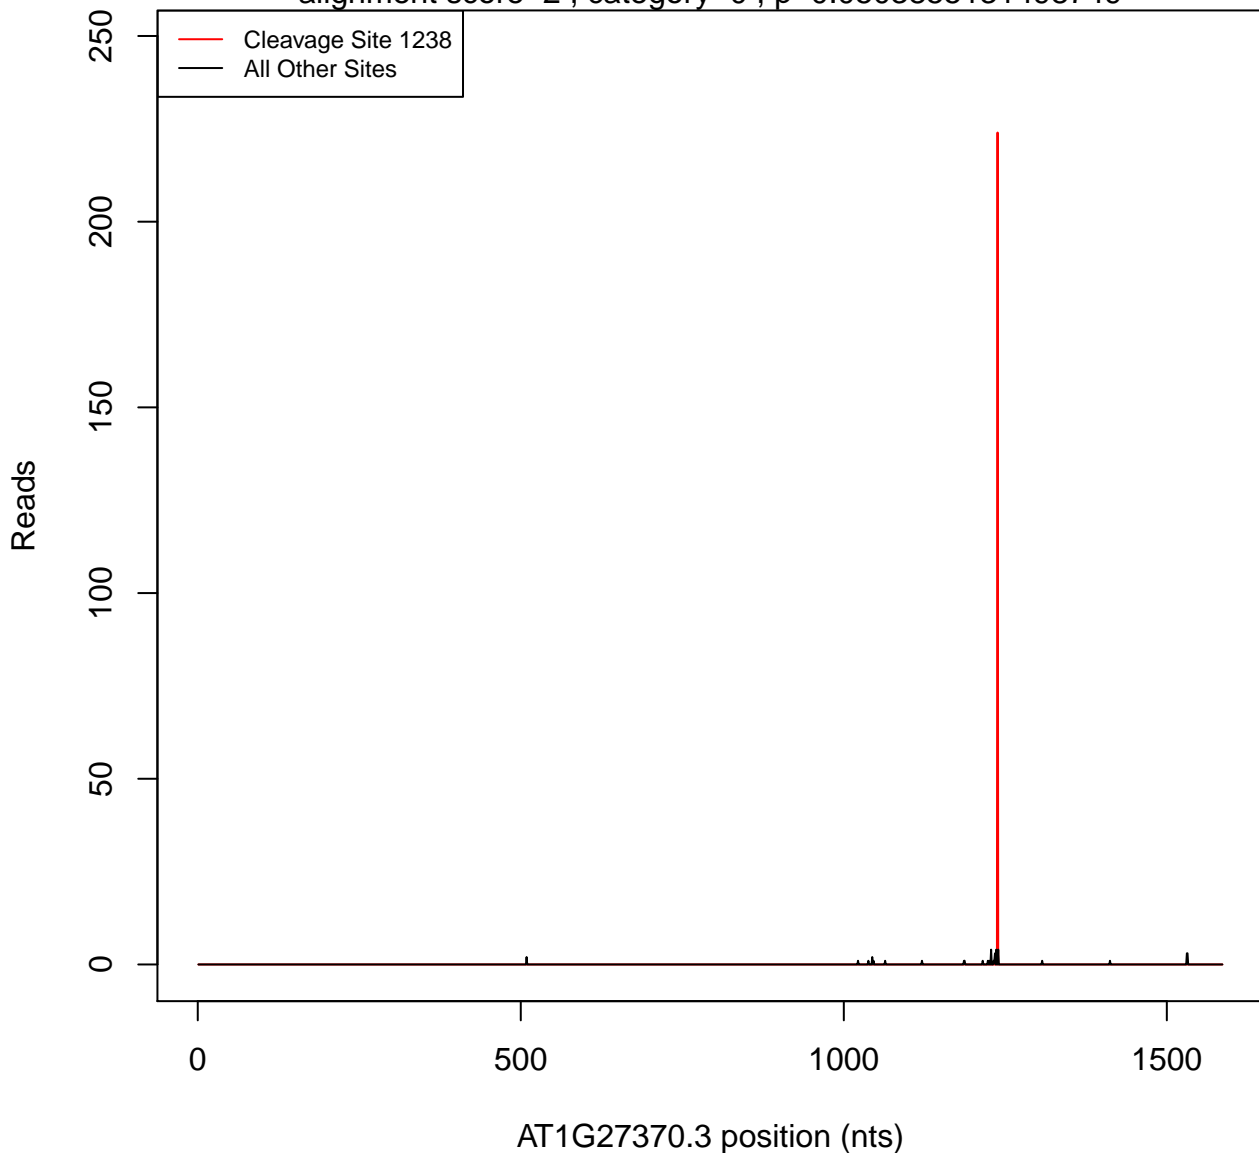

ath-miR156h slicing AT1G27370.3 at nt 1238

alignment score=2 , category=0 , p=0.0561437826265823

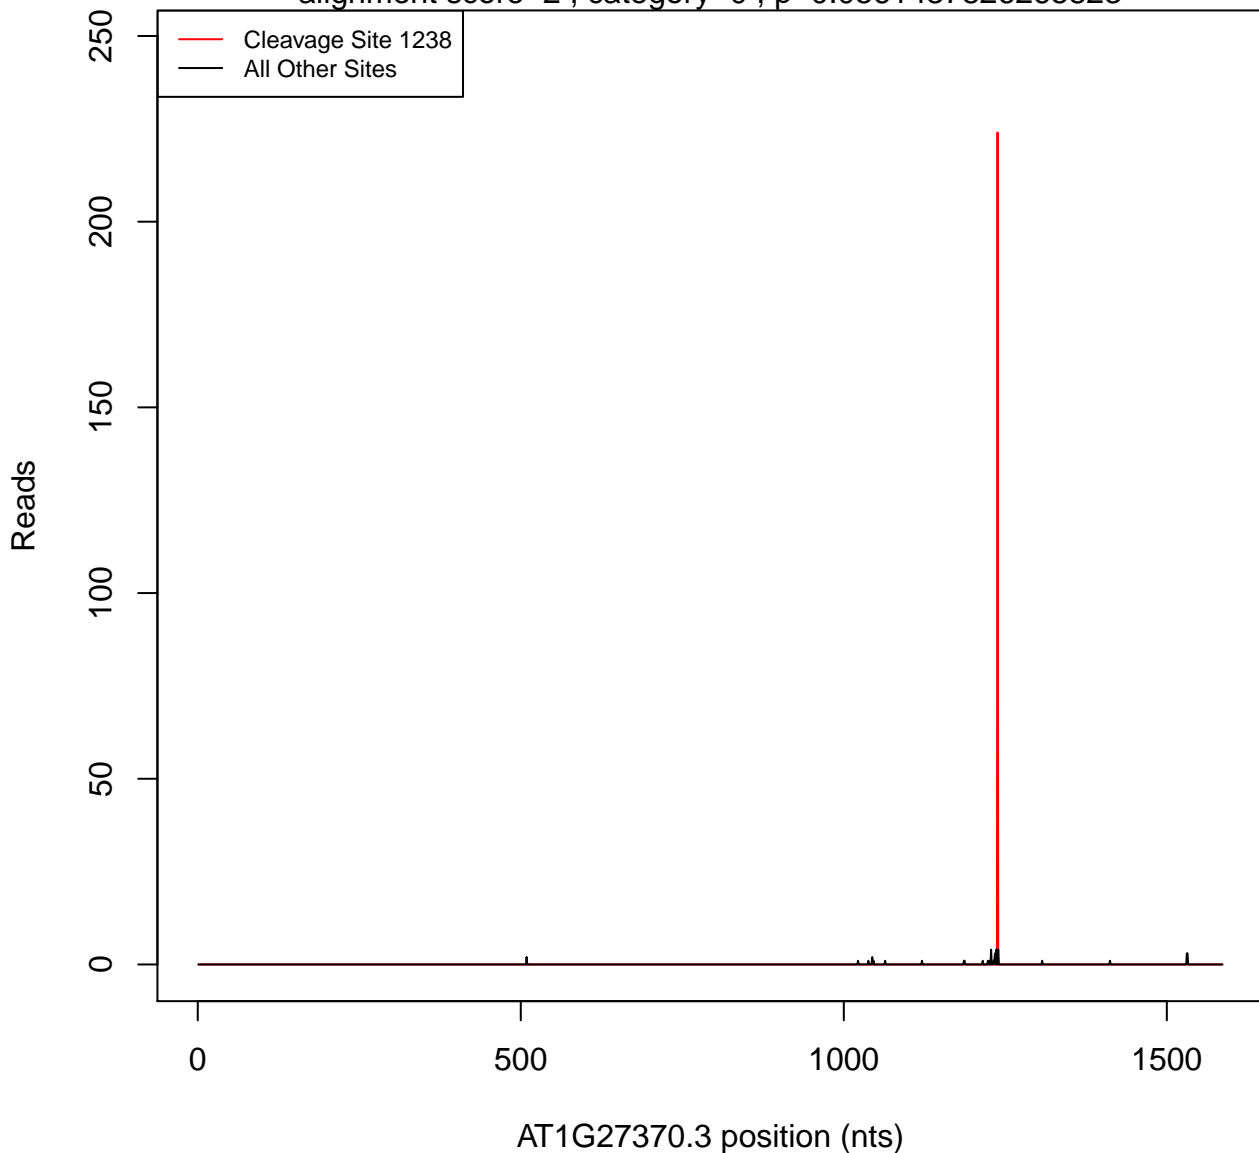

ath-miR156i slicing AT1G27370.3 at nt 1238

alignment score=1 , category=0 , p=0.0626448986382654

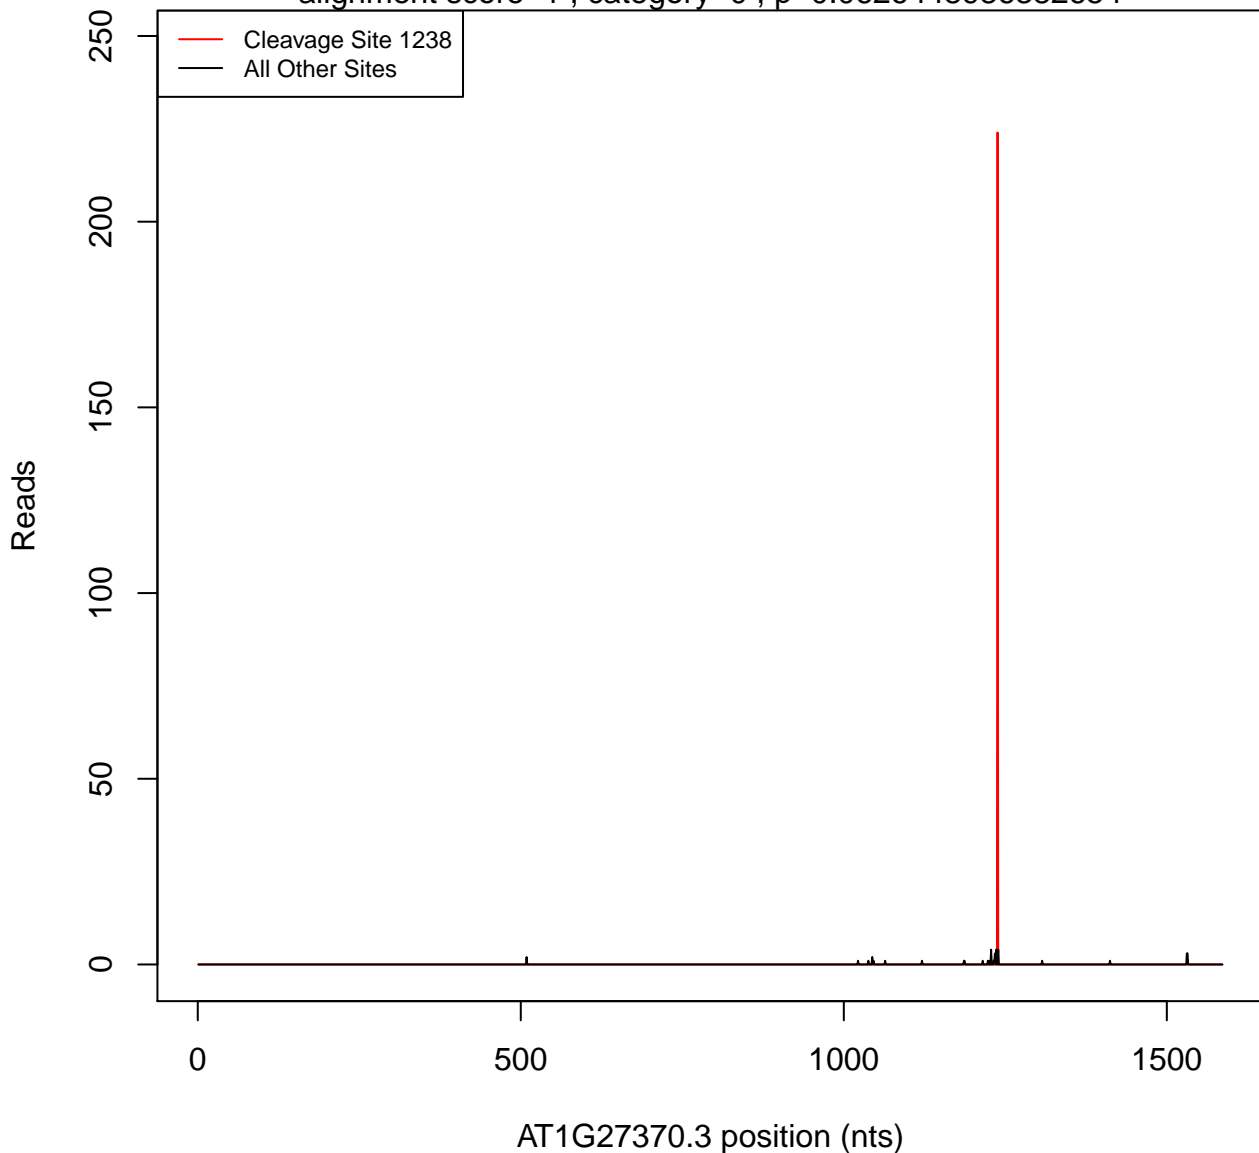

ath-miR156j slicing AT1G27370.3 at nt 1238

alignment score=0 , category=0 , p=0.0680712184898578

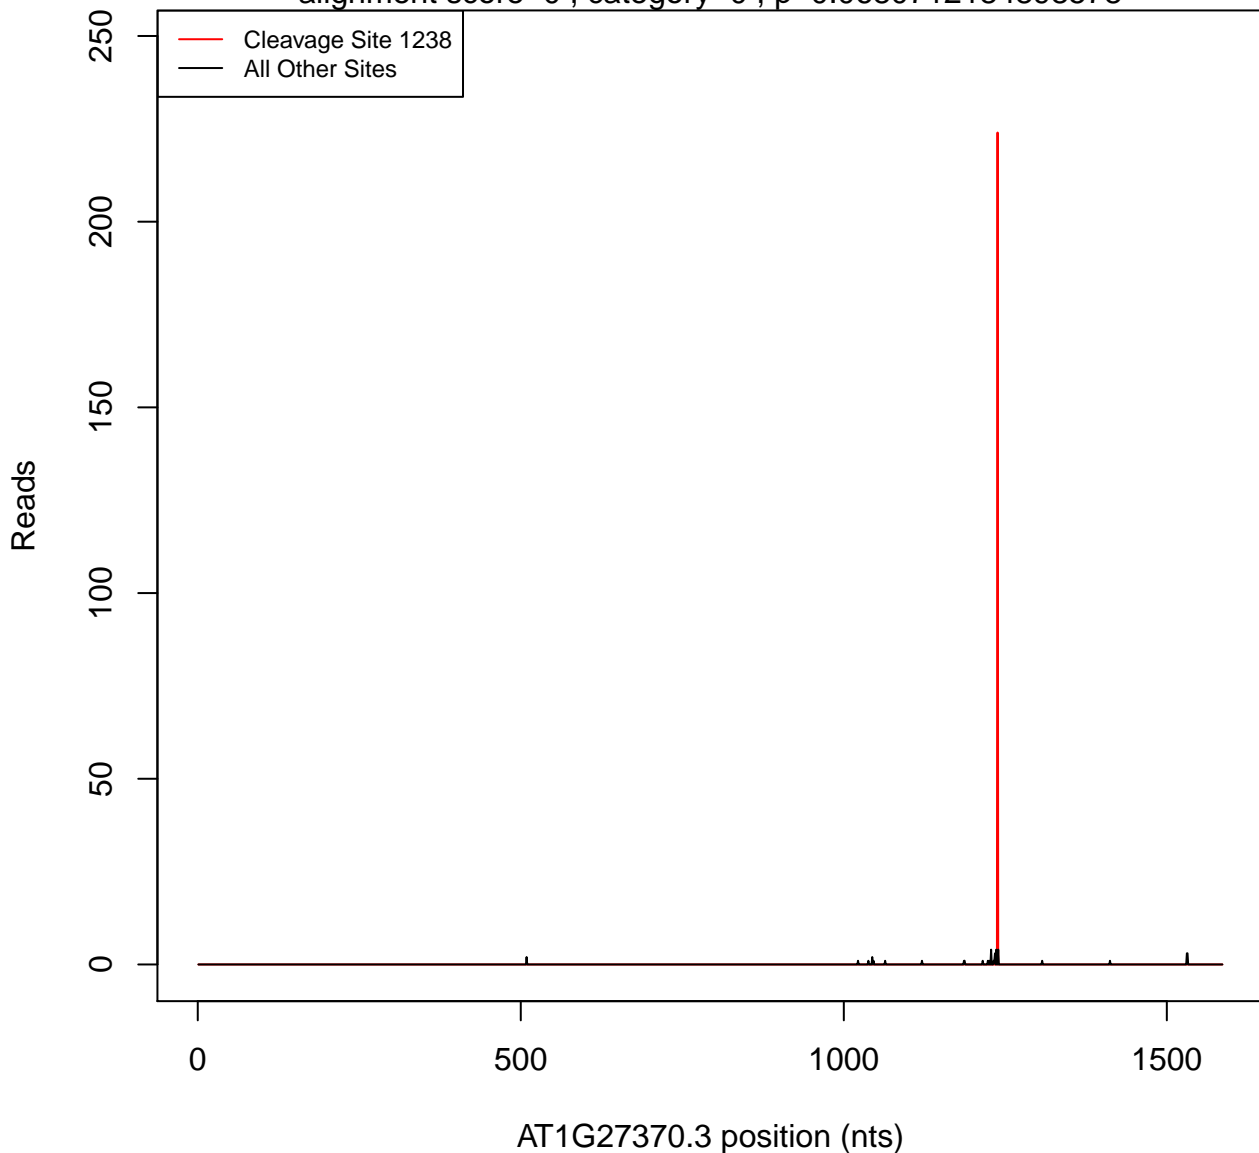

ath-miR157d slicing AT1G27370.3 at nt 1238

alignment score=2 , category=0 , p=0.0561437826265823

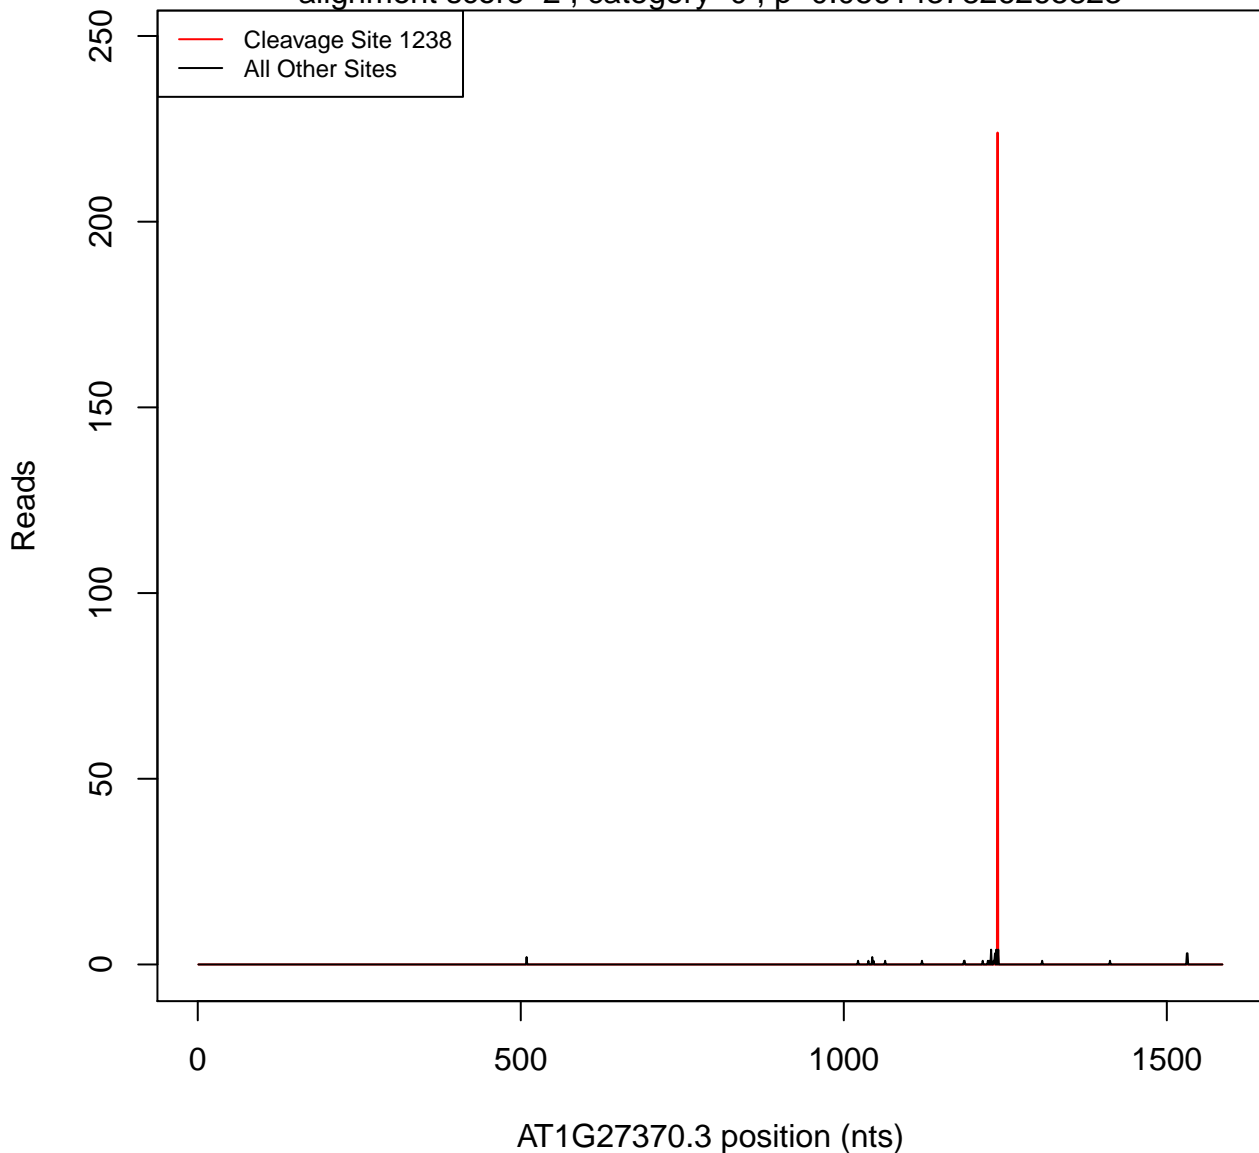

ath-miR156a slicing AT1G27370.4 at nt 1325

alignment score=1 , category=0 , p=0.0592699262622588

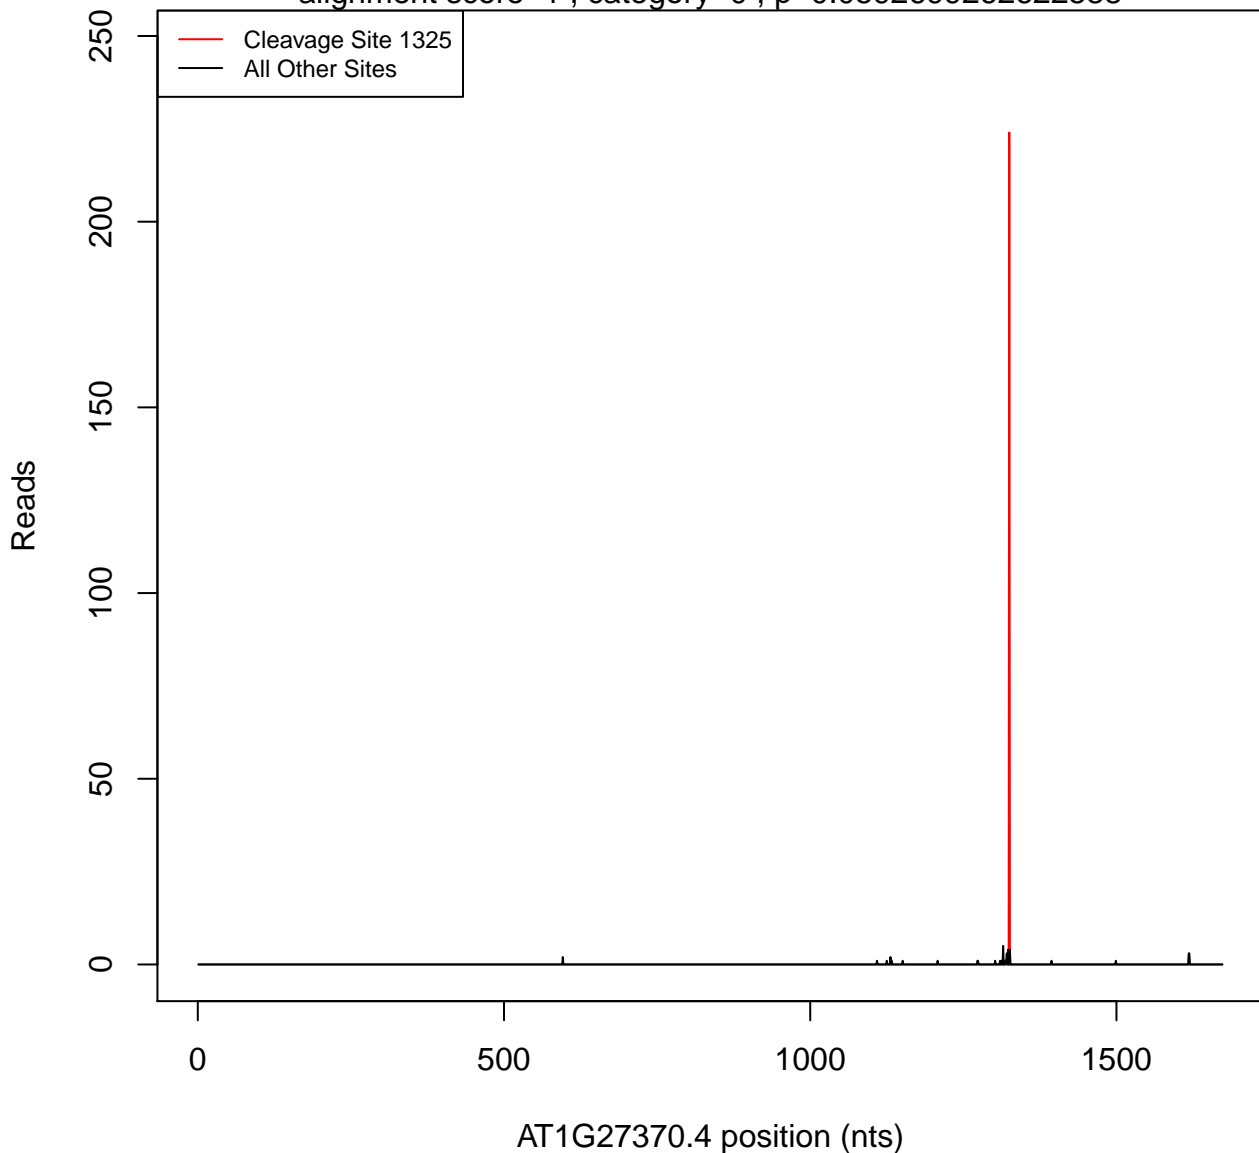

ath-miR156b slicing AT1G27370.4 at nt 1325

alignment score=1 , category=0 , p=0.0592699262622588

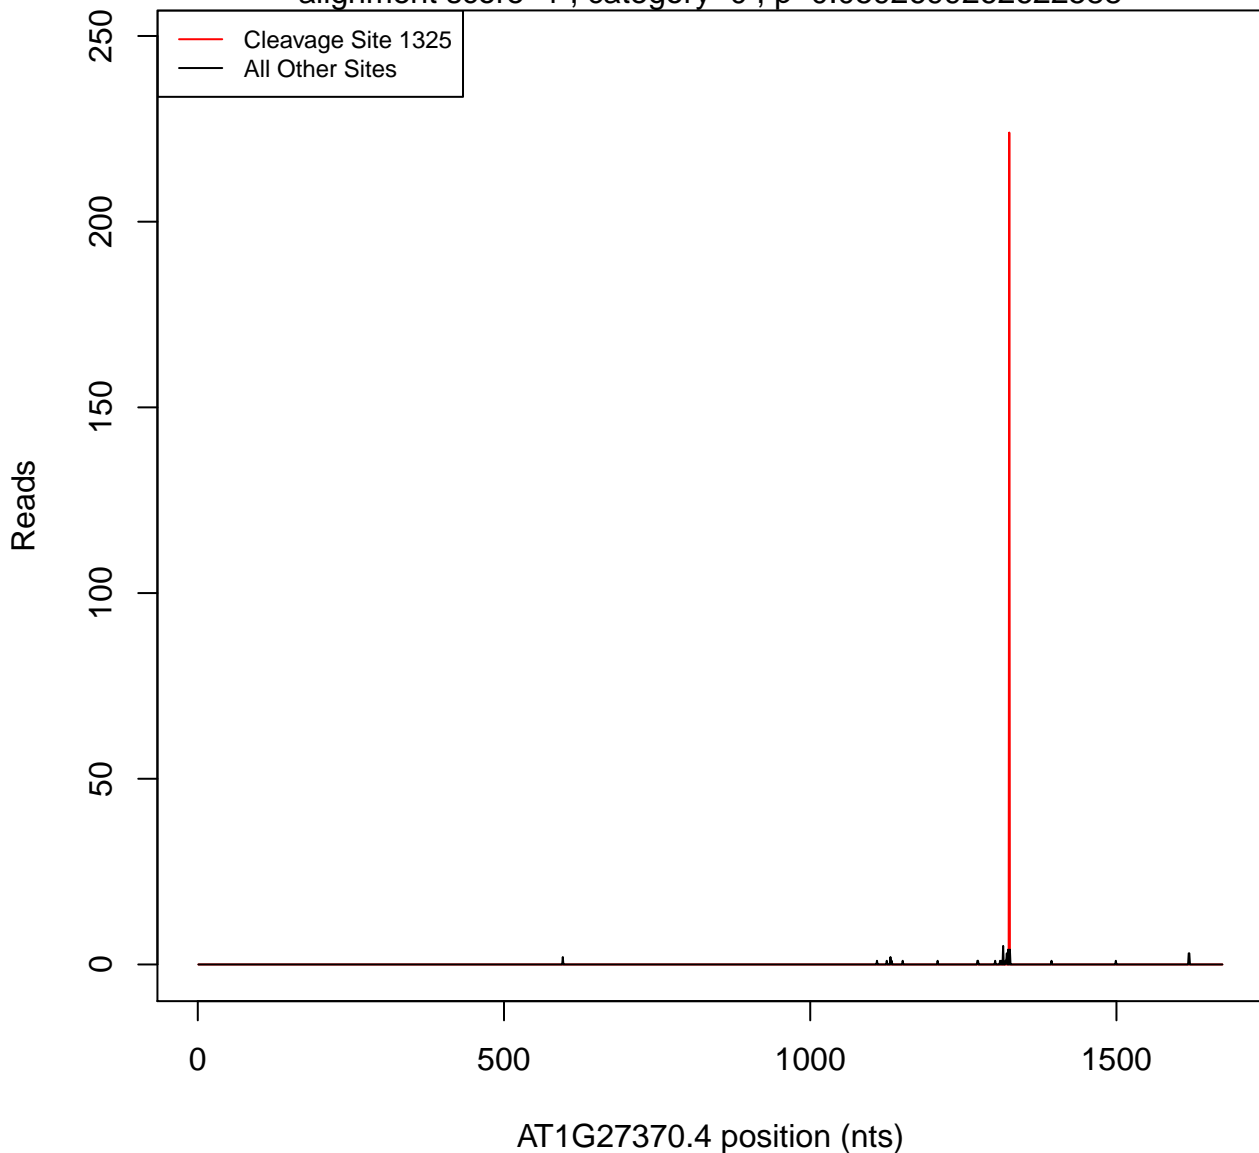

ath-miR156c slicing AT1G27370.4 at nt 1325

alignment score=1 , category=0 , p=0.0592699262622588

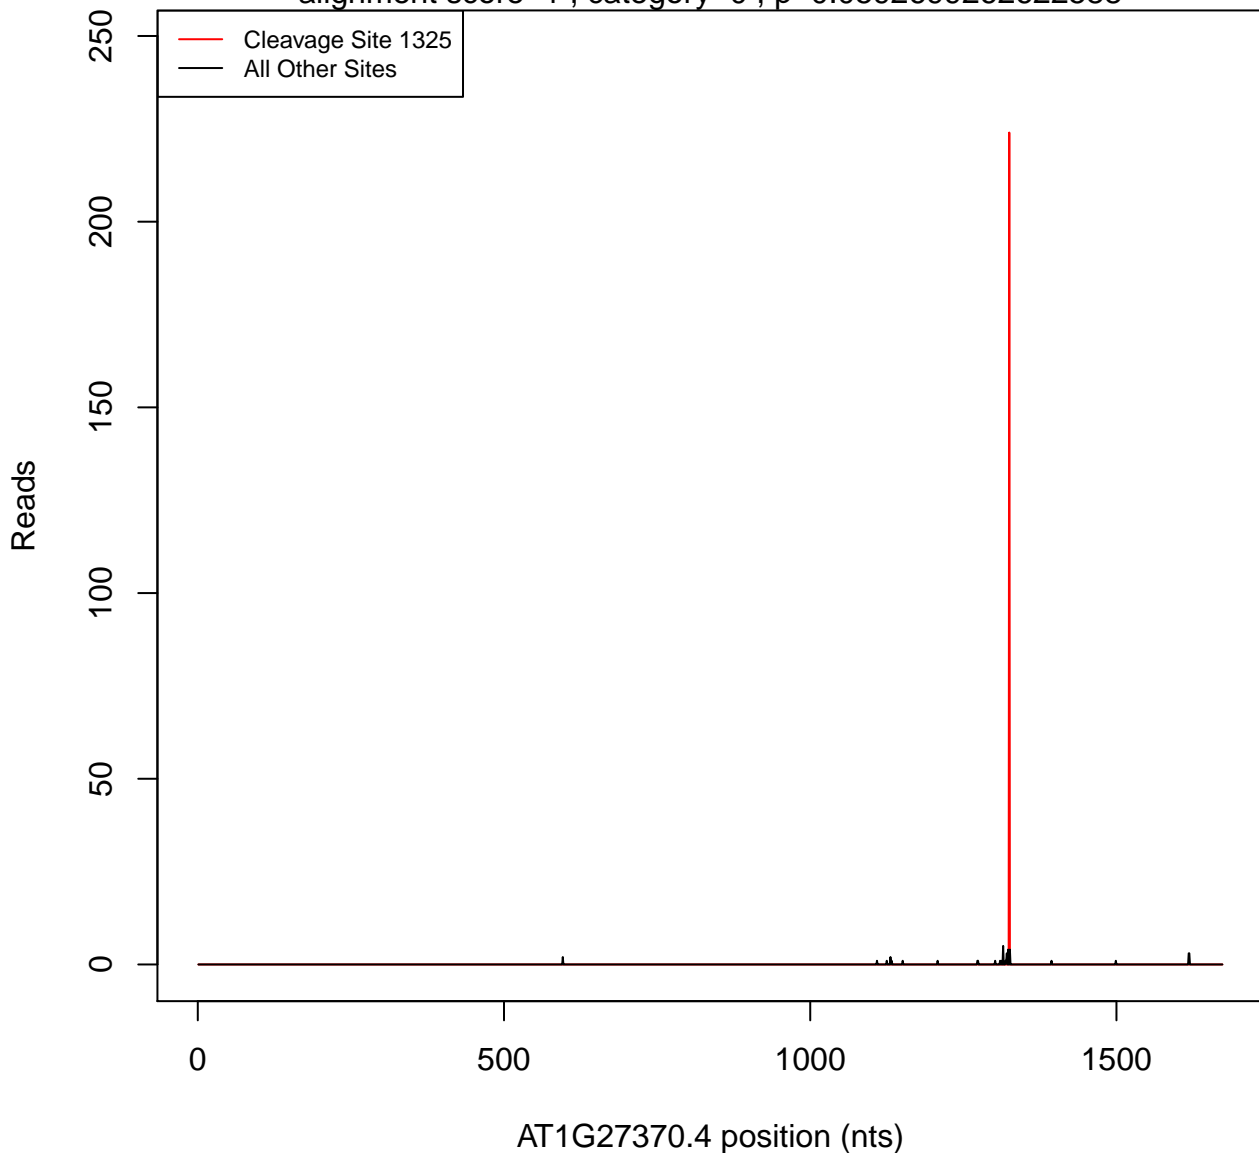

ath-miR156d slicing AT1G27370.4 at nt 1325

alignment score=1 , category=0 , p=0.0592699262622588

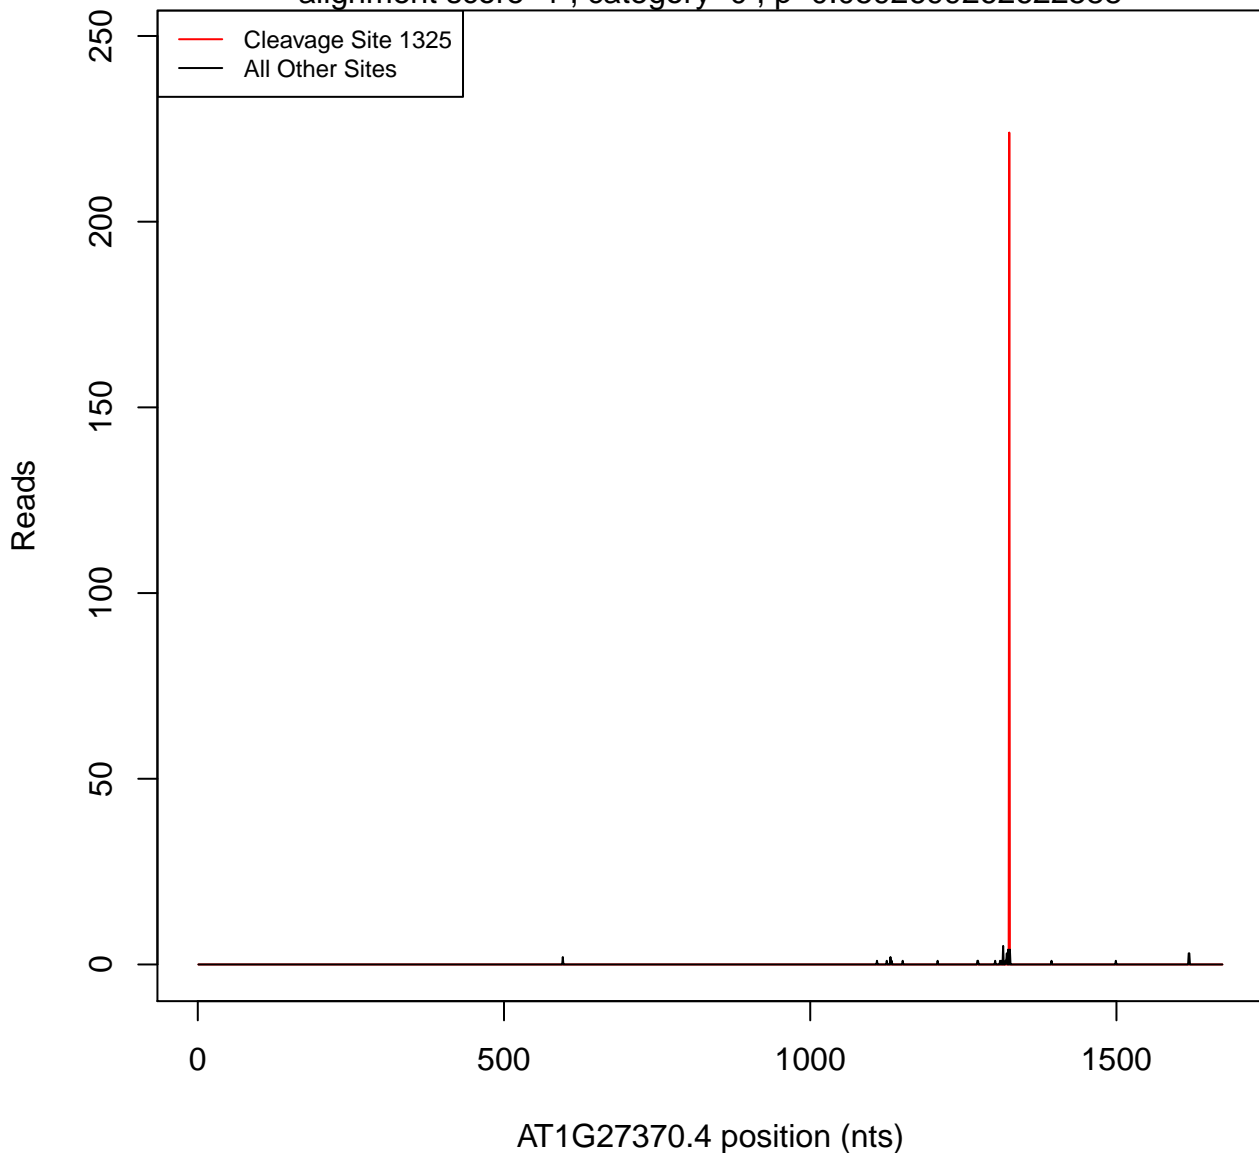

ath-miR156e slicing AT1G27370.4 at nt 1325

alignment score=1 , category=0 , p=0.0592699262622588

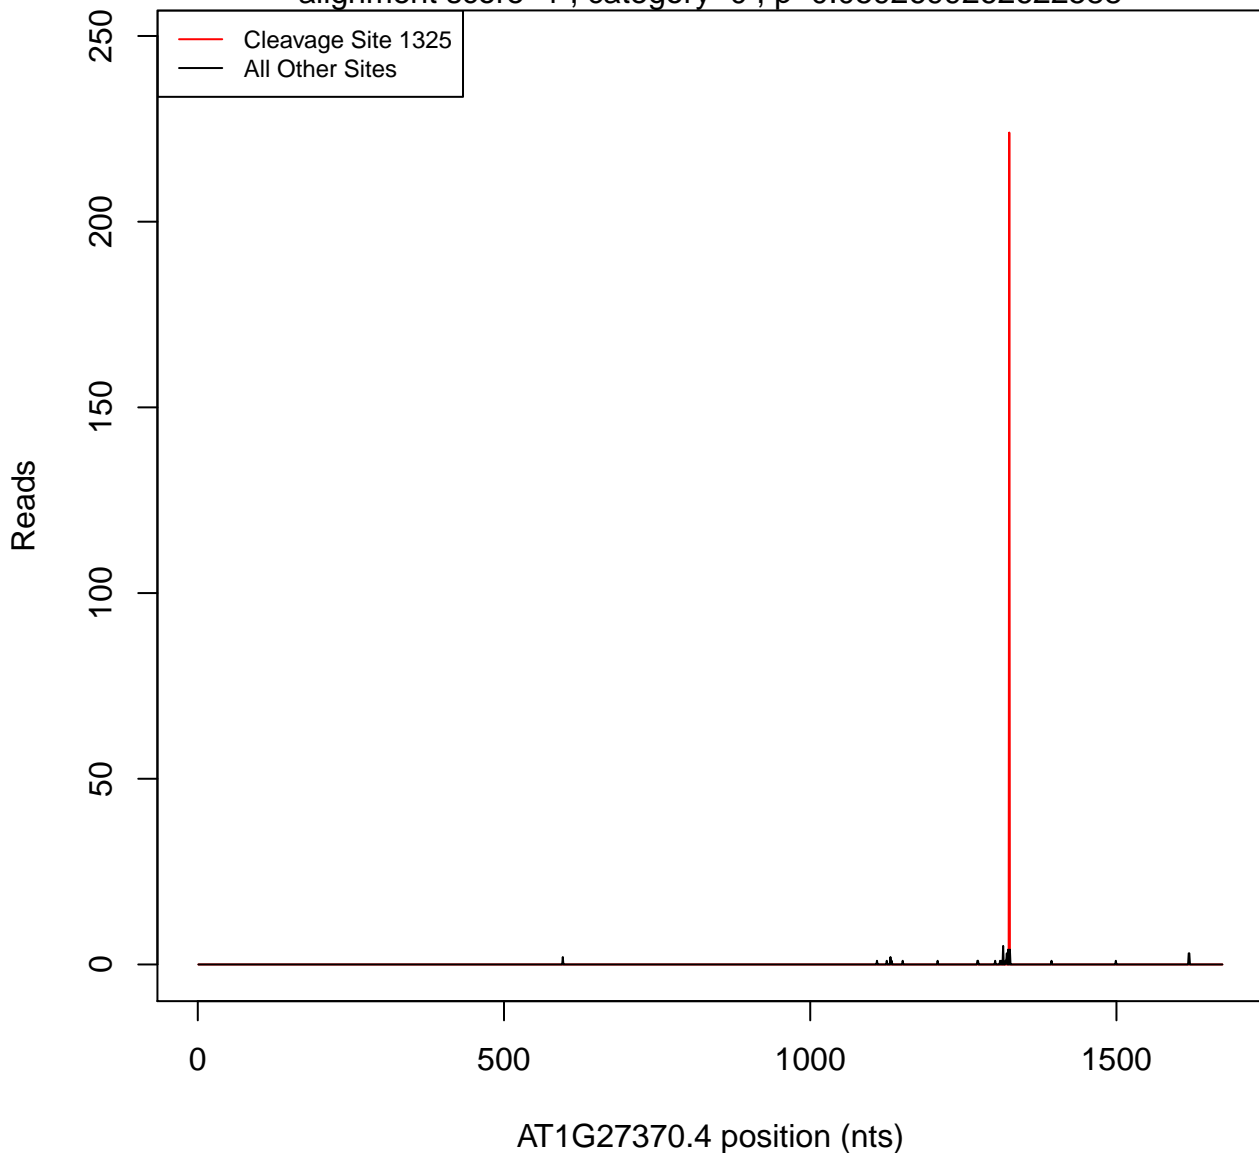

ath-miR156f slicing AT1G27370.4 at nt 1325

alignment score=1 , category=0 , p=0.0592699262622588

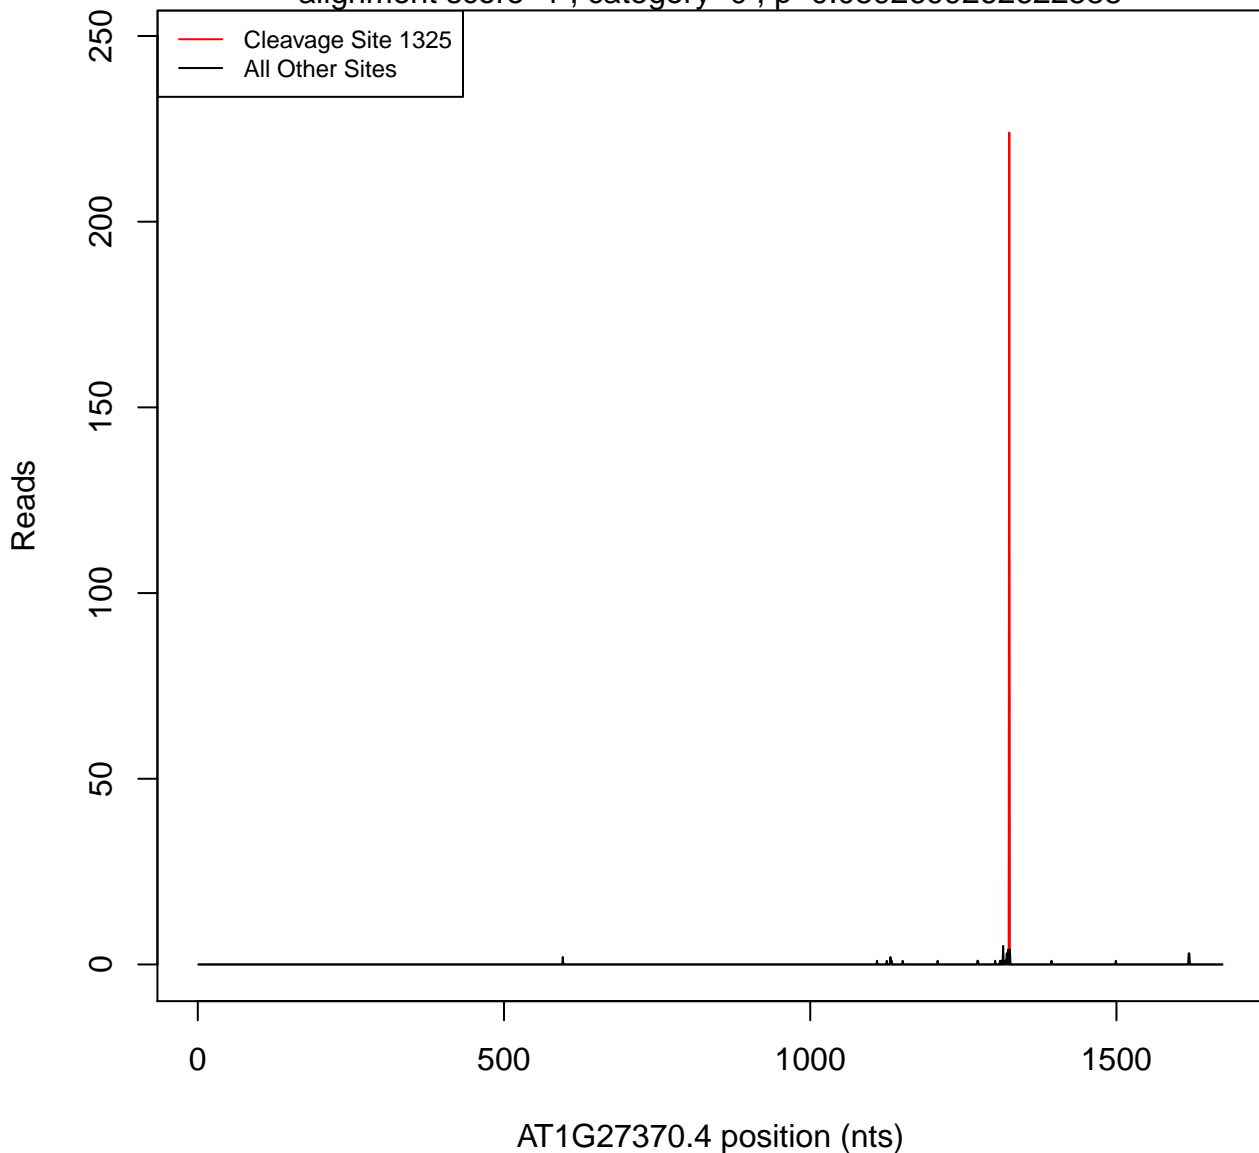

ath-miR156g slicing AT1G27370.4 at nt 1325

alignment score=2 , category=0 , p=0.0503855131498749

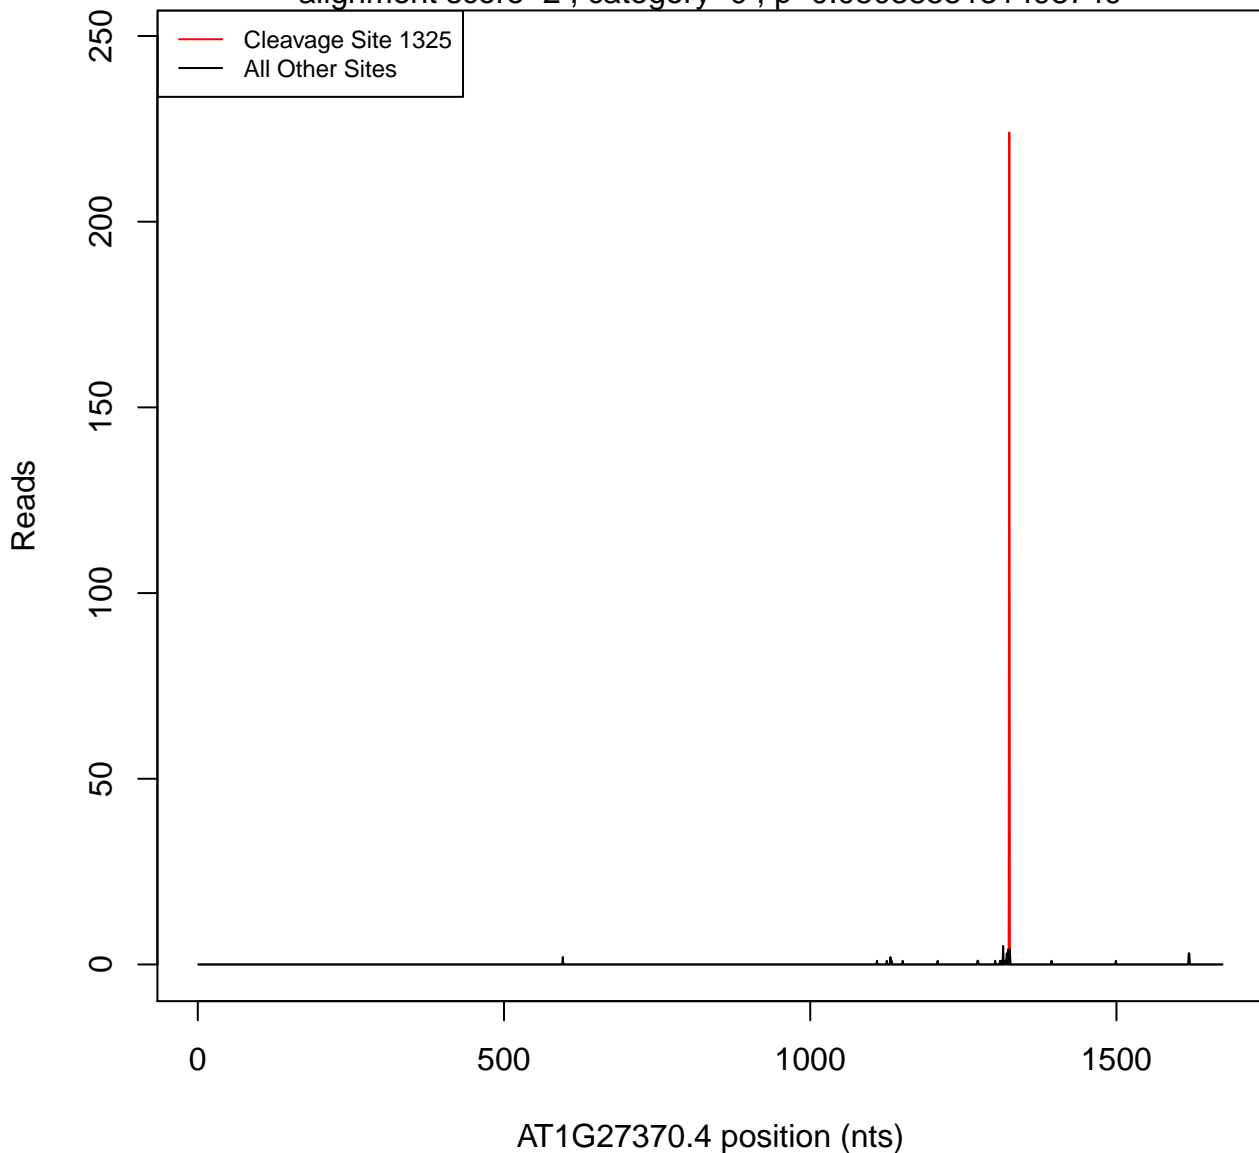

ath-miR156h slicing AT1G27370.4 at nt 1325

alignment score=2 , category=0 , p=0.0561437826265823

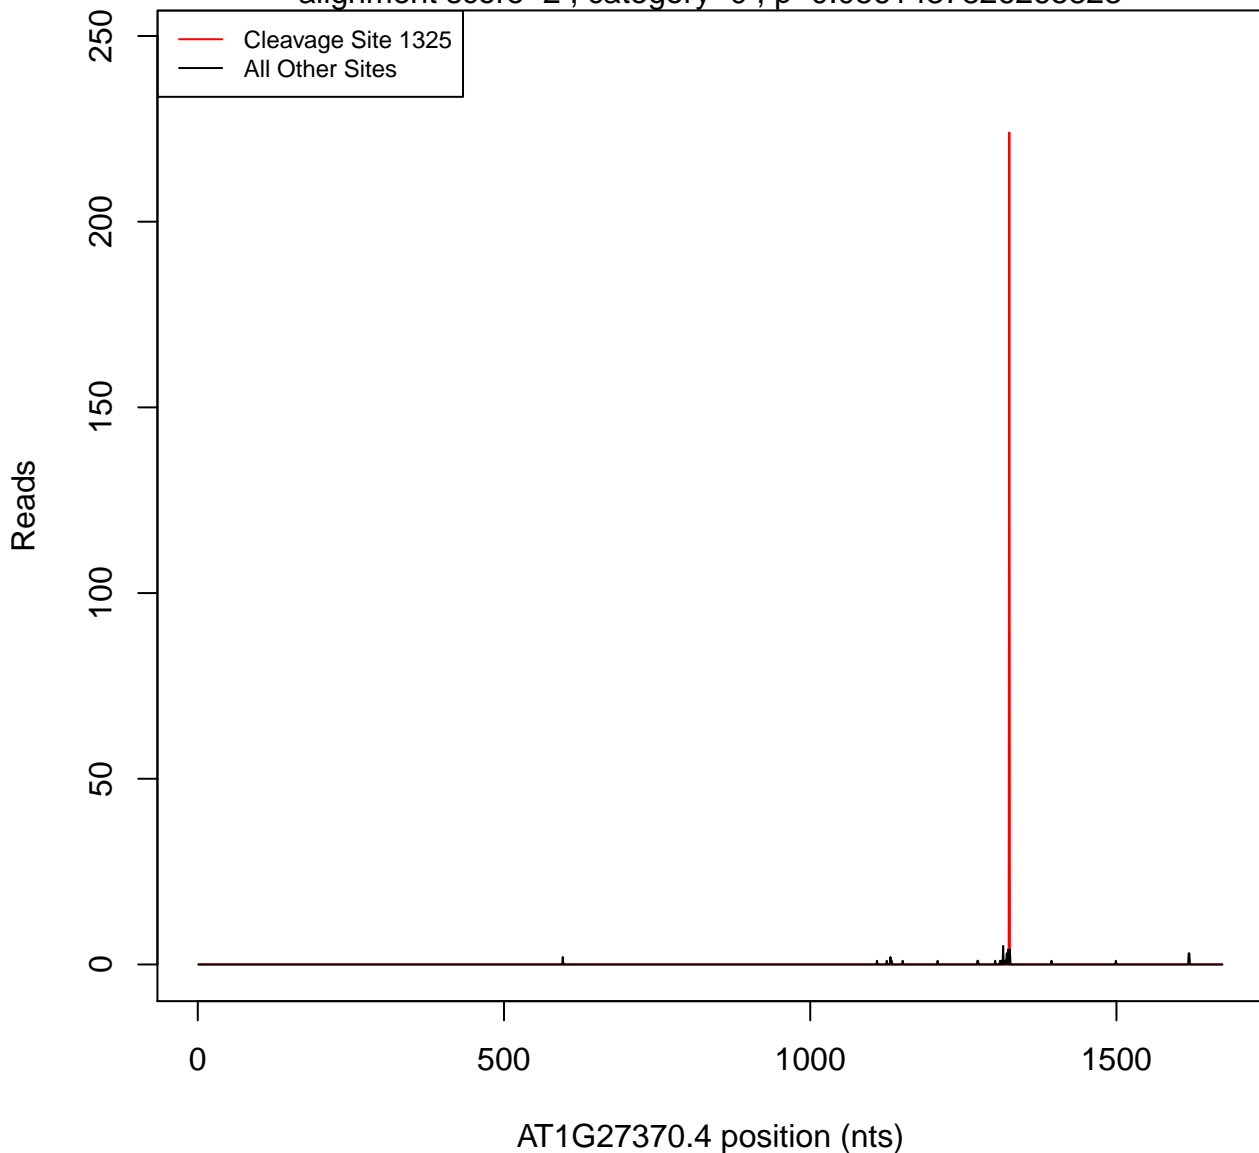

ath-miR156i slicing AT1G27370.4 at nt 1325

alignment score=1 , category=0 , p=0.0626448986382654

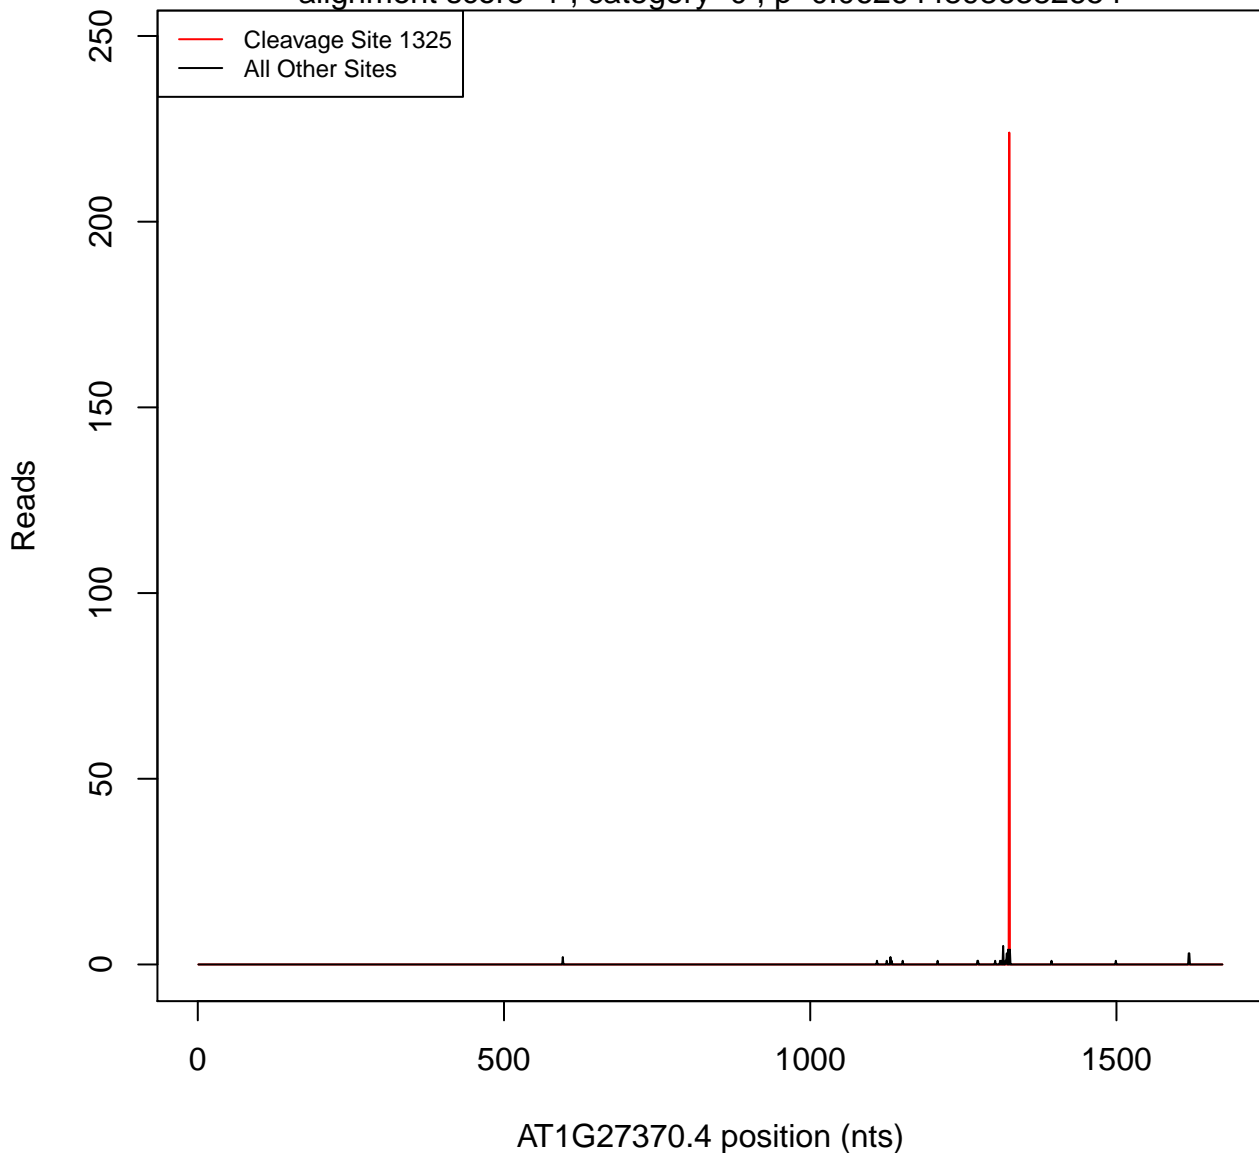

ath-miR156j slicing AT1G27370.4 at nt 1325

alignment score=0 , category=0 , p=0.0680712184898578

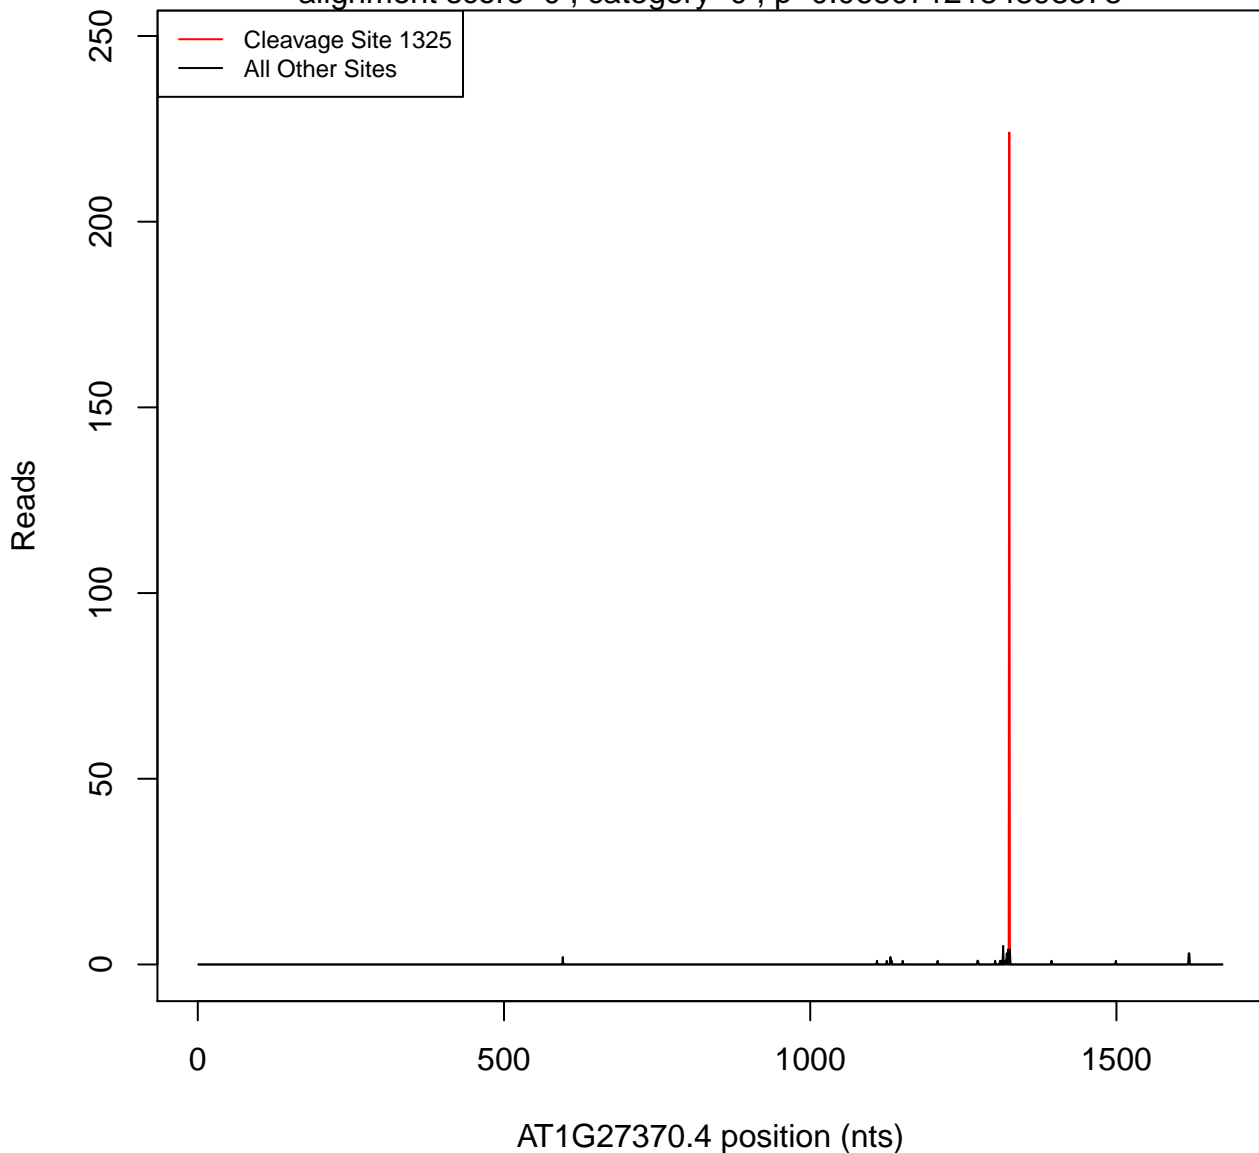

ath-miR157d slicing AT1G27370.4 at nt 1325

alignment score=2 , category=0 , p=0.0561437826265823

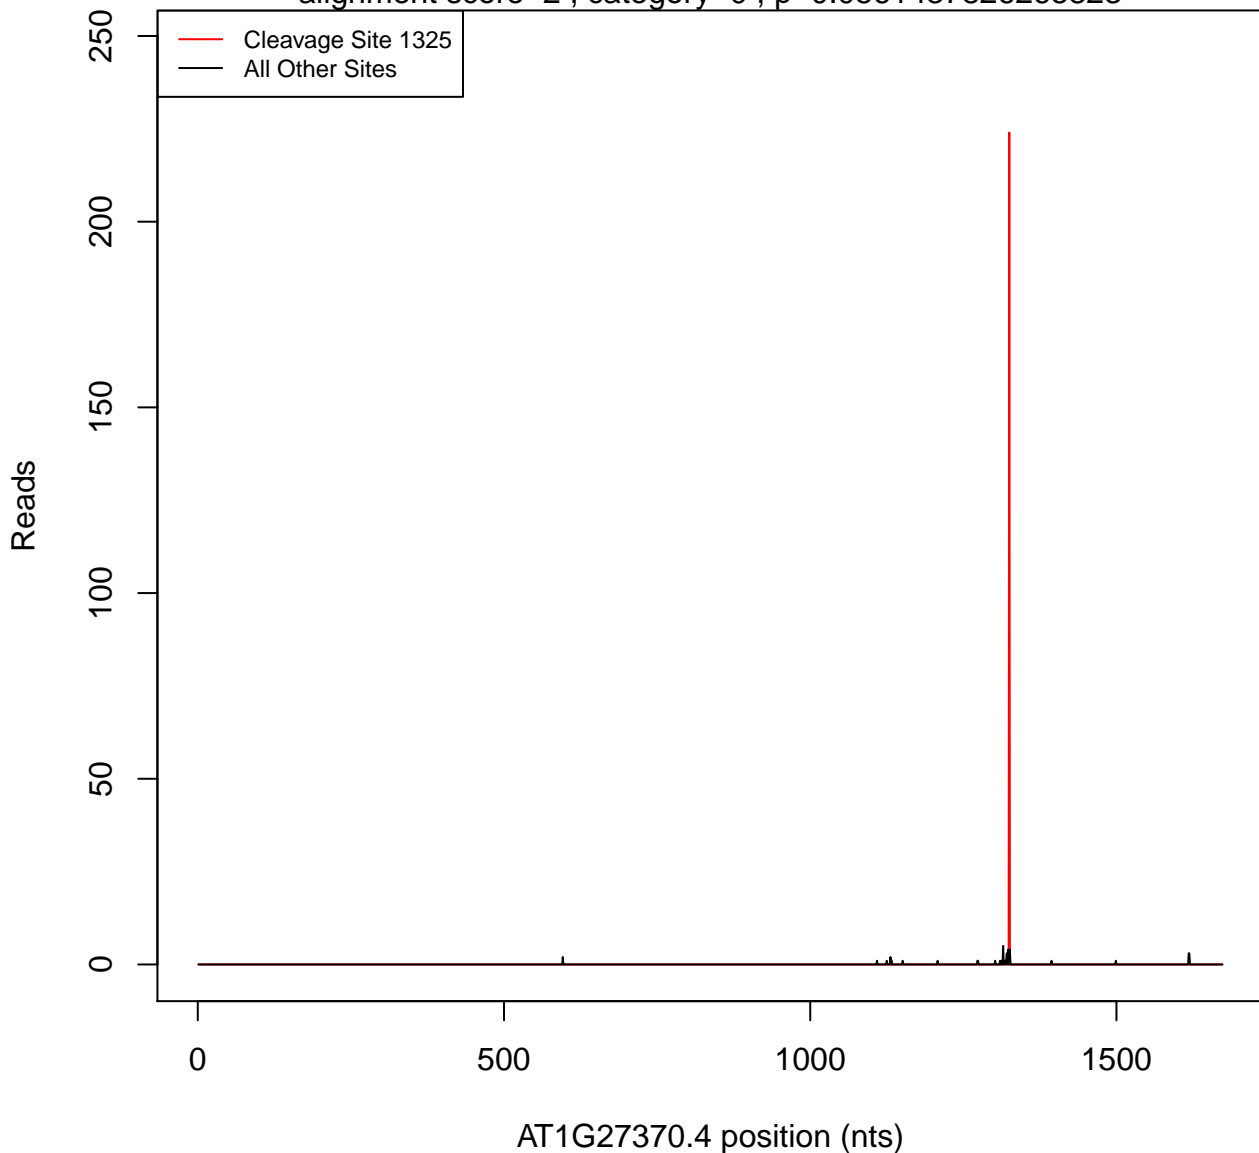

ath-miR167c slicing AT1G30330.1 at nt 3326

alignment score=3.5 , category=4 , p=0.0938043964041548

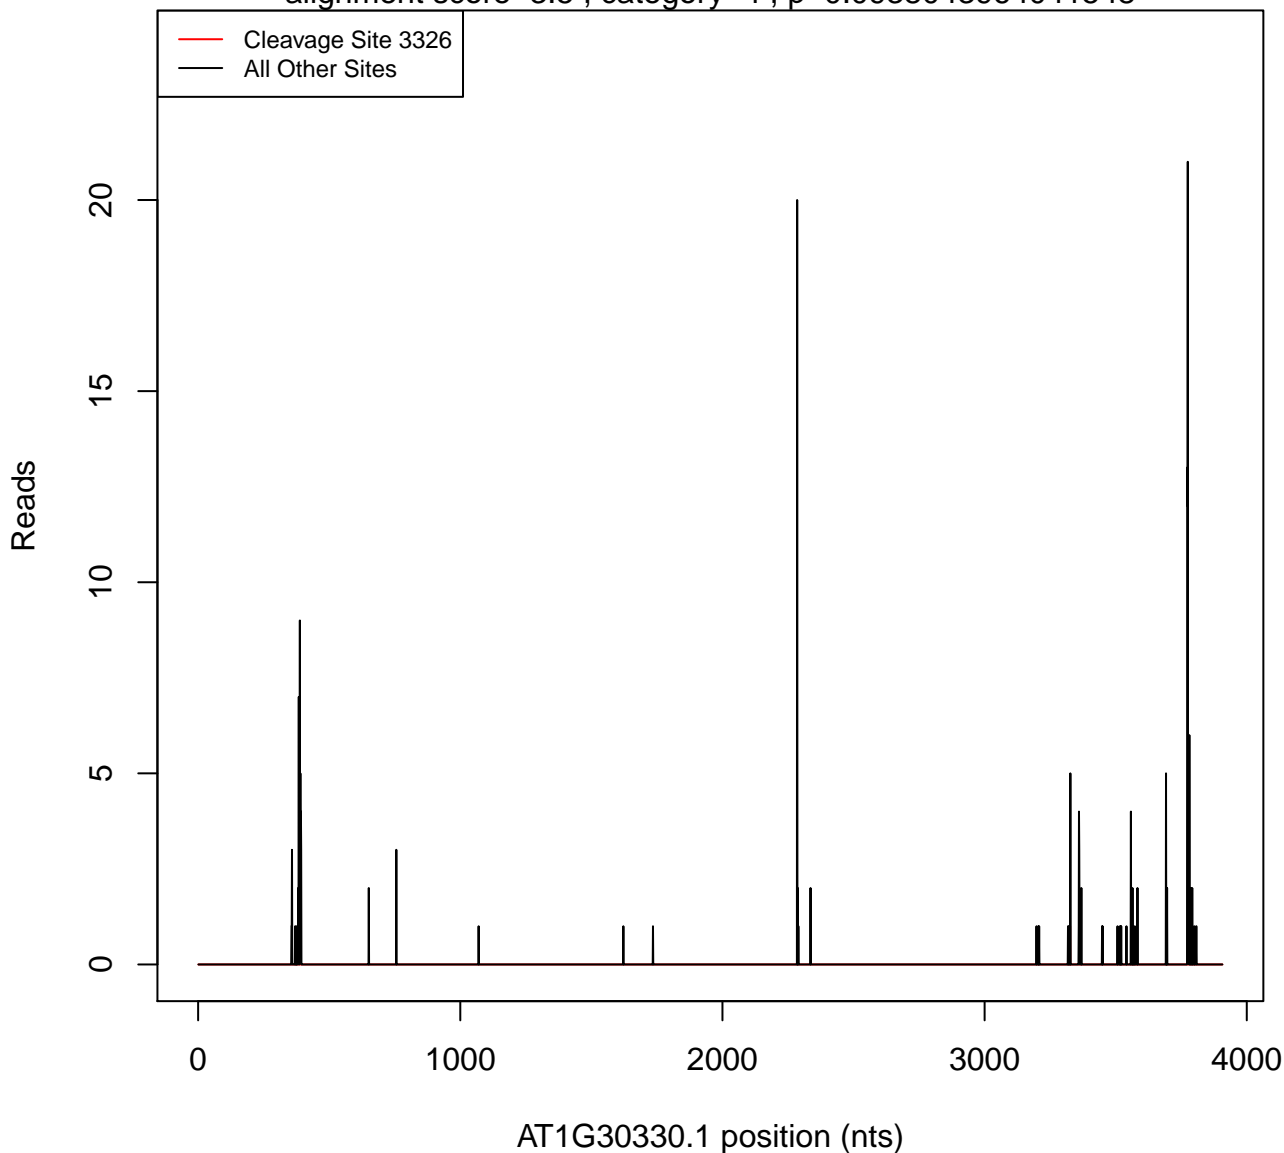

ath-miR167c slicing AT1G30330.2 at nt 3246

alignment score=3.5 , category=4 , p=0.0938043964041548

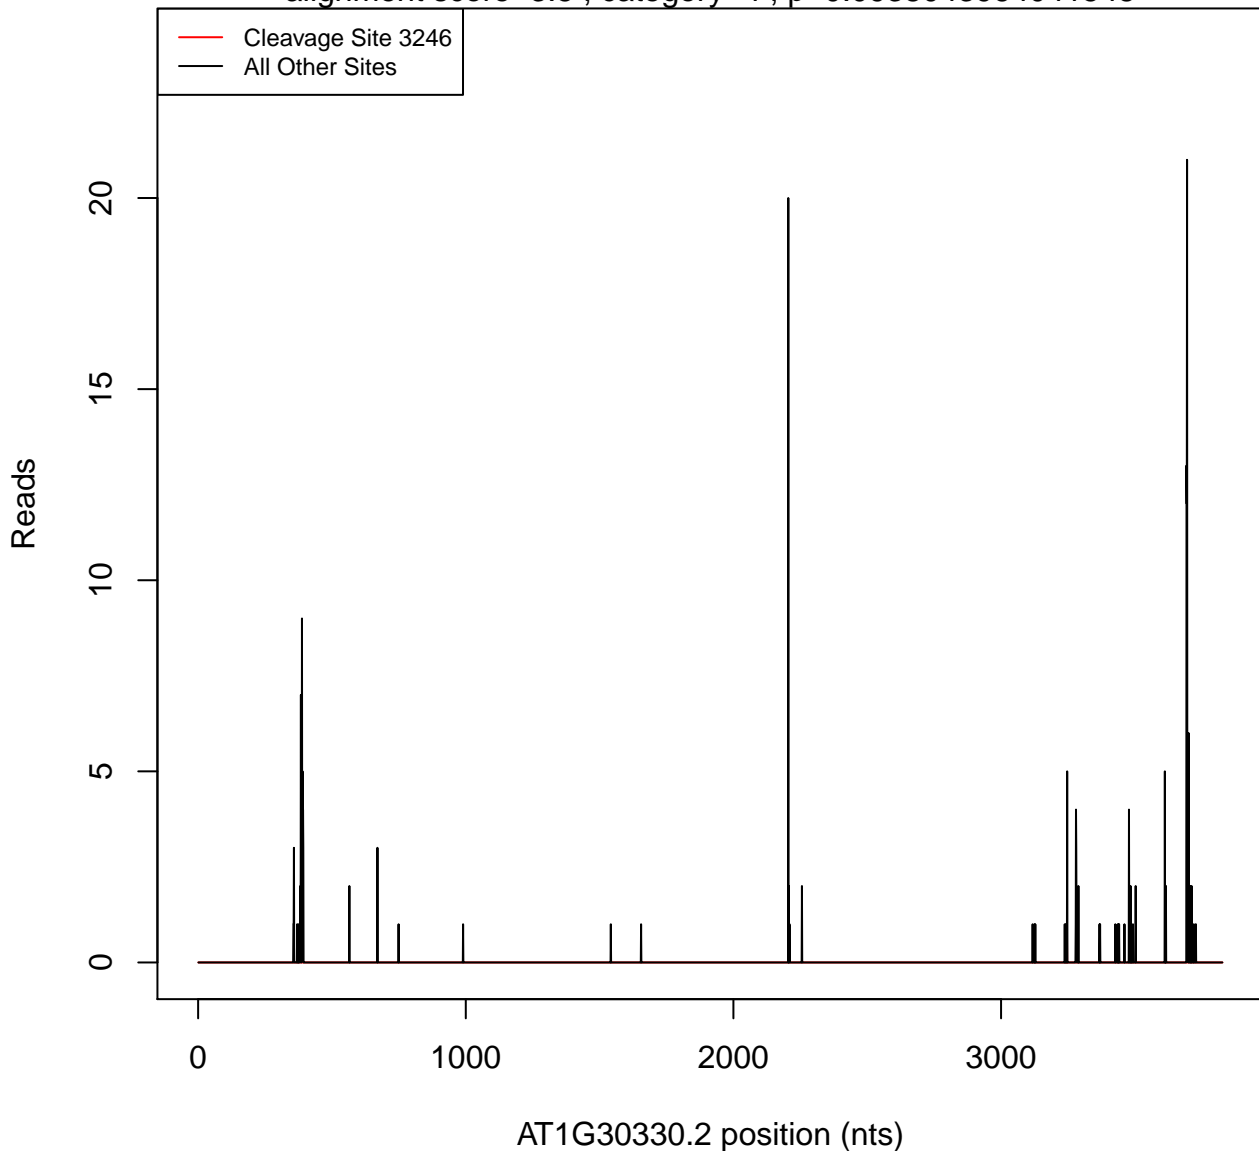

ath-miR165a slicing AT1G30490.1 at nt 806

alignment score=2.5 , category=3 , p=0.0329128303306404

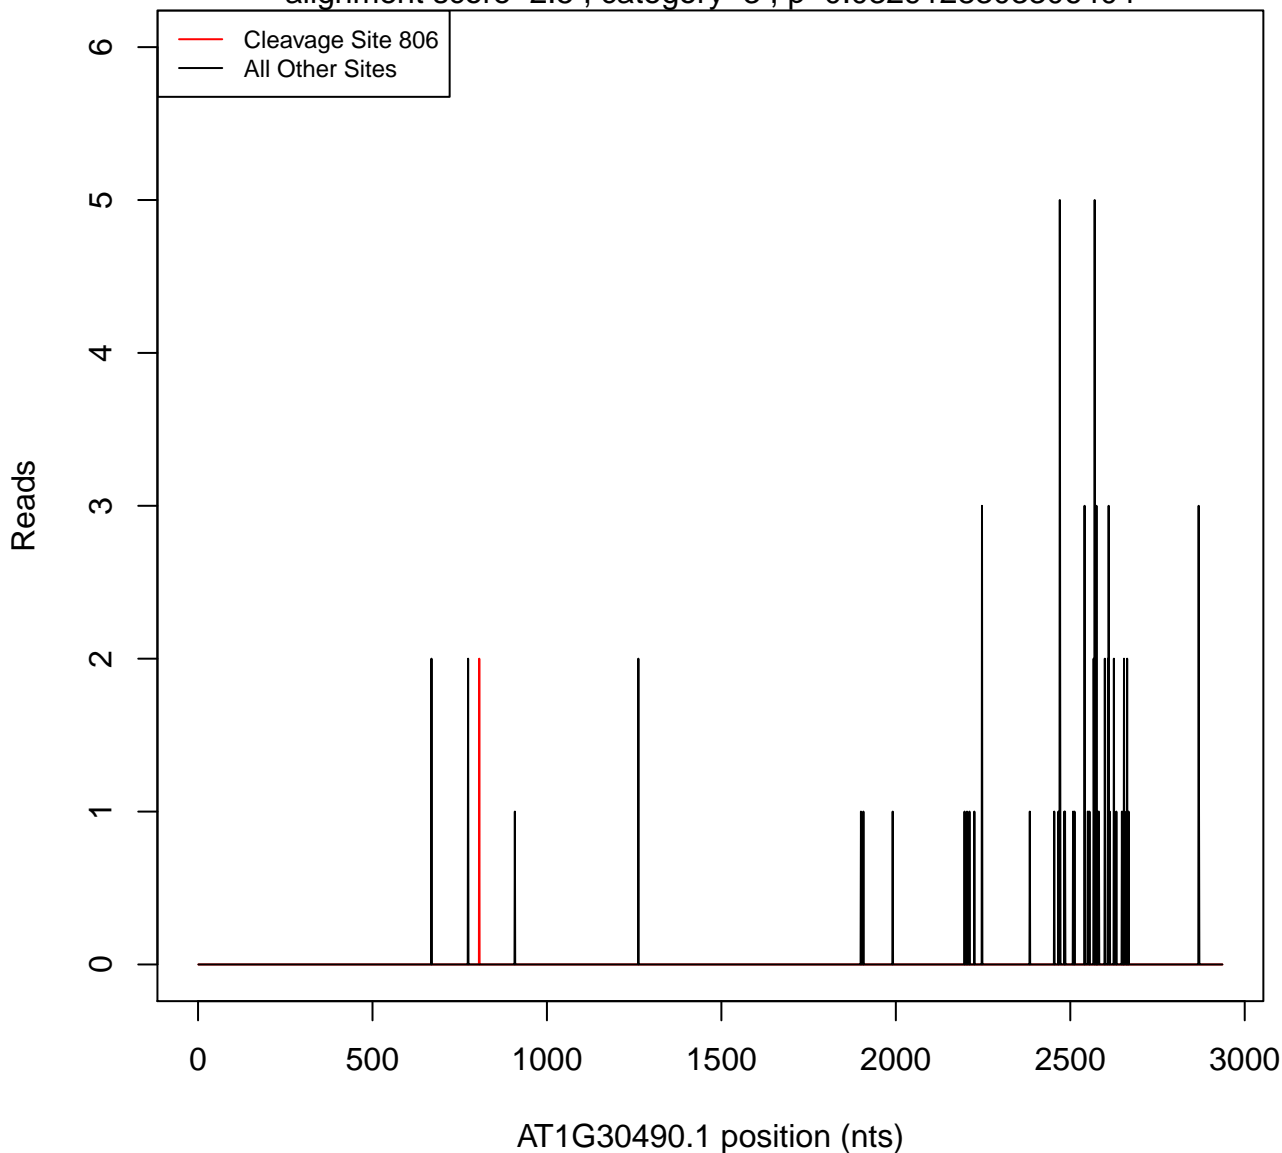

ath-miR165b slicing AT1G30490.1 at nt 806

alignment score=2.5 , category=3 , p=0.0329128303306404

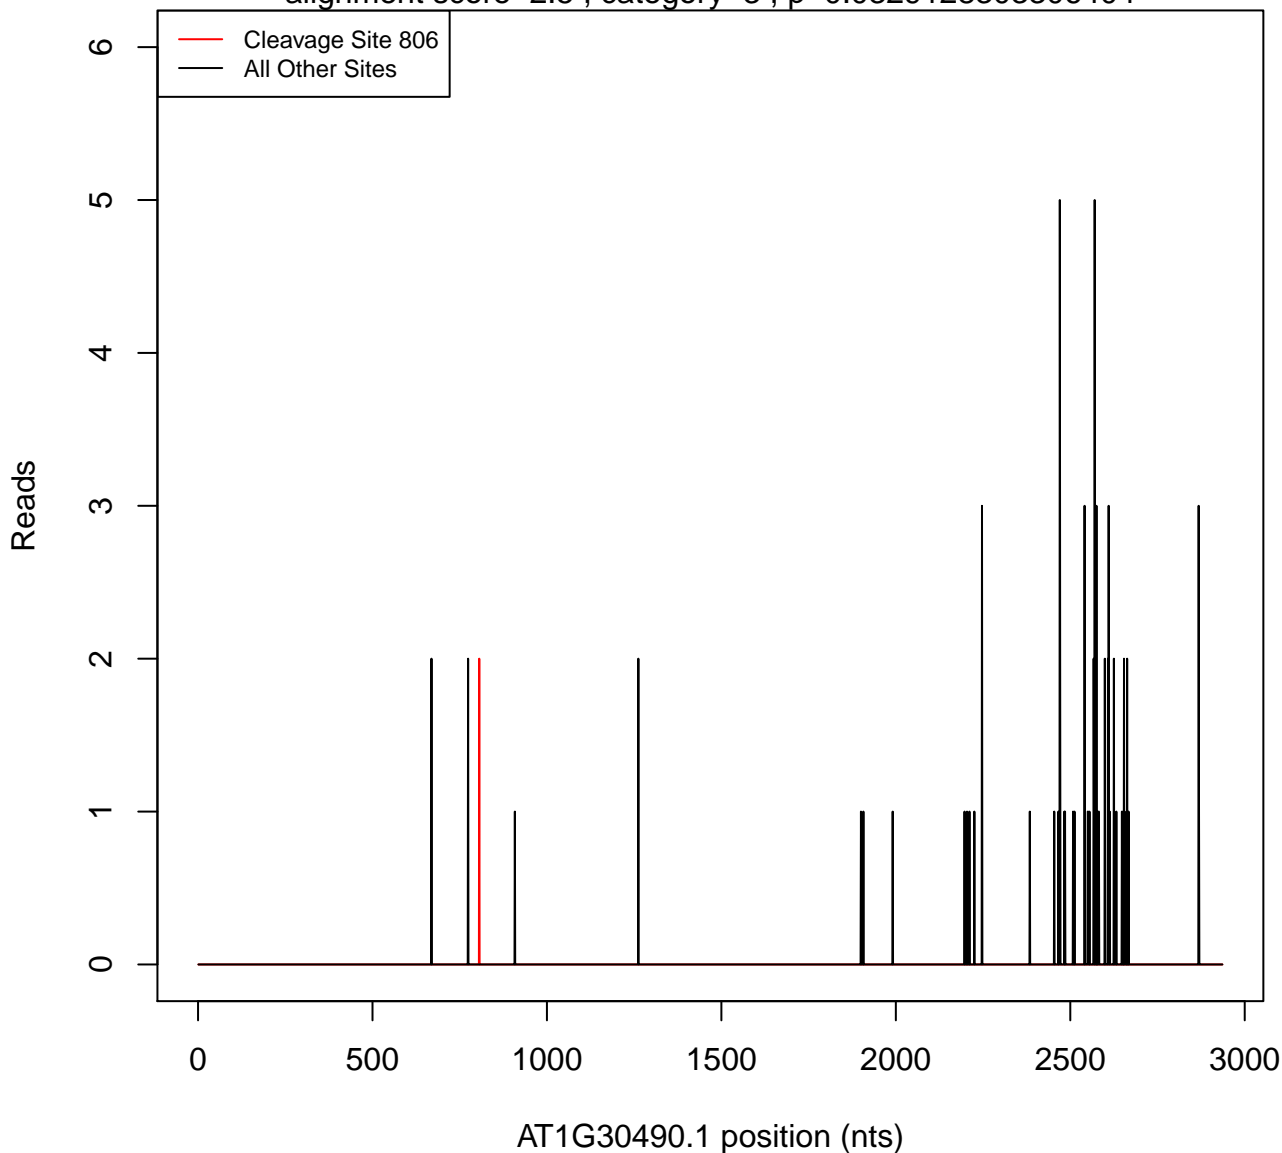

ath-miR166a slicing AT1G30490.1 at nt 806

alignment score=3 , category=3 , p=0.0296708923966995

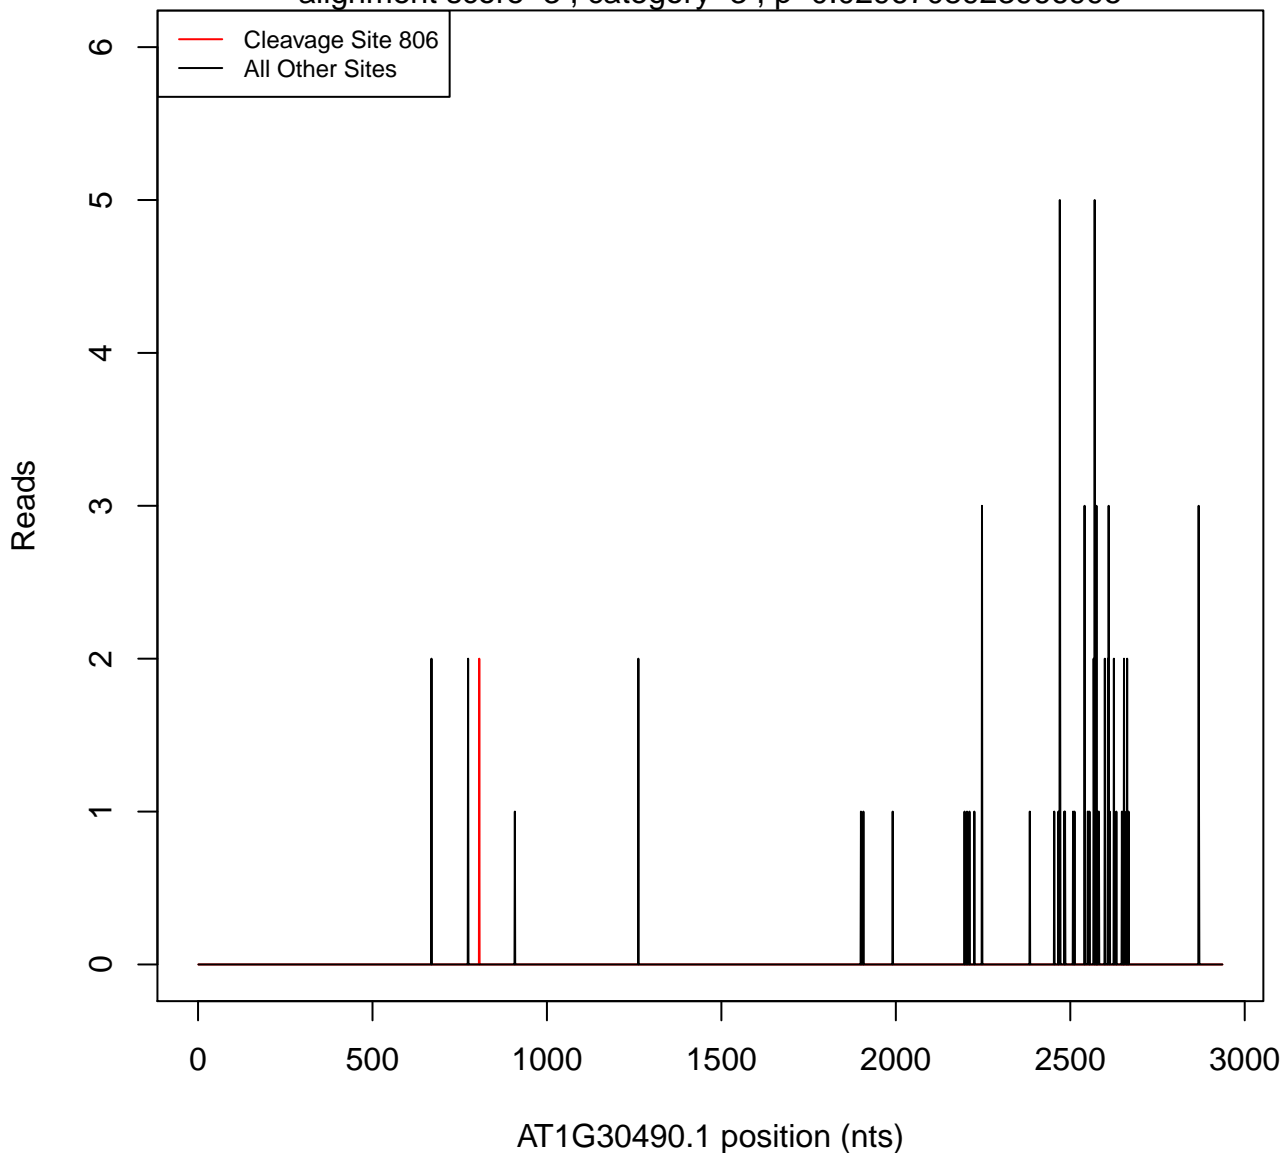

ath-miR166b slicing AT1G30490.1 at nt 806

alignment score=3 , category=3 , p=0.0296708923966995

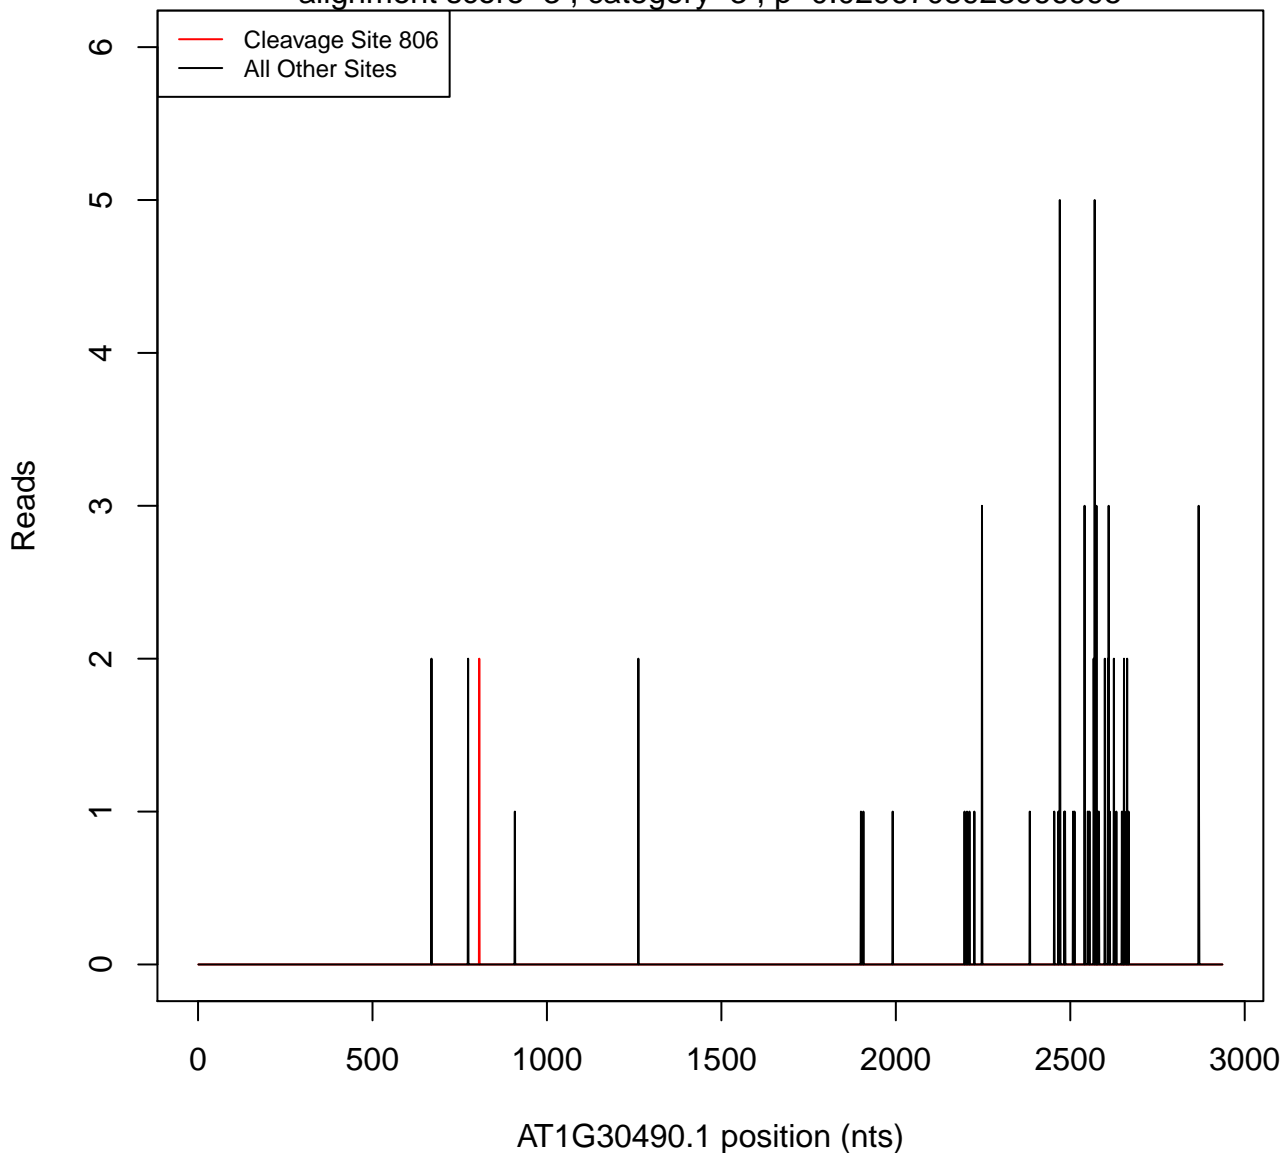

ath-miR166c slicing AT1G30490.1 at nt 806

alignment score=3 , category=3 , p=0.0296708923966995

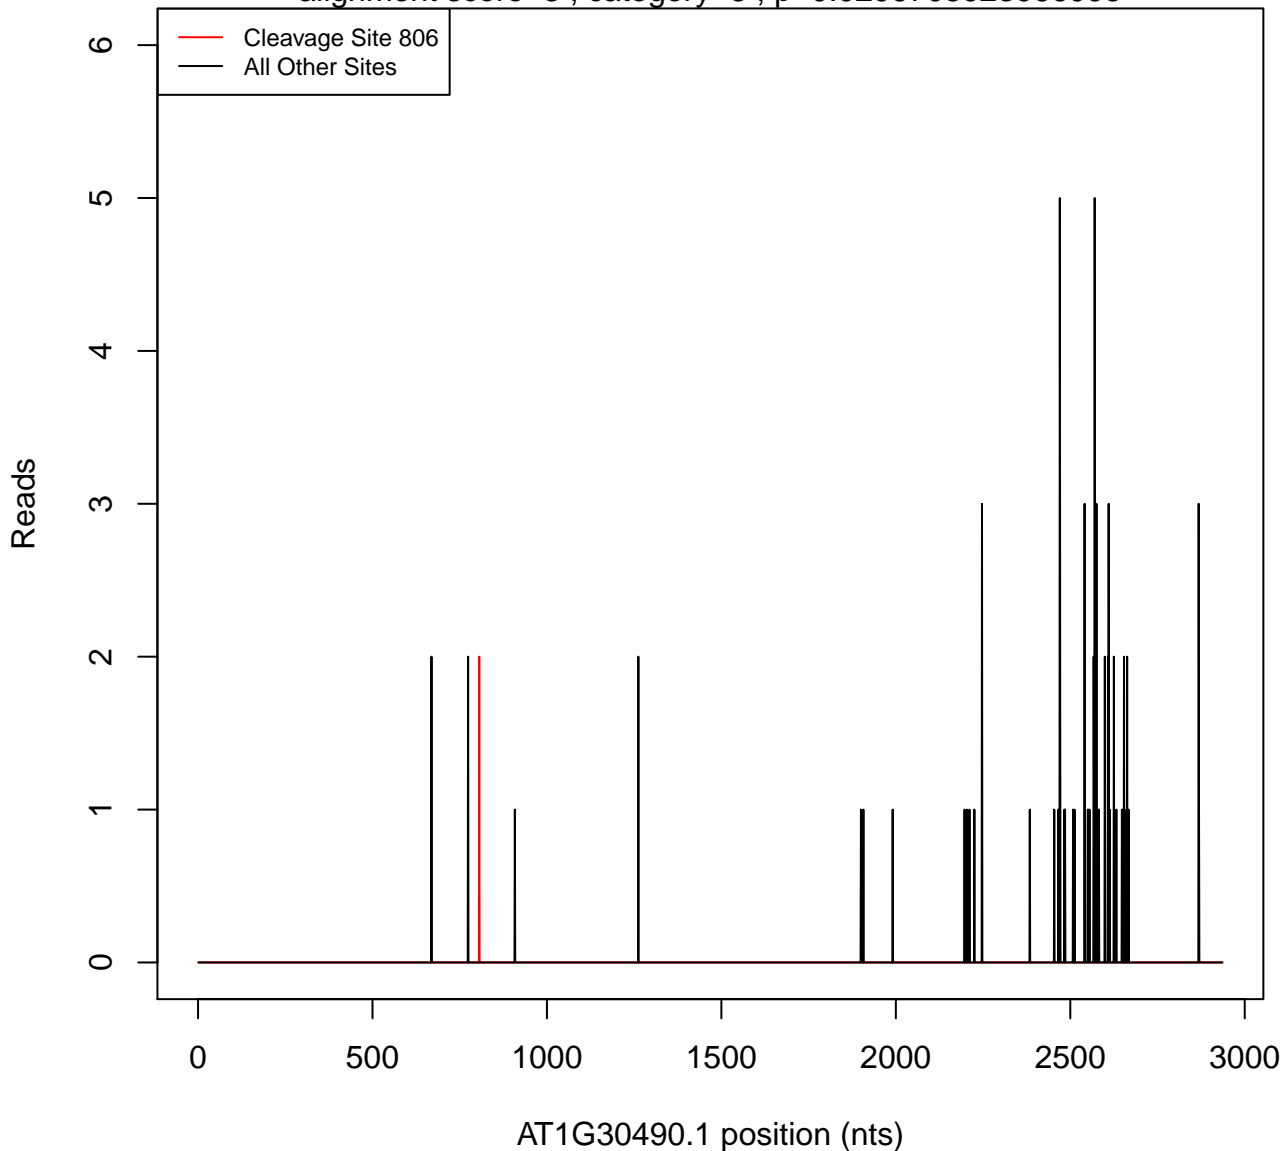

ath-miR166d slicing AT1G30490.1 at nt 806

alignment score=3 , category=3 , p=0.0296708923966995

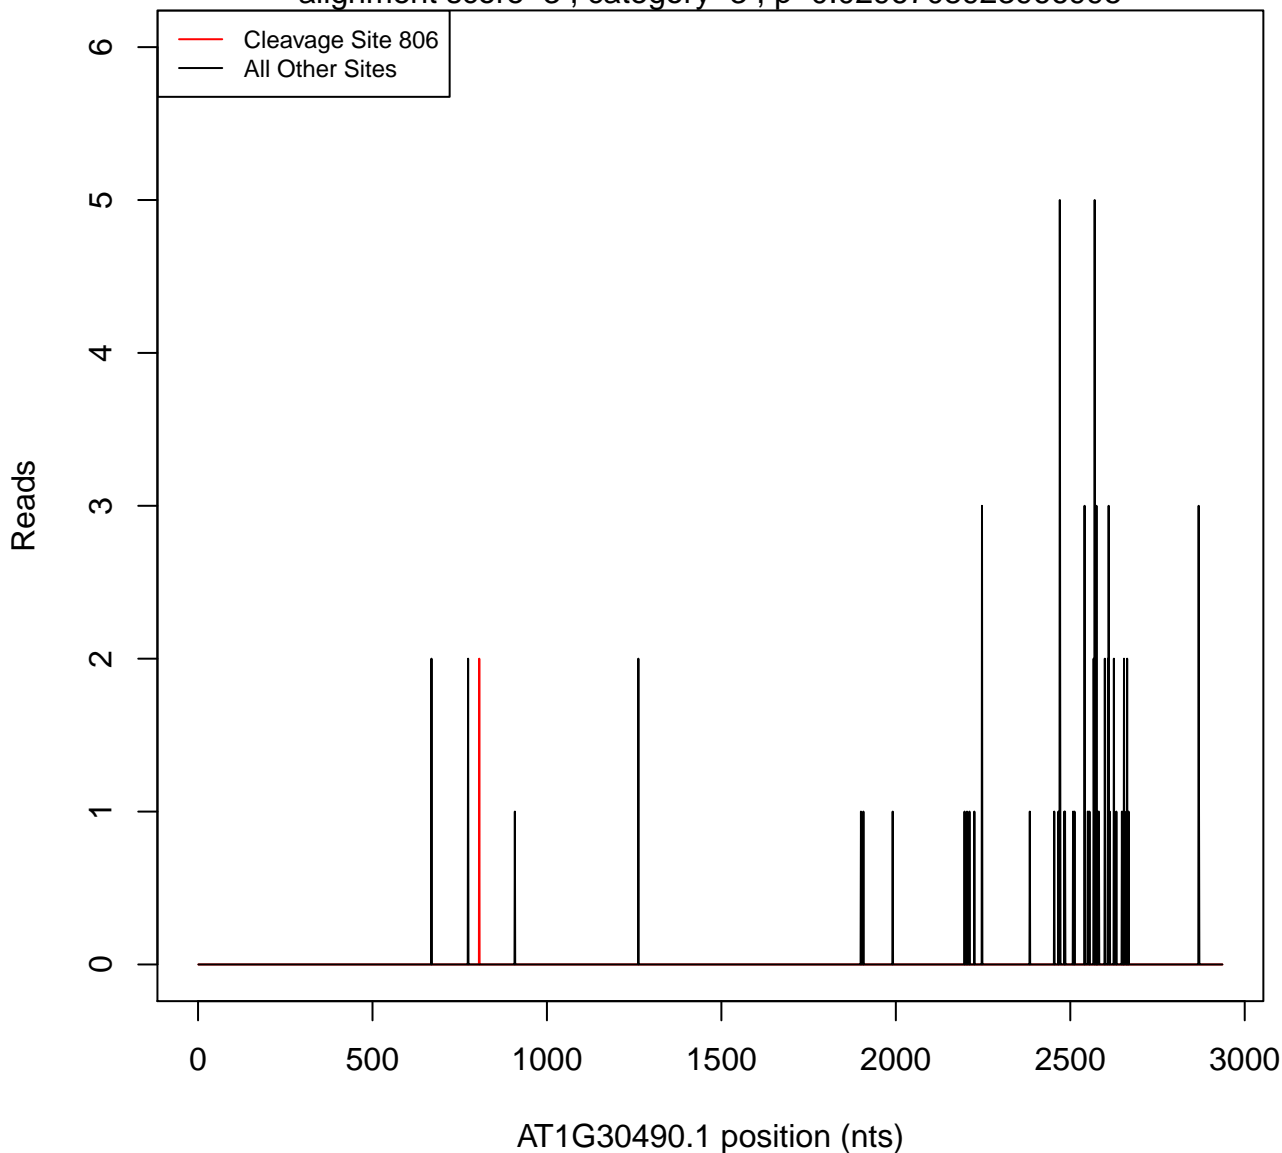

ath-miR166e slicing AT1G30490.1 at nt 806

alignment score=3 , category=3 , p=0.0296708923966995

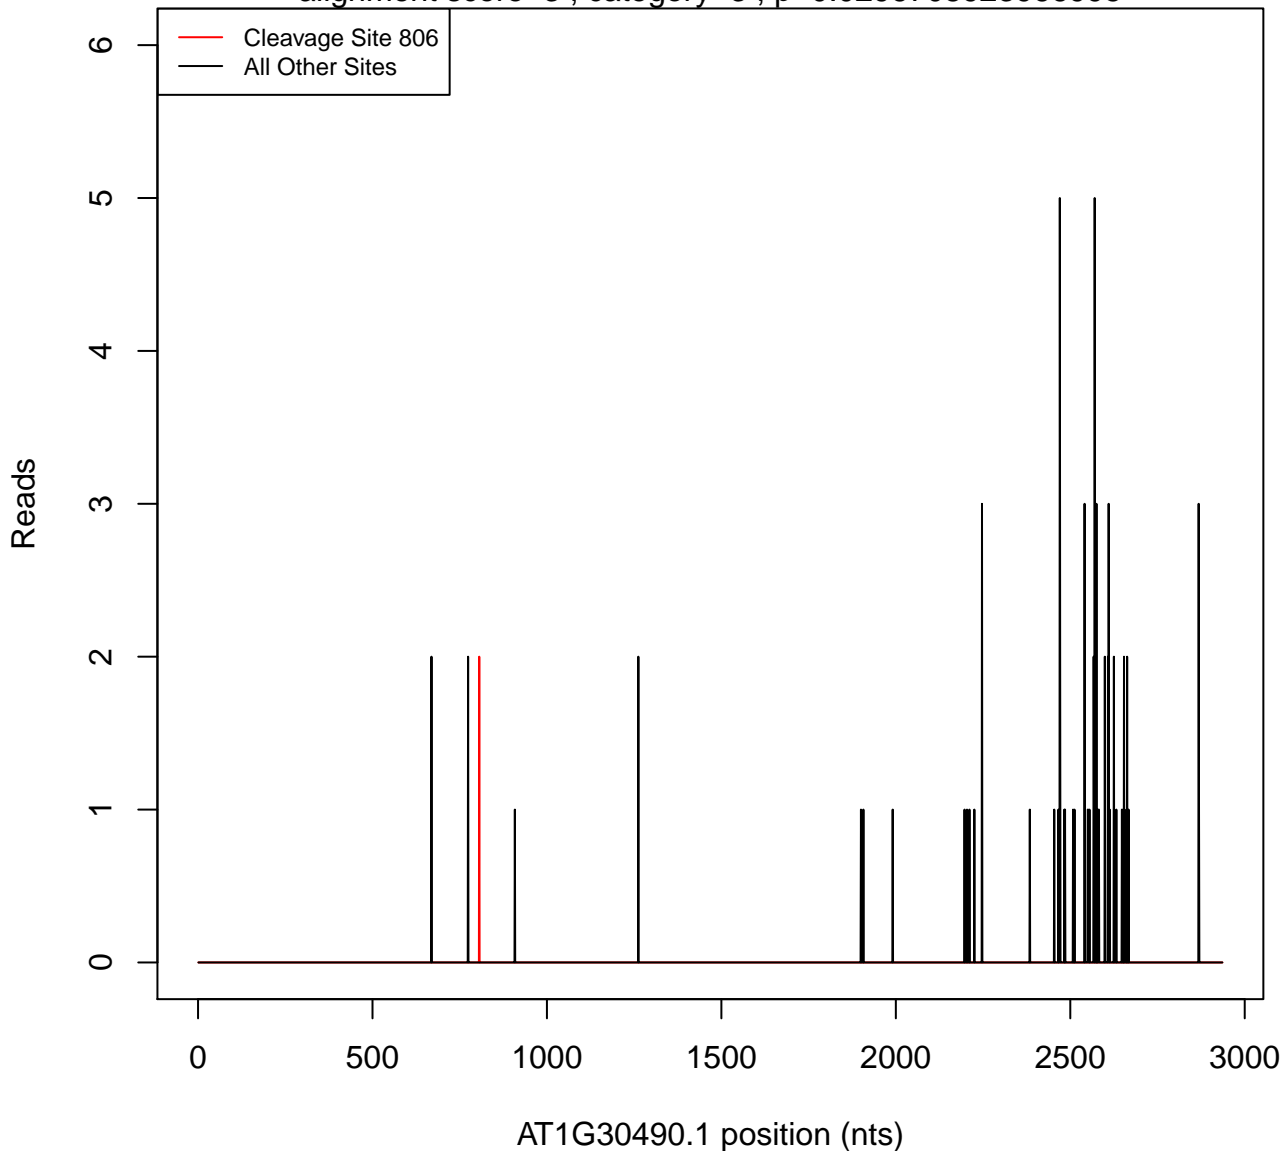

ath-miR166f slicing AT1G30490.1 at nt 806

alignment score=3 , category=3 , p=0.0296708923966995

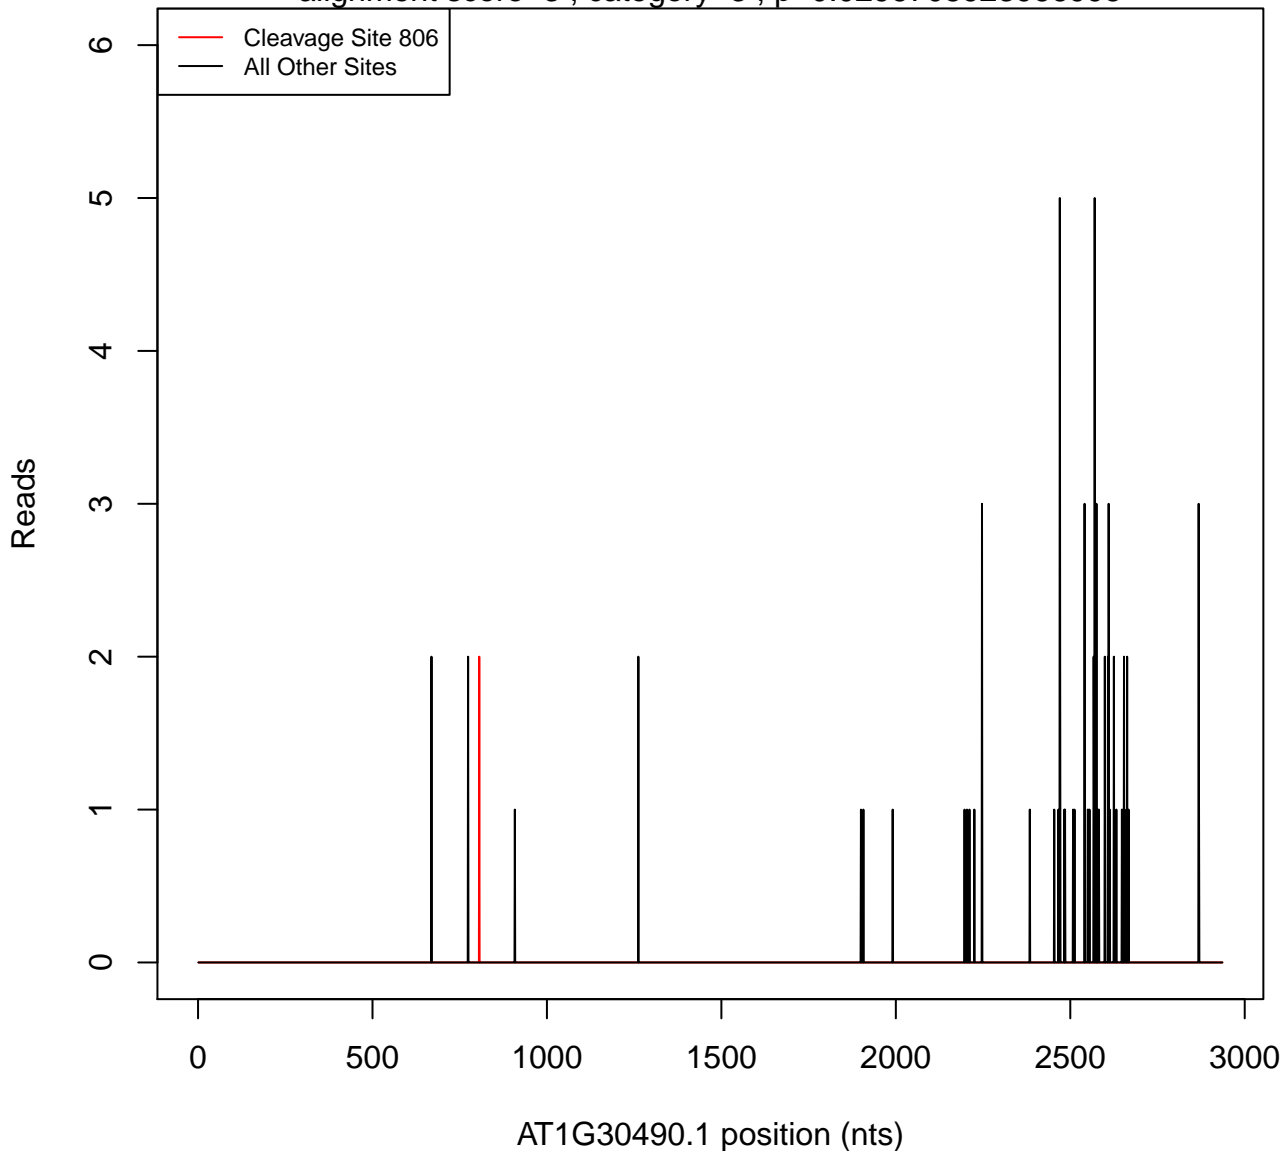

ath-miR166g slicing AT1G30490.1 at nt 806

alignment score=3 , category=3 , p=0.0296708923966995

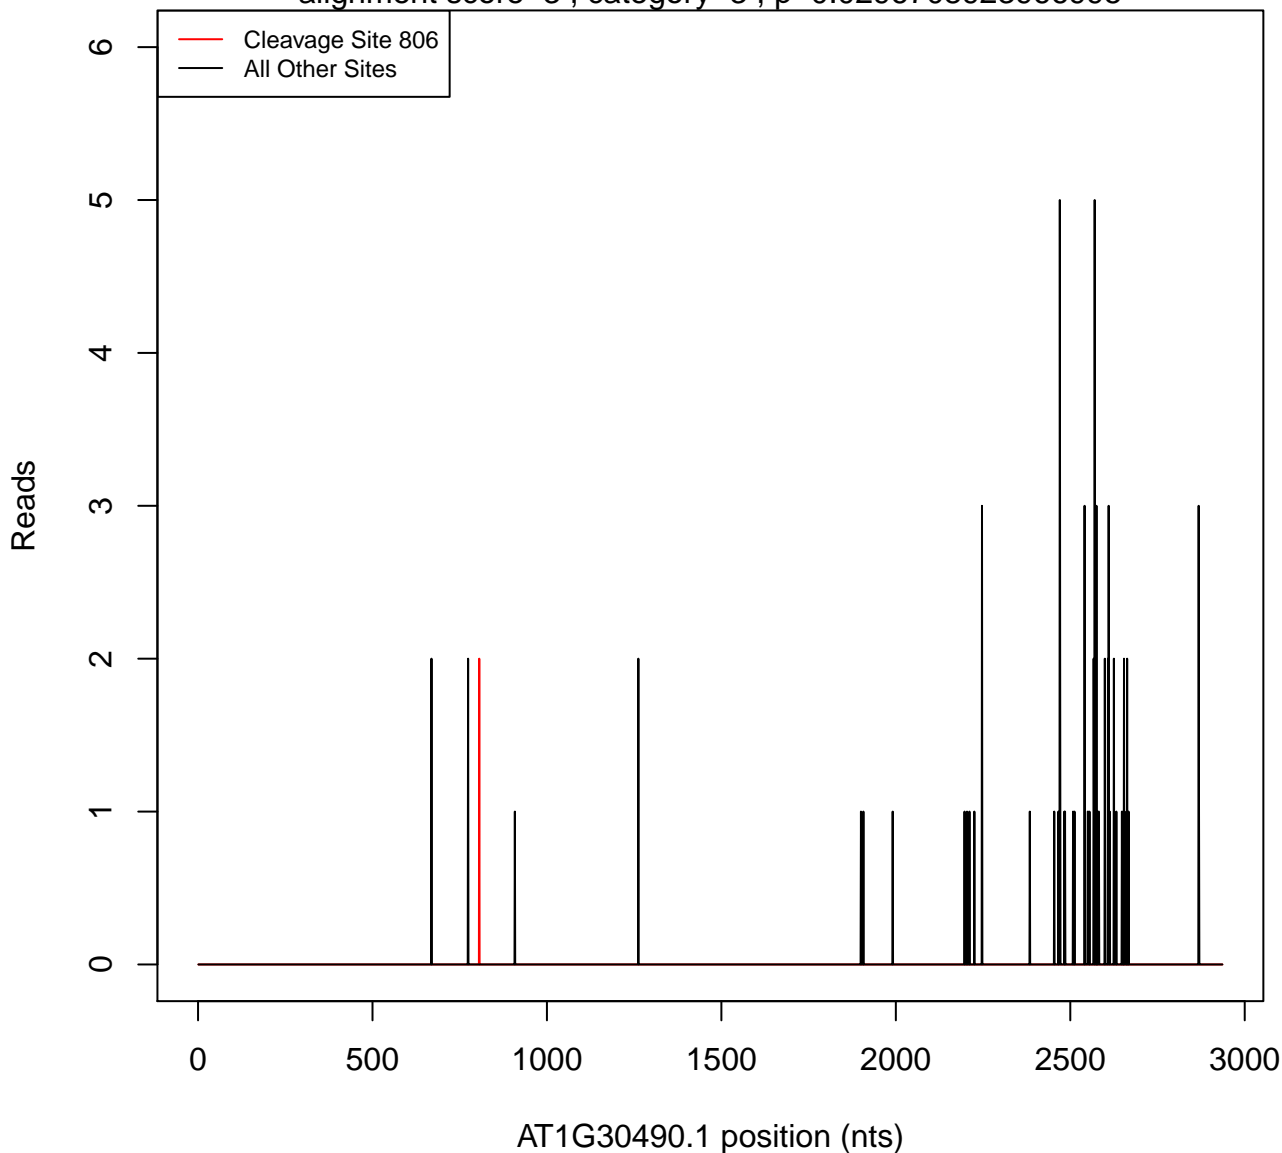

gma-miR166a-3p_1ss21CT slicing AT1G30490.1 at nt 806

alignment score=3 , category=3 , p=0.0296708923966995

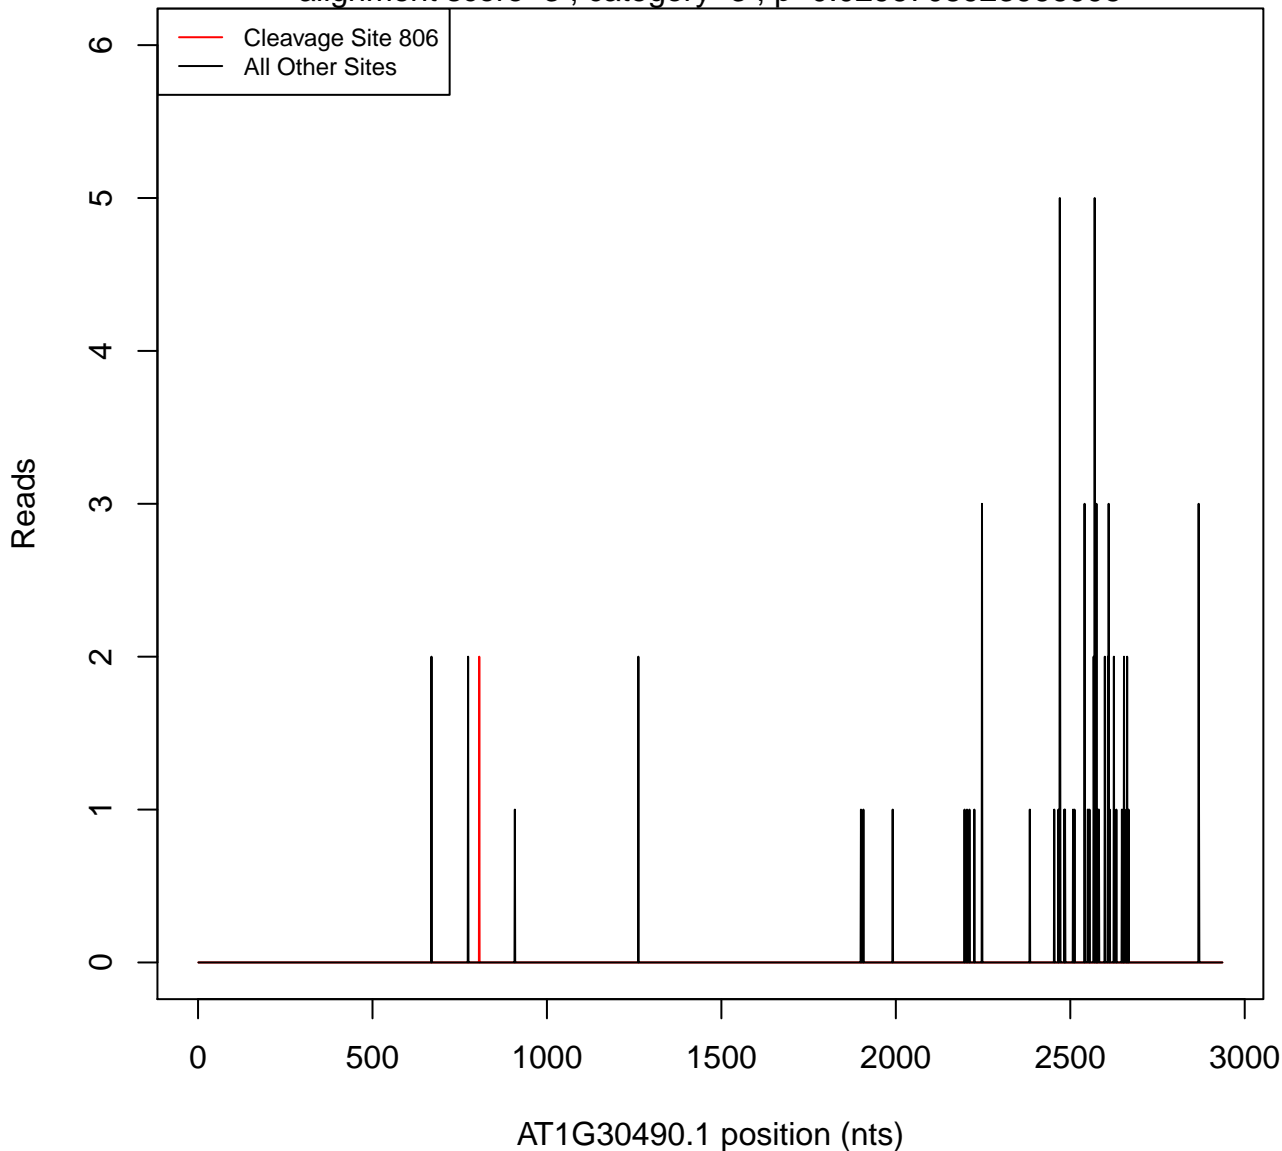

ath-miR403 slicing AT1G31280.1 at nt 3233

alignment score=1 , category=0 , p=0.00358760974080163

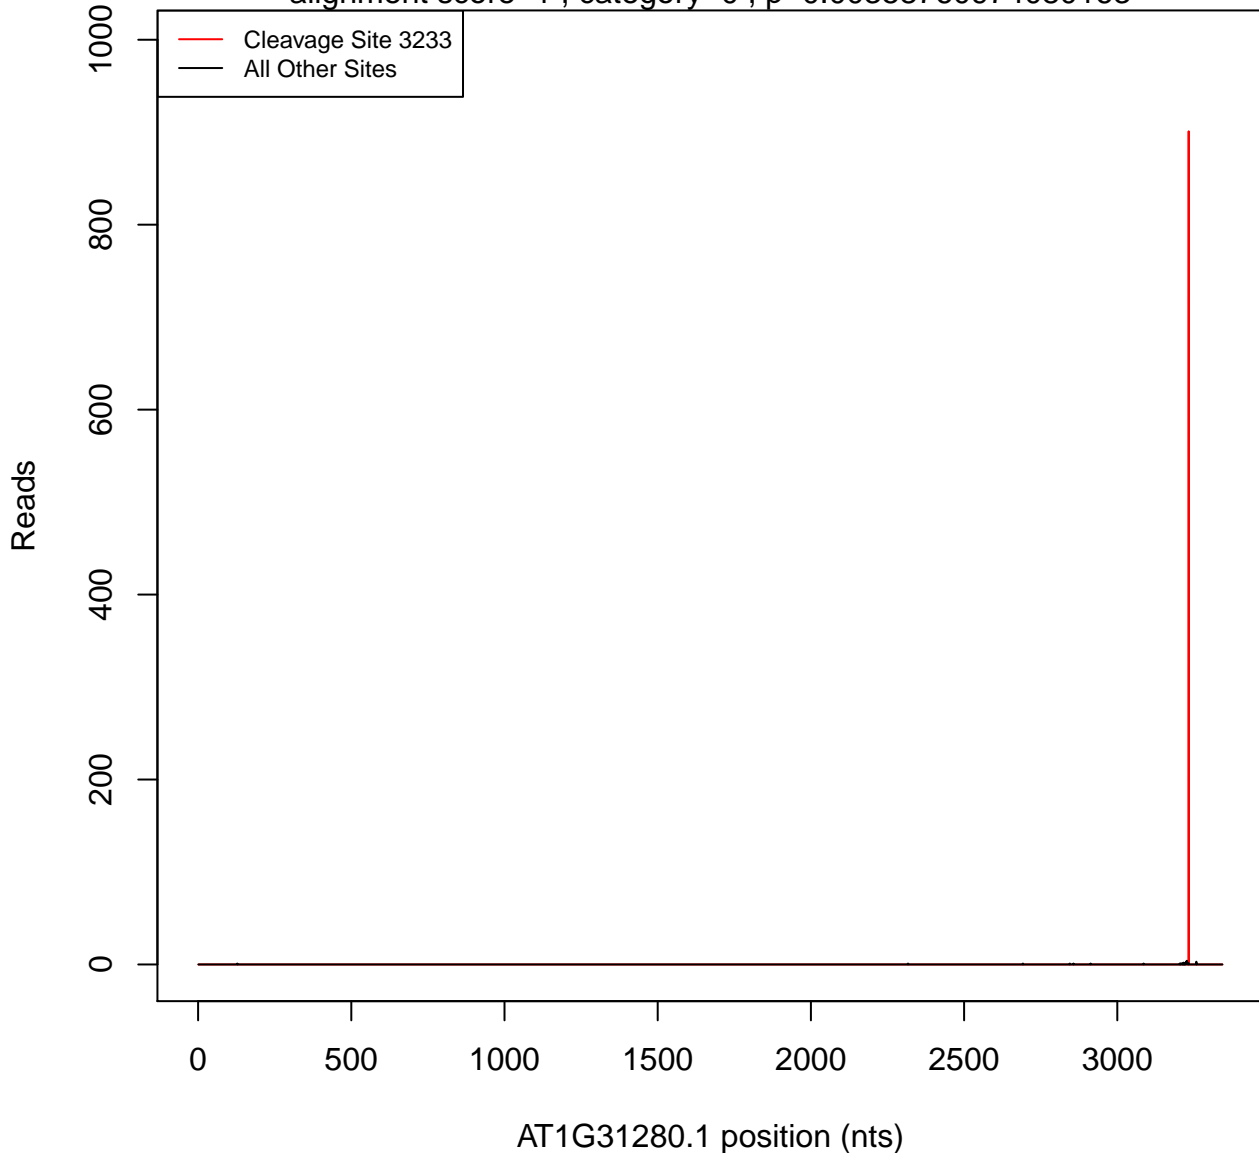

ath-miR156a slicing AT1G53160.1 at nt 602

alignment score=2 , category=4 , p=0.0654767918236761

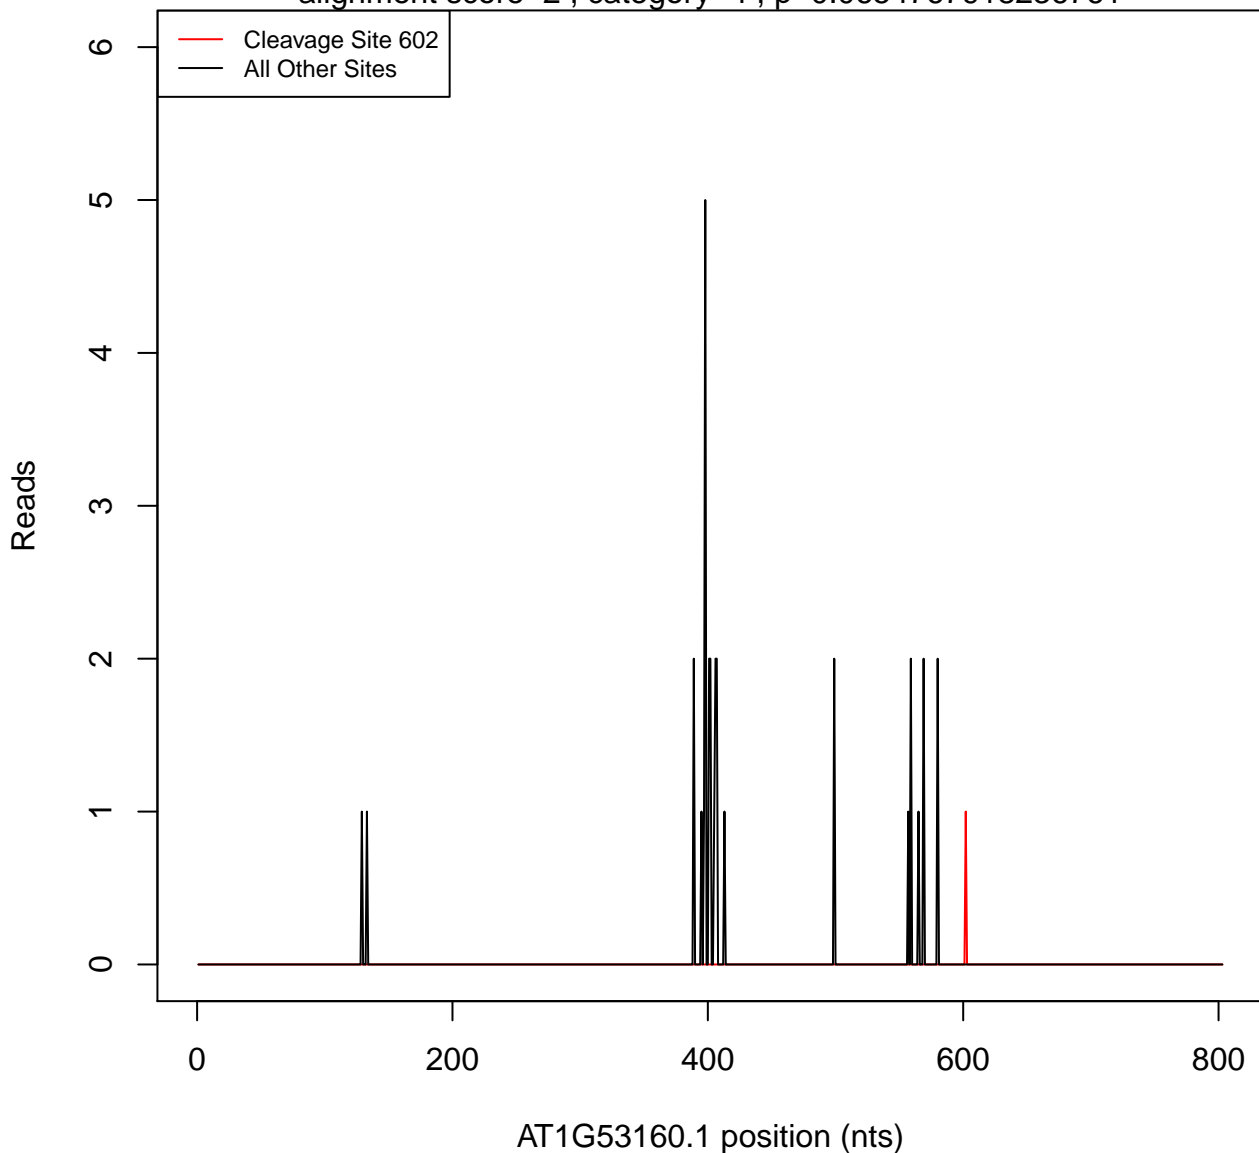

ath-miR156b slicing AT1G53160.1 at nt 602

alignment score=2 , category=4 , p=0.0654767918236761

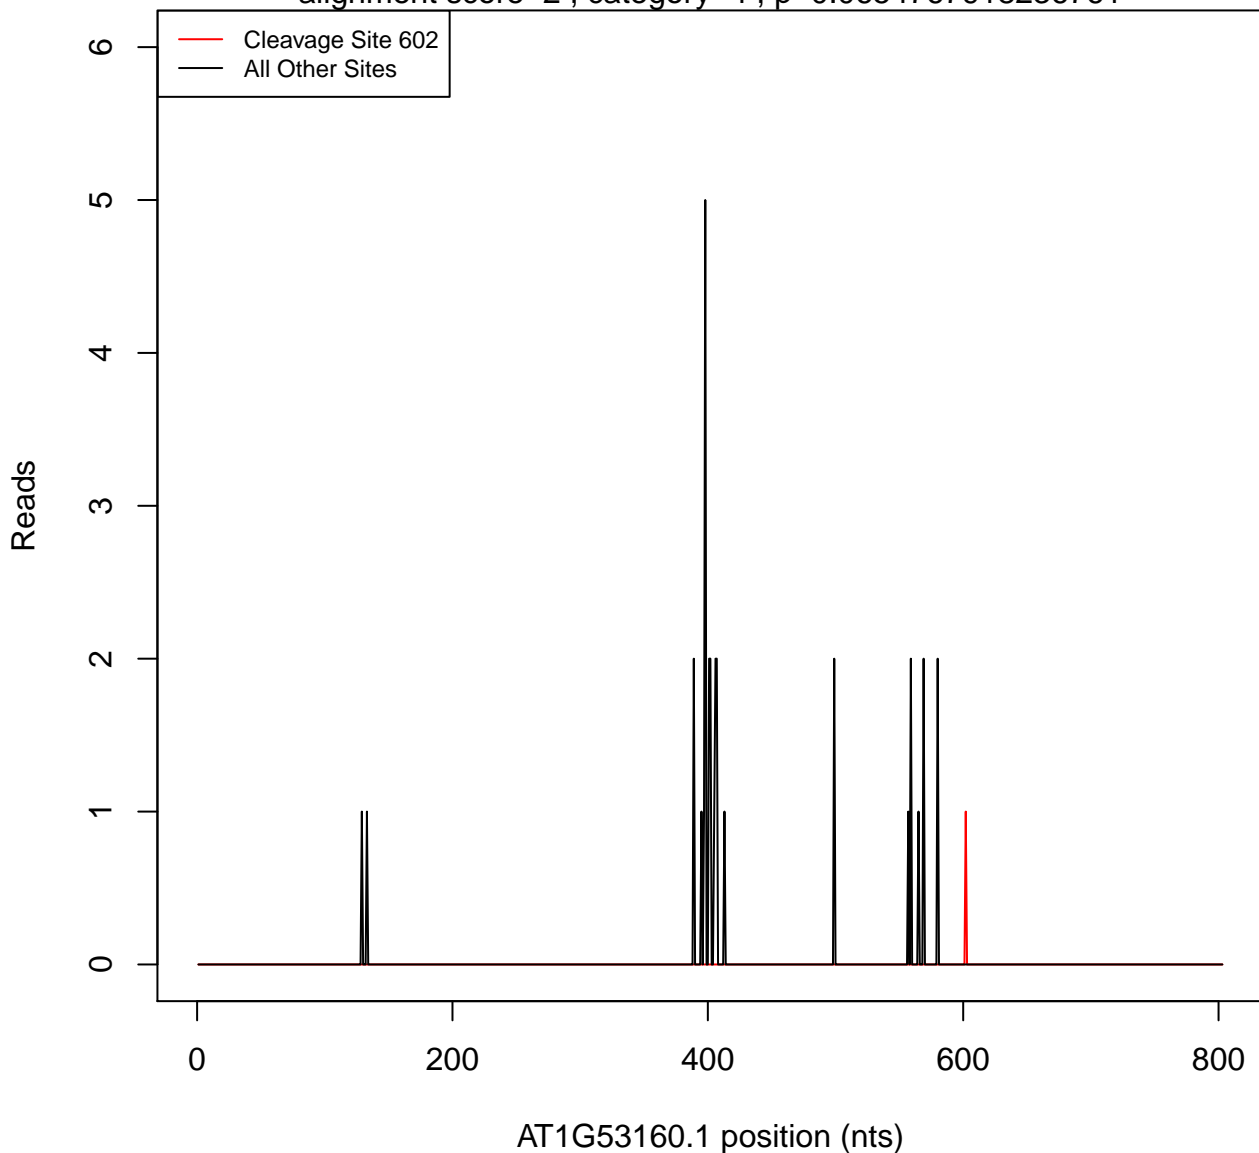

ath-miR156c slicing AT1G53160.1 at nt 602

alignment score=2 , category=4 , p=0.0654767918236761

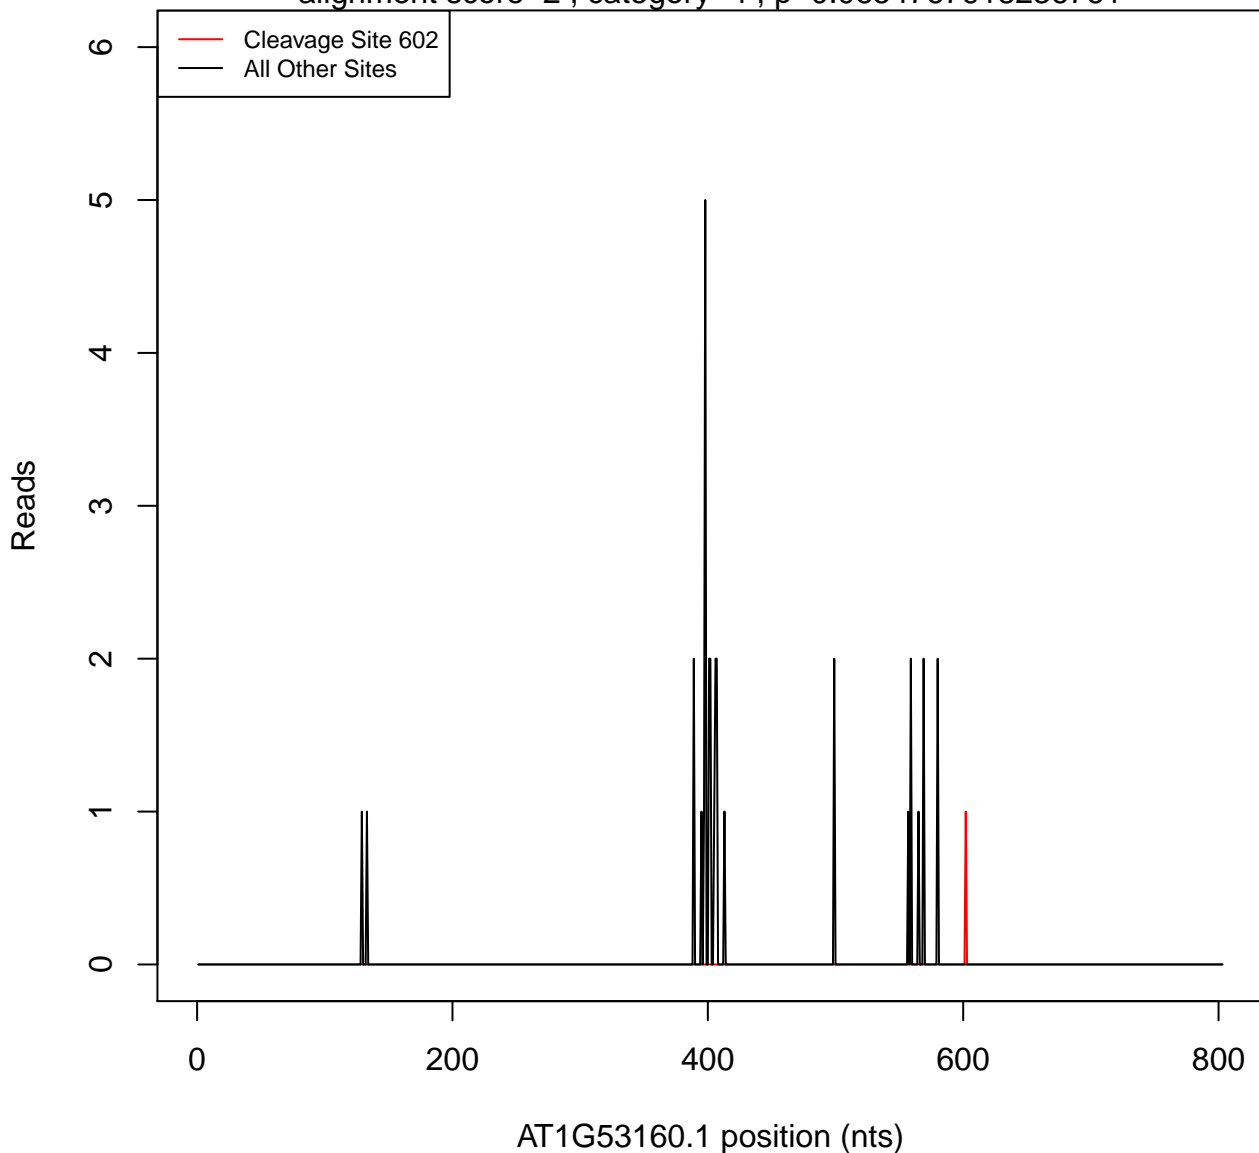

ath-miR156d slicing AT1G53160.1 at nt 602

alignment score=2 , category=4 , p=0.0654767918236761

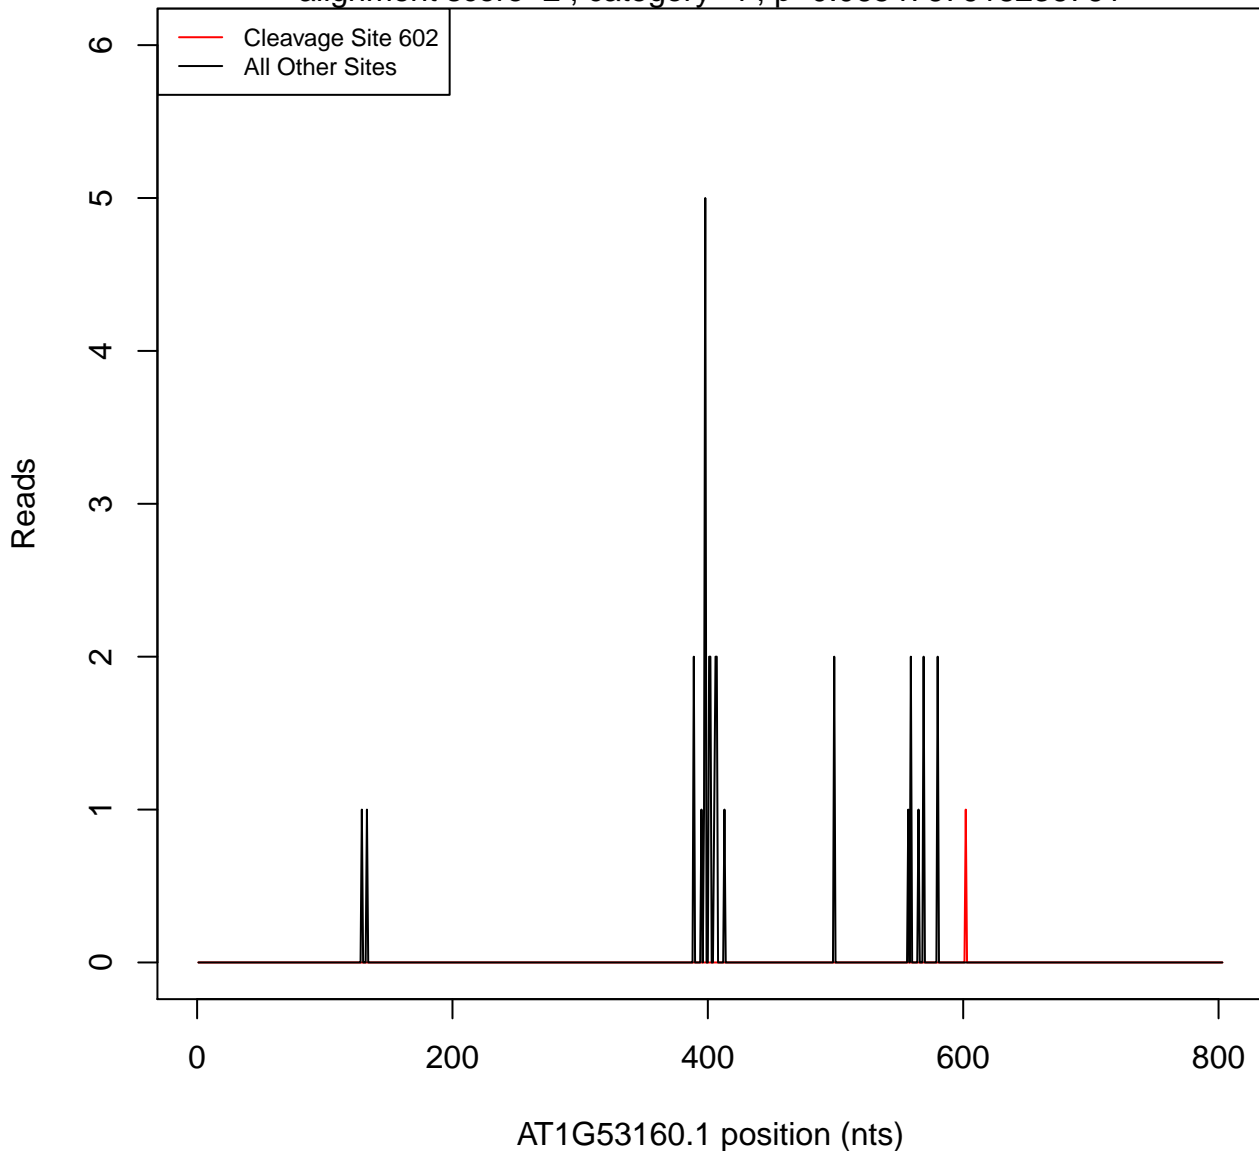

ath-miR156e slicing AT1G53160.1 at nt 602

alignment score=2 , category=4 , p=0.0654767918236761

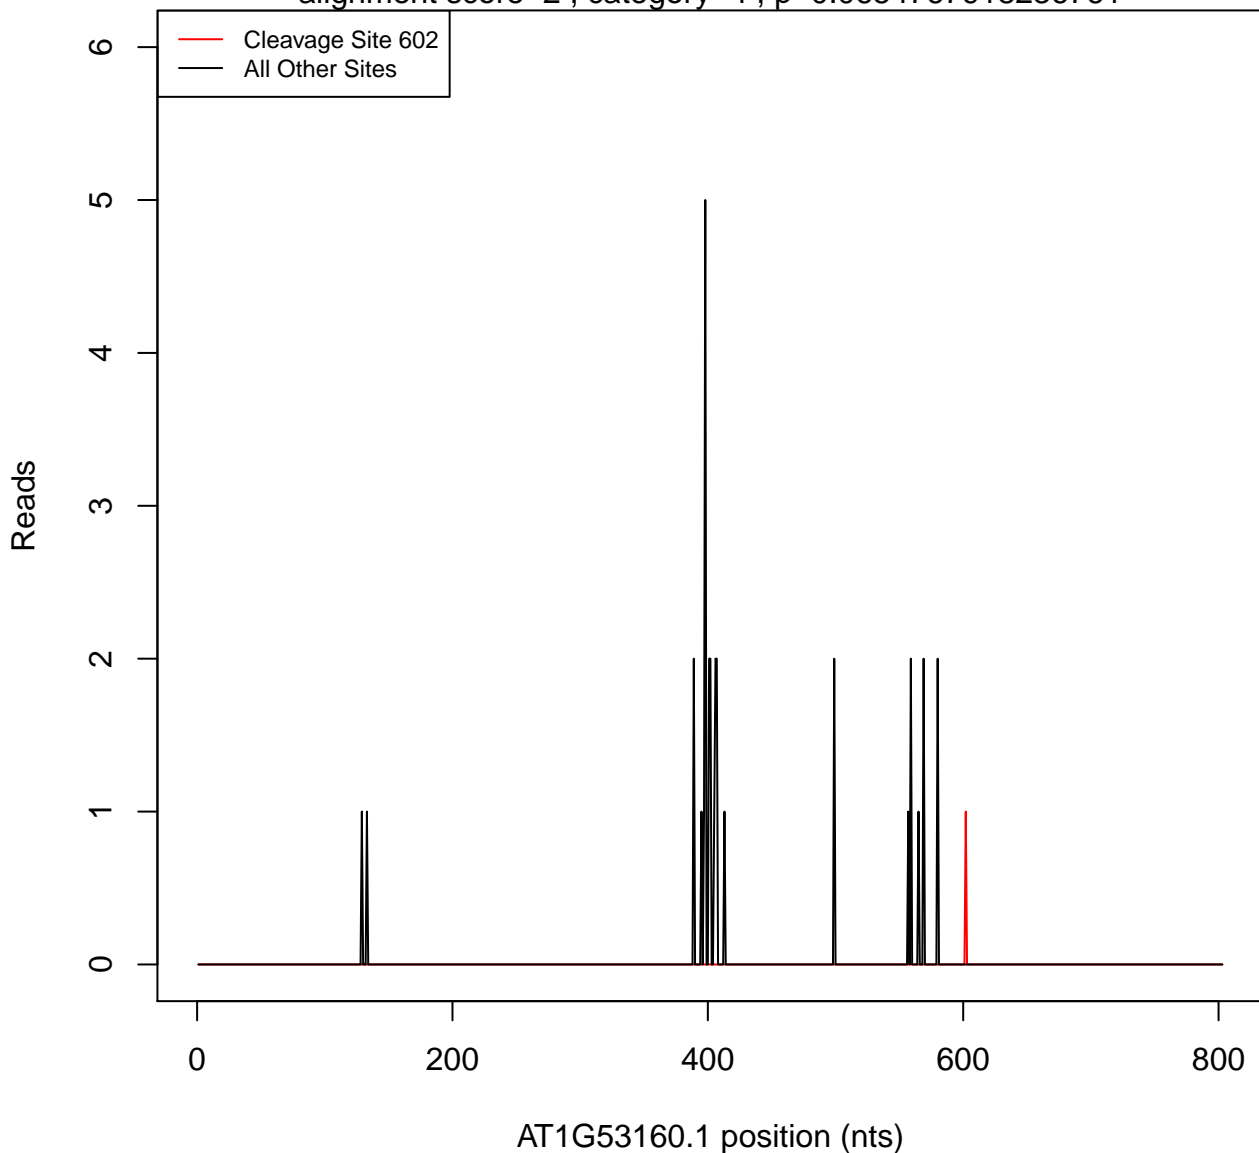

ath-miR156f slicing AT1G53160.1 at nt 602

alignment score=2 , category=4 , p=0.0654767918236761

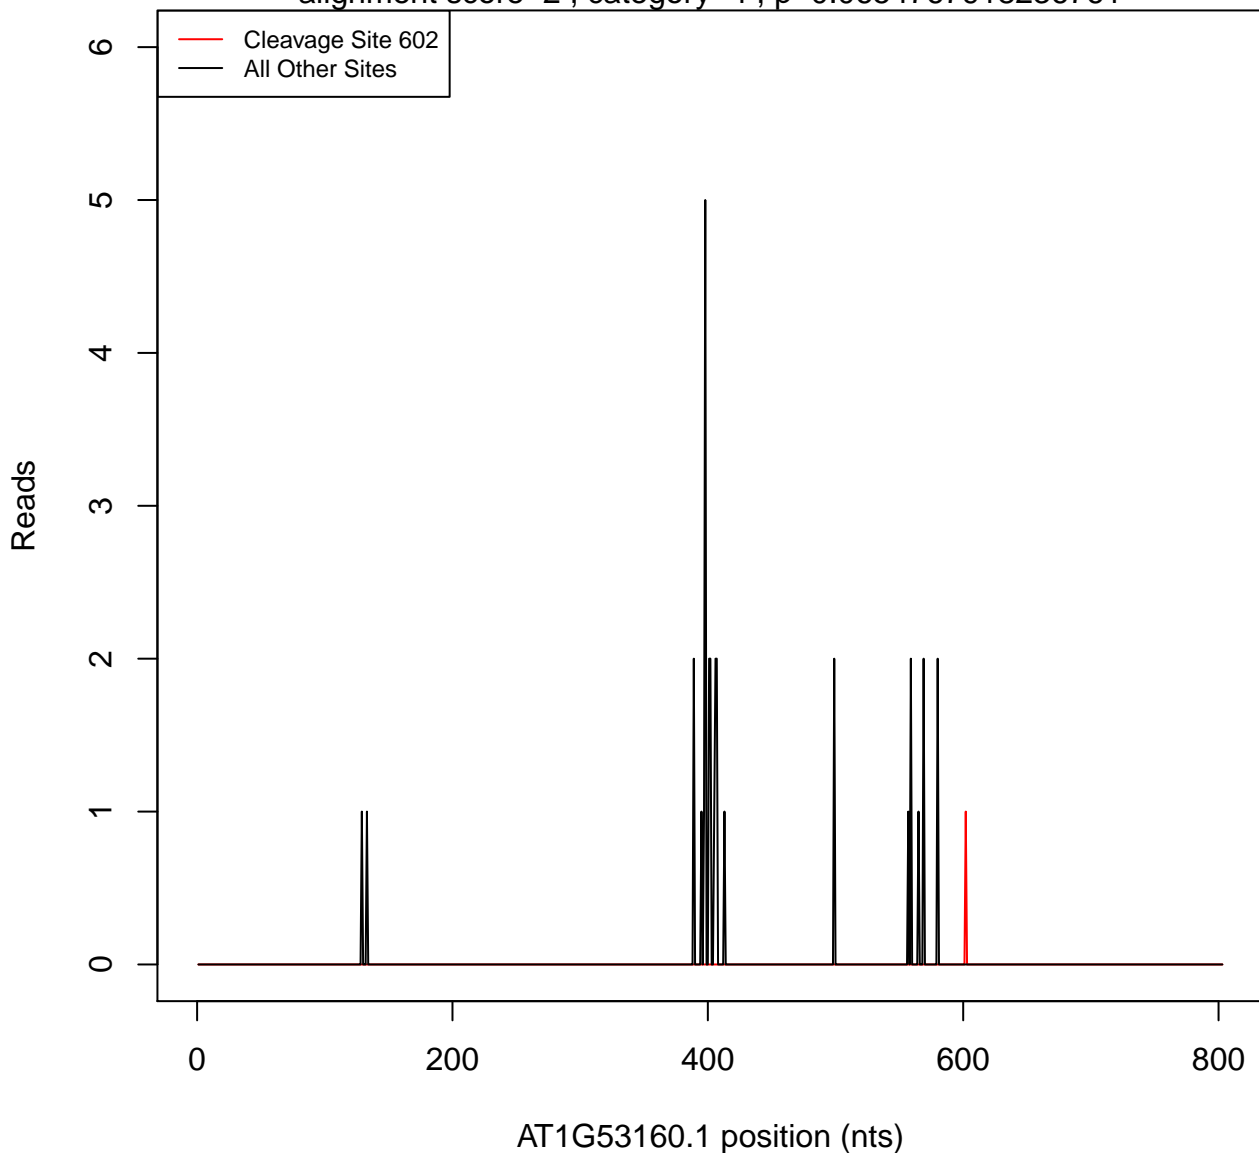

ath-miR156g slicing AT1G53160.1 at nt 602

alignment score=3 , category=4 , p=0.0538993358227995

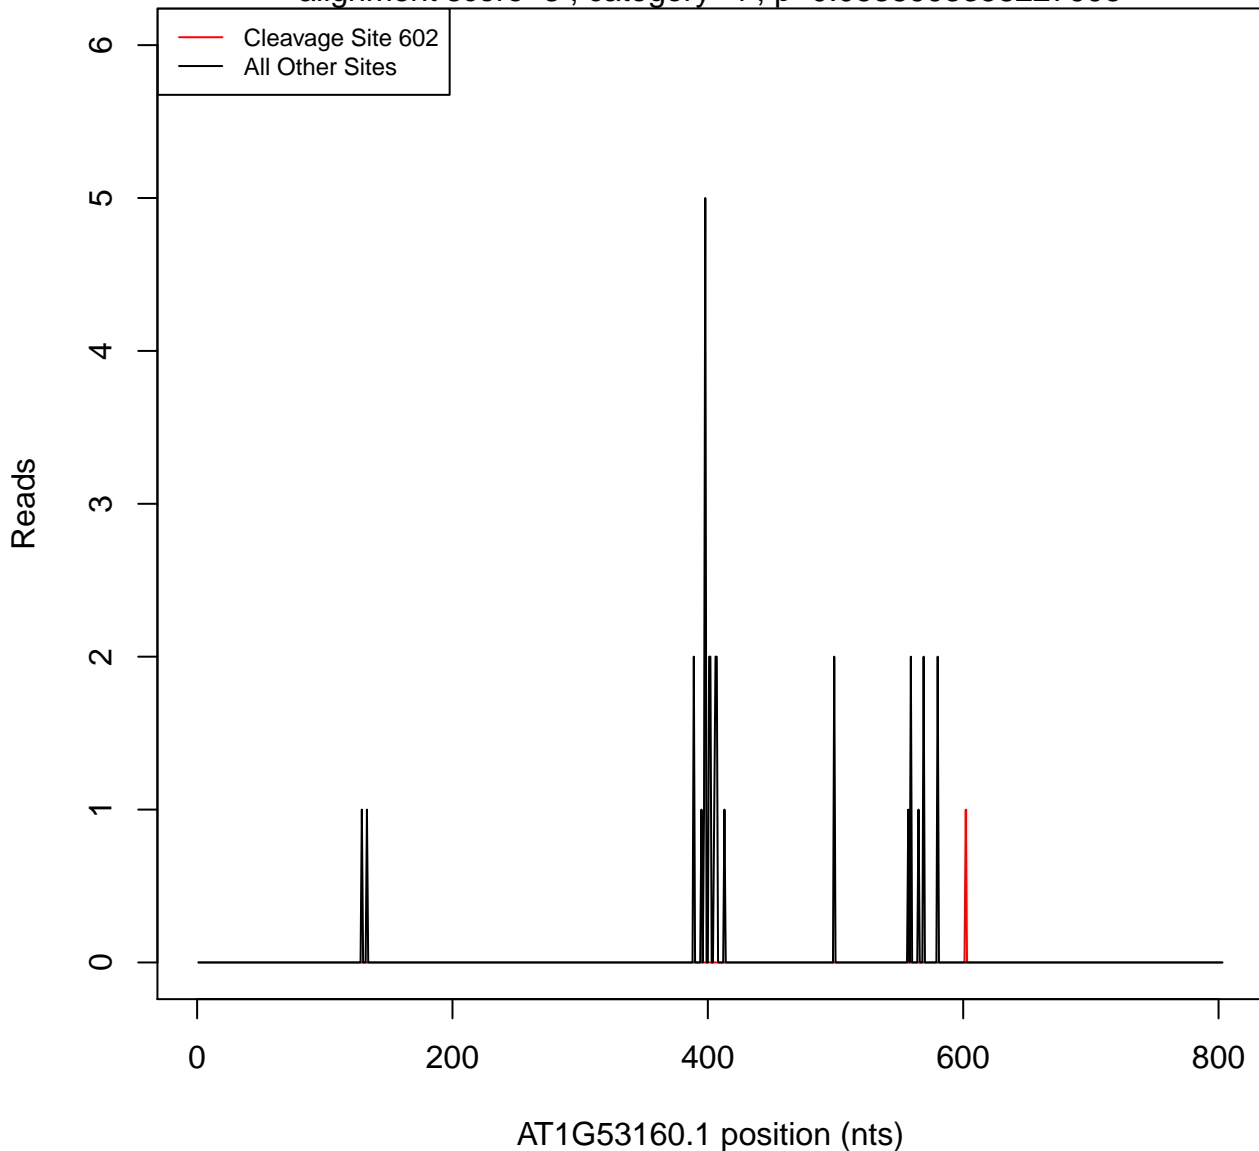

ath-miR156i slicing AT1G53160.1 at nt 602

alignment score=0 , category=4 , p=0.0882084166873425

ath-miR156j slicing AT1G53160.1 at nt 602

alignment score=1 , category=4 , p=0.0769125742241341

How the deposited data were processed for this re-analysis (not part of the article)

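Small RNA and degradome libraries were made from floral buds of CMS and MF B. juncea, with 1 library per line and assay and the buds of 6 plants pooled per library. With 4 libraries and no replicate, no spread between plants could be estimated, and edgeR or DESeq2 were not used here. Samples were assigned to lines and assays from their deposited labels, which match the paper's methods.

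The values are those of the tables that the authors deposited. For the small RNA, the authors removed adapters, kept mappable reads, compared them with miRBase 18.0 and with Arabidopsis sequences, and predicted hairpins with Mfold. Their tables hold a count of raw reads per miRNA, a normalized value rounded to a whole number (a score rather than a count of reads). The log2 values that the authors deposited were made from the normalized CMS over the normalized MF value, with a small value in place of 0, and were not used here. The factor of the normalization is not stated in the paper's text, and it was recovered as the normalized over the raw value of the most abundant miRNA, 0.896 in MF and 1.12 in CMS. For the degradome, the authors mapped reads to Arabidopsis cDNA and ran CleaveLand 3.0. Their tables hold per target a count of reads at the cleavage site, an alignment score, a category from 0 to 4 and a p-value from CleaveLand. A further signal, which the authors made by dividing the reads by the number of transcripts they hit, was deposited beside the counts and was not used here. Places of hairpins and genes are those that the authors deposited, for TAIR10. Sequence around the sites was not analysed here.

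Every entry of the miRNA tables with a sequence and values was used, 288 in all, and identical mature sequences were joined into 248. A called entry had an Audic-Claverie probability under 0.01 divided by the number of entries, with the two-sided Fisher's exact test and the chi-squared test both under 0.01, on the deposited normalized values with equal totals of 1000000. Called sequences were tested as distinct sequences, with 0.01 divided by their number. The Audic-Claverie value is the point probability, and its two-sided tail was added after seeing the data. Ratios used raw counts and the recovered factors, with exact conditional binomial (Clopper-Pearson) 95% intervals, and 0 reads were set against 3 counts. For families and lists the raw reads were summed or the median over distinct sequences was taken. Each list was compared with 10000 random lists of the same size drawn from 5 bins of mean abundance. Shares have exact binomial intervals and class counts exact Poisson intervals. Cleavage reads were compared after division by the cDNA-mapped reads of each degradome library, a choice made after seeing the data. The count of targets that moved the same way as their miRNA used the cleavage reads as deposited, a choice made before. Gene counts join the transcripts of a gene, and the comparison of target categories used Fisher's exact test on distinct pairs of miRNA and gene.

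The tests, the alternatives and the rule for named genes were fixed before the data were examined, but the values of the paper's Table 1 and of its first 9 supplementary tables had been seen and count as seen. Named miRNAs are those that the paper names, the 10 largest called changes in each direction with at least 20 raw reads, and the members of the lists. The lists are families that target transcription factors, families of the auxin pathway, families of nutrient and copper responses, families of the small RNA machinery, and other RNA, which holds entries named for rRNA or tRNA. Named targets are those that the paper names, up to 3 category 0 genes per family of the lists by cleavage reads, and the best target of each new candidate. GRH1 and AT1G27340 fall outside this rule and were chosen after their values were seen, as were the large sets of targets of ath-MIR5641-p5, ath-MIR414-p5 and miR414.

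The alternatives were other scalings of the raw counts (mappable reads, raw reads, total miRNA reads with and without miR319a/b, and the median ratio), other corrections and tests, a minimum of 20 reads, and a minimum change of 1.5-fold. For the degradome they were distinct transcripts or genes, leaving out category 4, and p under 0.05. Their effects are given in the closing section. The depth was 7331757 mappable reads in MF and 3192676 in CMS for the small RNA, and 7717843 and 4967302 mapped reads for the degradome. Of the miRNA sequences, 88 had at least 20 reads over both libraries, and the others allow only wide intervals. The calls and intervals were tested on simulated data in 20 runs with 60 changed sequences in each, where the intervals held the true ratio in 98.0% of cases and 0 calls had the wrong direction. The simulated counts held counting error only and the scaling was known, so these figures do not cover spread between libraries or errors of scaling.

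The computing used Python 3.11.15, numpy 2.4.6, scipy 1.17.1 and matplotlib 3.10.9, with the random seed 11. The qRT-PCR and oligomycin experiments were not analysed here.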

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

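The tests of explanations and the scalings of the cleavage reads in this part were chosen after the results were seen. The article's text does not discuss the cleavage of the genes flagged in the next paragraph. Each is a category 0 target of a known miRNA with at least 20 cleavage reads over both libraries. Scaled by the mapped reads, its whole counting interval lay beyond 2-fold in either direction. Genes of the transcription factor families that the article names were left out. Of these, ARF17, SPL10, SPL11 and MYB65 also passed the 2-fold limit, with lower interval ends of 1.47, 1.06, 1.07 and 1.18 in log2.

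The auxin receptor genes under miR393 had more cleavage reads in CMS. The log2 ratio, scaled by mapped reads, was 1.68 for AFB3 (361 reads in MF and 745 in CMS), 1.74 for AFB2 (337 and 724), 2.74 for TIR1 (10 and 43) and 2.99 for GRH1, also known as AFB1 (8 and 41). AT1G27340, a galactose oxidase/kelch repeat gene under miR394 that acts in leaf development, had 71 reads in MF and 225 in CMS, a log2 ratio of 2.30. With equal totals of the degradome tables these ratios were smaller, 0.44 for AFB3, 0.50 for AFB2, 1.50 for TIR1, 1.75 for GRH1 and 1.06 for AT1G27340, so that AFB3 and AFB2 no longer differed by 2-fold, and with the reads as deposited AFB3 and AFB2 had 1.045 and 1.103. AGO2, an Argonaute gene under miR403, had 901 reads in MF and 126 in CMS, a log2 ratio of -2.20. NF-YA9, a transcription factor gene under miR169, had 67 and 8, a log2 ratio of -2.43, and both were lower under each of these scalings.

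Of the 17 category 0 sites of conserved families with at least 20 reads, 13 were higher in CMS, 2 were lower and 2 could not be separated from 0, with a median log2 ratio of 1.68 (12 of 16 higher if SPL10 and SPL11 hold the same reads). This tally depends on the scaling and cannot be told apart from it, since 10 sites were higher and 3 lower with the reads as deposited, and 6 (35.3%) higher and 3 lower with equal totals. The equal totals count the sites of SPL10 and SPL11 many times, so that scaling leans on these genes. AFB3, AFB2, TIR1 and GRH1, all counted as higher by the mapped reads, are the 4 category 0 genes of miR393. Reads that hit several genes were counted in full at each, so these sites may share reads and are not all separate observations. A larger share of background fragments in MF cannot be told apart either, as the share of reads that mapped to cDNA was 1.40 times as high in CMS and 7 of 9 sites of low-complexity miRNAs lay below 0.5 times the median of the 17 sites (their own median was -0.042), but the other 2 of these few sites did not. More miRNA in CMS was not tested, since its amount depends on the scaling of the miRNA reads and transcript levels of the targets were not measured, and it stays open.

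The miRNA reads themselves leave open how much miRNA each line held, since they were 2.65 times as large a share of the mappable reads in CMS as in MF, whereas the authors' factors bring the median ratio near 0. The abundance of miR319a is argued against as the whole reason, because without it the share was still 1.77 times as large in CMS. A candidate explanation is a larger part of fragments of other RNA in the MF library, as the Rfam share was 1.44 times as high there, the mRNA share 1.11 times and the repeat share 13.9 times. These classes can account for only a part of the gap. Of the mappable reads, mRNA held 63.5% in MF and 57.0% in CMS, Rfam 4.62% and 3.21%, and repeats 0.667% and 0.0480%. Such differences are too small to dilute the miRNA share 2.65-fold, or 1.77-fold without miR319a. Fragments that matched none of these classes were not tested. Reads longer than 30 nt were 19.6 times as large a share of the raw reads in MF, but they were removed before the mappable reads were counted. A real difference between the lines in the amount of miRNA was not tested and stays open.

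Sequences 1 base from a far more abundant miRNA were relatively rarer in CMS in 5 of 5 cases with at least 20 reads, and 3 of these 5, ahy-miR167-5p_1ss21TC, ahy-miR159_1ss7TC and rco-miR319d_2ss20TC21TA, are among the called sequences, though the last 2 were not called with the mappable reads. If each simply followed its abundant relative, the log2 ratios would be equal, but the median gap was -2.31 and all 5 intervals exclude the ratio of the relative. More sequencing errors in the MF library and a difference between Brassica loci were not tested.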

How the results depend on the processing

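The alternatives were set before the data were examined, except the two-sided tail, the fixed families as the set of known miRNAs or targets, the scalings of the cleavage ratios of single targets, the mapped reads in the comparison of cleavage with miRNA direction and the sets without near sequences or without other RNA, which were chosen after seeing the data. No paired analysis was possible because each line has 1 library per assay. The number of called miRNAs stayed within 1.5 times the 47 entries and 35 sequences except with the raw reads as scaling, which called 78 entries and 59 sequences. The median ratio as scaling called the same 35 sequences in the same directions, and the totals without miR319a/b called 51 entries, with 33 of the 35 sequences among them, but 23 of the 35 were called with the mappable reads, 23 with the raw reads, 4 of them in the other direction, and 26 with the total miRNA reads. The two-sided tail called 42 entries and 30 sequences. The cause of the shifts below was not tested unless it follows from the setting itself.

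With the mappable reads 51 entries were higher and 11 lower in CMS, 82.3% higher against 46.8% with the authors' factors. With the raw reads 71 were higher and 7 lower (91.0%), with the total miRNA reads 5 and 39 (11.4%), and beyond 1.5-fold 14 and 23. These scalings move all ratios together, and the median log2 ratio of -0.03 became 0.85, 1.48 and -0.56 with the mappable, raw and total miRNA reads. The directions that turned were, with the mappable reads, miR396b 0.29, peu-MIR2916-p3 0.24, peu-MIR2916-p5 0.41 and smo-MIR1103-p3 0.27. With the raw reads they were miR396b 0.91, peu-MIR2916-p3 0.87, peu-MIR2916-p5 1.04, smo-MIR1103-p3 0.90, miR164c 0.52, miR845a 0.33, rco-miR319d_2ss20TC21TA 0.23 and PC-3p-77 0.42. With the total miRNA reads they were miR165a -0.020 and miR166a -0.053.

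The list medians moved in the same way. With the mappable, raw and total miRNA reads they were 0.25, 0.88 and -1.15 for transcription factor families, 0.85, 1.48 and -0.55 for the auxin pathway, 0.11, 0.67 and -1.09 for nutrient and copper responses, 0.041, 0.65 and -1.33 for the small RNA machinery, and 0.24, 0.87 and -1.17 for other RNA. The summed reads gave 0.57, -1.07, 0.57, 0.038 and -0.14 for these lists in the same order. With at least 20 reads the medians were -0.030, -2.22, -0.78 and 0.0094 for the lists before other RNA.

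Without miR319a/b the 21-nt share was 88.4% in MF and 91.2% in CMS, and summed over the listed miRNAs it was 97.4% in CMS. Without other RNA the 24-nt class fell below the 22-nt class in MF, at 0.342 times. Of the reads with the 3' adapter 71.4% were mappable in MF and 98.2% in CMS. The gap between the known and new candidate level, 8.0 in MF and 6.0 in CMS at the median, was 513 and 745 for means and 23.0 and 17.5 for sequences in both libraries. Weighted by reads, 72.9% of the new candidates were of 23 to 25 nt.

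The degradome targets were 455 transcripts, 335 genes, 527 without category 4 and 105 with p under 0.05 in MF, and 343, 247 and 242 for transcripts, genes and p under 0.05 in CMS. The share of transcription factor targets was 42.4% in MF and 37.1% in CMS for the families of the lists and 21.0% in CMS for categories 0 to 2. The excess of categories 3 and 4 among new candidates no longer passed the test with MF alone (65.3% against 51.7% of known pairs) or with p under 0.05. The latter left 1 of 2 new pairs (50.0%) against 14 of 108 known pairs (13.0%), and fewer pairs were tested in both cases. With equal totals of the degradome tables ARF8 turned to -0.11, and 8 of 18 target ratios, ARF8 among them, were no longer separable from 0, while SPL5 became lower in CMS at -1.97. With reads as deposited 3 of 18 were not. Low counts limit most ratios of rare miRNAs and all targets with fewer than 20 reads.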

Differences from the paper's values

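No count compared with the paper's differed by more than 1.5 times. The paper's values and those found here were 173 and 174 for the different miRNAs of 21 to 24 nt in MF, 94 and 93 for mature miRNAs of Arabidopsis hairpins, 78 and 76 for hairpins of new candidates, 93 and 92 for new candidate sequences, and 290 and 288 for miRNAs with values. For the first of these, the authors' normalized column gives 173.

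On rankings and directions, the paper gives 24 nt as the class next to 21 nt, whereas in CMS the 22-nt class had 957 reads and the 24-nt class 715, while in MF the order was as the paper gives it, with 1264 and 1390. This order of reads in MF turned when the entries of other RNA were left out. These reads are of identified miRNAs, whereas the paper writes of small RNAs. By the number of different sequences the 24-nt class came next to 21 nt in both libraries, as the paper gives it. It held 36 sequences against 20 of 22 nt in MF and 25 against 15 in CMS. The paper puts most of the new candidates at 23 to 25 nt, and 42 of the 92 sequences, or 45.7%, had these lengths, but 72.9% when weighted by reads, an alternative set before the data were examined. The discussion names PC-3p-30 as the miRNA of the elongation factor Tu genes, whereas the deposited targets, like the paper's results, give them to PC-3p-41, with 8 reads in MF and 27 in CMS at AT1G07920. PC-3p-30 has AT4G28000 among its targets, with 1 read in MF and 0 in CMS. For miR393a the paper gives lower expression in CMS by qRT-PCR, and the sequencing reads, 10 in MF and 7 in CMS, gave a log2 ratio of -0.20 with an interval from -1.83 to 1.34, which does not separate the lines.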

Other observations

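The comparisons in this part were chosen after the values were seen. Summed over families, miRNA reads and cleavage reads did not always go the same way. The miR156 family, which targets SPL genes, had 638 raw reads in MF and 412 in CMS (log2 ratio -0.31, 95% interval -0.50 to -0.13), which became 0.57 with the mappable reads, while the cleavage reads of its target SPL10 were 224 and 356 (1.30, 1.06 to 1.55), or 0.065 with equal totals of the degradome tables. Most of these small RNA reads were of other arms, with 419 and 358 for ath-MIR156b-p3 and 102 and 8 for ath-MIR156e-p3. The mature sequences miR156a (20 and 4), ath-miR156h_L+1 (16 and 42) and miR156j (3 and 0) were rarer and did not move together. The family sum thus does not give the direction of the sequences that guide cleavage of SPL genes. The miR393 family had 10 small RNA reads in MF and 7 in CMS, against 361 and 745 cleavage reads at its target AFB3. miR403 had 94 and 76 reads (0.01, -0.45 to 0.46) and 0.89 with the mappable reads, while its target AGO2 had fewer cleavage reads in CMS. The miR169 family was lower in CMS by small RNA reads, and the cleavage reads of its targets were lower too, with 73 and 16 (-1.55, -2.43 to -0.76). Most of its small RNA reads were of the other arm ath-MIR169e-p3 (157 and 35), however. The most read mature sequence, miR169e, had 6 and 1, too few for a firm comparison with the cleavage.

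The arms of a hairpin did not always move together. The miRNA of the 3' arm of MIR159a rose in CMS, whereas ath-MIR159a-p5 fell from 61 raw reads to 11 (log2 ratio -2.16, -3.23 to -1.22), which was -1.27 and not called with the mappable reads. In the hairpin of miR164c, the mature sequence fell from 114 to 46 reads (-0.99, -1.52 to -0.49), was -0.11 and not called with the mappable reads and turned to 0.52 with the raw reads, while ath-MIR164c-p3 rose from 1 to 15 (4.22, 1.52 to 9.62), which was not called with the total miRNA reads (3.70). Both arms of MIR167a fell. Both arms of MIR390a and of MIR408 rose, miR408 by 0.66 and ath-MIR408-p5 by 1.57, and with the total miRNA reads miR408 (0.13) and both MIR390a arms (0.34 and 0.44) were no longer called. The cause was not tested.

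COX1 of the mitochondrial genome was listed as a target of the candidate PC-5p-74, with 13 cleavage reads in MF and 2 in CMS (log2 ratio -2.06, -5.25 to 0.078, or -2.70, -5.89 to -0.56 as deposited and -3.30, -6.49 to -1.16 with equal totals of the degradome tables), at sites of category 2 with CleaveLand p of 1.0.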
